# The lysophospholipase D enzyme Gdpd3 is required to maintain chronic myelogenous leukaemia stem cells

**DOI:** 10.1038/s41467-020-18491-9

**Published:** 2020-09-17

**Authors:** Kazuhito Naka, Ryosuke Ochiai, Eriko Matsubara, Chie Kondo, Kyung-Min Yang, Takayuki Hoshii, Masatake Araki, Kimi Araki, Yusuke Sotomaru, Ko Sasaki, Kinuko Mitani, Dong-Wook Kim, Akira Ooshima, Seong-Jin Kim

**Keywords:** Lipidomics, Cancer stem cells

## Abstract

Although advanced lipidomics technology facilitates quantitation of intracellular lipid components, little is known about the regulation of lipid metabolism in cancer cells. Here, we show that disruption of the *Gdpd3* gene encoding a lysophospholipase D enzyme significantly decreased self-renewal capacity in murine chronic myelogenous leukaemia (CML) stem cells in vivo. Sophisticated lipidomics analyses revealed that *Gdpd3* deficiency reduced levels of certain lysophosphatidic acids (LPAs) and lipid mediators in CML cells. Loss of *Gdpd3* also activated AKT/mTORC1 signalling and cell cycle progression while suppressing Foxo3a/β-catenin interaction within CML stem cell nuclei. Strikingly, CML stem cells carrying a hypomorphic mutation of *Lgr4/Gpr48*, which encodes a leucine-rich repeat (LRR)-containing G-protein coupled receptor (GPCR) acting downstream of Gdpd3, displayed inadequate disease-initiating capacity in vivo. Our data showing that lysophospholipid metabolism is required for CML stem cell maintenance in vivo establish a new, biologically significant mechanism of cancer recurrence that is independent of oncogene addiction.

## Abstract (web summary)

How lipid metabolism can affect cancer recurrence is still unclear. Here, the authors show that the lysophospholipase D Gdpd3 maintains self-renewal capacity of CML stem cells by regulating the quiescence, and AKT/mTORC1 and Foxo3a/β-catenin signalling in an oncogene-independent manner.

## Introduction

Glycerophospholipids (phospholipids) organise the lipid bilayer in a cell’s plasma membrane. These phospholipids are also a source of lipid mediators such as prostaglandins and leukotrienes, which play essential roles in immune responses, inflammation, and cancer development^1–3^. Phospholipids contain two hydrophobic fatty acid chains at the *sn*-1 and *sn*-2 sites, and one hydrophilic polar base (choline, serine, inositol or ethanolamine) at the *sn*-3 site (Fig. 1a, upper right). Since the 1950s, it has been known that glycerol *3*-phosphate (G3P) is first converted into lysophosphatidic acids (LPAs) and then into various phospholipids via the Kennedy pathway (the so-called de novo pathway)^4^, as illustrated in Fig. 1a. To supply a wide variety of lipid molecules, the fatty acid chains and polar bases of phospholipids undergo exchange via the Lands’ cycle (remodelling pathway) to create distinct types of lysophospholipids^5,6^. These lysophospholipids can then be recycled back into LPAs through the activities of three lysophospholipase D enzymes, namely Autotaxin (ATX), GDPD3 (also termed GDE7), and GDPD1 (GDE4), which have the ability to specifically hydrolyse the polar base at the *sn-3* site of a lysophospholipid^7–9^.

**Fig. 1:**
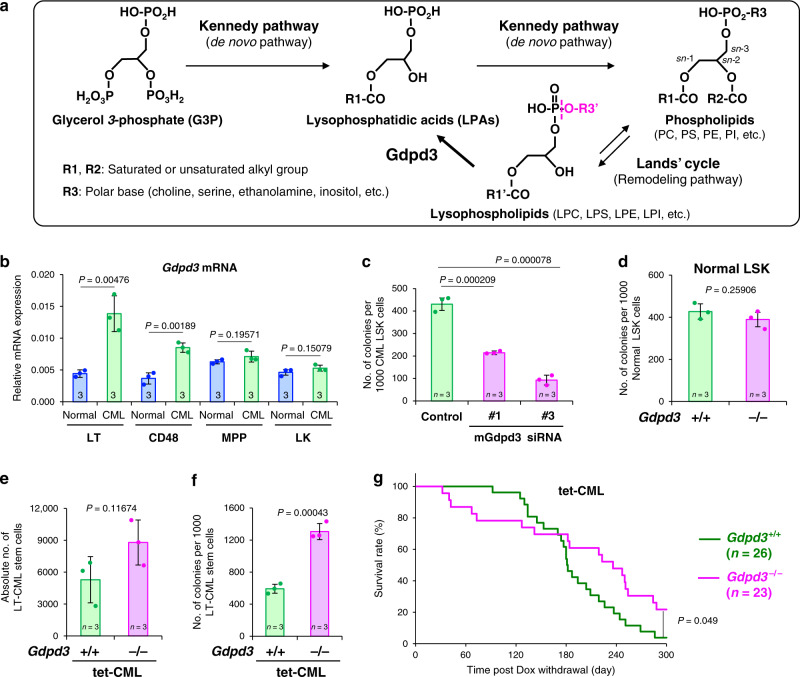
Gdpd3 is implicated in CML disease initiation in vivo. **a** Diagram of pathways of lysophospholipid biosynthesis. G3P is converted into LPAs, and LPAs are then converted into phospholipids by the addition of polar bases via the Kennedy (de novo) pathway. The Lands’ cycle (remodelling pathway) generates lysophospholipids of distinct composition by substituting fatty acid ester and polar base groups of phospholipids. Lysophospholipase D Gdpd3 converts lysophospholipids back into LPAs by catalysing hydrolysis (magenta dotted line). (PC Phosphatidylcholine, PS Phosphatidylserine, PE Phosphatidylethanolamine, PI Phosphatidylinositol, LPC Lysophosphatidylcholine, LPS Lysophosphatidylserine, LPE Lysophosphatidylethanolamine, LPI Lysophosphatidylinositol). **b** qRT-PCR determination of *Gdpd3* mRNA expression in LT-stem (LT), CD48, MPP, and LK cells (see Supplementary Fig.2) isolated from *Gdpd3*^*+/+*^tet-CML-affected (SCL-tTA^+^TRE-BCR-ABL1^+^) mice (one male, six females) or normal littermate (SCL-tTA^+^) mice (four males, four females). Data are the mean ratio ± s.d. of transcript levels normalised to *Actb* (*n* = 3 biologically independent samples) (*P*-value, unpaired two-sided Student’s *t*-test). **c** Quantitation of the colony-forming capacity of *Gdpd3*^+/+^ CML-LSK cells that were transduced with/without Cy3-labelled siRNA targetting mouse *Gdpd3* mRNA (mGdpd3 siRNA #1 or #3). Cy3^+^ and Cy3^−^ CML-LSK cells were purified at 3 days post-transduction and plated in semi-solid methylcellulose medium. Data are the mean colony number ± s.d. (*n* = 3) and are representative of biologically independent three experiments (*P*-value compared with control, unpaired two-sided Student’s *t*-test). **d** Quantitation of colony-forming capacity of haematopoietic stem/progenitor (LSK) cells that were isolated from normal *Gdpd3*^+/+^ (one female) and *Gdpd3*^−/−^ (one female) mouse and cultured in semi-solid methylcellulose medium under hypoxic (3% O_2_) conditions. Data are the mean colony number±s.d. (*n* = 3) and are representative of biologically independent two experiments (*P*-value, unpaired two-sided Student’s *t*-test). **e** Absolute numbers of LT-CML stem cells isolated from the two hind limbs of *Gdpd3*^+/+^tet-CML-affected mice (three females, *n* = 3 biologically independent samples) and *Gdpd3*^−/−^tet-CML-affected mice (one male, two females, *n* = 3 biologically independent samples). Data are the mean absolute numbers ± s.d. of LT-CML stem cells (*P*-value, unpaired two-sided Student’s *t*-test). **f** Quantitation of colony-forming capacity of LT-CML stem cells that were isolated from a *Gdpd3*^+/+^tet-CML-affected mouse (one male) and a *Gdpd3*^−/−^tet-CML-affected mouse (one male) and co-cultured on an OP-9 stromal cell layer under hypoxic (3% O_2_) conditions. Data are the mean colony number±s.d. (*n* = 3) and are representative of biologically independent three experiments (*P*-value, unpaired two-sided Student’s *t*-test). **g** Survival rates of *Gdpd3*^+/+^tet-CML-affected mice (18 males, eight females, *n* = 26 biologically independent samples) and *Gdpd3*^+/+^tet-CML-affected mice (19 males, four females, *n* = 23 biologically independent samples) after induction of CML by Dox withdrawal (*P*-value, Log-rank non-parametric test).

Lysophospholipids have only one fatty acid chain at the *sn*-1 or *sn*-2 site and so are more water-soluble than phospholipids, allowing them to act as lipid second messengers mediating regulatory signalling. These molecules convey their signalling functions by binding to certain LPA receptors (LPAR1-LPAR6) belonging to the G-protein coupled receptor (GPCR) family^10,11^. However, the precise roles of lysophospholipid metabolism in cancer cells in general, and in cancer stem cells in particular, are not yet understood. It is known that *ATX*-disrupted mice exhibit embryonic lethality, and that enforced expression of ATX or LPARs promotes the initiation and metastasis of breast cancer in transgenic mouse strains^12,13^. In humans, our knowledge is even more limited, although aberrant expression of phosphatidylcholines (PCs) has been detected in patients with colorectal cancer, triple-negative breast cancer, or lung adenocarcinoma^14–16^.

Chronic myelogenous leukaemia (CML) stem cells are the hierarchal apex cells in CML disease. CML stem cells have both the capacity to self-renew and to produce mature CML cells^17^. Despite their expression of the *BCR-ABL1* oncogene, CML stem cells have been reported to maintain their stemness in an oncogene-independent manner^18^, the mechanism of this maintenance is unknown. Thus, although the advent of tyrosine kinase inhibitors (TKIs) has dramatically improved the prognoses of CML patients, CML stem cells are untouched by TKI treatment and survive to cause the relapse of CML disease^19^. A cure for CML therefore remains elusive.

The oncogene-independent survival of CML stem cells has spurred many researchers to search for CML stem cell-specific vulnerabilities in the metabolic pathways controlling their energy production, amino acid acquisition, and lipid mediator generation^20^. For instance, activation of the PPARγ-mediated signalling pathway by its agonist pioglitazone can reduce CML stem cells in human patients^21^. Among enzymes involved in lipid metabolism, arachidonate 5-lipoxygenase (Alox5) and arachidonate 15-lipoxygenase (Alox15) are known to be essential for CML stem cell survival^22,23^. When used in combination with the TKI imatinib, prostaglandin E_1_ (PGE_1_) can reduce relapse frequency in CML-affected mice^24^. We previously reported that forkhead O transcription factor 3a (Foxo3a), which is regulated by phosphatidyl-inositol 3-phosphokinase (PI3K) and AKT, plays a crucial part in controlling CML stem cell function^25^. However, it has been difficult to pin down the biological role of lipidogenesis in the maintenance of CML stem cells.

In this study, we show that the *Gdpd3* gene encoding a lysophospholipase D enzyme is more highly expressed in murine CML stem cells than in normal wild-type (WT) haematopoietic stem cells (HSCs). Most importantly, genetically *Gdpd3*-deficient CML stem cells are impaired in their long-term (LT) self-renewal capacity after serial transplantation. In addition, the mutant cells exhibit a reduced ability to cause disease relapse in TKI-treated recipient mice, indicating that Gdpd3-mediated lysophospholipid metabolism is a major contributor to the maintenance of CML stem cells in vivo. Our results also demonstrate that the lysophospholipid pathway sustains the production of lipid mediators and the expression of *GPCR* genes (including *Lgr4/Gpr48*) that are required for CML stem cell function in vivo. Thus, our work has uncovered and linked two features of CML stemness: (1) the lysophospholipase D Gdpd3 is critical for maintaining primitive CML stem cells in an oncogene-independent manner, and (2) lysophospholipid metabolism produces vital lipid mediators and regulates multiple downstream pathways, including GPCR-mediated signalling, that are essential for CML stem cell function.

## Results

### Gdpd3 contributes to CML stem cell survival in vivo

To identify lipid metabolism-related genes that are differentially expressed in CML stem cells compared to normal WT HSCs, we surveyed an RNA-Seq gene expression profiling dataset that we previously made available to a public database gene expression omnibus (GEO, ID: GSE70031, NCBI, NIH, USA)^26^. We found that the *Gdpd3* gene encoding a lysophospholipase D enzyme was more highly expressed in the most primitive LT-CML stem cells than in normal WT LT-HSCs (Supplementary Fig. 1). This finding prompted us to investigate the biological significance of Gdpd3 and lysophospholipid metabolism in CML stem cells. For this study, we used two CML mouse models: (1) *SCL-tTA* x *TRE-BCR-ABL1* double transgenic CML mice, the so-called tet-inducible CML-affected mouse model^27,28^, designated herein as tet-CML mice; and (2) the retroviral BCR-ABL1 transduction CML model, termed the retro-CML-affected mouse model, designated herein as retro-CML mice. The latter mutants were derived by bone marrow transplantation (BMT) of murine HSCs that were retrovirally transduced with the *BCR-ABL1*-*ires*-*EGFP* gene, as reported in our earlier study^25,26^. The tet-CML model is best suited for evaluating the natural development of CML disease in mice, and for examining molecular mechanisms in the most primitive LT-CML stem cells. On the other hand, retro-CML mice are very useful for examining the functionality (i.e., maintenance of CML disease-initiating capacity in vivo) of CML-LSK (Lineage^−^Sca-1^+^cKit^+^) cells during serial BMT.

We first harvested bone marrow mononuclear cells (BMMNCs) from littermate healthy control mice (*SCL-tTA*^*+*^) and tet-CML mice (*SCL-tTA*^*+*^*TRE-BCR-ABL1*^*+*^*)*, and isolated LT-stem cells (CD150^+^CD48^−^CD135^−^LSK), CD48^+^LSK cells, multipotent progenitors (MPP), and LK (Lineage^−^Sca-1^−^cKit^+^) populations (Supplementary Fig. 2). Application of real-time PCR analysis to these cells revealed that the *Gdpd3* gene was more highly expressed in LT-stem cells and CD48^+^ LSK cells from tet-CML mice compared to the same populations from healthy littermate control mice, but that the same was not true for MPP and LK cells (Fig. 1b). Notably, the transduction of either of two siRNAs targeting mouse *Gdpd3* mRNA suppressed the colony-forming capacity of CML-LSK cells (Fig. 1c). This particular gene’s candidacy as a key lipid metabolism enzyme contributing to CML was also bolstered by the results of a preliminary lipidomics analysis (see below).

To examine Gdpd3’s role in CML in vivo, we used genome-editing technology in mouse embryos to successfully establish a *Gdpd3*-deficient mouse strain (*Gdpd3*^−/−^) in which five bp between nucleotides 15 and 19 after the first methionine of the *Gdpd3* gene were deleted (Supplementary Fig. 3). Consistent with a previously reported *Gdpd3*-deficient mutant^29^, our *Gdpd3*^−/−^ mice were born at the expected Mendelian ratio and appeared healthy (data not shown). Thus, the Gdpd3*-*mediated lysophospholipid metabolic pathway is dispensable for normal mouse development and survival. With respect to haematopoesis, whereas the red blood cell (RBC) count and haematocrit (HCT) appeared to increase in *Gdpd3*^−*/*−^ mice compared to *Gdpd3*^*+/+*^ mice, no difference was observed in white blood cell (WBC) count (Supplementary Table 1). In addition, no differences were observed in CFU-GM, BFU-E, or CFU-mix populations of BMMNCs, or in the colony-forming capacity of LSK cells isolated from normal healthy *Gdpd3*^+/+^ and *Gdpd3*^−/−^ littermate mice (Fig. 1d; Supplementary Fig. 4). In serial BMT experiments, normal LSK cells from *Gdpd3*^−*/*−^ mice maintained their BM reconstitution capacity through the first- and second-rounds of such transplantation in vivo (Supplementary Fig. 5).

We next employed our *Gdpd3*^−/−^ tet-CML mouse model to evaluate Gdpd3’s function in CML stem cells. The absolute number of LT-CML stem cells was modestly higher in *Gdpd3*^−/−^ tet-CML-affected mice than in *Gdpd3*^+/+^ tet-CML controls (Fig. 1e). Unexpectedly, *Gdpd3*^−/−^ LT-CML stem cells displayed greater colony-forming capacity than *Gdpd3*^+/+^ LT-CML stem cells (Fig. 1f). Consistent with this finding, *Gdpd3*^−*/*−^ tet-CML mice developed CML disease more rapidly than *Gdpd3*^*+/+*^ tet-CML mice, usually within three months of CML induction by Dox withdrawal (Fig. 1g). However, this enhanced disease-initiating capacity had attenuated by six months post-Dox withdrawal such that more *Gdpd3*^−*/*−^ tet-CML mice survived longer than did *Gdpd3*^*+/+*^ tet-CML mice. These results suggest that, even though the loss of *Gdpd3* in CML stem cells initially aggravates CML disease, these cells eventually lose the ability to differentiate into mature CML cells.

To examine the self-renewal capacity of *Gdpd3*-deficient CML-LSK cells in vivo, we employed our retro-CML model mice^25^. Consistent with the accelerated initiation of CML disease observed in our tet-CML model, recipient mice transplanted with *Gdpd3*^−/−^ retro-CML-LSK cells developed CML disease more rapidly than recipients transplanted with *Gdpd3*^+/+^ retro-CML-LSK cells (Fig. 2a). However, to our surprise, serial BMT experiments indicated that *Gdpd3*^−/−^ retro-CML-LSK cells isolated from primary recipients showed a marked decrease in disease-initiating capacity in second-round recipients compared to *Gdpd3*^+/+^ retro-CML-LSK cells (Fig. 2b). We next examined the effect of *Gdpd3* loss on the absolute number and frequency of BCR-ABL1/EGFP^+^ CML-LSK cells in first- and second-round BMT recipients. No significant differences were observed in either the frequency or the absolute number of BCR-ABL1/EGFP^+^ CML-LSK cells in BM of first-round recipients (Fig. 2c; Supplementary Fig. 6a). However, in spleen, the absolute number of CML-LSK cells was dramatically increased in first-round recipients, even though we could not detect a difference in the frequency of these cells (Fig. 2d; Supplementary Fig. 6b). This elevated absolute number of CML-LSK cells in spleen resulted from a higher number of total splenocytes in *Gdpd3*^−*/*−^ retro-CML mice compared to *Gdpd3*^*+/+*^ retro-CML mice (data not shown). When we examined second-round recipients, however, we found that CML-LSK cells were dramatically decreased in both BM and spleen of recipients bearing the mutant cells (Fig. 2e, f; Supplementary Fig. 6c, d). These data prompted us to compare the cell cycle distribution of *Gdpd3*^*+/+*^ and *Gdpd3*^−*/*−^ CML-LSK cells isolated from retro-CML mice subjected to in vivo BrdU incorporation assays. The frequency of BrdU^+^ S phase cells in the spleen was strikingly elevated among *Gdpd3*^−*/*−^ CML-LSK cells compared to *Gdpd3*^*+/+*^ CML-LSK cells (Fig. 2g, h), with a similar trend in BM (Supplementary Fig. 7). Accordingly, the frequency of BrdU^−^ G_0_/G_1_ cells among *Gdpd3*^−*/*−^ CML-LSK cells was reduced compared to *Gdpd3*^*+/+*^ CML-LSK cells. These results demonstrate that *Gdpd3* deficiency promotes the cell cycle progression of CML stem/progenitor cells, and thus breaks the quiescence essential for maintaining the stemness of CML stem cells in vivo.

**Fig. 2:**
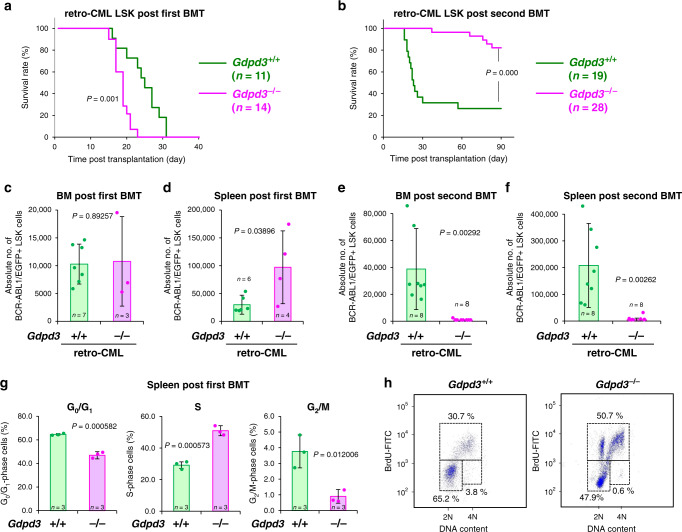
Gdpd3 maintains the self-renewal capacity of CML stem cells in vivo. **a** Survival rates of retro-CML-affected mice in a primary BMT experiment that received BCR-ABL1/EGFP-transduced LSK cells from either *Gdpd3*^+/+^ mice (one male, one female) or *Gdpd3*^−/−^ mice (two females). Results shown are cumulative data obtained from two biologically independent experiments (*P*-value, Log-rank non-parametric test). **b** The survival rate of second-round BMT recipient mice that received serial transplantation of BCR-ABL1/EGFP^+^ CML-LSK cells (3 × 10^4^ cells) isolated from either the *Gdpd3*^+/+^ retro-CML-affected mice (14 females) or *Gdpd3*^−/−^ retro-CML-affected mice (15 females) as in **a**. Results shown are cumulative data obtained from three biologically independent experiments. Mouse survival was monitored for 90 days. (*P*-value, Log-rank non-parametric test) **c**–**f** Absolute numbers of BCR-ABL1/EGFP^+^ CML-LSK cells isolated from **c**, **e** BM of the two hind limbs and **d**, **f** spleen of *Gdpd3*^+/+^ retro-CML-affected mice and *Gdpd3*^−/−^ retro-CML-affected mice after **c**, **d** a first-round or **e**, **f** second-round of serial BM transplantation. Data are the mean absolute numbers ± s.d. of BCR-ABL1/EGFP^+^ LSK cells. n numbers in **a**–**f** indicate biologically independent mouse numbers. (*P*-value, unpaired two-sided Student’s *t*-test). (See also Supplementary Fig. 6). **g**, **h** Cell cycle distribution of CML-LSK cells in the spleen of *Gdpd3*^+/+^ retro-CML-affected mice (three females) or *Gdpd3*^−/−^ retro-CML-affected mice (three females) that were intraperitoneally administered BrdU for 3 h after a first-round of BMT as in **a**. Results are the mean frequency ± s.d. of G_0_/G_1_ phase CML-LSK cells, BrdU^+^ S-phase CML-LSK cells, and G_2_/M phase CML-LSK cells (*n* = 3 biologically independent samples) (*P*-value, unpaired two-sided Student’s *t*-test). (See also Supplementary Fig. 7). **h** Representative dot plots of BrdU incorporation and DNA content for the CML-LSK cells in **g**.

### LPAs and lipid mediators are decrea**s**ed in *Gdpd3*^−/−^CML cells

Given that the *Gdpd3* gene encodes a lysophospholipase D enzyme that hydrolyses lysophospholipids into LPAs^8,9^, we investigated levels of various LPAs predicted to be products of Gdpd3 activity in BM cells of normal WT, *Gdpd3*^+/+^ tet-CML and *Gdpd3*^−/−^ tet-CML-affected mice. Interestingly, an examination of normal WT BMMNCs and CML BM cells showed that the presence of CML disease dramatically altered the levels of many LPAs (Fig. 3a). Several LPAs, including LPA20:4 (arachidonate), were increased in *Gdpd3*^+/+^ CML BM cells compared to normal WT BMMNCs, whereas only LPA18:1 (oleate) was decreased in this experiment. In contrast, most of these same LPAs tended to decrease in both BMMNCs and LSK cells isolated from *Gdpd3*^−/−^ tet-CML mice compared to those from *Gdpd3*^+/+^ tet-CML mice (Fig. 3a, b). Thus, in general, loss of Gdpd3 enzymatic activity decreases LPA levels in the CML context.

**Fig. 3:**
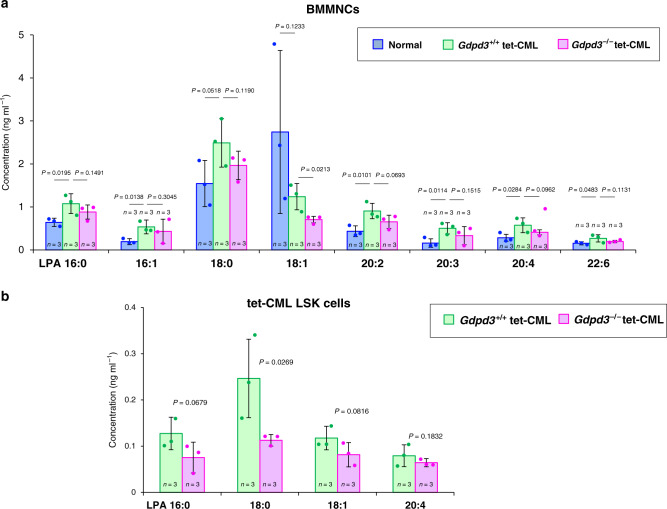
The loss of the *Gdpd3* gene decreases LPAs in CML cells in vivo. **a**, **b** Global lipidomics analyses (see Methods and Supplementary Method 1) for the indicated LPAs in **a** BMMNCs (1 × 10^7^) isolated from healthy 8-wk-old normal C57BL/6 mice (two males, four females), *Gdpd3*^+/+^ tet-CML-affected mice (five females), or *Gdpd3*^−/−^ tet-CML-affected mice (one male, three females), and in **b** CML-LSK cells (5 × 10^5^) isolated from *Gdpd3*^+/+^ tet-CML-affected mice (four males and 11 females), or *Gdpd3*^−/−^ tet-CML-affected mice (six males, ten females), at 5 weeks post-Dox withdrawal. Data are the mean concentration (ng ml^−1^) ±s.d. (*n* = 3 biologically independent samples) (*P*-value, unpaired one-sided Student’s *t*-test). The *X*-axis labels represent LPA [carbon number]:[unsaturated bound number] of the fatty acid chain in the LPA.

We next performed a sophisticated global lipidomics analysis of 196 lipid mediators and discovered that several non-LPA lipid mediators were also markedly decreased in *Gdpd3*^−/−^ tet-CML BM cells compared to *Gdpd3*^+/+^ tet-CML BM cells (Fig. 4). Notably, prostaglandin D_2_ (PGD_2_) and PGE_2_, which were increased in *Gdpd3*^+/+^ tet-CML BM cells compared to normal WT BMMNCs, appeared to be decreased in *Gdpd3*^−/−^ tet-CML BM cells compared to *Gdpd3*^+/+^ tet-CML BM cells (Fig. 4a). In the same vein, levels of eicosanoid and docosanoid fatty acids, such as *5*-oxo-*6E,8Z,11Z,14Z*-eicosatetraenoic acid (5-KETE), *15*-hydroxy-*5Z, 8Z,11Z,13E,17Z*-eicosapentaenoic acid (15-HEPE), and 17-hydroxydocosahexaenoic acid (17-HDHA), tended to be lower in *Gdpd3*^−/−^ tet-CML BM cells than in *Gdpd3*^+/+^ tet-CML BM cells (Fig. 4b). Lyso-PAF (platelet-activating factor) was higher in *Gdpd3*^+/+^ tet-CML BM cells than in normal WT BMMNCs, but decreased in *Gdpd3*^−/−^ tet-CML BM cells compared to *Gdpd3*^+/+^ tet-CML BM cells (Fig. 4c). Taken together, these data suggest that *Gdpd3* deficiency decreases many important lipid mediators in CML cells in vivo.

**Fig. 4:**
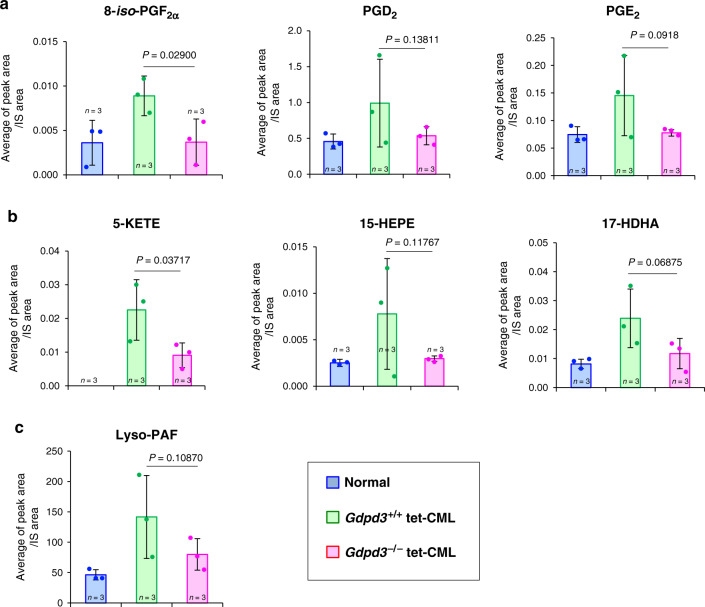
Lysophospholipase D Gdpd3 is required for the production of lipid mediators in CML cells in vivo. Global lipidomics analyses (see “Methods”, Supplementary Method 2, 3) for the lipid mediators in BMMNCs (1 × 10^7^) isolated from healthy 8-wk-old normal C57BL/6 mice (two males, four females), or *Gdpd3*^+/+^ tet-CML-affected mice (five females), or *Gdpd3*^−/−^ tet-CML-affected mice (one male, three females), at 5 weeks post-Dox withdrawal. Data are the mean average±s.d. of peak area normalised to IS (internal standard) area (*n* = 3 biologically independent samples) (*P*-value, unpaired one-sided Student’s *t*-test). **a** Prostanoids, **b** eicosanoids and docosanoid, and **c** Lyso-PAF were indicated.

### Loss of Gdpd3 activates the AKT/mTORC1 pathway

To understand how Gdpd3 deficiency affects downstream signalling pathways, we first investigated the AKT/mTORC1 pathway in LT-CML stem cells isolated from *Gdpd3*^*+/+*^ and *Gdpd3*^−*/*−^ tet-CML mice. Interestingly, levels of phosphorylated AKT and S6 ribosomal protein were increased in *Gdpd3*^−*/*−^ LT-CML stem cells compared to *Gdpd3*^*+/+*^ LT-CML stem cells, indicating that Gdpd3 acts to suppress the AKT/mTORC1 pathway in *Gdpd3*^*+/+*^ LT-CML stem cells (Fig. 5a, b; Supplementary Fig. 8a, b). We then examined the subcellular localisation of Foxo3a, whose export from a cell’s nucleus to its cytoplasm is induced by activated AKT. We observed that, while Foxo3a was located within the nuclei of *Gdpd3*^*+/+*^ LT-CML stem cells as expected^25^, Foxo3a was predominantly detected in the cytoplasm of *Gdpd3*^−*/*−^ LT-CML stem cells (Fig. 5c; Supplementary Fig. 8c). These data suggest that the increased level of activated AKT/mTORC1 signalling occurring in the absence of *Gdpd3* suppresses Foxo3a import into the nucleus in primitive LT-CML stem cells in vivo.

**Fig. 5:**
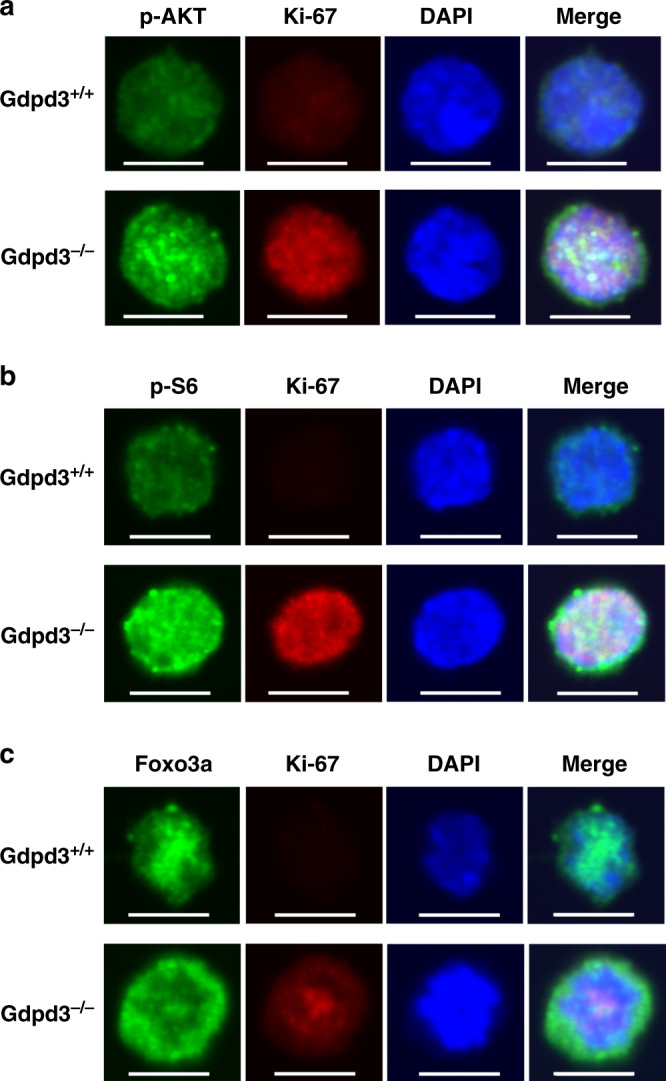
*Gdpd3* deficiency activates the AKT/mTORC1 pathway and suppresses Foxo3a in LT-CML stem cells **in vivo**. Phosphorylation of **a** AKT and **b** S6 ribosomal protein, and **c** nuclear localisation of Foxo3a in LT-CML stem cells that were isolated from *Gdpd3*^+/+^ tet-CML-affected mice (four males), or *Gdpd3*^−/−^ tet-CML-affected mice (three males), at 5 weeks post-Dox withdrawal. Cells were immunostained with mAbs to detect phosphorylated AKT (Ser473), phosphorylated S6 ribosomal protein (Ser235/236), Foxo3a, and Ki-67. Nuclei were visualised using DAPI. Scale bar, 10 μm. Results are representative of three biologically independent trials. (See also Supplementary Fig. 8).

### TKI treatment is more effective in the absence of Gdpd3

Although the discovery of TKIs has dramatically improved the prognoses of CML patients, the insuperable problem remains that TKI therapy does not kill the CML stem cells responsible for disease relapse. To determine whether Gdpd3-mediated lysophospholipid metabolism was necessary for disease-relapsing capacity in CML stem cells, we transplanted recipient mice with *Gdpd3*^+/+^ or *Gdpd3*^−/−^ retro-CML-LSK cells in a first-round of BMT and treated the animals with the TKI dasatinib. Disease relapse was significantly decreased in treated recipients bearing *Gdpd3*^−/−^ retro-CML-LSK cells compared to those that received *Gdpd3*^+/+^ retro-CML-LSK cells (Fig. 6a). Thus, Gdpd3 expression in CML stem cells confers resistance to TKI therapy.

**Fig. 6:**
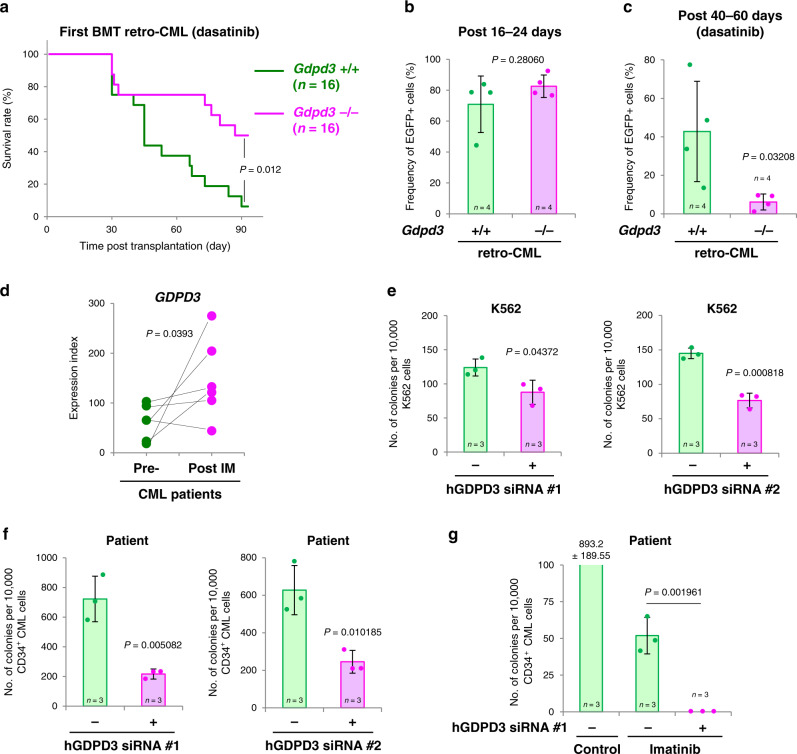
Gdpd3 is implicated in TKI-resistance in mouse and human CML stem cells. **a** Survival rates of retro-CML-affected mice in a primary BMT experiment that received BCR-ABL1/EGFP-transduced LSK cells from either *Gdpd3*^+/+^ mice (two males, two females) or *Gdpd3*^−/−^ mice (three males, one female) as in Fig. 2a and were treated with dasatinib (5 mg kg^−1^ per day) for days 8–60 post-transplantation. Results shown are cumulative data obtained from two independent experiments (*n* = 16 biologically independent recipient mice). Mouse survival was monitored for 90 days. (*P*-value, Log-rank non-parametric test). **b** Frequency of BCR-ABL1/EGFP^+^leukaemia cells at 16–24 days post-transplantation in PB from retro-CML-affected mice that received BCR-ABL1/EGFP-transduced LSK cells from *Gdpd3*^+/+^ mice (four females) or *Gdpd3*^−/−^ mice (four females) as in Fig. 2a and were not treated with TKI (*n* = 4 biologically independent samples). Data are the mean frequency (%) ±s.d. of BCR-ABL1/EGFP^+^leukaemia cells (*P*-value, unpaired two-sided Student’s *t*-test). **c** Frequency of BCR-ABL1/EGFP^+^leukaemia cells at 40–60 days post-transplantation in PB from retro-CML-affected mice that received BCR-ABL1/EGFP-transduced LSK cells from *Gdpd3*^+/+^ mice (four females) or *Gdpd3*^−/−^ mice (four females) as in Fig. 2a and were treated with dasatinib as in **a** (*n* = 4 biologically independent samples). Data are the mean frequency (%) ±s.d. of BCR-ABL1/EGFP^+^leukaemia cells (*P*-value, unpaired two-sided Student’s *t*-test). **d** Relative *GDPD3* mRNA expression in CD34^+^ cells from CML patients pre- and post-imatinib (IM) therapy as determined by microarray analysis. Data are from a public database (GEO, GSE12211) (*n* = 6 biologically independent samples) (*P*-value, unpaired two-sided Student’s *t*-test). **e**–**g** Quantitation of the colony-forming capacity of **e** K562 human CML cells and **f**, **g** primary human BM CD34^+^ CML cells that were transduced with/without FITC-labelled siRNA targetting human *GDPD3* mRNA (hGDPD3 siRNA #1 or #2). FITC^+^ and FITC^−^ CML cells were purified at 3 days post-transduction and plated in semi-solid methylcellulose medium with/without imatinib (1 μM) for 14 days. Data are the mean colony number ± s.d. (*n* = 3). (*P*-value compared with control, unpaired two-sided Student’s *t*-test). The relevant FACS data are shown in Supplementary Fig. 10. Results are representative of three biologically independent trials.

To determine if this increased survival of BMT recipients bearing *Gdpd3*^−/−^ retro-CML-LSK cells was due to an inability to produce mature leukaemia cells, we used flow cytometry to examine the frequency of BCR-ABL1/EGFP^+^ mature leukaemia cells in peripheral blood (PB). At 16–24 days post-BMT, we found no apparent differences in leukaemia cell numbers between *Gdpd3*^+/+^ retro-CML-affected and *Gdpd3*^−/−^ retro-CML-affected mice that had not been treated with dasatinib (Fig. 6b). In contrast, at 40–60 days post-BMT in mice treated with dasatinib, the frequency of BCR-ABL1/EGFP^+^ leukaemia cells was significantly decreased in PB of *Gdpd3*^−/−^ retro-CML-affected mice compared to PB of *Gdpd3*^+/+^ retro-CML-affected mice (Fig. 6c). Flow cytometry following a t-SNE (t-Distributed Stochastic Neighbour Embedding) algorithm analysis indicated that PB samples from untreated control and *Gdpd3*-deficient retro-CML-affected mice both contained BCR-ABL1/EGFP^+^ leukaemia cells that were distinct from the populations of normal myelogenous cells, T cells and B cells in PB of normal healthy WT mice (Supplementary Fig. 9a, b, e). Thus, *Gdpd3*^−/−^ retro-CML-LSK cells do have the ability to give rise to BCR-ABL1/EGFP-expressing mature leukaemia cells. However, although BCR-ABL1/EGFP^+^ leukaemia cells were still present in PB of dasatinib-treated *Gdpd3*^+/+^ retro-CML-affected mice (Supplementary Fig. 9c), they were dramatically decreased in PB from dasatinib-treated *Gdpd3*^−/−^ retro-CML-affected mice (Supplementary Fig. 9d). Thus, in the absence of Gdpd3, TKIs are more effective in reducing disease relapse caused by CML stem cells.

To investigate whether *GDPD3* expression was altered in human CML patients, we retrieved data on levels of *GDPD3* mRNA in cells of imatinib-treated CML patients listed in a public database GEO (GEO: GSE12211)^30^. Intriguingly, for five out of the six CML patients examined, *GDPD3* mRNA levels were indeed higher in CD34^+^ cells isolated after imatinib therapy than in CD34^+^ cells isolated before treatment (Fig. 6d). These results implicate GDPD3 in the survival of human CML stem/progenitor cells.

We next examined the in vitro effects of siRNA targeting of human GDPD3 mRNA in the K562 human CML cell line as well as in primary human CD34^+^ CML cells isolated from BM of a chronic phase CML patient. We transduced K562 cells or primary CD34^+^ CML cells with FITC-labelled hGDPD3 siRNA#1 or #2 and purified cells containing FITC-hGDPD3 siRNAs by cell sorting (Supplementary Fig. 10). Although siRNA-mediated repression of hGDPD3 mRNA decreased the colony-forming capacity of K562 cells in vitro, the suppressive effect was only subtle (Fig. 6e). In contrast, the colony-forming capacity of human CD34^+^ cells transduced with hGDPD3 siRNA was quite dramatically reduced (Fig. 6f). When we repeated this experiment in the presence of imatinib, we observed some colony formation by imatinib-resistant CD34^+^ cells that had not been transduced with hGDPD3 siRNA. Intriguingly, the combination of imatinib plus hGDPD3 siRNA effectively suppressed colony formation by these resistant cells (Fig. 6g). These results reinforce our hypothesis that GDPD3 may contribute to the maintenance of primitive CML cells (rather than to the differentiation of mature CML cells) in humans as well as in mice.

### Loss of *Gdpd3* results in aberrant expression of GPCR genes

To understand how *Gdpd3* deficiency impairs the self-renewal capacity of CML stem cells in vivo, we compared gene expression profiles of murine *Gdpd3*^−/−^ LT-CML stem cells and *Gdpd3*^+/+^ LT-CML stem cells. 

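The RNA-Seq comparison covered 6 SMART-Seq libraries of LT-CML stem cells, 3 from *Gdpd3*+/+ (replicates 1, 2 and 3) and 3 from *Gdpd3*-/- tet-CML-affected mice (replicates 5, 6 and 7), at 5 weeks after induction. The *Gdpd3*+/+ group drew on 22 males and 12 females and the *Gdpd3*-/- group on 5 males and 5 females. The authors mapped paired-end reads of 150 bases with STAR and deposited FPKM values for 36976 genes together with a DESeq2 comparison of the genotypes. The counts behind that comparison were not available, so depth was inferred from the FPKM table. It is the scale at which each value times gene length becomes a whole number, taken to be covered bases. Depth on genes was 4.98, 6.28 and 6.13 Gb (gigabases) in *Gdpd3*+/+ replicates 1, 2 and 3. In *Gdpd3*-/- replicates 5, 6 and 7 it was 2.13, 3.64 and 2.51 Gb, so the ratio of the group medians was 2.44. *Gdpd3* itself, the disrupted gene, was read first in each library. Its FPKM was 7.30, 3.29 and 2.95 in *Gdpd3*+/+ replicates 1, 2 and 3, and 0.110, 0.0129 and 0.681 in *Gdpd3*-/- replicates 5, 6 and 7. Every *Gdpd3*-/- library therefore lay below every *Gdpd3*+/+ library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The file's *Gdpd3* exons share 190 bases with a gene on the opposite strand, and the strand used in counting is not stated. For tests across genes, limma with an intensity trend was fitted to log2(FPKM + 0.1) of the 24689 genes with a mean FPKM of at least 0.05. The log2 fold change of *Gdpd3* was −4.0 (standard error 0.77, adjusted p = 0.0588 from limma's moderated test with Benjamini-Hochberg adjustment). The DESeq2 adjusted p of *Gdpd3* in the authors' deposited table was 0.000687. With 1 library left out, the adjusted p of *Gdpd3* ranged from 0.0106 (without *Gdpd3*-/- replicate 7) to 0.269 (without *Gdpd3*+/+ replicate 1) in the same limma test. Across the 15103 genes with a mean FPKM of at least 1, Pearson's r between libraries was 0.973 to 0.979 within *Gdpd3*+/+ and 0.808 to 0.865 within *Gdpd3*-/-. Between genotypes it was 0.799 to 0.933, with the values of at least 0.930 all from *Gdpd3*-/- replicate 7, whose r with *Gdpd3*-/- replicates 5 and 6 was 0.865 and 0.831. Genes are not independent replicates in these correlations.

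**Figure D1:**
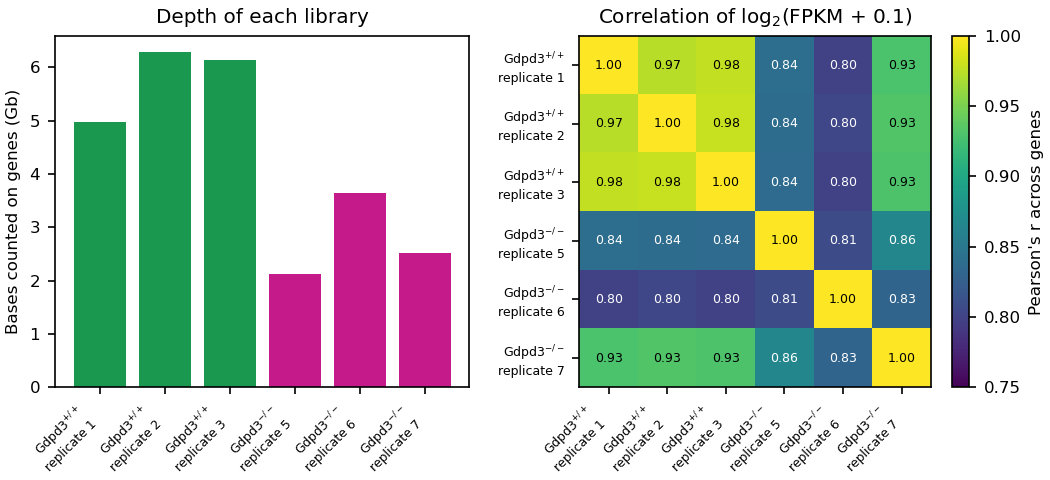
Left, Gb counted on genes in each library; right, Pearson's r of log2(FPKM + 0.1) across 15103 genes for each pair of libraries. The *Gdpd3*+/+ pairs lie between 0.973 and 0.979 and the *Gdpd3*-/- pairs between 0.808 and 0.865.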

RNA-Seq followed by gene ontology (GO) term enrichment analyses indicated that several GPCR family genes, including *Lpar4/Gpr23*, *Ltb4r1/Gpr16*, *Gpr82*, and *Gpr84*, were decreased in *Gdpd3*^−/−^ LT-CML stem cells compared to *Gdpd3*^+/+^ LT-CML stem cells (Fig. 7a; Supplementary Fig. 11a, b). 

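*Ltb4r1* (ENSMUSG00000046908.4, chromosome 14) had a mean FPKM of 48.0 ± 0.863 (SD, n = 3) in *Gdpd3*+/+ and 13.2 ± 5.56 (SD, n = 3) in *Gdpd3*-/- LT-CML stem cells. Its log2 fold change was −1.96 (standard error 0.34, adjusted p = 0.0487 from limma's moderated test with Benjamini-Hochberg adjustment). The adjusted p of *Ltb4r1* rose above 0.05 when any one *Gdpd3*+/+ library or *Gdpd3*-/- replicate 5 was left out, and reached 0.244 without *Gdpd3*+/+ replicate 3 in the same limma test. *Gpr84* (ENSMUSG00000063234.4, chromosome 15) fell from 3.57 ± 0.0563 FPKM (SD, n = 3) to 0.325 ± 0.563 (SD, n = 3), and *Gdpd3*-/- replicates 5 and 6 were listed at 0. Its log2 fold change was −4.06 (standard error 0.94, adjusted p = 0.0821 from the same limma test). With 1 library left out the adjusted p ranged from 0.00421 (without *Gdpd3*-/- replicate 7) to 0.305 (without *Gdpd3*+/+ replicate 3). Pseudocounts of 0.01 and 1 in place of 0.1 moved its log2 fold change to −6.28 and −1.87. *Lpar4* (ENSMUSG00000049929.7, chromosome X) had 0.615 ± 0.185 FPKM (SD, n = 3) in *Gdpd3*+/+ and 0.201 ± 0.180 (SD, n = 3) in *Gdpd3*-/- cells. Its log2 fold change was −1.48 (standard error 0.68, adjusted p = 0.255 from limma). *Gpr82* (ENSMUSG00000047678.1, chromosome X) was near the floor of detection, with 0.133 ± 0.0774 FPKM (SD, n = 3) in *Gdpd3*+/+ and 0.0275 ± 0.0327 (SD, n = 3) in *Gdpd3*-/- cells. Its log2 fold change was −0.85 (standard error 0.51, adjusted p = 0.365 from limma), and a pseudocount of 0.01 in place of 0.1 moved it to −2.22. For each of these receptors every *Gdpd3*-/- library lay below every *Gdpd3*+/+ library (two-sided exact permutation test, p = 0.1, the smallest p possible). In the authors' deposited table, the DESeq2 adjusted p was 7.49e-08 for *Ltb4r1*, 0.111 for *Gpr84*, 0.358 for *Lpar4* and 0.306 for *Gpr82*. Of 181 GPCR genes with a mean *Gdpd3*+/+ FPKM of at least 0.05, 46 (25.4%) had a mean *Gdpd3*-/- FPKM lowered more than 1.5-fold. Of the 20960 other genes it was 2991 (14.3%), an odds ratio of 2.05 (two-sided Fisher's exact test, p = 0.000103, with genes not independent replicates). By the same limit 48 of the 181 GPCR genes (26.5%) were raised, against 25.3% of the other genes (two-sided Fisher's exact test, p = 0.669). Without *Gdpd3*-/- replicate 6 the raised share was 32.6% against 24.5% (odds ratio 1.49, p = 0.0150 in the same Fisher's test). Without any other single library, p was at least 0.0820 in that test. From RNA-Seq and the GO term enrichment, the paper reports that several GPCR family genes were decreased.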

Interestingly, *Lpar4/Gpr23* encodes a GPCR that binds to LPAs which are the predicted products of the Gdpd3 enzyme^31^. Thus, a defect in lysophospholipid hydrolysis due to loss of Gdpd3 activity might affect *Lpar4/Gpr23* expression. 

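The other LPA receptor genes did not move together in these libraries. *Lpar1* rose from 0.0594 to 0.450 mean FPKM and *Lpar2* fell from 0.240 to 0.0706. *Lpar6*, the most abundant, had a mean FPKM of 15.3 in *Gdpd3*+/+ and 15.8 in *Gdpd3*-/- cells, and *Lpar5* had 3.28 and 5.01. *Lpar3* was listed at 0 in every library except *Gdpd3*-/- replicate 7. The adjusted p from limma's moderated test with Benjamini-Hochberg adjustment was 0.176 for *Lpar1*, 0.360 for *Lpar2*, 0.862 for *Lpar5* and 0.984 for *Lpar6*. The fitted log2 fold changes of *Lpar5* and *Lpar6* were 0.21 and 0.0076, below the median of 0.24 for all genes. Their signs flipped under TMM scaling and quantile normalization, which moved that median to 0.03 and −0.01, and both genes stayed below it.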

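*Lgr4* (ENSMUSG00000050199.7, chromosome 2), which encodes a receptor of the GPCR family, had FPKM values of 0.499, 0.542 and 0.727 in *Gdpd3*+/+ replicates 1, 2 and 3. In *Gdpd3*-/- replicates 5, 6 and 7 they were 0.0558, 0.0933 and 0.358. The means were 0.589 ± 0.121 (SD, n = 3) and 0.169 ± 0.165 (SD, n = 3), without overlap between the genotypes (two-sided exact permutation test, p = 0.1, the smallest p possible). The log2 fold change was −1.51 (standard error 0.56, adjusted p = 0.182 from limma's moderated test with Benjamini-Hochberg adjustment). With 1 library left out, the adjusted p ranged from 0.0397 (without *Gdpd3*-/- replicate 7) to 0.489 (without *Gdpd3*+/+ replicate 3) in the same limma test. In the authors' deposited table, the DESeq2 adjusted p of *Lgr4* was 0.0606. The related genes *Lgr5* and *Lgr6* had limma log2 fold changes of 0.49 and 0.11 and overlapping libraries; both signs flipped under quantile normalization, which moved the median of all genes from 0.24 to −0.01.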

Strikingly, we found that mRNA levels of *Lgr4/Gpr48*, which encodes a leucine-rich repeat (LRR)-containing GPCR, were also significantly lower in *Gdpd3*^−/−^ LT-CML stem cells than in *Gdpd3*^+/+^ LT-CML stem cells (Fig. 7a). Although the LRR-containing GPCR family member *Lgr5/Gpr49* is reportedly responsible for the maintenance of intestinal stem cells and cancer stem cells^32–34^, the biological function of Lgr4/Gpr48 is not yet fully understood. These data therefore prompted us to investigate the role of Lgr4/Gpr48 in CML stem cells.

**Fig. 7:**
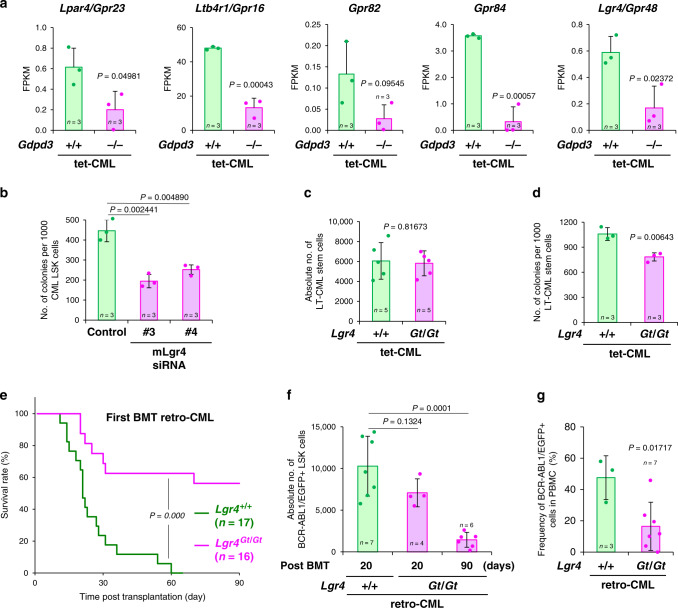
Lgr4/Gpr48 is involved in CML stem cell self-renewal in vivo. **a** RNA-Seq determinations of mRNA levels of the indicated GPCR family genes in LT-CML stem cells isolated from *Gdpd3*^+/+^ tet-CML-affected mice (22 males, 12 females) and *Gdpd3*^−/−^ tet-CML-affected mice (five males, five females). Results are expressed as FPKM (see Methods). Data are the mean FPKM ± s.d. (*n* = 3 biologically independent samples) (*P*-value, unpaired two-sided Student’s *t*-test). Results of the MA-plot and GO term enrichment analyses for these RNA-Seq data are shown in Supplementary Fig. 11a, b. **b** Quantitation of the colony-forming capacity of *Gdpd3*^+/+^ CML-LSK cells that were transduced with/without Cy3-labelled siRNA targetting mouse *Lgr4/Gpr48* mRNA (mLgr4 #3 or Lgr4 #4). Cy3^+^ and Cy3^−^ CML-LSK cells were purified at 3 days post-transduction and plated in a semi-solid methylcellulose medium. Data are the mean colony number ± s.d. (*n* = 3) and are representative of three biologically independent experiments. (*P*-value compared with control, unpaired two-sided Student’s *t*-test). The relevant FACS data are shown in Supplementary Fig. 12. **c** Absolute numbers of LT-CML stem cells isolated from BM of the two hind limbs of *Lgr4*^+/+^ tet-CML-affected mice (four males, one female) and *Lgr4*^*Gt/Gt*^ tet-CML-affected mice (five females) (*n* = 5 biologically independent samples). Data are the mean absolute numbers ± s.d. of LT-CML stem cells (*P*-value, unpaired two-sided Student’s *t*-test). (See Supplementary Fig. 13a). **d** Quantitation of colony-forming capacity of LT-CML stem cells that were isolated from an *Lgr4*^+/+^ tet-CML-affected mouse (one male) and an *Lgr4*^*Gt/Gt*^ tet-CML-affected mouse (one male) and analysed as in Fig. 1f. Data are the mean colony number ± s.d. (*n* = 3) and are representative of three biologically independent experiments. (*P*-value, unpaired two-sided Student’s *t*-test). **e** Survival rates of retro-CML-affected mice that received BCR-ABL1/EGFP-transduced LSK cells from *Lgr4*^*+/+*^ mice (one male, one female) or *Lgr4*^*Gt/Gt*^ mice (two females). Results shown are cumulative data from two independent experiments (*n* numbers indicate biologically independent recipient mouse numbers). Mouse survival was monitored for 90 days. (*P*-value, Log-rank non-parametric test). **f** Absolute numbers of BCR-ABL1/EGFP^+^ CML-LSK cells isolated from BM of the two hind limbs of *Lgr4*^*+/+*^ retro-CML-affected mice and *Lgr4*^*Gt/Gt*^ retro-CML-affected mice after first-round BMT. Data are the mean absolute numbers ± s.d. of BCR-ABL1/EGFP^+^ LSK cells (*n* numbers indicate biologically independent sample numbers) (*P*-value, unpaired two-sided Student’s *t*-test). (See also Supplementary Fig. 13b). **g** Frequency of BCR-ABL1/EGFP^+^ leukaemia cells post-BMT in PB of retro-CML-affected mice that received BCR-ABL1/EGFP-transduced LSK cells from *Lgr4*^*+/+*^ mice (three females, *n* = 3 biologically independent samples) or *Lgr4*^*Gt/Gt*^ mice (seven females, *n* = 7 biologically independent samples) as in Fig. 7e. Data are the mean frequency ± s.d. of BCR-ABL1/EGFP^+^ cells (*P*-value, unpaired two-sided Student’s *t*-test).

We transduced tet-CML-LSK cells with siRNAs targetting *Lgr4/Gpr48* mRNA and found that the colony-forming capacity of these cells was reduced (Fig. 7b; Supplementary Fig. 12). Because conventional *Lgr4/Gpr48*^−/−^ mice are embryonic lethal^35^, we used a mouse strain bearing a hypomorphic mutation of *Lgr4* established by gene-trap (Gt) methodology^36^. Levels of *Lgr4* mRNA in these mutants were decreased to 10% of levels in WT mice^36^. We then generated *Lgr4*^*+/+*^ and *Lgr4*^*Gt/Gt*^ tet-CML and retro-CML mice using the protocols described above. Absolute numbers of LT-CML stem cells were comparable between *Lgr4*^*+/+*^ and *Lgr4*^*Gt/Gt*^ tet-CML mice, whereas the frequency of these cells was modestly increased in *Lgr4*^*Gt/Gt*^ tet-CML mice (Fig. 7c; Supplementary Fig. 13a). The colony-forming capacity of LT-CML stem cells isolated from *Lgr4*^*Gt/Gt*^ tet-CML-affected mice decreased slightly compared to that of cells from *Lgr4*^*+/+*^ tet-CML-affected controls (Fig. 7d). To evaluate the self-renewal capacity of these CML-initiating cells in vivo, we performed BMT of LSK cells from *Lgr4*^*Gt/Gt*^ or *Lgr4*^*+/+*^ retro-CML mice into irradiated recipients. Animals that received *Lgr4*^*+/+*^ retro-CML-LSK cells developed CML disease just as shown in Fig. 2a. To our surprise, however, *Lgr4*^*Gt/Gt*^ retro-CML-LSK cells displayed reduced disease-initiating capacity in transplanted recipients (Fig. 7e). At 20 days post-transplantation, the frequency and an absolute number of BCR-ABL1/EGFP^+^ LSK cells in *Lgr4*^*+/+*^ and *Lgr4*^*Gt/Gt*^ retro-CML mice were comparable (Fig. 7f; Supplementary Fig. 13b). However, at 90 days post-transplantation, the frequency and an absolute number of BCR-ABL1/EGFP^+^ LSK cells had decreased significantly in *Lgr4*^*Gt/Gt*^ retro-CML mice compared with *Lgr4*^*+/+*^ retro-CML mice (Fig. 7f; Supplementary Fig. 13b). In the same vein, the frequency of BCR-ABL1/EGFP^+^ mature CML cells was markedly reduced in *Lgr4*^*Gt/Gt*^ retro-CML mice compared with *Lgr4*^*+/+*^ retro-CML mice (Fig. 7g). Thus, whereas Lgr4 is dispensable for the actual development of CML stem/progenitor cells, our results indicate that Lgr4 is important for their LT maintenance.

### Gdpd3 is essential for binding Foxo/β-catenin within nucleus

Previous reports have demonstrated that Lgr4/Gpr48 functions as a receptor for R-spondins in the Wnt/β-catenin signalling pathway^37–39^, and that the *Ctnnb1* gene encoding β-catenin is crucial for the disease-relapsing capacity of CML stem cells^40^. We previously showed that Foxo3a is also essential for the self-renewal capacity of CML stem cells^25^. Lastly, Foxo3a and β-catenin are known to cooperatively regulate the metastasis of colon cancer cells^41^. This collection of facts prompted us to investigate if Gdpd3 or Lgr4, or both play a role in the nuclear interaction between Foxo3a and β-catenin in primitive LT-CML stem cells. We used the highly sensitive Duolink® in situ PLA technology to reveal binding between Foxo3a and active β-catenin within cell nuclei. As expected, we readily detected Foxo3a/β-catenin interaction in the nuclei of *Gdpd3*^*+/+*^ LT-CML stem cells (Fig. 8a; Supplementary Fig. 14). However, no interaction between Foxo3a and active β-catenin was observed in the nuclei of LT-CML stem cells isolated from *Gdpd3*^−*/*−^ tet-CML mice. Thus, Gdpd3 is involved in regulating the binding of Foxo3a to active β-catenin in LT-CML stem cells. Intriguingly, no Foxo3a/β-catenin binding was observed in LT-CML cells isolated from *Lgr4*^*Gt/Gt*^ tet-CML mice, suggesting a potential mechanistic link.

**Fig. 8:**
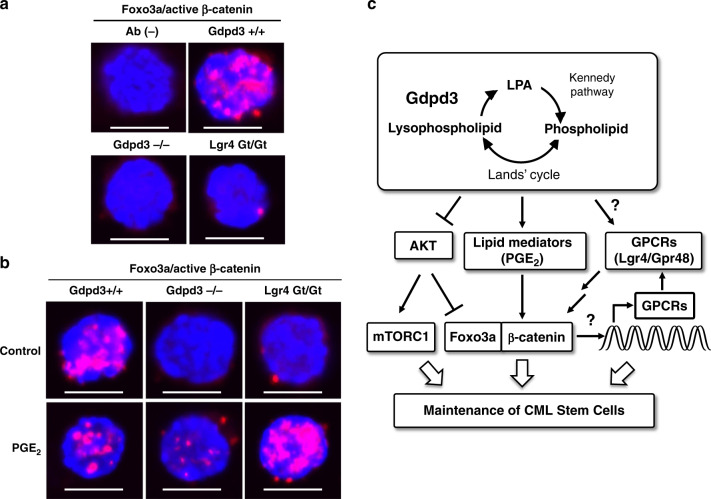
Gdpd3 and lysophospholipid metabolism are required for the maintenance of CML stem cells in vivo. **a**, **b** Duolink^®^ in situ PLA imaging to detect interaction between Foxo3a and active β-catenin in **a** freshly isolated LT-CML stem cells from *Gdpd3*^+/+^ tet-CML-affected mice (four males, two females), *Gdpd3*^−/−^ tet-CML-affected mice (three males, two females), or *Lgr4*^*Gt/Gt*^ tet-CML-affected mice (four females), at 5 weeks post-Dox withdrawal, and in **b** LT-CML stem cells that were isolated from *Gdpd3*^+/+^ tet-CML-affected mice (two females), *Gdpd3*^−/−^ tet-CML-affected mice (two females), or *Lgr4*^*Gt/Gt*^ tet-CML-affected mice (two females), at 5 weeks post-Dox withdrawal and treated in vitro with/without PGE_2_ (10 μM) for 2 h. Results are representative of three biologically independent trials. Ab (-), technical negative control without primary antibody. Nuclei were visualised using DAPI. Scale bar, 10 μm. **c** Diagram outlining the proposed role of lysophospholipase D Gdpd3 in CML stem cells. Gdpd3 hydrolyses lysophospholipids to generate LPAs. *Gdpd3* deficiency in CML-affected mice results in decreased levels of certain LPAs and lipid mediators. Multiple downstream mechanisms, including (1) suppression of the AKT/mTORC1 pathway, (2) reduction of interaction between Foxo3a and β-catenin, and (3) altered expression of GPCR mRNAs such as Lgr4/Gpr48, may be involved in CML stem cell maintenance. Loss of *Gdpd3* is sufficient to decrease CML stem cell numbers in vivo, indicating that Gpdp3 plays a key role in maintaining the self-renewal capacity of CML stem cells in an oncogene-independent manner. Thus, Gdpd3-mediated lysophospholipid metabolism appears to be essential for supporting CML stemness.

Previous work has determined that β-catenin is activated in CML stem cells by PGE_2_ via EP1^24^. We had already shown that PGE_2_ was decreased in *Gdpd3*^−*/*−^ CML BM cells compared to *Gdpd3*^*+/+*^ CML BM cells (Fig. 4a). Thus, we focused on the effect of enforced PGE_2_ treatment in vitro on the interaction between Foxo3a and β-catenin in LT-CML stem cells. PGE_2_ treatment did not elevate Foxo3a/β-catenin binding in *Gdpd3*^*+/+*^ LT-CML stem cells (Fig. 8b; Supplementary Fig. 15). Indeed, PGE_2_ treatment only slightly increased this interaction in the nuclei of *Gdpd3*^−*/*−^ LT-CML stem cells. In contrast, PGE_2_ treatment dramatically increased Foxo3a/β-catenin interaction in the nuclei of *Lgr4*^*Gt/Gt*^ tet-CML stem cells, exposing an interesting difference between *Gdpd3*^−*/*−^ LT-CML stem cells and *Lgr4*^*Gt/Gt*^ LT-CML stem cells that remains under investigation. In any case, our data collectively establish that Gdpd3 and lysophospholipid metabolism play multiple key roles in the maintenance of the stem cells driving CML.

## Discussion

Although signalling pathways related to lipid mediators are known to be involved in regulating CML stem survival^21–24^, prior to our work, there had been little understood about how lipid biogenesis contributes to the self-renewal capacity of CML stem cells. In this study, we have shown that CML-LSK cells lacking the lysophospholipase D Gdpd3 display decreased self-renewal capacity in the second-round of serial BMT (Fig. 2b). More importantly, *Gdpd3*^−/−^ CML-LSK cells show attenuated disease-relapsing capacity in animals treated with dasatinib (Fig. 6a). To our knowledge, this is the first demonstration that the *Gdpd3* gene involved in lysophospholipid metabolism is largely responsible for the maintenance of CML stem cells in vivo.

As illustrated in Fig. 8c, it is well known that Gdpd3 hydrolyses lysophospholipids back into LPAs^8,9^. Phospholipids are produced from LPAs via the Kennedy pathway (de novo pathway)^4^ and are then converted into various lysophospholipids via the Lands’ cycle (remodelling pathway)^5^ (see also Fig. 1a). These mechanisms sustain the production of pleiotropic lysophospholipids and phospholipids, which contain many different combinations of fatty acid chains and polar bases. Lysophospholipase D activity appears to mainly contribute to lysophospholipid metabolism via LPA recycling. With respect to signalling downstream of Gdpd3-mediated lysophospholipid metabolism, we have shown that the AKT/mTORC1 pathway becomes more highly activated in *Gdpd3*^−*/*−^ LT-CML stem cells compared with *Gdpd3*^*+/+*^ LT-CML stem cells (Fig. 5a, b). In addition, *Gdpd3* deficiency triggers cell division in CML stem cells and breaks the quiescence necessary to sustain CML stemness in vivo (Fig. 2g, h). Thus, our data indicate that Gdpd3 is a key suppressor of the AKT/mTORC1 pathway in CML stem cells, repressing their proliferation despite their expression of the *BCR-ABL1* oncogene. Our findings are consistent with reports stating that CML stem cells maintain their survival in an oncogene-independent manner^18^, and support our hypothesis that Gdpd3-mediated lysophospholipid metabolism is crucial for this maintenance in vivo.

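As a family, 220 GPCR genes outside the olfactory, vomeronasal and taste receptors were tested in LT-CML stem cells. Their median log2 fold change between *Gdpd3*-/- and *Gdpd3*+/+ was 0.19, beside a median of 0.24 for all 24689 genes tested. After TMM scaling it was −0.01 beside 0.03, and after quantile normalization −0.14 beside −0.01, so its sign flips with these scalings while it lay below the median of all genes in each. Limma's camera test, which compares the family with the other genes at a preset correlation of 0.01, gave a lower rank for the family, with p = 0.101 over 220 genes, 0.653 after TMM scaling (219 genes) and 0.181 after quantile normalization. Limma's fry test, which does not compare it with other genes, gave a higher direction, and a lower one after both scalings and without *Gdpd3*-/- replicate 7. Among the settings run, fry passed a limit of 0.05 after quantile normalization (lower), with array weights (higher) and with olfactory, vomeronasal and taste receptors included (higher). After adjustment over all genes, *Ltb4r1* was lower and *P2ry14*, *Gpr132* and *Gpr171* were higher, the last 3 named after their values were seen. The number called, 4, fell to 0 when any single *Gdpd3*+/+ library was left out and with no intensity trend. It was 25 without *Gdpd3*-/- replicate 7. Over the list alone, 6 of the 220 genes had an adjusted p under 0.05 ("adjusted over the list alone"). Ordered from the most lowered, *Gpr84* ranked 1, *Ltb4r1* 7, *Lgr4* 15, *Lpar4* 17 and *Gpr82* 37 of 220. In the authors' deposited table, 14 GPCR genes were called lower and 19 higher of the 232 with an adjusted p.

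**Figure D2:**
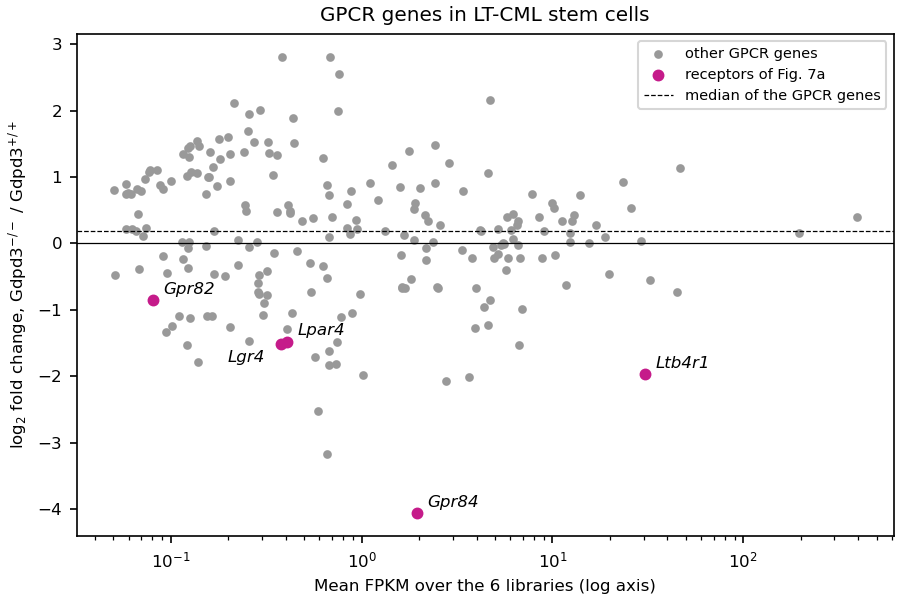
log2 fold change against mean FPKM over the 6 libraries (log axis) for 220 GPCR genes, each a point, with the 5 receptors of Fig. 7a in colour. The dashed line is the family's median of 0.19 (0.24 for all genes), which was −0.01 after TMM scaling (0.03) and −0.14 after quantile normalization (−0.01).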

Our gene expression profiling studies showed that the expression of several GPCR genes was significantly decreased in *Gdpd3*^−/−^ LT-CML stem cells compared to *Gdpd3*^+/+^ LT-CML stem cells. The GPCRs constitute the prototypical seven-transmembrane receptor family. GPCRs regulate diverse signal transduction pathways and so are attractive pharmacological targets. Drugs inhibiting some GPCRs have now been approved by the FDA^42–44^. Importantly, GPCR signalling has been implicated in the maintenance of embryonic stem (ES) cells, induced pluripotent stem (iPS) cells, somatic stem cells, and cancer stem cells^45,46^. More specifically, the GPCR Gpr84 is involved in regulating acute myelogenous leukaemia (AML) stem cells^47^, and the GPCR Lgr5/Gpr49 contributes to the maintenance of intestinal stem cells and cancer stem cells^32–34^. Our data indicate that Lgr4/Gpr48 is essential for the disease-initiating capacity of CML stem cells in vivo (Fig. 7e). At this time, the molecular mechanism by which Gdpd3 regulates the transcription of GPCR mRNAs remains under investigation. However, it is possible that lysophospholipid metabolism as shaped by Gdpd3 regulates Lgr4/Gpr48 mRNA levels in CML stem cells, which in turn might support the self-renewal capacity of these cells and thus their maintenance in vivo (Fig. 8c).

We found that several non-LPA lipid mediators, including PGE_2_, eicosanoids, docosanoid, and Lyso-PAF, appeared to decrease in *Gdpd3*^−/−^ CML-BM cells compared to *Gdpd3*^+/+^ CML-BM cells (Fig. 4), implicating Gdpd3-mediated lysophospholipid metabolism in their production. Perhaps of relevance, our RNA-Seq analysis indicated that *Alox-15* expression is also decreased in *Gdpd3*^−/−^ LT-CML stem cells compared to *Gdpd3*^+/+^ LT-CML stem cells (Supplementary Fig. 11c). 

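*Alox15* (ENSMUSG00000018924.6, chromosome 11) had FPKM values of 43.9, 25.7 and 30.0 in *Gdpd3*+/+ replicates 1, 2 and 3 and of 4.62, 5.48 and 16.2 in *Gdpd3*-/- replicates 5, 6 and 7. The means were 33.2 ± 9.54 (SD, n = 3) and 8.76 ± 6.43 (SD, n = 3), without overlap (two-sided exact permutation test, p = 0.1, the smallest p possible). The log2 fold change was −2.11 (standard error 0.48, adjusted p = 0.0802 from limma's moderated test with Benjamini-Hochberg adjustment). With 1 library left out, the adjusted p ranged from 0.00749 (without *Gdpd3*-/- replicate 7) to 0.288 (without *Gdpd3*+/+ replicate 1) in the same limma test. In the authors' deposited table, the DESeq2 adjusted p of *Alox15* was 0.000328. *Alox5*, which acts in leukotriene synthesis, had a limma log2 fold change of −1.12 (adjusted p = 0.171), with every *Gdpd3*-/- library below every *Gdpd3*+/+ library. The DESeq2 adjusted p of *Alox5* in the authors' deposited table was 0.0228.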

The *Alox-15* gene encodes an arachidonate 15-lipoxygenase that is important for the maintenance of murine CML stem cells^23^. A reduction in levels of lipid mediators caused by *Gdpd3* deficiency might result in decreased *Alox-15* mRNA in CML stem cells, compromising their survival.

We were interested to note that enforced PGE_2_ treatment in vitro rescued Foxo3a/β-catenin interaction in *Lgr4*^*Gt/Gt*^ LT-CML stem cells but not in *Gdpd3*^−*/*−^ LT-CML stem cells. These divergent responses to PGE_2_ are probably due to differing levels of intracellular lipid components, since *Gdpd3*^−*/*−^ CML stem cells alter their production of several LPAs and lipid mediators, leading to the activation of the downstream AKT/mTORC1 pathway. In contrast, it is likely that PGE_2_ treatment was able to restore the binding of Foxo3a to active β-catenin in *Lgr4*^*Gt/Gt*^ CML stem cells because these cells suffer only from a decrease in Lgr4 mRNA expression. These data imply that, unlike Lgr4/Gpr48, Gdpd3 contributes to the maintenance of CML stemness via effects on multiple pathways, such as by suppressing AKT/mTORC1 signalling, decreasing the expression of GPCR genes, and regulating the interaction between Foxo3a and β-catenin (Fig. 8c).

In conclusion, we have demonstrated that the lysophospholipase D enzyme Gdpd3 is required for the maintenance of murine CML stem cells in vivo. We previously reported that TGFβ-FOXO signalling is also essential for CML stem cell maintenance^25^. Our future projects are now directed to investigate the molecular mechanisms by which Gdpd3-mediated lysophospholipid metabolism and TGFβ-FOXO signalling cooperate to support CML stemness in vivo.

## Methods

### CML mouse models

A knockout mouse strain in which the *Gdpd3* (NM_024228) gene was disrupted was generated by Setsurotech Inc. (Tokushima, Japan) using a genome-editing technique^48^. In brief, in vitro fertilised zygotes (C57BL/6 x C57BL/6) were electroporated with 100 ng µl^−1^ recombinant Cas9 protein (Alt-R® S. p. Cas9 Nuclease, 1074181, Integrated DNA Technologies, Inc., Coralville, IA, USA), 100 ng µl^−1^ crRNA (Alt-R® CRISPR-Cas9 crRNA, Integrated DNA Technologies), and 100 ng µl^−1^ tracrRNA (Alt-R® CRISPR-Cas9 tracrRNA, Integrated DNA Technologies). 

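In GENCODE M21 on GRCm38, *Gdpd3* (ENSMUSG00000030703.8) lies on the forward strand of chromosome 7 from 126766334 to 126775649. Of its 6 annotated transcripts, 1 holds the site against which the crRNA was designed, a protein-coding transcript of 10 exons. The site, read on the forward strand as CCTCTCCTGTACTTTGTTCTGCC, spans 126766477 to 126766499 in exon 1, and covers bases 7 to 29 of the coding sequence, counted from 1 at the A of the start codon.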

The target sequence of Gdpd3 crRNA was (5′-GGCAGAACAAAGTACAGGAG-AGG-3′) (Supplementary Fig. 3a). Electroporated zygotes were transferred into the oviduct of pseudopregnant female mice, and the mutant progeny were born on E19. Genotyping was carried out by hot-start PCR of genomic DNA from mouse tails. Two primer sets were used: Gdpd3 FWS3 5′-AGGCTATGATCCCTCTCCTGTACT-3′ and Gdpd3 R2 5′-CCTCTAGGCCCCAAGACTCT-3′ to detect the WT *Gdpd3* allele, and Gdpd3 FB1 5′-GCTATGATCCCTCTCCTTTGTTCT-3′ and Gdpd3 R2 to detect the mutant (Δ5 bp) *Gdpd3* allele. For PCR analysis, genomic DNA was subjected to 35 cycles of 30 s at 94 °C, 20 s at 64 °C, and 20 s at 72 °C to amplify the 298 bp product from the *Gdpd3* WT allele, and was subjected to 35 cycles of 30 s at 94 °C, 20 s at 68 °C, and 20 s at 72 °C to amplify the 293 bp product from the *Gdpd3* mutant allele (Supplementary Fig. 3c). *Takara ExTaq*^*®*^ (Takara Bio Inc., Kusatsu, Shiga, Japan) was used for PCR. The *Lgr4/Gpr48* gene-trap mouse strain was established as described (B6;CB-*Lgr4*^*Gt(pUC*−*21)127Card*^, ID 1244, stocked at CARD, Kumamoto University, Kumamoto, Japan)^36^. The *Lgr4/Gpr48* gene-trap mice were backcrossed for fourth generations in the C57BL/6 background. C57BL/6 mice were purchased from Crea Japan, Inc. (Tokyo, Japan).

To use a well-described tet-CML mouse model, *SCL-tTA* transgenic mice (JAX database strain #006209) and *TRE-BCR-ABL1* transgenic mice (JAX database strain #006202) were purchased from the Jackson Laboratory^27,28^. *SCL-tTA* (C57BL/6; F5) and *TRE-BCR-ABL1* (C57BL/6; F5) transgenic mice were interbred to generate *SCL-tTA* x *TRE-BCR-ABL1* double transgenic mice as described^26^. These animals were maintained in cages supplied with drinking water containing 20 mg L^−1^ doxycycline (Dox; Sigma-Aldrich). At 5 weeks after birth, expression of the *BCR-ABL1* oncogene was induced by replacing the Dox-containing drinking water with normal drinking water. The CML-like disease developed in the double transgenic mutants about 5 weeks after Dox withdrawal^26^. These animals were designated as tet-CML-affected mice in this study. To establish our *Gdpd3*^−/−^ tet-CML-affected mouse model and our *Lgr4/Gpr48*^*Gt/Gt*^ tet-CML mouse model, we crossed *Gdpd3*^−/−^ mice (C57BL/6), or heterozygous *Lgr4/Gpr48*^*Gt/Wt*^ mice (C57BL/6; F4), with *SCL-tTA* x *TRE-BCR-ABL1* double transgenic mice, respectively.

To establish our BCR-ABL1 transduction/transplantation-based CML model (retro-CML-affected mice), normal haematopoietic stem/progenitor (LSK) cells (4–5 × 10^3^ cells per recipient mouse) isolated from WT (C57BL/6; CREA Japan, Inc.), *Gdpd3*^−/−^, or *Lgr4/Gpr48*^*Gt/Gt*^ mice were transduced with the human *BCR-ABL1-ires EGFP* retrovirus and transplanted into irradiated (9.5 Gy, Gammacell® 40 Exactor, Best Theratronics Ltd., Ottawa, Canada) recipient C57BL/6 mice along with BMMNCs (5 × 10^5^ cells per recipient mouse) isolated from non-irradiated C57BL/6 mice. The CML-like disease developed in these recipients by 12–20 days post-transplantation^25^.

To examine the in vivo effects of dasatinib administration, retro-CML-affected mice received vehicle alone [artificial gastric fluid solution (993 ml ddH_2_O containing 2.0 g NaCl, 7 ml conc. HCl, and 3.2 g pepsin)], or dasatinib (Sprycel®; 5 mg kg^−1^ day^−1^; Bristol-Myers Squibb) in the vehicle. Treatment was delivered by oral gavage on days 8–60 post-transplantation. All animal care and experimentation were carried out in accordance with the guidelines for animal and recombinant DNA experiments of Hiroshima University (Authorized Protocol Numbers A18-36, A18-37 and 30-257).

### Cell sorting

BMMNCs were isolated from the two hind limbs of tet-CML-affected mice (*SCL-tTA*^*+*^ *TRE-BCR-ABL1*^*+*^) and WT healthy littermate mice (*SCL-tTA*^+^) at 5 weeks after Dox withdrawal. To purify the most primitive LT-CML stem cells, BMMNCs were first blocked by incubation with anti-FcγIII/II receptor monoclonal antibody (mAb) (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-FITC (dilution 1:200, Clone # RM4-5, Cat. # 11-0042-86, Lot #E00084-1631, eBioscience), anti-CD8a-FITC (dilution 1:200, Clone # 53-6.7, Cat. # 11-0081-86, Lot # E00117-1632, eBioscience), anti-B220-FITC (dilution 1:200, Clone # RA3-6B2, Cat. # 11-0452-86, Lot #E00310-1631, eBioscience), anti-Mac1-FITC (dilution 1:200, Clone # M1/70, Cat. #11-5931-86, Lot # E00740-1631, eBioscience), anti-Gr-1-FITC (dilution 1:200, Clone # RB6-8C5, Cat. #11-0112-86, Lot #E00150-1632, eBioscience), anti-TER119-FITC (dilution 1:200, Clone # Ly-76, Cat. #11-5921-85, Lot #E00736-1630, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience), anti-CD135/Flk2/Flt3-biotin (dilution 1:200, Clone # A2F10, Cat. # 13-1351-85, Lot # E02732-1630, eBioscience), anti-CD48-APC-Cy7 (dilution 1:250, Clone # HM48-1, Cat. # 103432, Lot # B173122, BioLegend), and anti-CD150/SLAM-Pacific blue (dilution 1:250, Clone # TC15-12F12.2, Cat. # 115924, Lot # B224451, BioLegend) mAbs. Biotinylated primary mAbs were visualised using Streptavidin-PE-Cy7 (dilution 1:400, Cat. # 557598, Lot # 6112577, BD Biosciences). CD150^+^CD48^−^CD135^−^LSK (Lineage^−^Sca-1^+^cKit^+^) cells were purified using a FACS Aria III cell sorter (S/N, P64828201002) with BD FACSDiva software ver. 6.1.3 (BD Biosciences).

To purify WT haematopoietic stem/progenitor (LSK) cells, BMMNCs isolated from WT, *Gdpd3*^−/−^, and *Lgr4*^*Gt/Gt*^ mice (6–8-wk old) were first blocked by incubation with anti-FcγIII/II receptor mAb (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-FITC (dilution 1:200, Clone # RM4-5, Cat. # 11-0042-86, Lot #E00084-1631, eBioscience), anti-CD8a-FITC (dilution 1:200, Clone # 53-6.7, Cat. # 11-0081-86, Lot # E00117-1632, eBioscience), anti-B220-FITC (dilution 1:200, Clone # RA3-6B2, Cat. # 11-0452-86, Lot #E00310-1631, eBioscience), anti-Mac1-FITC (dilution 1:200, Clone # M1/70, Cat. #11-5931-86, Lot # E00740-1631, eBioscience), anti-Gr-1-FITC (dilution 1:200, Clone # RB6-8C5, Cat. #11-0112-86, Lot #E00150-1632, eBioscience), anti-TER119-FITC (dilution 1:200, Clone # Ly-76, Cat. #11-5921-85, Lot #E00736-1630, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), and anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience). WT LSK cells were purified using a FACS Aria III cell sorter (BD Biosciences).

For serial transplantation of CML-LSK cells (see below), MNCs isolated from the two hind limbs and spleen of retro-CML-affected mice were first blocked by incubation with anti-FcγIII/II receptor mAb (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-biotin (dilution 1:200, Clone # RM4-5, Cat. # 13-0042-86, Lot #E02364-369, eBioscience), anti-CD8a-biotin (dilution 1:200, Clone # 53-6.7, Cat. # 13-0081-86, Lot #E02387-339, eBioscience), anti-B220-biotin (dilution 1:200, Clone # RA3-6B2, Cat. # 13-0452-86, Lot #E02532-301, eBioscience), anti-Mac1-biotin (dilution 1:200, Clone # M1/70, Cat. #13-0112-86, Lot #E033770, eBioscience), anti-Gr-1-biotin (dilution 1:200, Clone # RB6-8C5, Cat. #13-5931-86, Lot # E033865, eBioscience), anti-TER119-biotin (dilution 1:200, Clone # Ly-76, Cat. #13-5921-85, Lot # 4300555, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), and anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience) mAbs. Biotinylated primary mAbs were visualised using Streptavidin-PE-Cy7 (dilution 1:400, Cat. # 557598, Lot # 6112577, BD Biosciences). BCR-ABL1/EGFP^+^ CML-LSK cells were purified using a FACS Aria III cell sorter (BD Biosciences).

For siRNA transductions (see below), CML-LSK cells were purified from BMMNCs of tet-CML-affected mice using a FACS Aria III cell sorter (BD Biosciences).

### Serial transplantation of CML stem cells

To evaluate the retention of disease-initiating capacity by CML-initiating cells in vivo, secondary transplantation of BCR-ABL1/EGFP^+^ CML-LSK cells was performed. BCR-ABL1/EGFP^+^ CML-LSK cells (3 × 10^4^) freshly purified from primary BMT recipients were serially transplanted into a second set of lethally irradiated (9.5 Gy) congenic recipient mice along with 5 × 10^5^ WT BMMNCs from C57BL/6 mice^25^. Mouse survival and disease relapse were monitored for up to 90 days.

### Flow cytometry and blood cell count

MNCs isolated from PB of *Gdpd3*^+/+^ retro-CML-affected mice, *Gdpd3*^−/−^ retro-CML-affected mice as well as from a normal healthy C57BL/6 mouse (negative control), were stained with anti-CD4-PE-Cy7 (dilution 1:500, Clone # RM4-5, Cat. # 25-0042-82, Lot #E07503-1630, eBioscience), anti-CD8a-PE-Cy7 (dilution 1:500, Clone # 53-6.7, Cat. # 25-0081-82, Lot # E07510-1631, eBioscience), anti-B220-PE (dilution 1:500, Clone # RA3-6B2, Cat. # 553089, Lot # 76923, BD Biosciences), anti-Mac1-APC (dilution 1:500, Clone # M1/70, Cat. # 17-0112-82, Lot #E07073-1631, eBioscience), and anti-Gr-1-APC (dilution 1:500, Clone # RB6-8C5, Cat. # 17-5931-82, Lot # E07334-1630, eBioscience) mAbs. BCR-ABL1/EGFP^+^ cells were evaluated using a FACS Aria III instrument and the t-SNE algorithm^49^ in FlowJo^TM^ (build number 10.6.1) software. BCR-ABL1/EGFP^+^ cells in PB isolated from a *Gdpd3*^+/+^, *Gdpd3*^−/−^, *Lgr4*^+/+^, and *Lgr4*^Gt/Gt^ retro-CML-affected mouse were evaluated using a FACS Aria III instrument. The absolute number of CML-LSK cells in the spleen and BM of a retro-CML-affected mouse was calculated as [total number of MNCs isolated from either the BM of the two hind limbs or the spleen × frequency of BCR-ABL1/EGFP^+^ CML-LSK cells (%) × 1/100]. The absolute number of LT-CML stem cells in BM of a tet-CML mouse was calculated as [total number of MNCs isolated from BM of two hind limbs × frequency of CD150^+^CD48^−^CD135^−^LSK cells (%) × 1/100]. For analysis of blood cell counts. PB from the postorbital vein was analysed by a particle counter PCE-310 (ERMA Inc., Tokyo Japan).

### Lipidomics

For lipidomics analyses, total BMMNCs (1 × 10^7^) were isolated from *Gdpd3*^+/+^ tet-CML-affected mice (five females), *Gdpd3*^−/−^ tet-CML-affected mice (one male and three females) at 5-week post-Dox withdrawal as described above. Total BMMNCs (1 × 10^7^) were also isolated from 6–8-wk old WT C57BL/6 mice (two males and four females). CML-LSK cells (5 × 10^5^) were isolated from *Gdpd3*^+/+^ tet-CML-affected mice (four males and 11 females), or from *Gdpd3*^−/−^ tet-CML-affected mice (six males and ten females), at 5 weeks post-Dox withdrawal as described above. Cell pellets were frozen at −80 °C immediately after centrifugation. Lipidomics analyses were performed by Shimadzu Techno-research Inc. (Kyoto, Japan). LPAs were measured using a NexeraX2 system (Shimadzu Corporation, Kyoto, Japan) and Triple Quad 5500 (Sciex, Framingham, MA, USA) (Source Data file, Supplementary Method 1). Lipid mediators were measured using a NexeraX2 System and an LCMS-8050 liquid chromatograph-mass spectrometer system (Shimadzu)^50^ (Source Data file, Supplementary Method 2, 3). Data were compiled using the Lipidomediator LC/MS/MS Method Package (Ver. 3) (Shimadzu Corporation). Lipidomics data analyses were performed using Traverse MS Ver. 1.2.7. (Reifycs Inc., Tokyo, Japan).

### RNA sequencing and bioinformatics

LT CML stem cells isolated from *Gdpd3*^+/+^ tet-CML-affected mice and *Gdpd3*^−/−^ tet-CML-affected mice were directly sorted into 500 μl Isogene solution (Nippon Gene, Co. Ltd., Toyama, Japan). RNA extraction and sequencing were performed by DNAFORM (Yokohama, Japan). The RNA quality was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies). All RNA samples had an RNA integrity number of >7.5 and exceeded the quality threshold for RNA sequencing. Libraries were constructed from total RNA using the SMART-Seq® v4 Ultra Low Input RNA Kit for Sequencing (Takara Clontech, Kusatsu, Shiga, Japan). Full-length double-stranded cDNA libraries were fragmented by transposase using the Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA, USA). Paired-end reads of 150 bases were generated using HiSeq X Ten (Illumina). Sequence reads in Fastq format were assessed for quality using FastQC. Filtered reads were mapped to the reference genome related to the species using STAR v.2.6.1a alignment software^51^. Gene expression levels were measured with the Bioconductor package DESeq2 (ver. 1.20.0)^52^ (https://bioconductor.org/packages/release/bioc/html/DES0eq2.html) using the Ensembl database (https://ensembl.org/index.html) and quantified as the ratio of reads mapped to a gene to the gene length in kbp and expressed as the fragments per kb of transcript per million fragments mapped (FPKM). The Bioconductor package DESeq2 (ver. 1.20.0) was also used for calculating BaseMean, FoldChange, *P*-value (two-tailed Wald test)^52^, and adjusted *P*-value (Padj, two-tailed Wald test)^52,53^. MA-plots were created using the Bokeh library (ver. 0.13.0) (https://docs.bokeh.org/en/0.13.0/). GO enrichment analyses were performed using the DAVID Bioinformatics Resource 6.8. (http://david.abcc.ncifcrf.gov). The RNA-sequencing data of *Gdpd3*^*+/+*^ and *Gdpd3*^−*/*−^LT-CML stem cells are available from a public database GEO (GEO, ID: GSE149442) in NCBI, NIH, USA (https://www.ncbi.nlm.nih.gov/gds/).

### Quantitative real-time RT-PCR analysis

The RNeasy kit (QIAGEN, Venlo, Netherlands) was used to purify RNA samples from LT-stem cells (4–5 × 10^4^) isolated from six *Gdpd3*^*+/+*^ tet-CML-affected (*SCL-tTA*^*+*^*TRE-BCR-ABL1*^*+*^) mice and eight healthy littermate control (*SCL-tTA*^*+*^) mice at 5 weeks post-Dox withdrawal. RNA samples were reverse-transcribed using the Advantage RT-for-PCR kit (Takara-Clontech). Real-time quantitative PCR was performed using SYBR green *Premix EX Taq*^*TM*^ (Takara) on an Mx3000P® Real-time PCR system (Stratagene). The following primers were used: 5′-CAT TTC GCT GTG GAT GGA TGA-3′, and 5′-CCA TTG GCT CCC AAG CTG A-3′′ for *Gdpd3*; 5′-AGG TCA TCA CTA TTG GCA ACG A-3′ and 5′-CAC TTC ATG ATG GAA TTG AAT GTA GTT-3′ for *Actb* (β-actin). The following cycle parameters were used: denaturation at 95 °C for 10 s, and annealing and elongation at 60 °C for 30 s for *Gdpd3*, and 57 °C for 30 s for *Actb*.

### Colony-forming assays

OP-9 murine stromal cells were purchased from ATCC® (Lot # 70019055, CRL-2749). LT-CML stem cells (1 × 10^3^ per plate) were co-cultured on OP-9 stromal cells in 3% O_2_ at 37 °C for 5 days^25^. Cells were harvested, washed in PBS, and plated in semi-solid methylcellulose medium containing SCF, IL-3, IL-6 and erythropoietin (Methocult GF M3434; Stem Cell Technologies). WT haematopoietic stem/progenitor (LSK) cells were cultured in semi-solid methylcellulose medium (Methocult GF M3434). After growth for 7 days under hypoxic (3% O_2_) conditions at 37 °C, colony numbers were counted under a light microscope.

### Competitive reconstitution assay

C57BL/6-CD45.1 mouse strain was purchased from Sankyo Labo Service Corporation, Inc. (Tokyo, Japan). Lethally irradiated C57BL/6-CD45.1 congenic recipient mice were transplanted with 2 × 10^3^ normal haematopoietic LSK cells isolated from normal healthy *Gdpd3*^+/+^ or *Gdpd3*^−/−^ mice (C57BL/6-CD45.2) plus 5×10^5^ unfractionated BMMNCs from healthy C57BL/6-CD45.1 mice. Reconstitution of donor-derived cells (CD45.2) was monitored by staining blood cells with mAbs against FITC-CD45.2 (dilution 1:200, Clone # 104, Cat. # 11-0454-85, Lot # E00316-130, eBioscience), and PE-CD45.1 (dilution 1:200, Clone # A20, Cat. # BD553776, Lot # 17194, BD Biosciences) using a FACS Aria III instrument. For serial transplantation analyses, 2 × 10^3^ normal LSK cells were obtained from recipient mice at 16 weeks post-transplantation (first-BMT) and transplanted into a second set of lethally irradiated C57BL/6-CD45.1 congenic mice (second-BMT) using the same BMT protocol.

### GDPD3 mRNA expression in human CML patients

Data on *GDPD3* mRNA levels in human CML patients were obtained from a public database GEO (GEO, ID: GSE12211)^30^ that contains microarray analyses of the CD34^+^ cells in PB from six CML patients before treatment, and the same six CML patients after 7 days of treatment with IM (400 mg kg^−1^ day^−1^).

### RNA interference in mouse CML-LSK cells

The following Cy3-labelled siRNA duplexes targetting *Gdpd3* mRNA were synthesised by Dharmacon Inc. (Lafayette, CO, USA): 5′-Cy3-GAG CAG AUC UCU UGG AAU UUU-3′ and 5′-AAU UCC AAG AGA UCU GCU CUU-3′ for mouse *Gdpd3 siRNA #1*; 5′-Cy3-GGU CAA AGA AAG AAA UGA AUU-3′ and 5′-UUC AUU UCU UUC UUU GAC CUU-3′ for mouse *Gdpd3 siRNA #3*. The following Cy3-labelled siRNA duplexes targetting *Lgr4/Gpr48* mRNA were synthesised by Dharmacon Inc.: 5′-Cy3-GAA CAU AGC CAA AUA AUC AUU-3′ and 5′-UGA UUA UUU GGC UAU GUU CUU-3′ for mouse *Lgr4 siRNA #3*; 5′-Cy3-AAA GAA GAC CCG UCA GAA AUU-3′ and 5′-UUU CUG ACG GGU CUU CUU UUU-3′ for mouse *Lgr4 siRNA #4*. *Gdpd3*^*+/+*^ tet-CML-LSK cells were transfected for 3 h under hypoxic (3% O_2_) conditions with Cy3-labelled siRNA duplexes using Lipofectamine® RNAiMAX (Thermo Fisher Scientific) in serum-free stem cell medium SF-03 that lacked cytokines and penicillin/streptomycin. Transfected cells were cultured in serum-free stem cell medium SF-03 containing BSA, TPO (100 ng ml^−1^), SCF (100 ng ml^−1^), and penicillin/streptomycin for 2 days under hypoxic (3% O_2_) conditions. Cy3-negative (control) and Cy3-positive cells were sorted using a FACS Aria III instrument. To determine colony-forming capacity, Cy3-negative and Cy3-positive CML-LSK cells were cultured in semi-solid methylcellulose medium (Methocult GF M3434; Stem Cell Technologies). Colonies were counted 7 days later as above.

### RNA interference in human CML CD34^+^ cells

The following FITC-labelled siRNA duplexes targetting human *GDPD3* mRNA were synthesised by Dharmacon Inc.: 5′-FITC- AGG AGA AGC UGG AGG UUU AUU-3′ and 5′-UAA ACC UCC AGC UUC UCC UUU-3′ for human *GDPD3 #1*; 5′-FITC-CCA UGA GCG UAG AGA UCA AUU-3′ and 5′-UUG AUC UCU ACG CUC AUG GUU-3′ for human *GDPD3 siRNA #2*. Viable BMMNCs from a chronic phase CML patient were obtained at the University Hospital, Dokkyo Medical University (IRB approval number: 26058). Primary CML cells were stained with mouse anti-CD34-APC mAb (dilution 1:100, Clone # 8G12, Cat. # 340441, Lot # 6183704, BD Biosciences) and sorted using a FACS Aria III cell sorter (BD Biosciences). CD34^+^ CML cells were transfected for 3 h under hypoxic (3% O_2_) conditions with FITC-labelled siRNA duplexes using Lipofectamine® RNAiMAX (Thermo Fisher Scientific) in serum-free medium OPTI-MEM®I (Gibco) that lacked cytokines and penicillin/streptomycin. Transfected cells were cultured in serum-free stem cell medium SF-03 containing BSA, TPO (100 ng ml^−1^), SCF (100 ng ml^−1^), and penicillin/streptomycin for 3 days under hypoxic (3% O_2_) conditions. FITC-negative (control) and FITC-positive cells were sorted using a FACS Aria III instrument. K562 CML cells were purchased from ATCC® (Lot # 70016362, CCL-243) and transfected with FITC-labelled siRNA duplexes as above. The colony-forming abilities of transfected primitive human CML CD34^+^ cells and K562 cells were evaluated by culture in semi-solid methylcellulose medium containing SCF, GM-CSF, IL-3, IL-6, G-CSF and erythropoietin (Methocult GF^+^ H4435; Stem Cell Technologies). After growth for 14 days at 37 °C under hypoxic (3% O_2_) conditions without or with 1 μm imatinib (Axon Medchem, Groningen, Netherlands), colony numbers were counted under a light microscope.

### Cell cycle analysis

To determine the cell cycle status of CML-LSK cells in vivo, retro-CML-affected mice were intraperitoneally administered BrdU (100 mg kg^−1^ of body weight in saline; Sigma) for 3 h. CML-LSK cells were recovered as described above and stained with mouse anti-BrdU-FITC mAb (dilution 1:500, Clone # 3D4, Cat. # 51-23614 L, Lot # 7222635, BD Biosciences) plus 7AAD (BD Biosciences) by the standard procedure of FITC BrdU Flow Kit (559619, BD Pharmingen^TM^). The cell cycle distribution of CML-LSK cells was determined using a FACS Aria III instrument.

### Fluorescence immunostaining

For immunostaining, LT-CML stem cells that were freshly isolated from tet-CML-affected mice were immediately fixed with 4% paraformaldehyde for one hour. Fixed cells were permeabilised with 0.25% Triton-X100 for 15 min, washed, and blocked by incubation in 2% BSA in TBS for one hour. Blocked cells were incubated overnight at 4 °C with rabbit anti-phospho-AKT (Ser473) (dilution 1:50, Clone # D9E, Cat. # 4060S, Lot# 5, Cell Signalling Technology, Danvers, MA, USA), rabbit anti-phospho-S6 ribosomal protein (Ser235/236) (dilution 1:50, Clone # D57.2.2E, Cat. # 4858S, Lot# 11, Cell Signalling Technology), rabbit anti-Foxo3a (dilution 1:25, Clone 75D8, Cat. #2497S, Lot # 2, Cell Signalling Technology) and mouse (dilution 1:50, Clone # B56, Cat. # 550609, Lot# 43365, BD Pharmingen) mAbs. Primary mAbs were visualised by incubating the cells with AlexaFluor 546-conjugated goat anti-mouse IgG (dilution 1:200, Cat. # A11030, Lot # 833292, Molecular Probes®, Life technologies, Eugene, OR, USA), or AlexaFluor 647-conjugated goat anti-rabbit IgG (dilution 1:200, Cat. # A21245, Lot # 927083, Molecular Probes®) antibodies (Abs). Nuclei were stained with the DNA marker DAPI (Sigma). Stained slides were mounted using Prolong Diamond® (Thermo Fisher Scientific, Waltham, MA, USA), and fluorescent images were acquired using confocal microscopy (FV10i, Olympus Corporation, Tokyo, Japan) and Photoshop software (CS4 Ver11.0.2. Adobe).

### Duolink® in situ proximity ligation assay

To examine interactions between Foxo3a and active β-catenin, we used the Duolink® in situ PLA system (Merck, Kenilworth, NJ, USA)^26^. LT-CML stem cells that were freshly isolated from tet-CML-affected mice were immediately fixed with 4% paraformaldehyde for 60 min. For PGE_2_ treatment, LT-CML stem cells were incubated in 3% O_2_ at 37 °C for 2 h with the appropriate vehicle control or 10 μM PGE_2_ (Item: 14010, Batch:0533515-113, Cayman Chemical Company, Ann Arbor, MI, USA). Treated cells were fixed with 4% paraformaldehyde for 60 min. Fixed cells were permeabilised with 0.25% Triton-X100 for 15 min, washed, and blocked by incubation in 2% BSA in TBS for one hour. Blocked cells were incubated overnight at 4 °C with rabbit anti-Foxo3a (dilution 1:25, Clone 75D8, Cat. #2497S, Lot # 2, Cell Signalling Technology) and mouse anti-active β-catenin (dilution 1:25, Clone 8E7, Cat. # 05-665, Lot #, 2700799 and 3270747, Millipore, Temecula, CA, USA) mAbs. The proximate binding of these Abs was then detected using PLA secondary Abs. Stained slides were mounted using Duolink® in situ Mounting Medium with DAPI (Merck), and fluorescent images were acquired by confocal microscopy (FV10i, Olympus) and Photoshop software (CS4 Ver11.0.2. Adobe).

### Statistical analyses and reproducibility

For RNA-sequencing in Fig. 7a and Supplementary Figs. 11a–c, FPKM, BaseMean, FoldChange, *P*-value (two-tailed Wald test)^52^, and adjusted *P*-value (two-tailed Wald test)^52,53^ were determined by the Bioconductor package DESeq2 (ver. 1.20.0) (https://bioconductor.org/packages/release/bioc/html/DES0eq2.html)^52^. For the Kaplan-Meier analyses for the survival of CML-affected mice in Figs. 1g, 2a, b, 6a, 7e, statistical differences were determined using the log-rank non-parametric test (IBM SPSS Statics 23, IBM, Chicago, IL, USA). For Fig. 3a, b, 4a–c, the unpaired one-sided Student’s *t* test was used (Microsoft® Excel Ver. 16.40, Redmond, WA, USA). For the other comparisons, the unpaired two-sided Student’s *t* test was used (Microsoft® Excel Ver. 16.40). Data were indicated as the means ± standard deviation (s.d.). *P* < 0.05 was considered statistically significant. The lipidomics analyses and RNA-sequencing were based on every single experiment. For Figs. 1d, 2a, 6a, 7e, these experiments were from two independent experiments. The other experiments were repeated at least three times. No statistical method was used to predetermine the sample size. The sample size was determined on the basis of literature in this research field^22–28,40^.

### Note added in proof

During the reviewing process, a paper demonstrating that Lgr4 is essential for self-renewal in acute myelogenous leukaemia (AML) stem cells was published^54^. The study supports our conclusion about the role of Lgr4 in maintenance of CML stem cells.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

For lipidomics analyses data in Figs. 3a, b and 4a–c, the original data are available from Source Data file, and Supplementary Method 1–3. For RNA-sequencing data in Fig. 7a, and Supplementary Fig. 1, 11a–c, our data are available from a public database gene expression omnibus (GEO, ID: GSE70031 and GSE149442, NCBI, NIH, USA) and Source Data file. Gene expression levels were measured with DESeq2 (ver.1.20.0) (https://bioconductor.org/packages/release/bioc/html/DESeq2.html)^52^ using the Ensembl database (https://ensembl.org/index.html). MA-plots were created using the Bokeh library (ver. 0.13.0) (https://docs.bokeh.org/en/0.13.0/). GO enrichment analyses were performed using the DAVID Bioinformatics Resource 6.8. (http://david.abcc.ncifcrf.gov). Gene expression data for Fig. 6d was downloaded from the public microarray dataset in the GEO database under accession code GSE12211^30^. The source data for Figs. 1b–g, 2a–g, 3a, b, 4a–c, 6a–g, 7a–g, Supplementary Figs. 1, 3b, c, 4a–c, 5a, b, 6a–d, 7, 11a–c, 13a, b, and Supplementary Table 1 have been provided as Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The lysophospholipase D enzyme Gdpd3 is required to maintain chronic myelogenous leukaemia stem cells
**Source:** Nat Commun. 2020 Sep 17;11:4681. doi: 10.1038/s41467-020-18491-9

## **Supplementary Information PDF**

### **The lysophospholipase D enzyme Gdpd3 is required to maintain chronic myelogenous leukaemia stem cells**

Kazuhito Naka, Ryosuke Ochiai, Eriko Matsubara, Chie Kondo, Kyung-Min Yang,  
Takayuki Hoshii, Masatake Araki, Kimi Araki, Yusuke Sotomaru, Ko Sasaki, Kinuko  
Mitani, Dong-Wook Kim, Akira Ooshima and Seong-Jin Kim

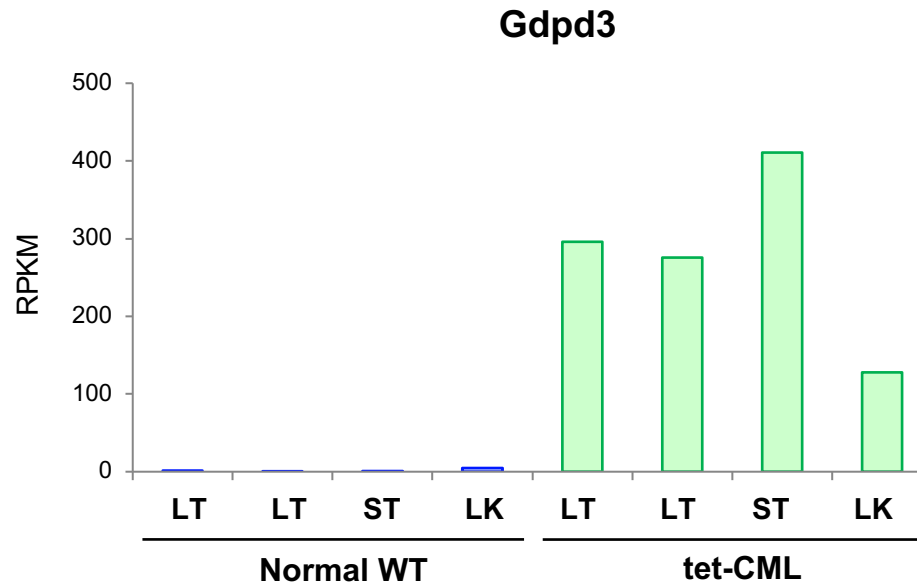

**Supplementary Figure 1. Expression of Gdpd3 mRNA as determined by RNA-sequencing.**

RNA-Seq determinations of *Gdpd3* mRNA levels in LT-stem cells, ST-stem cells and Lineage-Sca-1<sup>+</sup>cKit<sup>+</sup> (LK) cell populations isolated from bone marrow mononuclear cells (BMMNCs) of littermate normal healthy control mice (*SCL-tTA<sup>+</sup>*) and tet-CML mice (*SCL-tTA<sup>+</sup>TRE-BCR-ABL1<sup>+</sup>*) determined as reported previously<sup>26</sup>. Results are expressed as RPKM (reads per kilobase of exon per million mapped sequence reads) from a public database gene expression omnibus that we previously made available (GEO, ID: GSE70031, NCBI, NIH, USA). Source data are available in Source Data file.

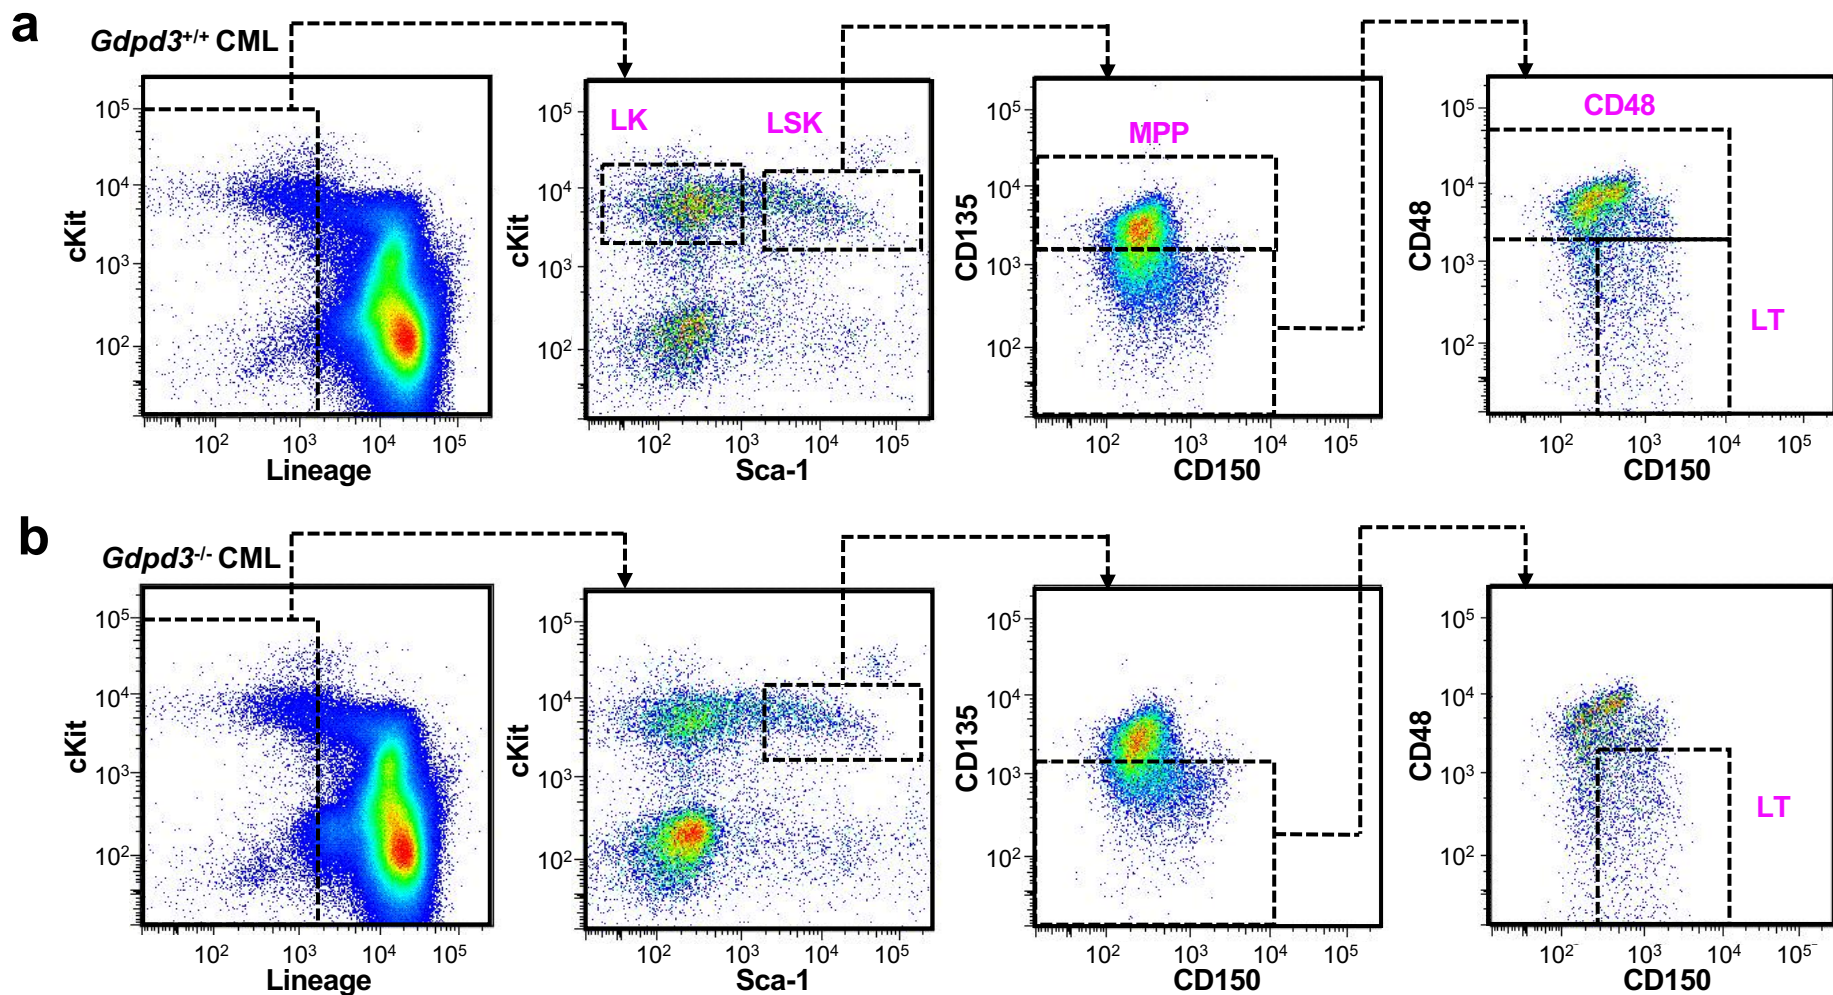

**Supplementary Figure 2. Fractionation of sub-populations of BMMNCs isolated from *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> tet-CML-affected mice.** Total BMMNCs were isolated from the two hind limbs of (a) *Gdpd3*<sup>+/+</sup> tet-CML-affected and (b) *Gdpd3*<sup>-/-</sup> tet-CML-affected mice. These cells were immunostained to detect lineage markers (CD4, CD8, B220, Mac1, Gr-1 and Ter119), as well as Sca-1, cKit, CD135, CD48 and CD150, and analysed by flow cytometry. The gating pattern for cell sorting and representative flow cytometric data of LK cells (Lineage<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>), LSK cells (Lineage<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>), MPP cells (CD135<sup>+</sup>LSK), CD48 cells (CD48<sup>+</sup>CD135<sup>-</sup>LSK), and the most primitive LT-CML stem cells (CD150<sup>+</sup>CD48<sup>-</sup>CD135<sup>-</sup>LSK) are shown.

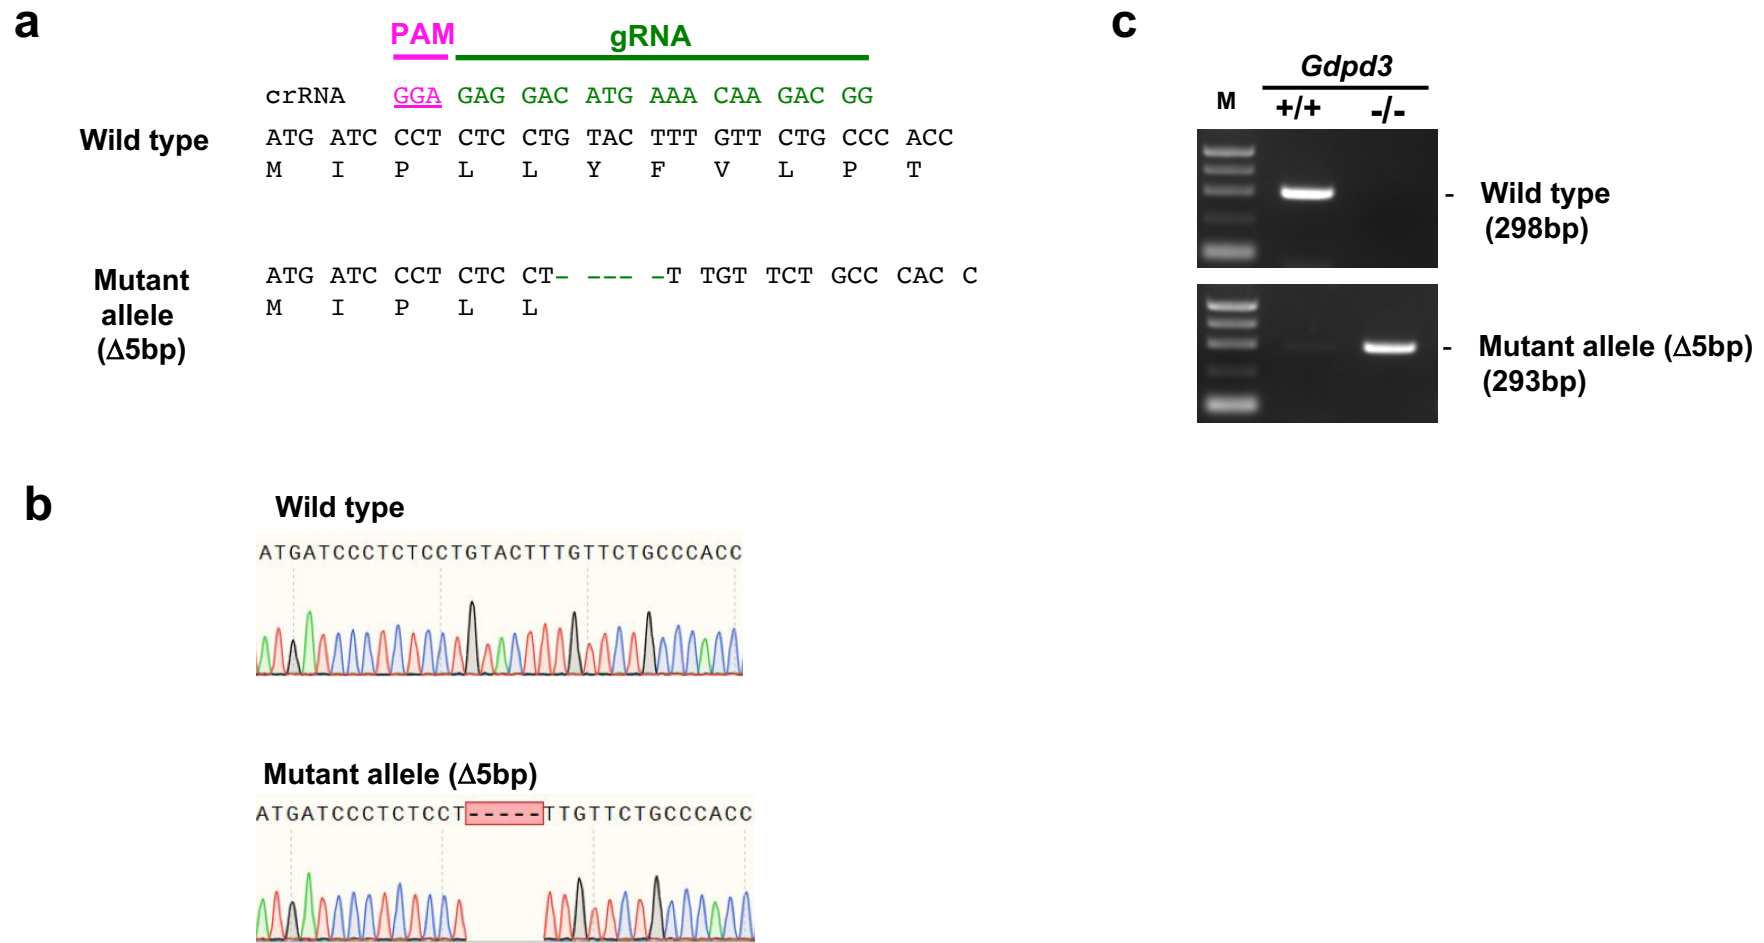

### Supplementary Figure 3. Establishment of *Gdpd3*<sup>-/-</sup> mice by genome-editing.

(a) Nucleotide and amino acid sequences of the *Gdpd3* gene in *Gdpd3*<sup>+/+</sup> (upper) and 5 bp-disrupted *Gdpd3*<sup>-/-</sup> (lower) mice are indicated. The targetting gRNA and PAM sequences are also indicated. (b,c) Identification of genome-edited mice. (b) Representative genomic sequencing data (n=5 biologically independent samples, two independent experiments) and (c) PCR genotyping (n=5 biologically independent samples, three independent experiments) of *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> mouse tails are shown. M, molecular weight markers. Unprocessed original gel in (c) is available in Source Data file.

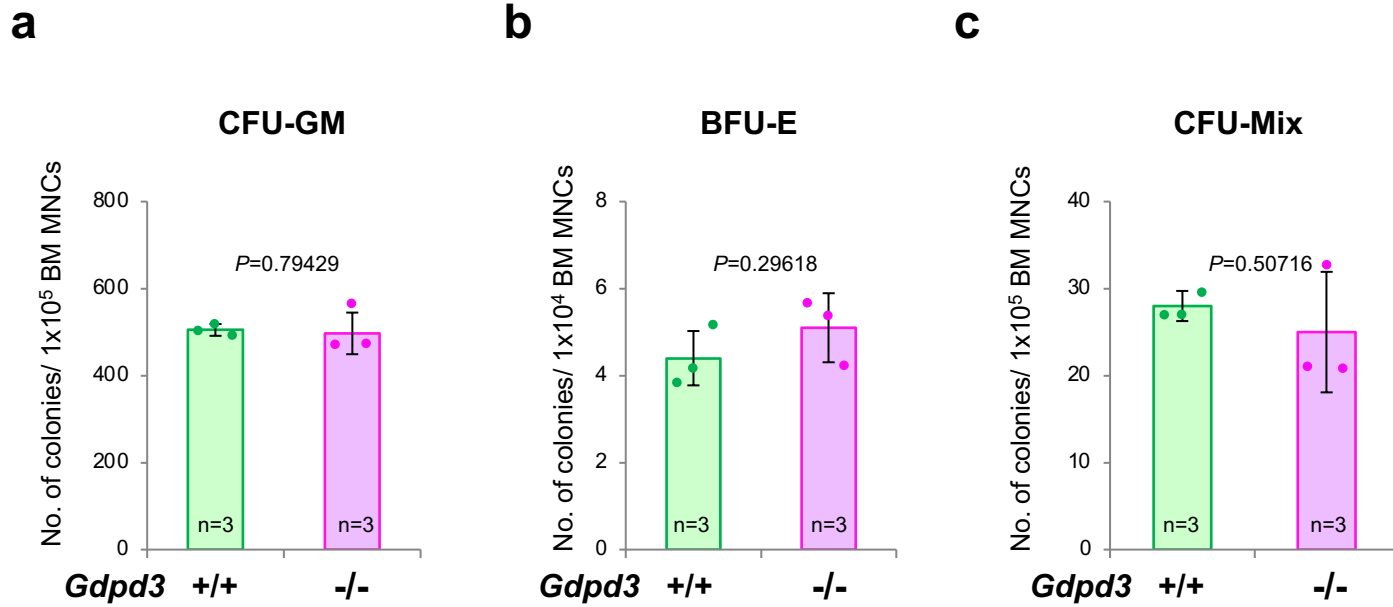

**Supplementary Figure 4. Colony-forming capacity of normal murine haematopoietic cells *in vitro*.**

BMMNCs isolated from normal healthy  $Gdpd3^{+/+}$  and  $Gdpd3^{-/-}$  littermate mice were cultured with cytokines in semi-solid methylcellulose medium for seven days under hypoxic (3%  $O_2$ ) conditions at 37° C. Data are the mean number  $\pm$  s.d. ( $n=3$  biologically independent samples) of colonies for (a) myeloid (CFU-GM), (b) erythroid (BFU-E) and (c) mixed (CFU-mix) lineages, and are representative of three independent experiments ( $P$ -value compared with control, unpaired two-sided Student's  $t$ -test). Source data are available in Source Data file.

**a**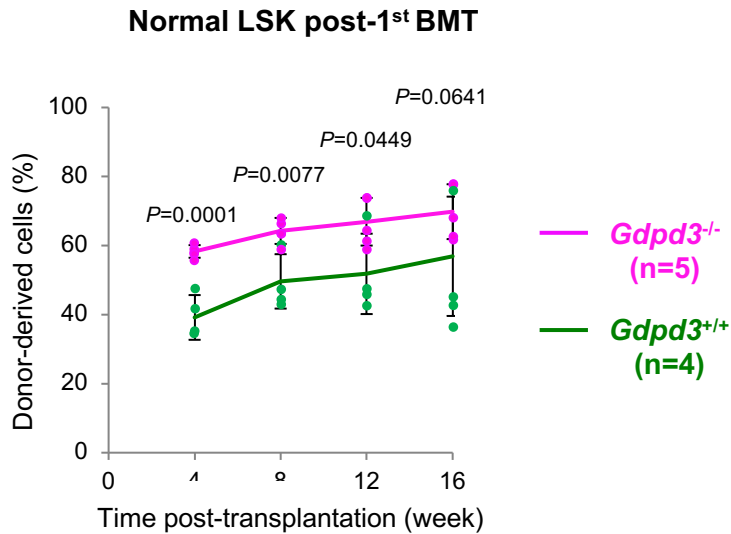**b**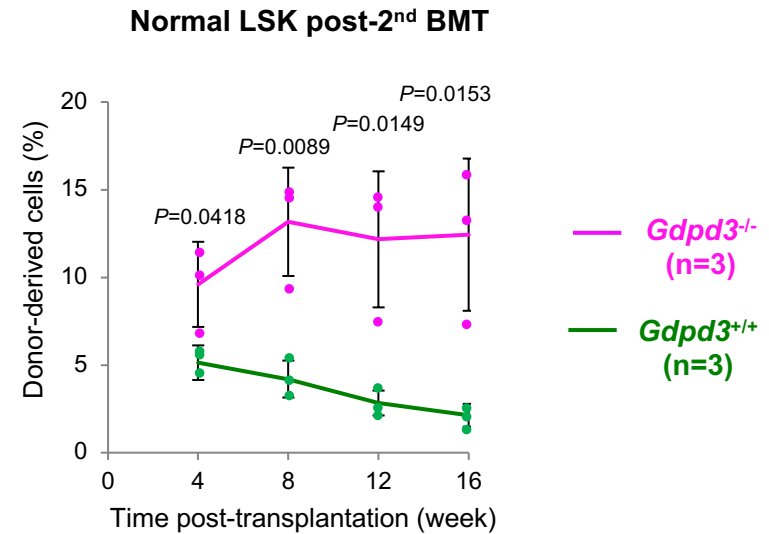

**Supplementary Figure 5. Competitive bone marrow reconstitution assays using normal haematopoietic stem/progenitor cells *in vivo*.**

**(a)** Lethally irradiated C57BL/6-CD45.1 congenic recipient mice were transplanted with normal haematopoietic LSK cells (2,000 cells) isolated from normal healthy *Gdpd3*<sup>+/+</sup> or *Gdpd3*<sup>-/-</sup> littermate mice (C57BL/6-CD45.2) plus 5x10<sup>5</sup> unfractionated BMMNCs from healthy C57BL/6-CD45.1 mice. Reconstitution of donor-derived cells (CD45.2) was monitored by staining blood cells with mAbs against CD45.2 (FITC) and CD45.1 (PE). **(b)** For serial transplantation analyses, normal LSK cells (2,000 cells) were obtained from recipient mice at sixteen weeks post-transplantation (first-BMT) and transplanted into a second set of lethally irradiated C57BL/6-CD45.1 congenic mice (second-BMT) using the same protocol as for the first-BMT. **(a,b)** Results are the mean frequency (%) ± s.d. of donor-derived cells (*P*-value, unpaired two-sided Student's *t*-test). *n* numbers indicate biologically independent recipient mouse numbers. Source data are available in Source Data file.

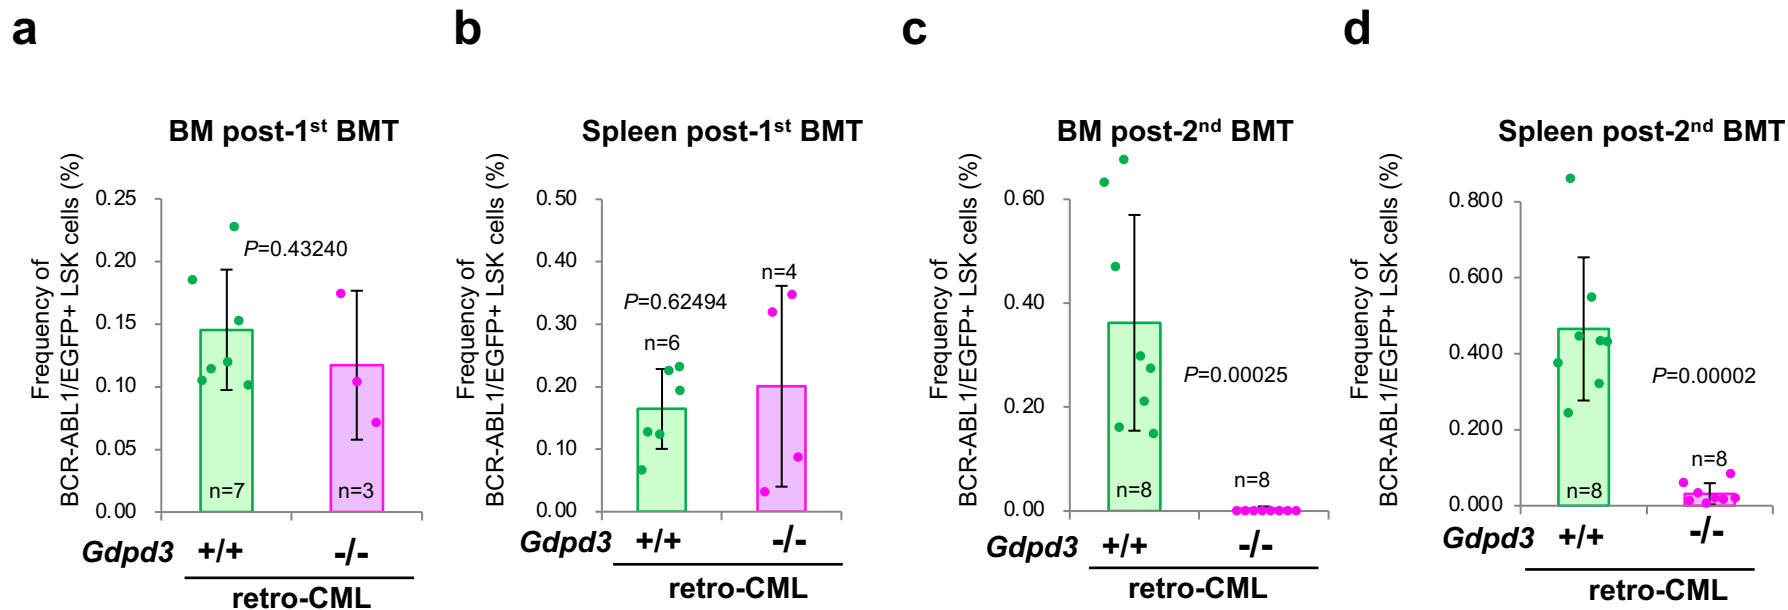

**Supplementary Figure 6. Frequency of BCR-ABL1/EGFP<sup>+</sup>CML LSK cells in *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> retro-CML-affected mice.** BCR-ABL1/EGFP<sup>+</sup>CML LSK cells were isolated from (a,c) BM of the two hind limbs and (b,d) spleen of *Gdpd3*<sup>+/+</sup> retro-CML-affected mice and *Gdpd3*<sup>-/-</sup> retro-CML-affected mice after (a,b) first-round and (c,d) second-round serial transplantation. Frequency of BCR-ABL1/EGFP<sup>+</sup> LSK cells were examined by a FACS Aria III cell sorter with BD FACSDiva software ver.6.1.3 (BD Biosciences) Data are the mean frequency (%)  $\pm$  s.d. of BCR-ABL1/EGFP<sup>+</sup> LSK cells ( $P$ -value, unpaired two-sided Student's  $t$ -test). (See also Fig.2c-f).  $n$  numbers indicate biologically independent recipient mouse numbers. Source data are available in Source Data file.

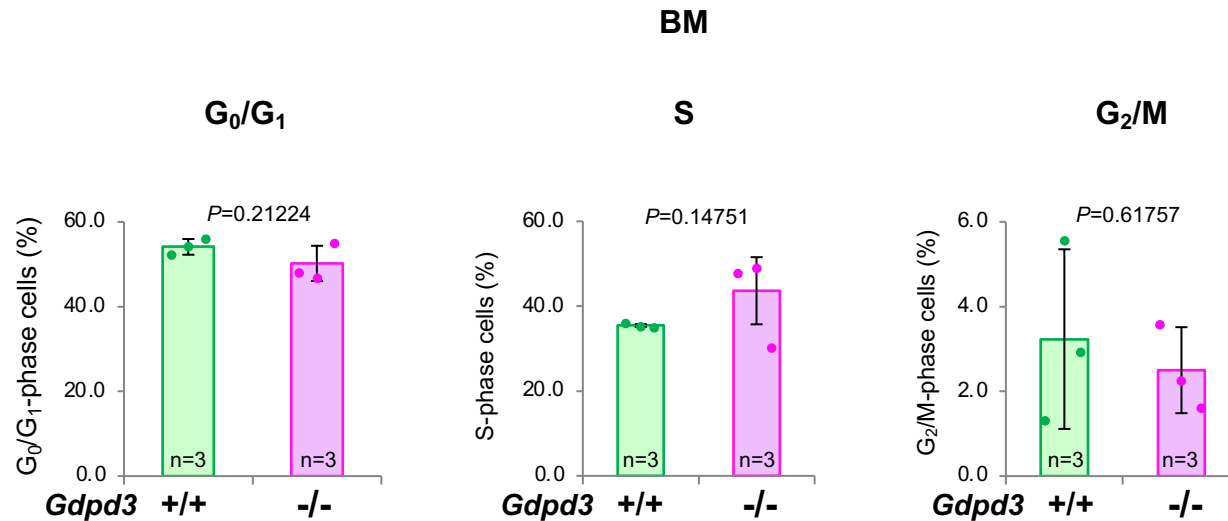

**Supplementary Figure 7. Cell cycle distribution of BCR-ABL1/EGFP<sup>+</sup>CML LSK cells in bone marrow of retro-CML-affected mice.**

*Gdpd3*<sup>+/+</sup> retro-CML-affected mice (3 females) and *Gdpd3*<sup>-/-</sup> retro-CML-affected mice (3 females) were intraperitoneally administered BrdU (100 mg kg<sup>-1</sup> of body weight in saline; Sigma) for three hrs after a first-round of BMT as in Fig.2a. BCR-ABL1/EGFP<sup>+</sup>CML LSK cells were isolated from bone marrow of two hind limbs of retro-CML-affected and stained with anti-BrdU antibody (3D4; BD Biosciences) plus 7AAD (BD Biosciences). Frequency of BrdU<sup>+</sup> CML LSK cells in bone marrow was evaluated by a FACS Aria III cell sorter with BD FACSDiva software ver.6.1.3 (BD Biosciences). Results are the mean frequency (%) ± s.d. of G<sub>0</sub>/G<sub>1</sub> phase CML-LSK cells, BrdU<sup>+</sup> S-phase CML-LSK cells, and G<sub>2</sub>/M phase CML-LSK cells (n=3 biologically independent samples) (*P*-value, unpaired two-sided Student's *t*-test) (See also Fig.2,g,h). Source data are available in Source Data file.

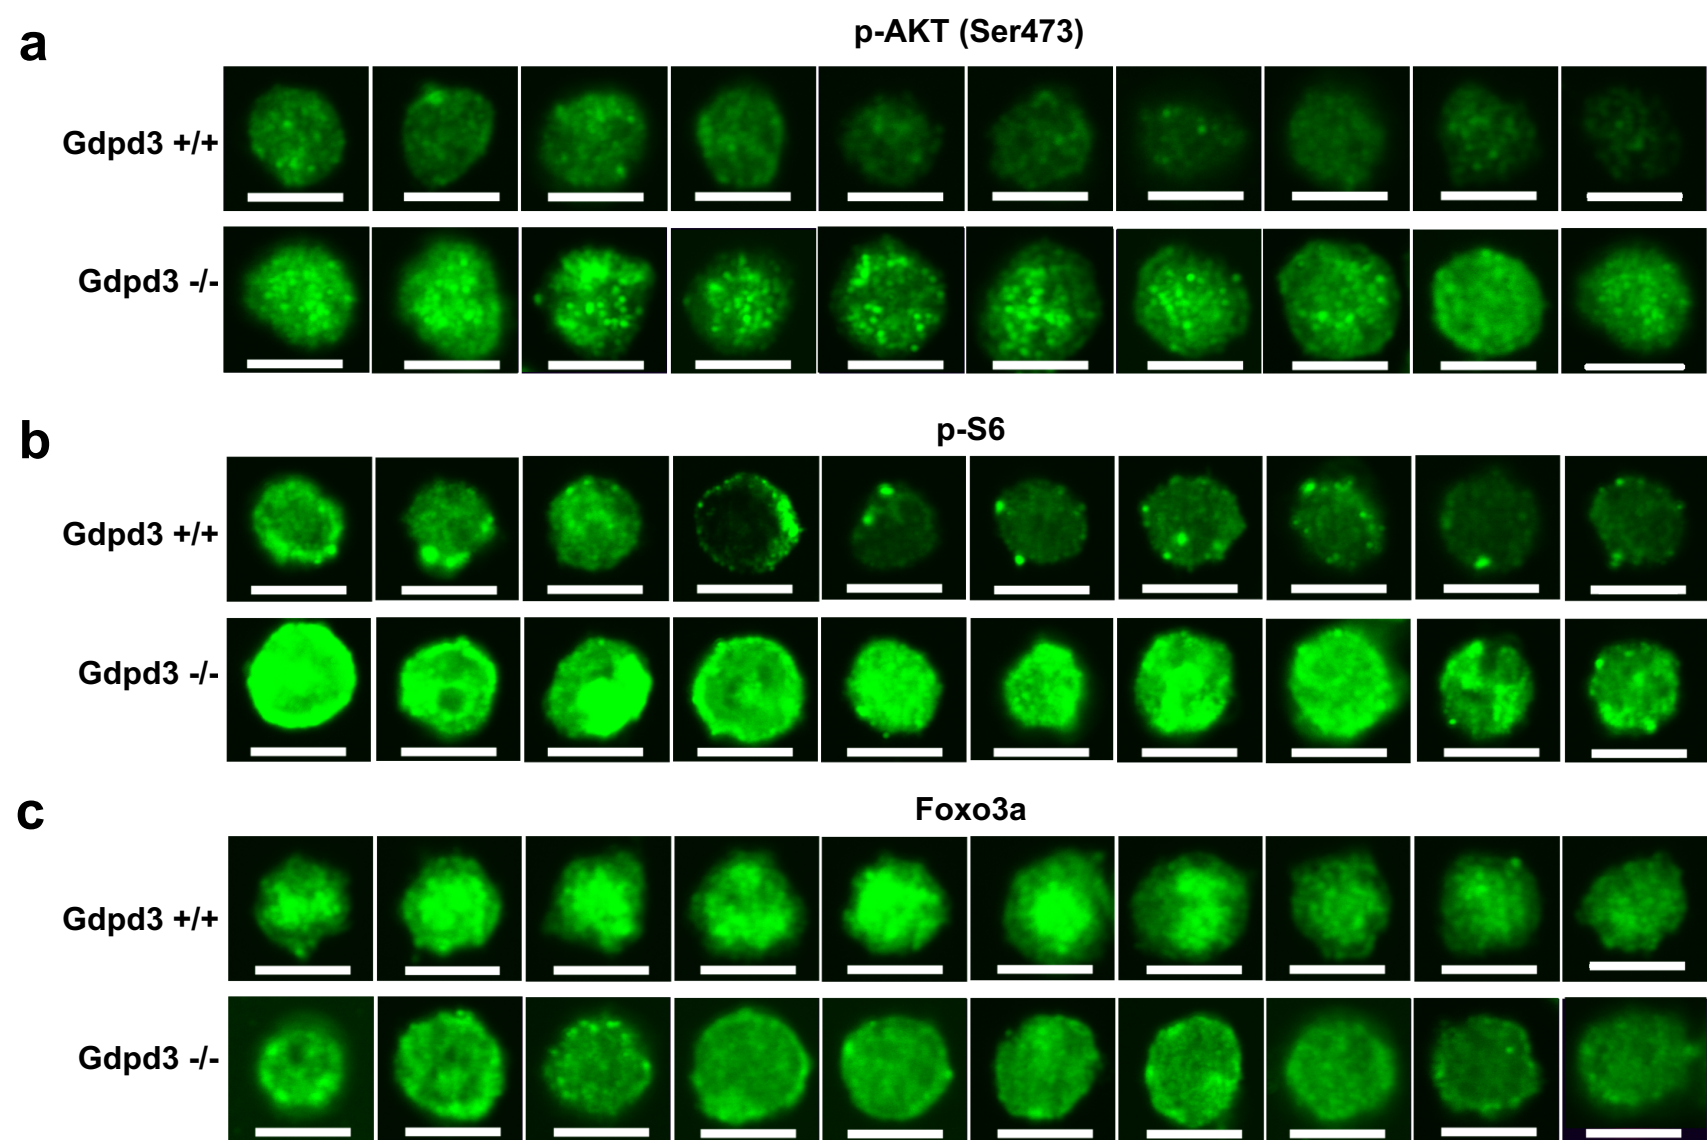

**Supplementary Figure 8. Increased phosphorylation of AKT and S6 ribosomal protein and decreased nuclear localisation of Foxo3a in *Gdpd3*<sup>-/-</sup> LT-CML stem cells.** LT-CML stem cells isolated from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (4 males), or *Gdpd3*<sup>-/-</sup> tet-CML-affected mice (3 males), at five weeks post-Dox withdrawal were immunostained to detect (a) phosphorylated AKT (Ser473), (b) phosphorylated S6 ribosomal protein (Ser235/236), and (c) Foxo3a. Scale bar, 10µm. Results are representative of three biologically independent trials.

(See also Fig.5).

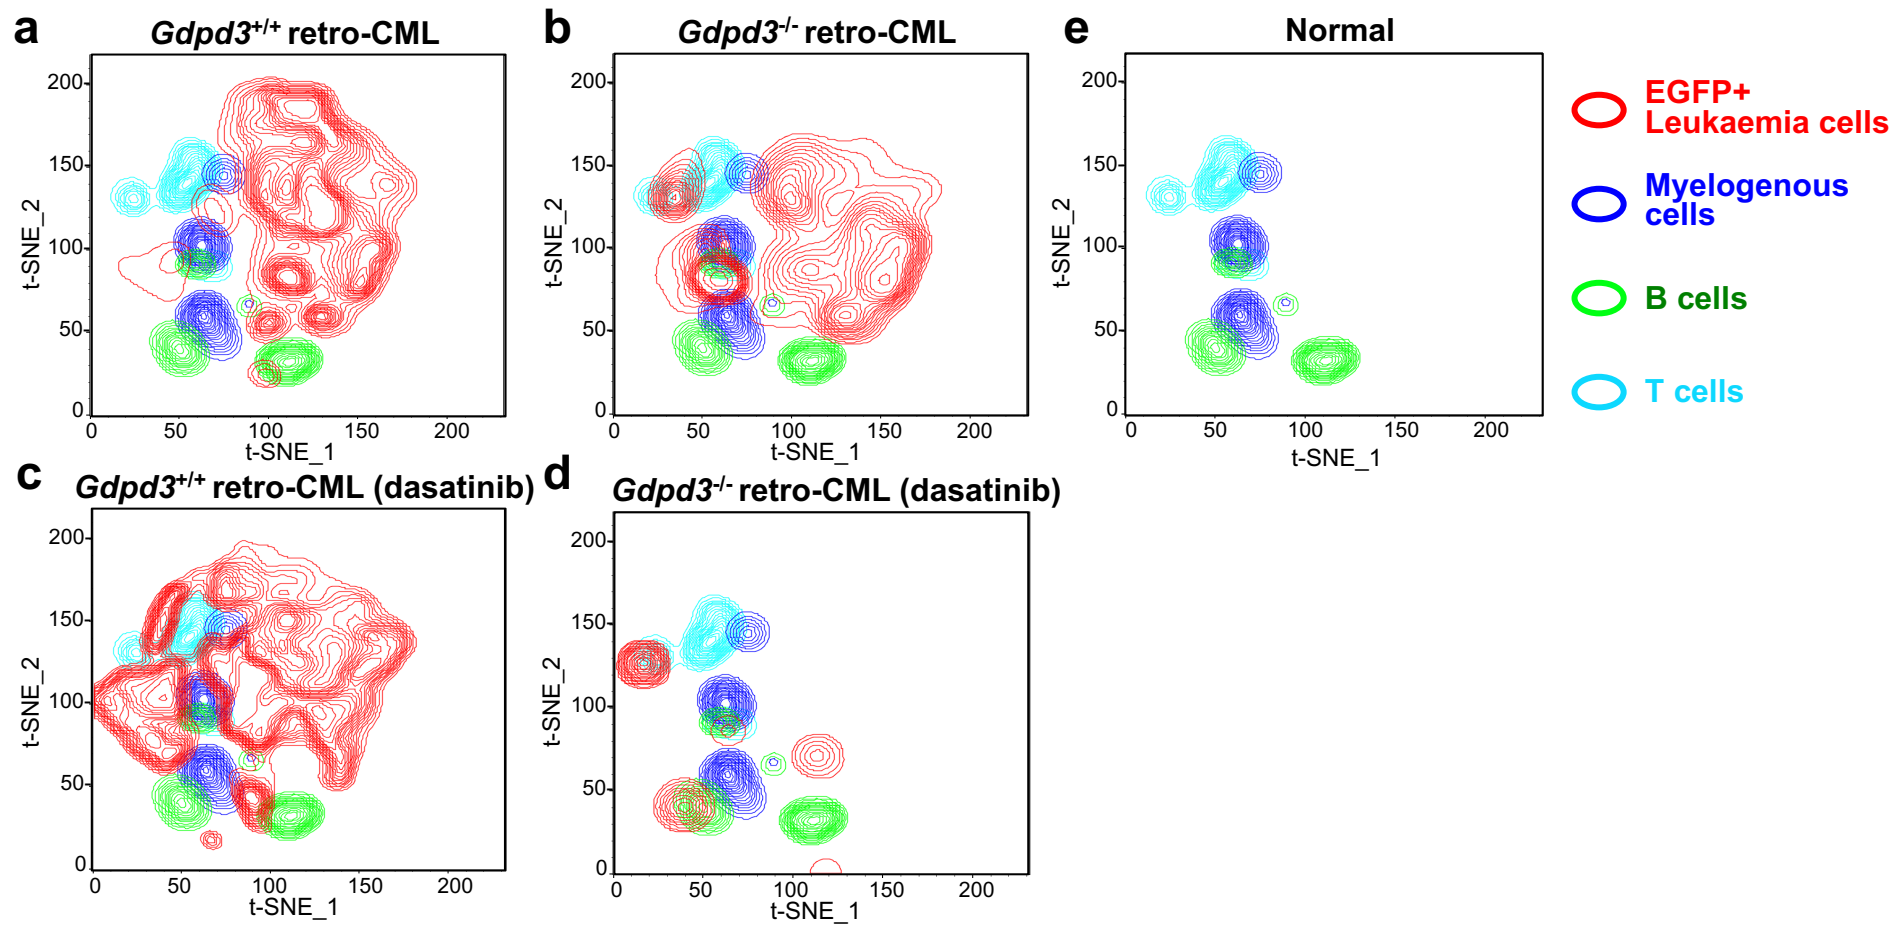

**Supplementary Figure 9. t-SNE analyses of cell populations in peripheral blood (PB) of retro-CML-affected mice.**

**(a-d)** Representative t-SNE analyses of BCR-ABL1/EGFP<sup>+</sup> leukaemia cells in PB from **(a,b)** untreated *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> retro-CML-affected mice (as in Fig.6b), and **(c,d)** dasatinib-treated *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> retro-CML-affected mice (as in Fig.6c). **(e)** Representative t-SNE analysis of PB mononuclear cells (MNCs) from one healthy WT C57BL/6 mouse (8-wk-old female; negative control). PB MNCs were stained with anti-CD4 and anti-CD8 (PE-Cy7), anti-B220 (PE), anti-Mac1 and anti-Gr-1 (APC) mAbs followed by flow cytometry. t-SNE algorithm analyses were performed using FlowJo™ (build number 10.6.1) software. For **(a-d)**, the red contour lines indicating BCR-ABL1/EGFP<sup>+</sup> leukaemia cells were overlaid on the t-SNE data for the PB MNCs from the normal C57BL/6 mouse in **(e)**. The blue contour lines represent Mac1/Gr-1<sup>+</sup> myelogenous cells. The green contour lines represent B220<sup>+</sup> B cells. The light blue contour lines represent CD4<sup>+</sup>/CD8<sup>+</sup> T cells. Results are representative of three biologically independent trials (n=4 biologically independent samples).

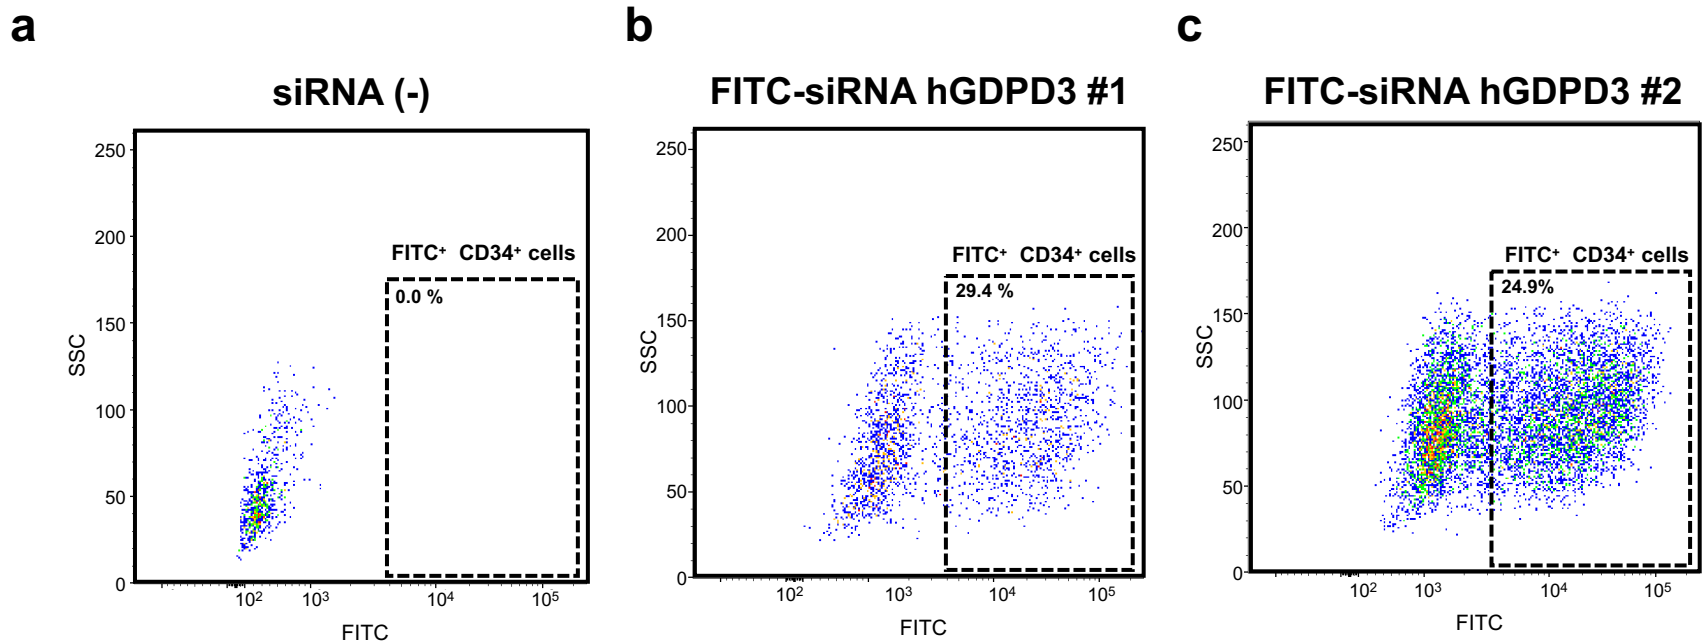

**Supplementary Figure 10. Purification of human bone marrow CML CD34<sup>+</sup> cells transduced with FITC-labelled hGDPD3 siRNAs.** Human CML CD34<sup>+</sup> cells isolated from BM of a chronic phase CML patient were (a) mock-transduced, or (b) transduced with FITC-siRNA hGDPD3 #1 or (c) FITC-siRNA hGDPD3 #2 (both targetting human GDPD3 mRNA; see Methods). FITC<sup>+</sup>CML CD34<sup>+</sup> cells and FITC<sup>-</sup>CML CD34<sup>+</sup> cells were purified at three days post-transduction by cell sorter using a FACS Aria III instrument (BD Biosciences). The colony-forming capacity of these FITC<sup>-</sup> and FITC<sup>+</sup> human CML CD34<sup>+</sup> cells was determined by culture on semi-solid methylcellulose medium (Methocult GF<sup>+</sup> H4435; Stem Cell Technologies) under hypoxic (3% O<sub>2</sub>) conditions as in Fig.6f,g.

**a**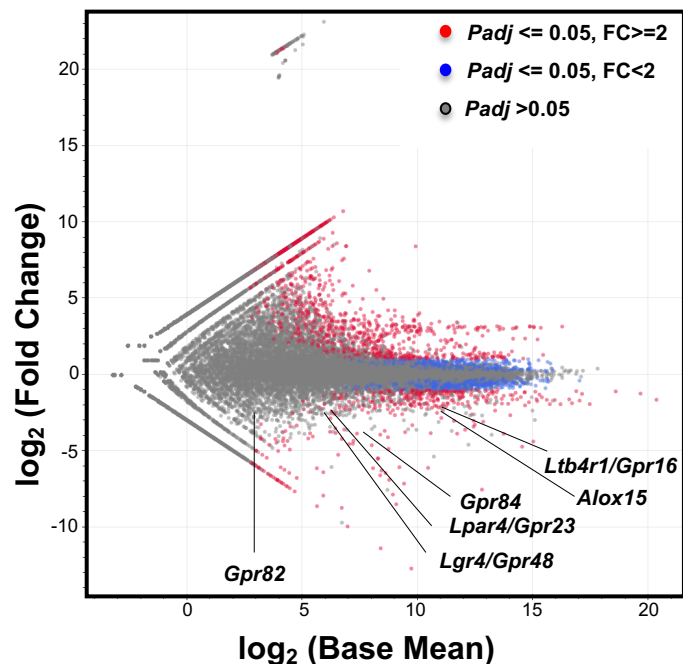**b**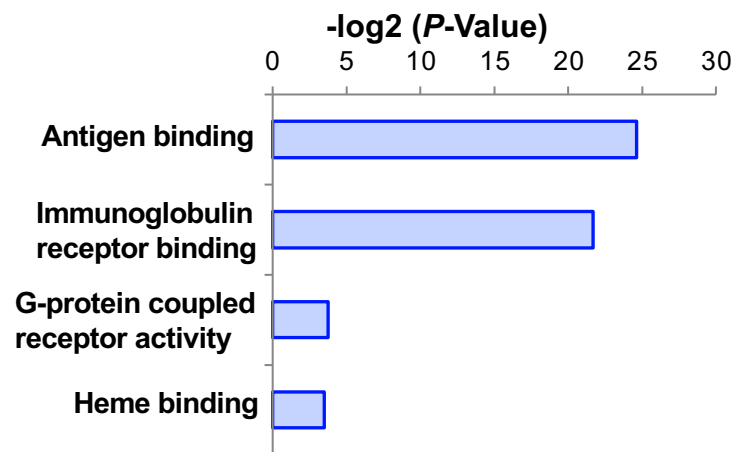**c**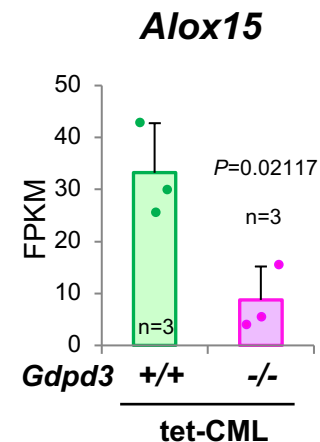

**Supplementary Figure 11. Bioinformatics analyses of LT CML stem cells isolated from *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> tet-CML-affected mice. (a,b)** Results from RNA-Seq analyses were evaluated by bioinformatics using (a) MA-plot and (b) GO term enrichment analyses. RNAs were extracted from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (22 males, 12 females) and *Gdpd3*<sup>-/-</sup> tet-CML-affected mice (5 male, 5 females). RNA-Seq was performed as described in Methods. (a) FPKM,  $\log_2$  (BaseMean),  $\log_2$  (FoldChange), *P*-value (two-tailed Wald test)<sup>52</sup>, and adjusted *P*-value (two-tailed Wald test)<sup>52,53</sup> were determined by the Bioconductor package DESeq2 (ver. 1.20.0) (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>)<sup>52</sup>. MA-plot indicating genes in the Bokeh library (ver. 0.13.0) (<https://docs.bokeh.org/en/0.13.0/>) that were upregulated or downregulated in *Gdpd3*<sup>-/-</sup> tet-CML-affected mice compared to *Gdpd3*<sup>+/+</sup> tet-CML-affected mice. X-axis,  $\log_2$  base mean. Y-axis,  $\log_2$  fold change. (b) GO term enrichment analysis categorised by MF (molecular function) using the DAVID Bioinformatics Resource 6.8. (<http://david.abcc.ncifcrf.gov>). Genes were filtered according to the criterion that the FPKM (fragments per kilobase of exon per million reads mapped) values obtained exhibited less than a -1.5 fold change in *Gdpd3*<sup>-/-</sup> tet-CML-affected mice compared to values in *Gdpd3*<sup>+/+</sup> tet-CML-affected mice. X-axis,  $-\log_2 P$ -value. (c) FPKM determination of *Alox15* expression in LT CML stem cells from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice and *Gdpd3*<sup>-/-</sup> tet-CML-affected mice. Data are the mean FPKM  $\pm$  s.d. (n=3 biologically independent samples) (*P*-value, unpaired two-sided Student's t-test). Source data are available in Source Data file.

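Over the 24689 genes tested by limma, 422 had an adjusted p under 0.05 from limma's moderated test with Benjamini-Hochberg adjustment, 270 of them higher and 152 lower in *Gdpd3*-/- cells. Of these, 282 changed at least 2-fold, and 5493 genes had an unadjusted p under 0.05. The count moved most with the libraries used, from 0 without *Gdpd3*+/+ replicate 1 (where 3356 genes had an unadjusted p under 0.05) to 3413 without *Gdpd3*-/- replicate 7. After TMM scaling 112 genes were higher and 254 lower, so the larger direction depends on the scaling. In the authors' deposited table, 3516 of 22186 genes had an adjusted p of 0.05 or less, 2020 higher and 1496 lower. Of the 422 genes, 389 were also called there, and 389 had the same sign. The 5 largest rises among genes with an adjusted p under 0.05 and a mean FPKM of at least 1 were *Gm10800*, *Gm17663*, *Gm10801*, *Mir128-2* and *Gm10718*, with log2 fold changes of 8.15, 6.46, 6.13, 6.02 and 5.84. The 5 largest falls were *Ighv3-5*, *Igkv12-98*, *Gm16813*, *Ighv6-7* and *Ighv1-54*, with log2 fold changes of −9.07, −8.62, −7.86, −7.29 and −7.15. *Gm17663* and *Mir128-2* were listed at 0 in every *Gdpd3*+/+ library, and *Ighv3-5* and *Igkv12-98* in every *Gdpd3*-/- library, so the fitted sizes of those changes depend on the pseudocount. *Gm17663* is listed with a length of 10 bases, and the authors' deposited table gives it a base mean of 2.16 and no adjusted p, so its FPKM rests on few reads. The *Gdpd3*-/- libraries also detected 29.7 to 32.9% of vomeronasal receptor genes, against 3.87 to 5.81% in *Gdpd3*+/+ libraries. Reads spread over the genome were not tested as a source of the 5 largest rises. Variable-segment genes are near-identical copies between which the counting could split reads.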

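With a mean *Gdpd3*+/+ FPKM of at least 0.05 as background, 130 of 175 immunoglobulin genes (74.3%) were lowered more than 1.5-fold, against 13.9% of the other genes (odds ratio 17.9, two-sided Fisher's exact test, p = 4.80e-72). Genes are not independent replicates, and immunoglobulin segments share sequence, so this describes these libraries. Immunoglobulin genes held 12.6, 12.4 and 13.4% of counted signal in *Gdpd3*+/+ replicates 1, 2 and 3 and 5.91, 3.81 and 6.49% in *Gdpd3*-/- replicates 5, 6 and 7. *Ighmbp2*, whose symbol fits the pattern used, encodes no immunoglobulin and was left out. For GPCR genes, lists of the same size matched on mean FPKM held a median of 33 lowered genes, against 46 observed. The odds ratio of the GPCR genes stayed between 1.65 and 2.19 across the 6 comparisons that each left out 1 library.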

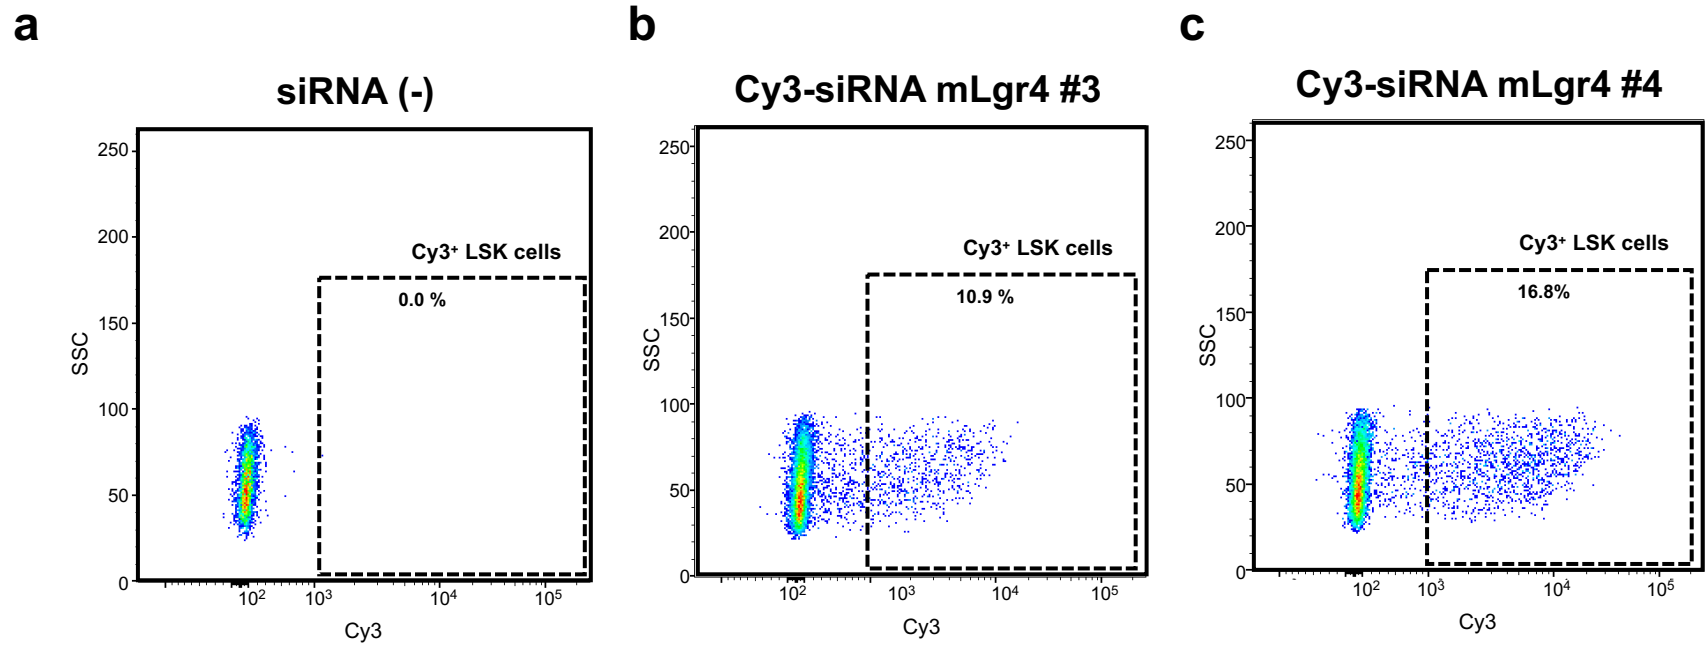

**Supplementary Figure 12. Purification of CML LSK cells transduced with Cy3-labelled Lgr4 siRNA.**

CML LSK cells isolated from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (3 males) were (a) mock-transduced, or (b) transduced with Cy3-siRNA mLgr4 #3 or (c) Cy3-siRNA mLgr4 #4 (both targeting mouse *Lgr4/Gpr48* mRNA; see Methods). Cy3<sup>+</sup>CML LSK cells and Cy3<sup>-</sup>CML LSK cells were purified at three days post-transduction by cell sorter using a FACS Aria III instrument (BD Biosciences). In Fig.7b, the colony-forming capacity of these Cy3<sup>-</sup> and Cy3<sup>+</sup> CML LSK cells was determined by culture on semi-solid methylcellulose medium under hypoxic (3% O<sub>2</sub>) conditions.

**a**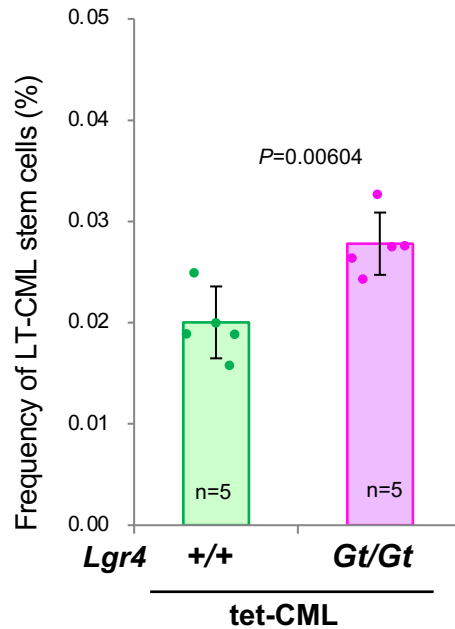**b**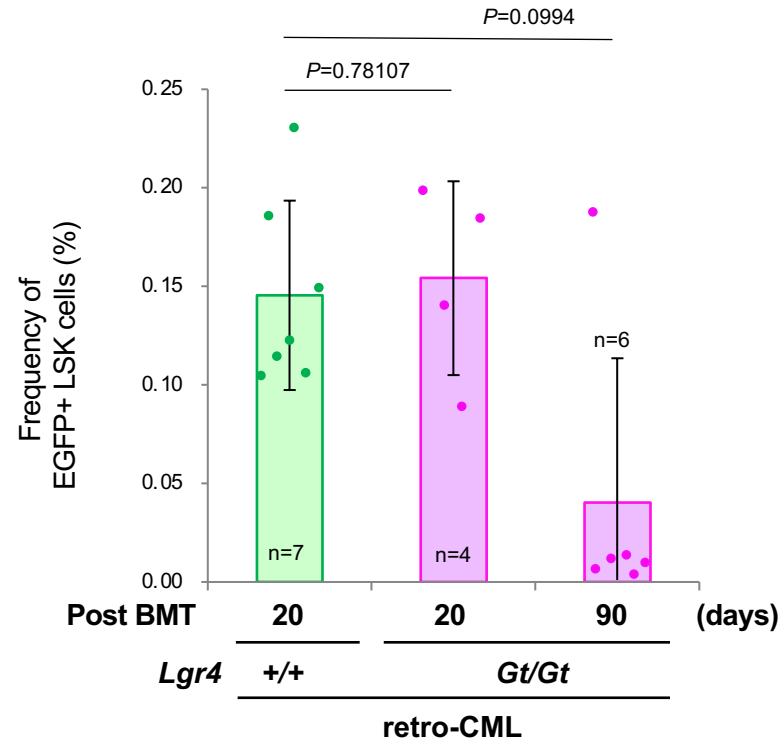

**Supplementary Figure 13. Frequency of primitive CML stem/progenitor cells in *Lgr4*<sup>+/+</sup> and *Lgr4*<sup>Gt/Gt</sup> CML-affected mice.**

**(a)** Frequency of LT-CML stem cells isolated from BM of the two hind limbs of *Lgr4*<sup>+/+</sup> tet-CML-affected mice (4 males, 1 female) and *Lgr4*<sup>Gt/Gt</sup> tet-CML-affected mice (5 females). Data are the mean frequency (%) ± s.d. of LT-CML stem cells (n=5 biologically independent samples) (P-value, unpaired two-sided Student's t-test). (See Figure 7c). **(b)** Frequency of BCR-ABL1/EGFP<sup>+</sup>CML LSK cells isolated from BM of the two hind limbs of *Lgr4*<sup>+/+</sup> retro-CML-affected mice and *Lgr4*<sup>Gt/Gt</sup> retro-CML-affected mice after a first-round of transplantation. Data are the mean frequency (%) ± s.d. of BCR-ABL1/EGFP<sup>+</sup> LSK cells (n numbers indicate biologically independent sample numbers) (P-value, unpaired two-sided Student's t-test). (See also Fig.7f). Source data are available in Source Data file.

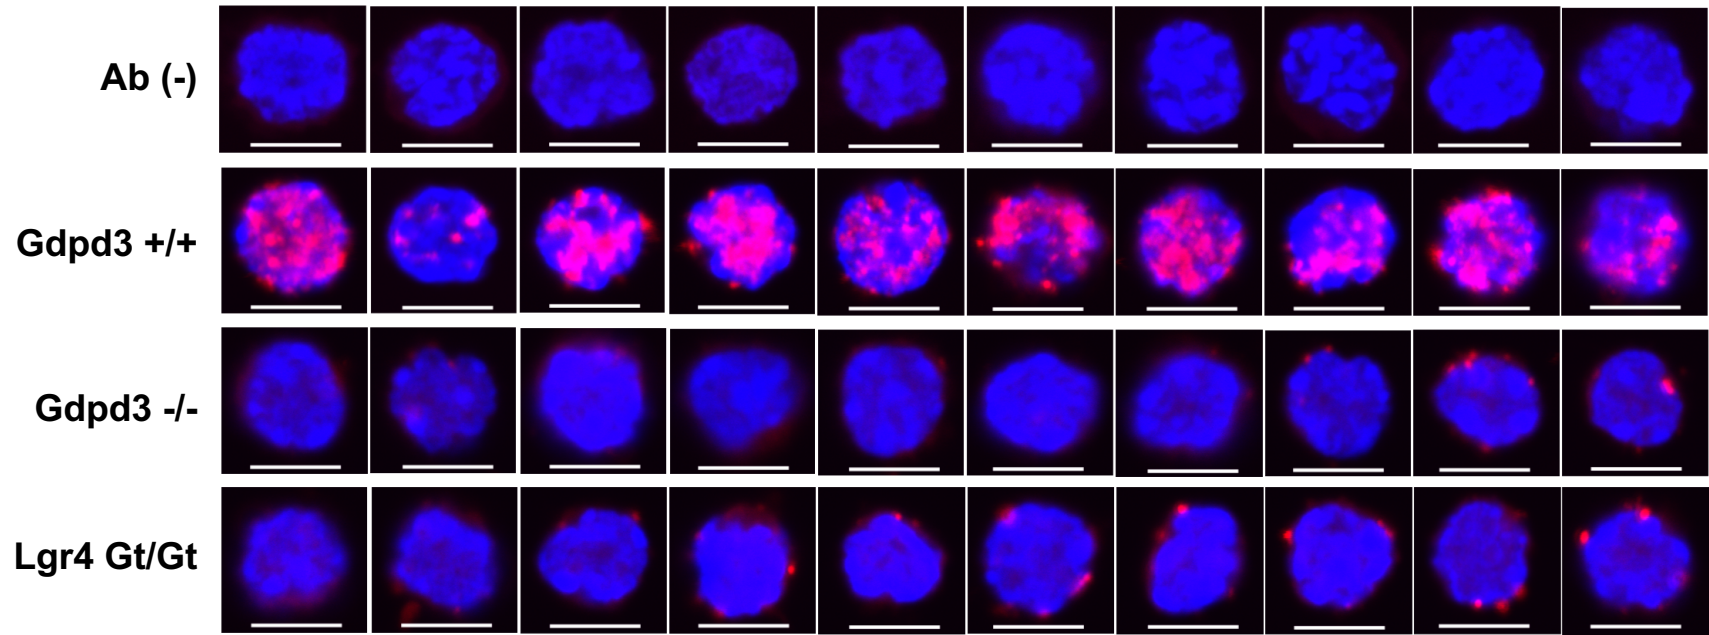

**Supplementary Figure 14. Duolink® *in situ* PLA to detect Foxo3 binding to  $\beta$ -catenin in freshly isolated LT-CML stem cells.**

Freshly isolated LT-CML stem cells from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (4 males, 2 females), *Gdpd3*<sup>-/-</sup> tet-CML-affected mice (3 males, 2 females), or *Lgr4*<sup>Gt/Gt</sup> tet-CML-affected mice (4 females), at five weeks post-Dox withdrawal were subjected to Duolink® *in situ* PLA imaging (Merck) using rabbit anti-Foxo3a and mouse anti-active  $\beta$ -catenin monoclonal Abs as in **Fig.8a**. Results are representative of three biologically independent trials. Ab (-), technical negative control without primary antibody. Nuclei were visualised using DAPI. Scale bar, 10 $\mu$ m.

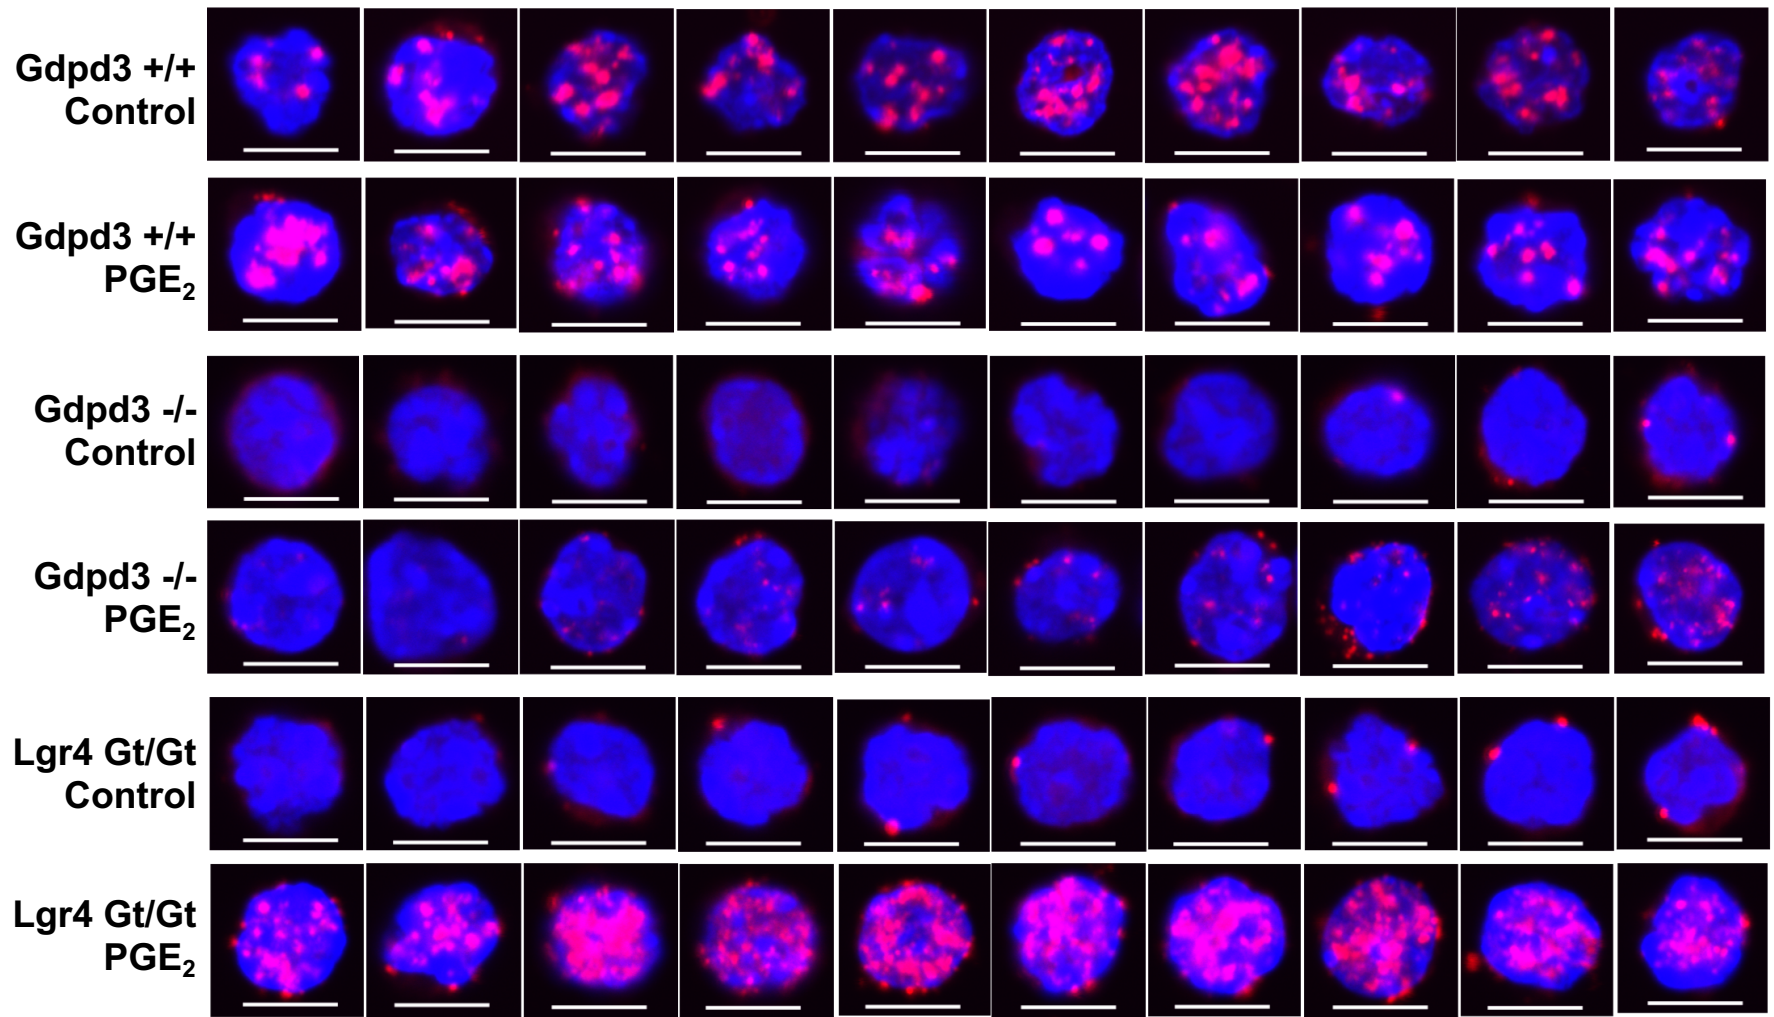

**Supplementary Figure 15. Duolink® *in situ* PLA to detect Foxo3 binding to β-catenin in PGE<sub>2</sub>-treated LT-CML stem cells.**

LT-CML stem cells isolated from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (2 females), *Gdpd3*<sup>-/-</sup> tet-CML-affected mice (2 females), or *Lgr4*<sup>Gt/Gt</sup> tet-CML-affected mice (2 females), at five weeks post-Dox withdrawal were treated *in vitro* with/without PGE<sub>2</sub> (10μM) for two hours. These LT-CML stem cells were subjected to Duolink® *in situ* PLA imaging (Merck) using rabbit anti-Foxo3a and mouse anti-active β-catenin monoclonal Abs as in **Fig.8b**. Results are representative of two biologically independent trials. Nuclei were visualised using DAPI.

Scale bar, 10μm.

**Supplementary Table 1. Blood Cell Counts in *Gdpd3*<sup>+/+</sup> and *Gdpd3*<sup>-/-</sup> Mice**

For analysis of blood cell counts, PB from the postorbital vein was analysed by a particle counter PCE-310 (ERMA Inc., Tokyo, Japan). Values are the mean ± SD for ten mice per genotype. **WBC**, white blood cell; **RBC**, red blood cell; **Hb**, haemoglobin; **HCT**, haematocrit; **MCV**, mean corpuscular volume; **MCH**, mean corpuscular hemoglobin; **PLT**, platelet (n=10 biologically independent samples) (*P*-value, unpaired two-sided Student's t-test) Source data are available in Source Data file.

## Supplementary Method 1

### Analysis for LPA

#### Chemicals

Oleoyl-*L*- $\alpha$ -Lysophosphatidic acid (LPA) (Merck KGaA, Darmstadt, Germany), HPLC-grade methanol and 2-propanol (Kanto Chemical Co., Inc., Tokyo, Japan), ammonium acetate and 28% ammonia solution (Fujifilm Wako pure chemical corporation, Osaka, Japan) were purchased. Ultrapure water was prepared by using the milli-Q system (Millipore, Billerica, MA, USA).

#### LC/MS conditions

LPAs were analysed using an LC/MS system consisted of NexeraX2 system (Shimadzu Corporation, Kyoto, Japan) and Triple Quad 5500 (Sciex, Framingham, MA, USA). A reversed-phase column (Mastro C18, 2.1x150 mm, 3  $\mu$ m, Lot No. VR08-035, Shimadzu GLC Ltd., Tokyo, Japan) was used for chromatographic separation. For mobile phases A and B, 20 mM ammonium acetate buffer (pH8.5), and 2-propanol were used, respectively. The flow rate was 0.25 mL/min. The sample cooler and column oven temperatures were set at 5 °C and 40 °C, respectively. The gradient of mobile phase B concentration was programmed as 40%(0 min)-40%(1 min)-98%(9.5 min)-98%(13 min)-40%(13.1 min)-40%(15 min). Methanol was used as a sample solvent. Sample injection volume was 5  $\mu$ L. Electrospray ionization (ESI) in the negative ion mode was used in this study. For MS condition, multiple reaction monitoring (MRM) were used in

order to detect LPA12:0 to LPA22:6. To determine an absolute calibration curve,

LPA18:1 was diluted 10, 25, 50, 100, 250, 500 and 1000 ng/mL with methanol. MRM

table was indicated as below:

### Sample preparation

Total BMMNCs ( $1 \times 10^7$ ) were isolated from *Gdpd3*<sup>+/+</sup> tet-CML-affected mice (5 females), *Gdpd3*<sup>-/-</sup> tet-CML-affected mice (1 male and 3 females) at 5 weeks post-Dox withdrawal as described above. Total BMMNCs ( $1 \times 10^7$ ) were also isolated from 6-8 wk-old WT C57BL/6 mice (2 males and 4 females). Cell pellets were frozen at -80°C immediately after centrifugation. Five hundred milliliter of methanol was added to the frozen cell pellet. For lipid extraction, the solutions was performed ultrasonic for 1 min at 4 °C, and centrifuged at approximately  $11,000 \times g$  for 5 min. The supernatant was subjected to chromatography.

## **Data analysis**

An absolute calibration curve was determined by standard LPA18:1 samples. Concentration and ratio of each sample were semiquantitatively determined based on the absolute calibration curve. Analyst Ver. 1.7 (Sciex, Framingham, MA, USA) software was used for the data processing, and the MRM data analysis in this study. Limit of detection (LOD) was defined with a signal-to-noise ratio (S/N) of 3.

## Chromatogram

Representative chromatogram data were indicated as below:

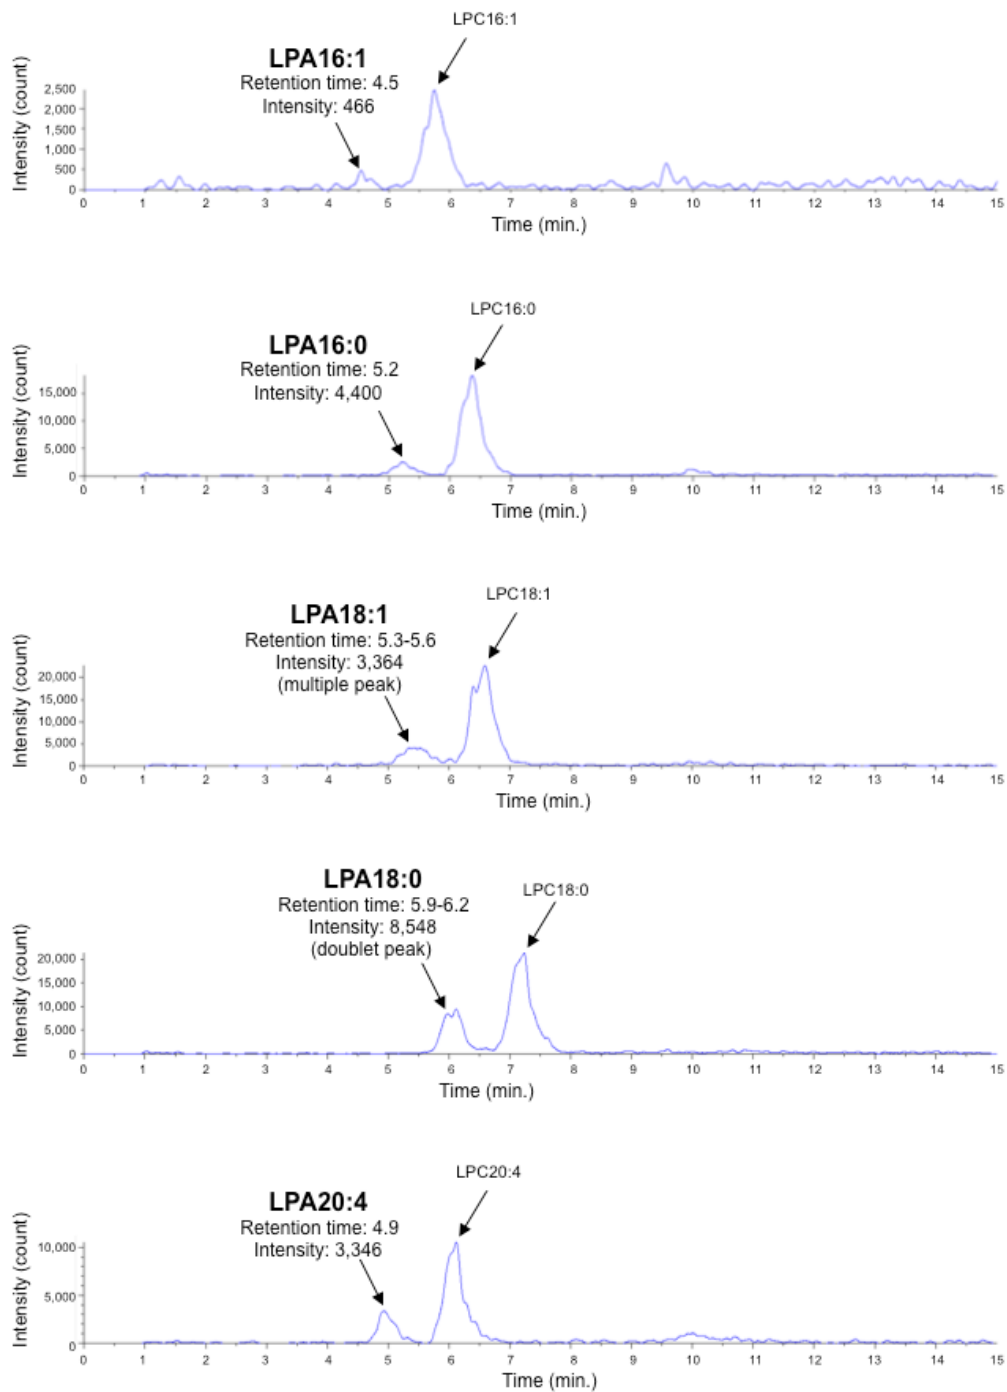

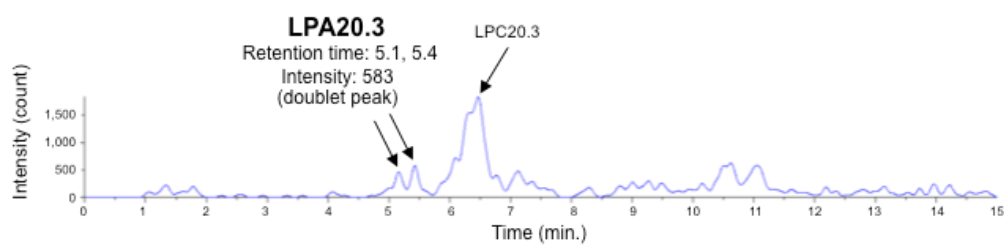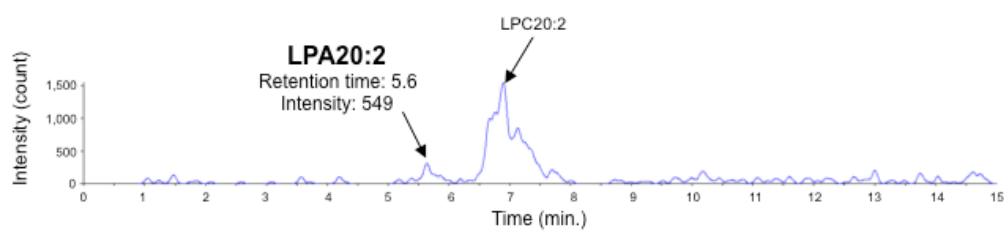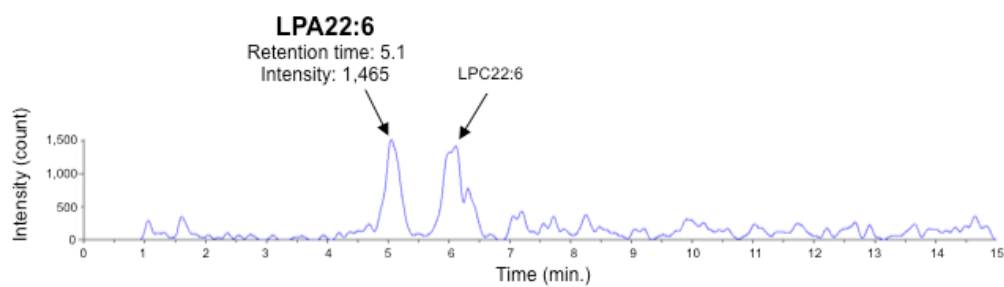

## Supplementary Method 2

### Analysis for lipid mediators

#### Chemicals

All lipid standards, including 196 target compounds (listed in **Source Data Fig3b.xls**) and 18 deuterium-labeled internal standards (see below) were purchased from Cayman Chemical (Ann Arbor, MI, USA).

These chemicals were dissolved in methanol and stored at −80 °C. LC/MS-grade acetonitrile (Kanto Chemical Co., Inc., Tokyo, Japan), HPLC-grade formic acid (Fujifilm Wako pure chemical corporation, Osaka, Japan), HPLC-grade methanol (Kanto Chemical Co., Inc.), and ethanol (Fujifilm Wako pure chemical) were purchased.

Ultrapure water was prepared by using the milli-Q system (Millipore, Billerica, MA, USA).

### **LC/MS conditions**

Lipid mediators were analysed using an LC/MS system consisted of Nexera UHPLC LC-30A pumps, an SIL-30AC auto-sampler, a CTO-20A column oven, a CBM-20A system controller, and a triple quadrupole mass spectrometer LCMS-8050 (Shimadzu, Kyoto, Japan) as described previously<sup>1</sup>. A reversed-phase column (Kinetex C8 100A, 2.1 × 150 mm, 2.6 µm, Phenomenex, Torrance, CA, USA) was used for chromatographic separation. For mobile phases A and B, 0.1% formic acid in water, and acetonitrile were used, respectively<sup>1</sup>. The flow rate was 0.4 mL/min. The sample cooler and column oven temperatures were set at 5 °C and 40 °C, respectively. The gradient of mobile phase B concentration was programmed as 10% (0min)-25% (5min)-35% (10min)-75% (20min)-95% (20.1min)-95% (25.0 min)-10% (25.1 min)-10% (28 min). Methanol was used as a sample solvent. Sample injection volume was 5 µL. MS condition was followed by LC/MS/MS Method Package Lipid Mediators (Version 3)<sup>1</sup> (Shimadzu Corporation) ([https://www.shimadzu.com/an/lcms/lipid\\_mediators.html](https://www.shimadzu.com/an/lcms/lipid_mediators.html)).

### **Sample preparation**

Total BMMNCs ( $1 \times 10^7$ ) were isolated from *Gd3<sup>+/+</sup>* tet-CML-affected mice (5 females), *Gd3<sup>-/-</sup>* tet-CML-affected mice (1 male and 3 females) at 5 weeks post-Dox withdrawal as described above. Total BMMNCs ( $1 \times 10^7$ ) were also isolated from 6-8 wk-old WT C57BL/6 mice (2 males and 4 females). Cell pellets were frozen at -80°C immediately after centrifugation. Two hundred microlitter of 0.1% formic acid in water

was added to the frozen cell pellet and homogenized the sample. One milliliter of 0.1% formic acid in methanol was added to the sample, followed by the addition of 10  $\mu\text{L}$  of IS mixture. The suspension was centrifuged at  $10,000 \times g$  for 5 min,  $4^{\circ}\text{C}$ . The supernatant was diluted with 4mL of 0.1% formic acid in water and loaded onto preconditioned solid-phase extraction column cartridge (Oasis HLB VAC RC, 30 mg, Waters). The cartridge was washed with 1mL each of 0.1% formic acid, and 0.1% formic acid in 15% ethanol. Then, the lipids were eluted with 200 $\mu\text{L}$  of 0.1% formic acid in methanol. The eluent was evaporated by vacuum evaporator and reconstituted in 20  $\mu\text{L}$  of 0.1% formic acid in methanol, and 5 $\mu\text{L}$  was injected for analysis. Blank was prepared same procedure without sample.

### **Lower limit of quantification (LLOQ) and linear dynamic range**

An internal standard method was used for quantification as described previously<sup>1</sup> with modification. A mixture of 18 internal standards (IS mixture) containing 1.0  $\mu\text{g/mL}$  each of the 11,12-EET- $d_{11}$ , 14,15-DiHET- $d_{11}$ , tetranor-PGEM- $d_6$ , TXB<sub>2</sub>- $d_4$ , PGE<sub>2</sub>- $d_4$ , PGD<sub>2</sub>- $d_4$ , LTC<sub>4</sub>- $d_5$ , LTB<sub>4</sub>- $d_4$ , 15-HETE- $d_8$ , 5-HETE- $d_8$ , oleoylethanolamide (OEA)- $d_4$ , EPA- $d_5$ , and DHA- $d_5$ , 2.0  $\mu\text{g/mL}$  each of the, 12-HETE- $d_8$ , 15-HETE- $d_8$ , and PAF- $d_4$ , 20  $\mu\text{g/mL}$  6-keto PGF<sub>1</sub> $\alpha$ - $d_4$ , and 50  $\mu\text{g/mL}$  AA- $d_8$  was used in this study. LLOQ was defined as described previously<sup>1</sup>. Briefly, the accuracy and CV at LLOQ were in the range of 80–120% and within 20%, respectively, and the accuracy and CV at all the calibration points above LLOQ were in the range of 85–115% and within 15%, respectively. Limit of detection (LOD) was defined with a signal-to-noise ratio (S/N) of

3 as described previously<sup>1</sup>. The groups for lipid detection and IS used in this study were listed as below:

(\*; unpublished information)

## Data analysis

LabSolutions Ver. 5.56 (Shimadzu) software was used for the data processing, and then, Traverse MS (Reifycs Inc., Tokyo, Japan) software was used for the MRM data analysis in this study ([https://www.shimadzu.com/an/lcms/traverse\\_ms.html](https://www.shimadzu.com/an/lcms/traverse_ms.html)).

## Chromatogram

Representative chromatogram data were indicated in Supplementary Method 3. Blue and Orange line indicate product ion. Either line was selected for monitor ion. Closed rectangle (▼) indicates sample peaks detected. Peak area values were indicated in the right of each chromatogram.

## Reference

1. Yamada, M., *et al.* A comprehensive quantification method for eicosanoids and related compounds by using liquid chromatography/mass spectrometry with high speed continuous ionization polarity switching. *J. Chromatogr. B Analyt. Technol. Biomed. Life Sci.* **995-996**, 74-84 (2015).

002 tetranor-PGEM- $d_6$  (IS)

Retention time: 3.4

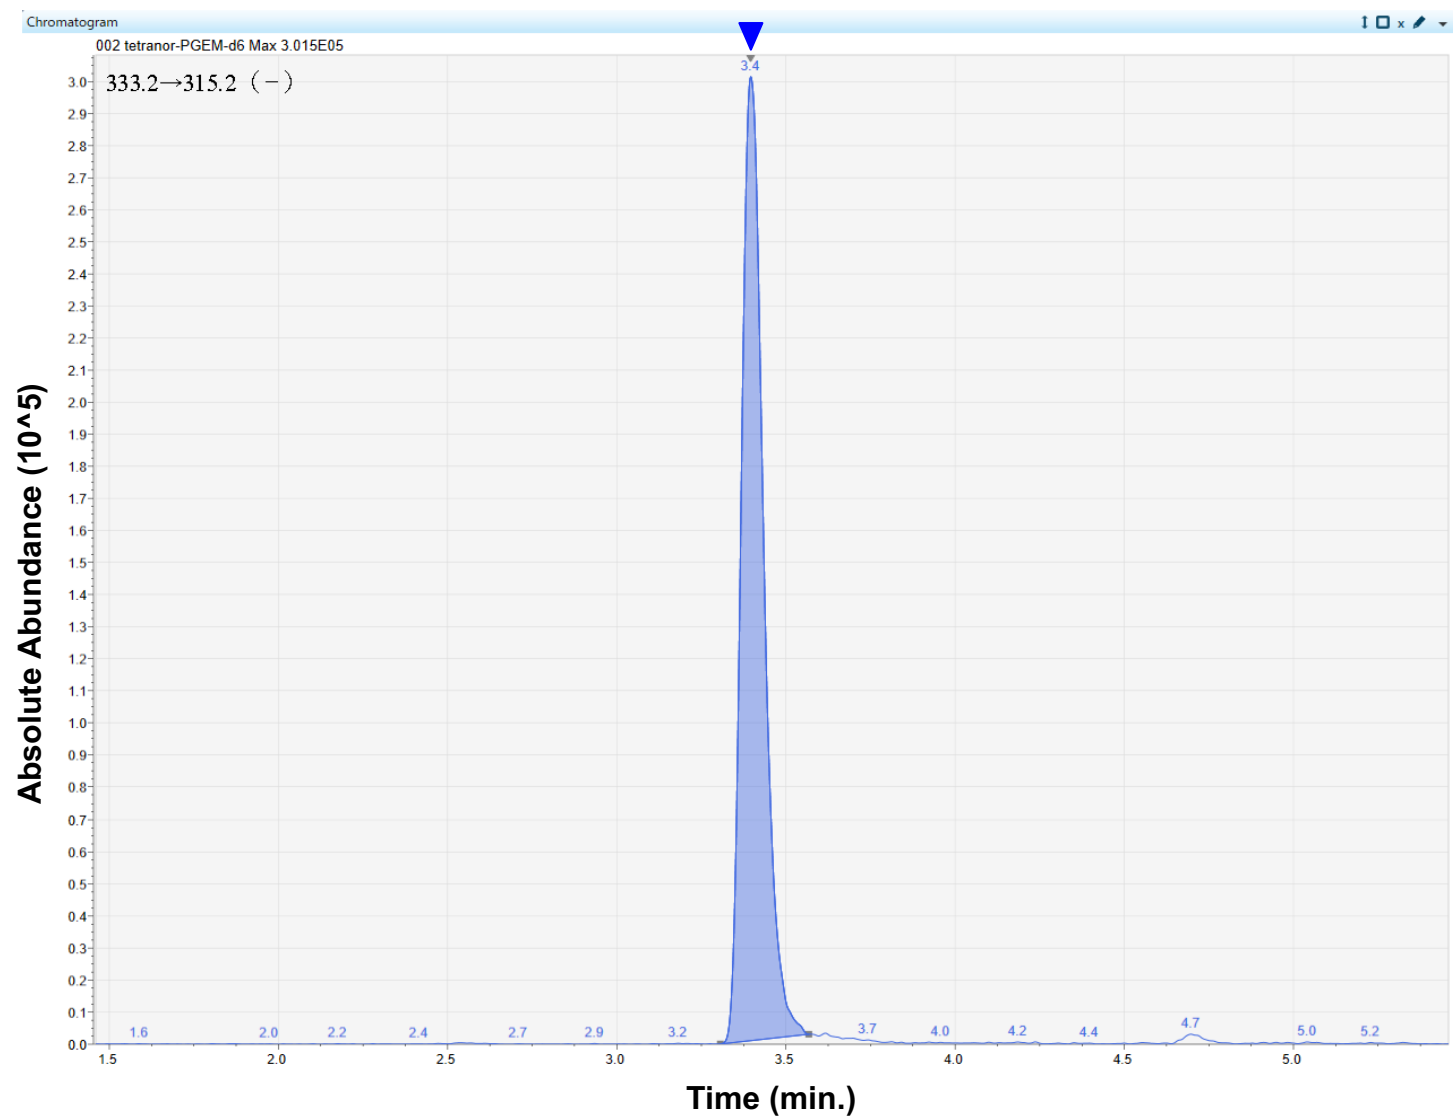

## 006 tetranor-PGAM

Retention time: 4.8

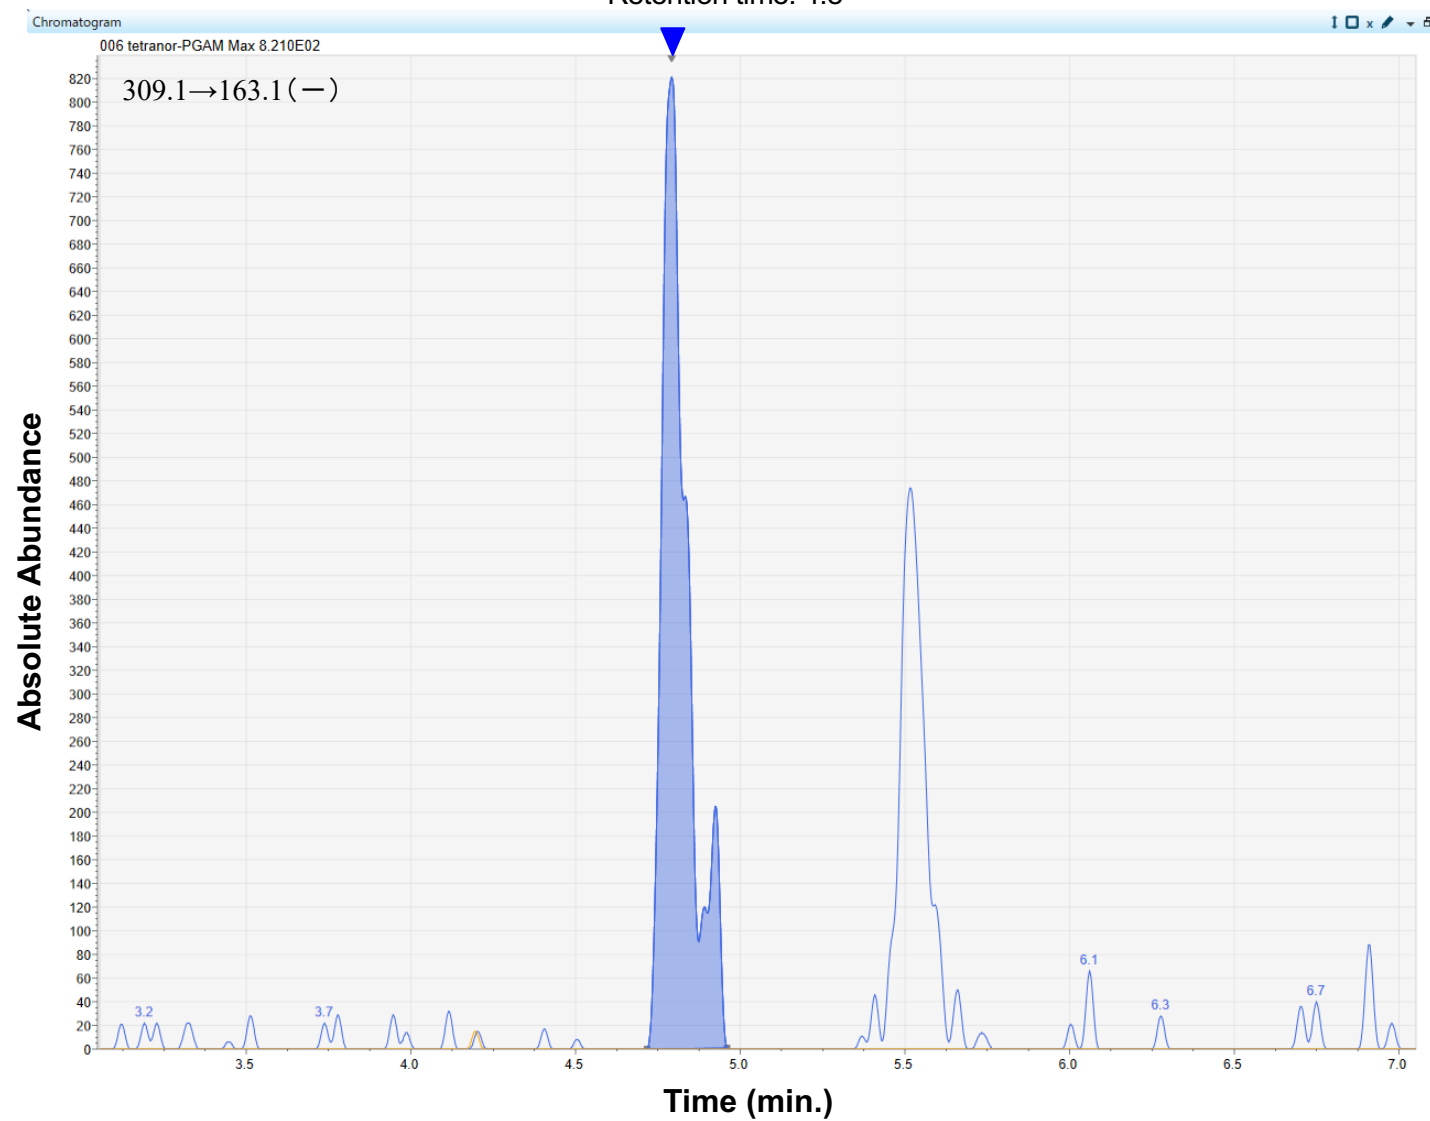

017 6-keto-PGF<sub>1 $\alpha$</sub> -d<sub>4</sub> (IS)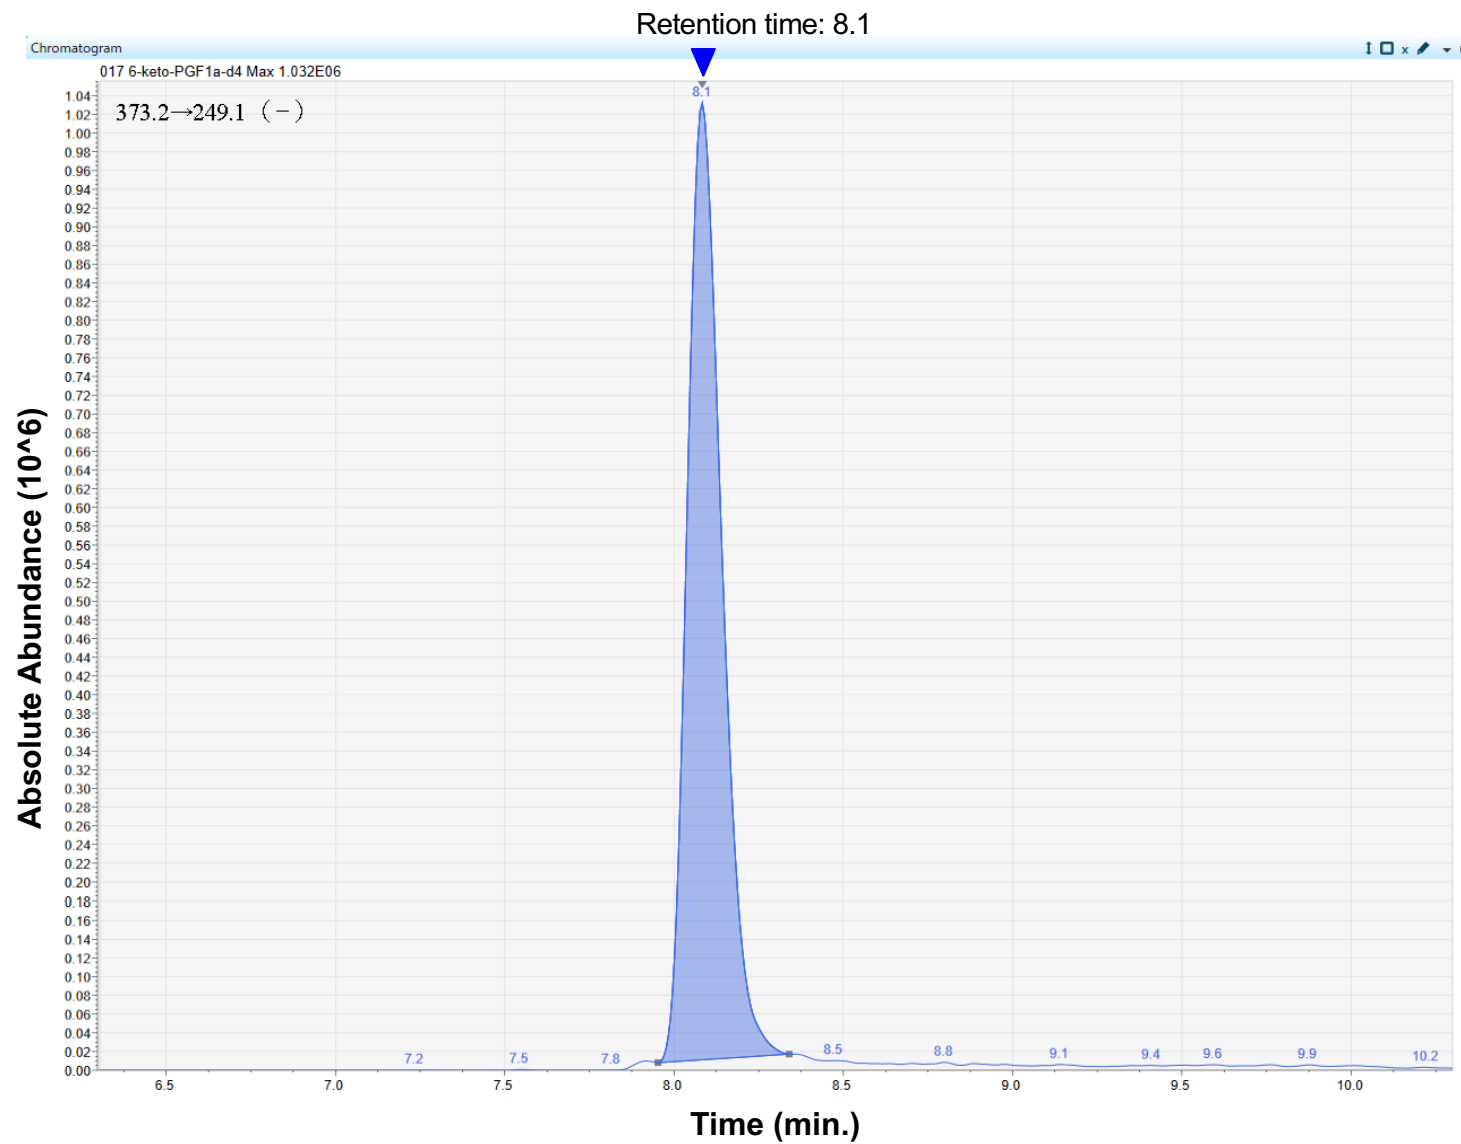

**018 6-keto-PGF<sub>1α</sub>**

Retention time: 8.1

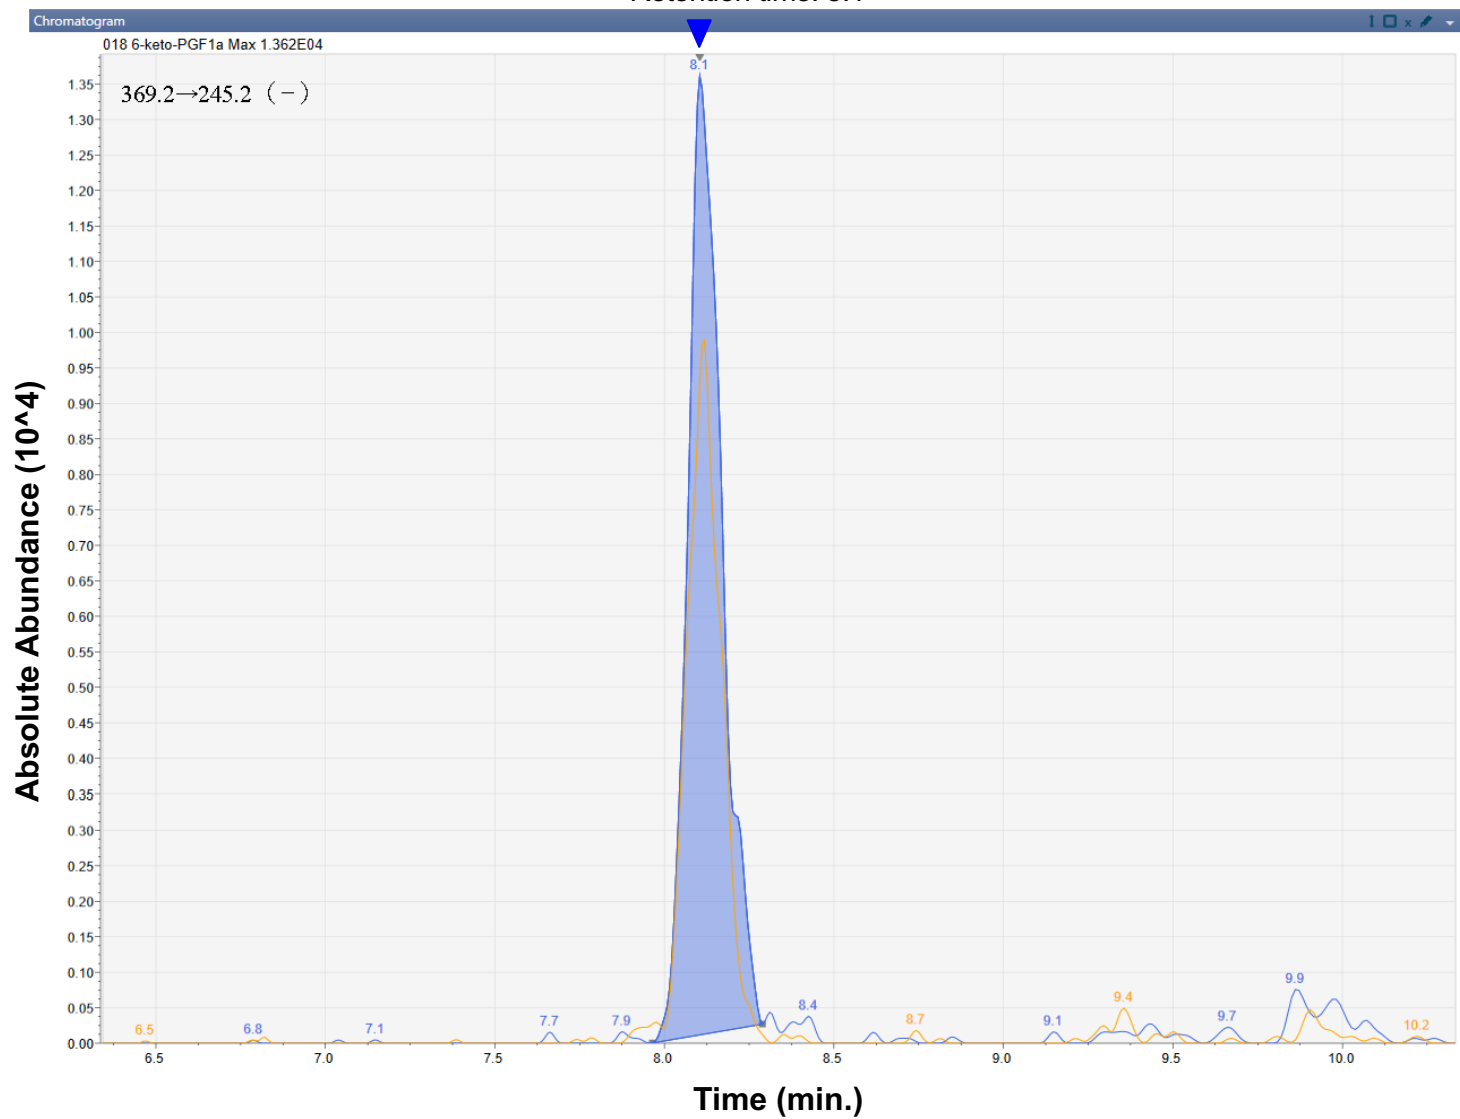

038 8-*iso*-PGF<sub>2α</sub>

Retention time: 9.8

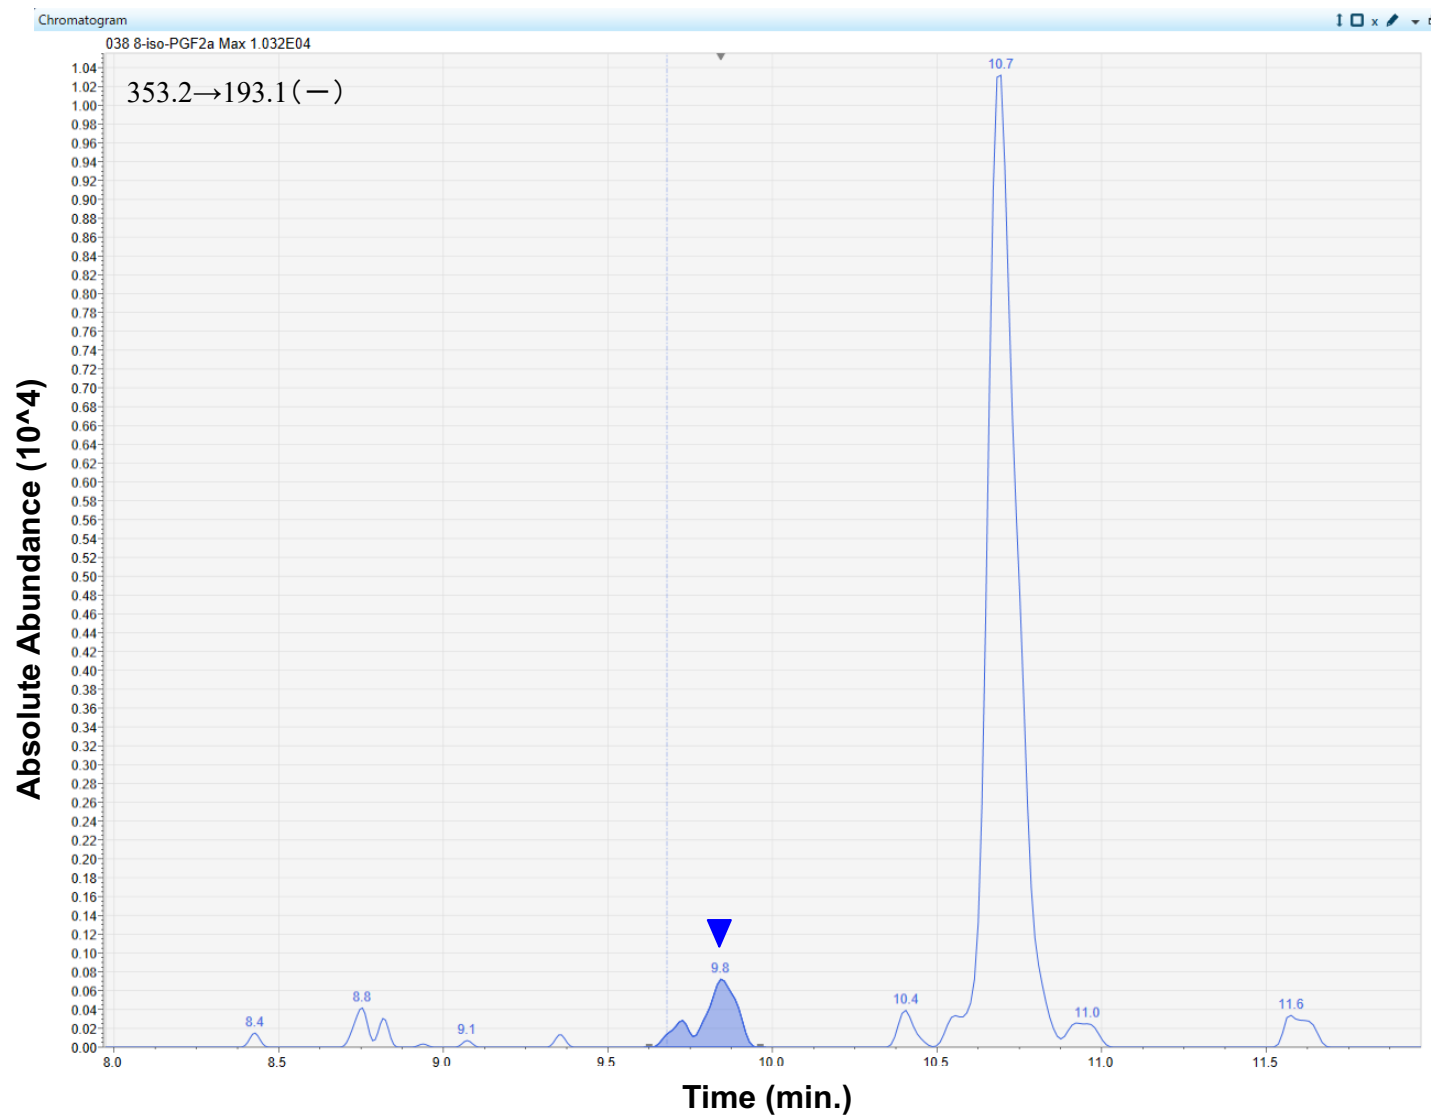

039 TXB<sub>2</sub>-d<sub>4</sub> (IS)

Retention time: 9.9

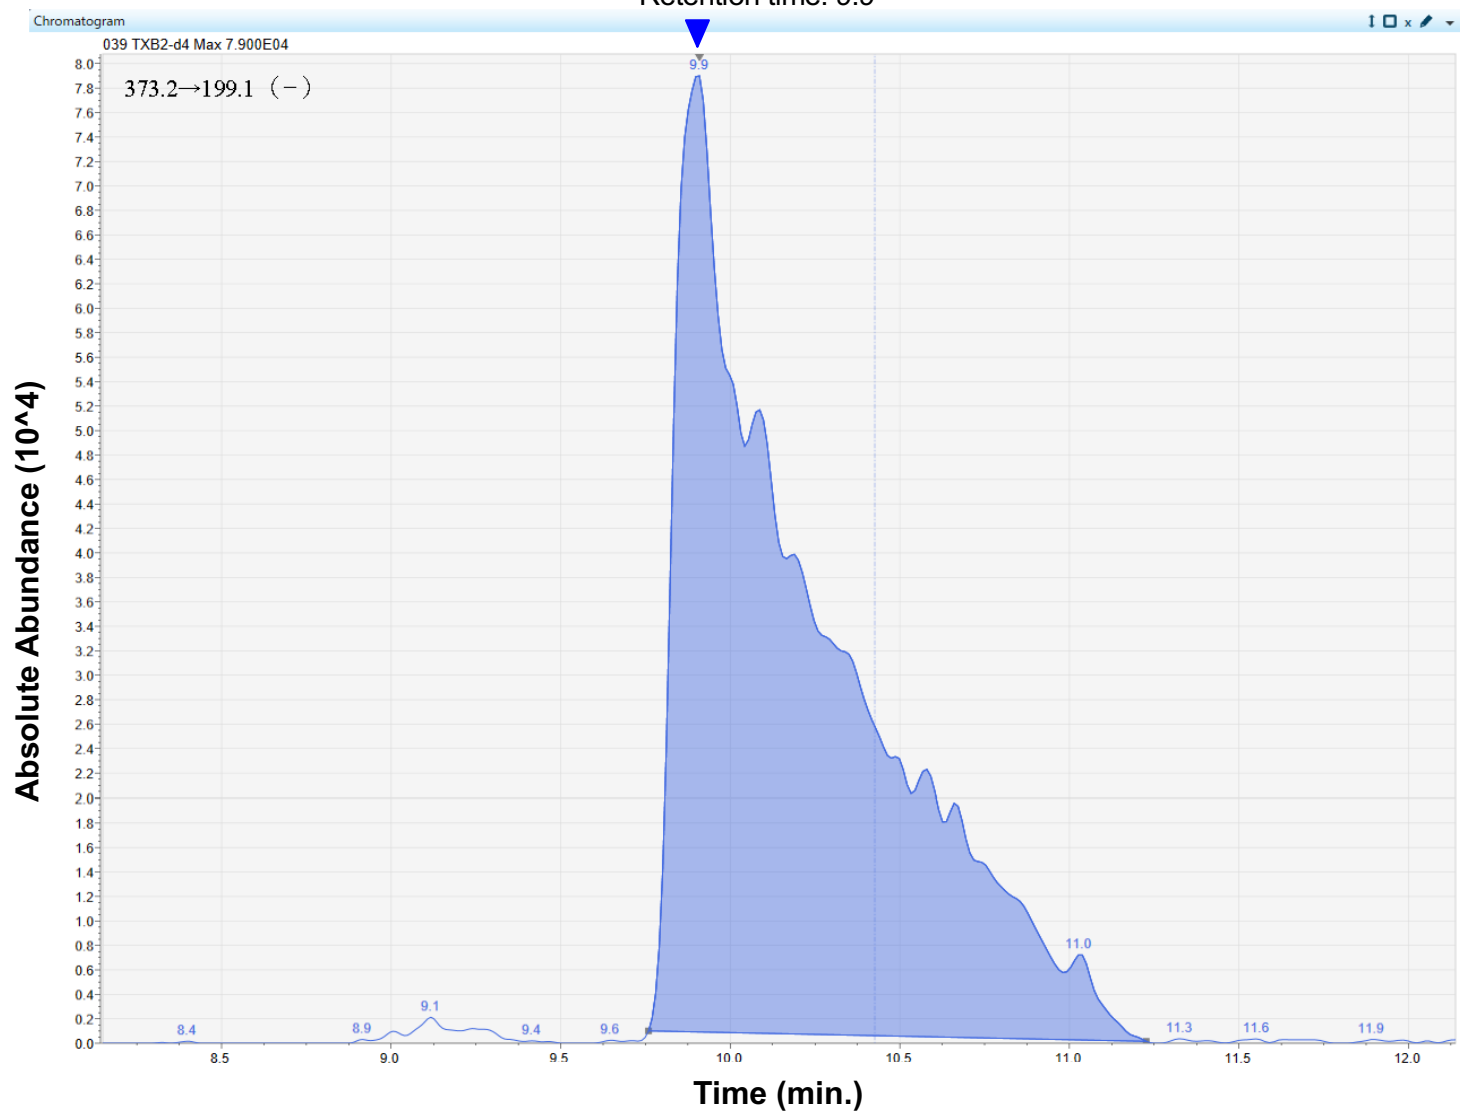

041 TXB<sub>2</sub>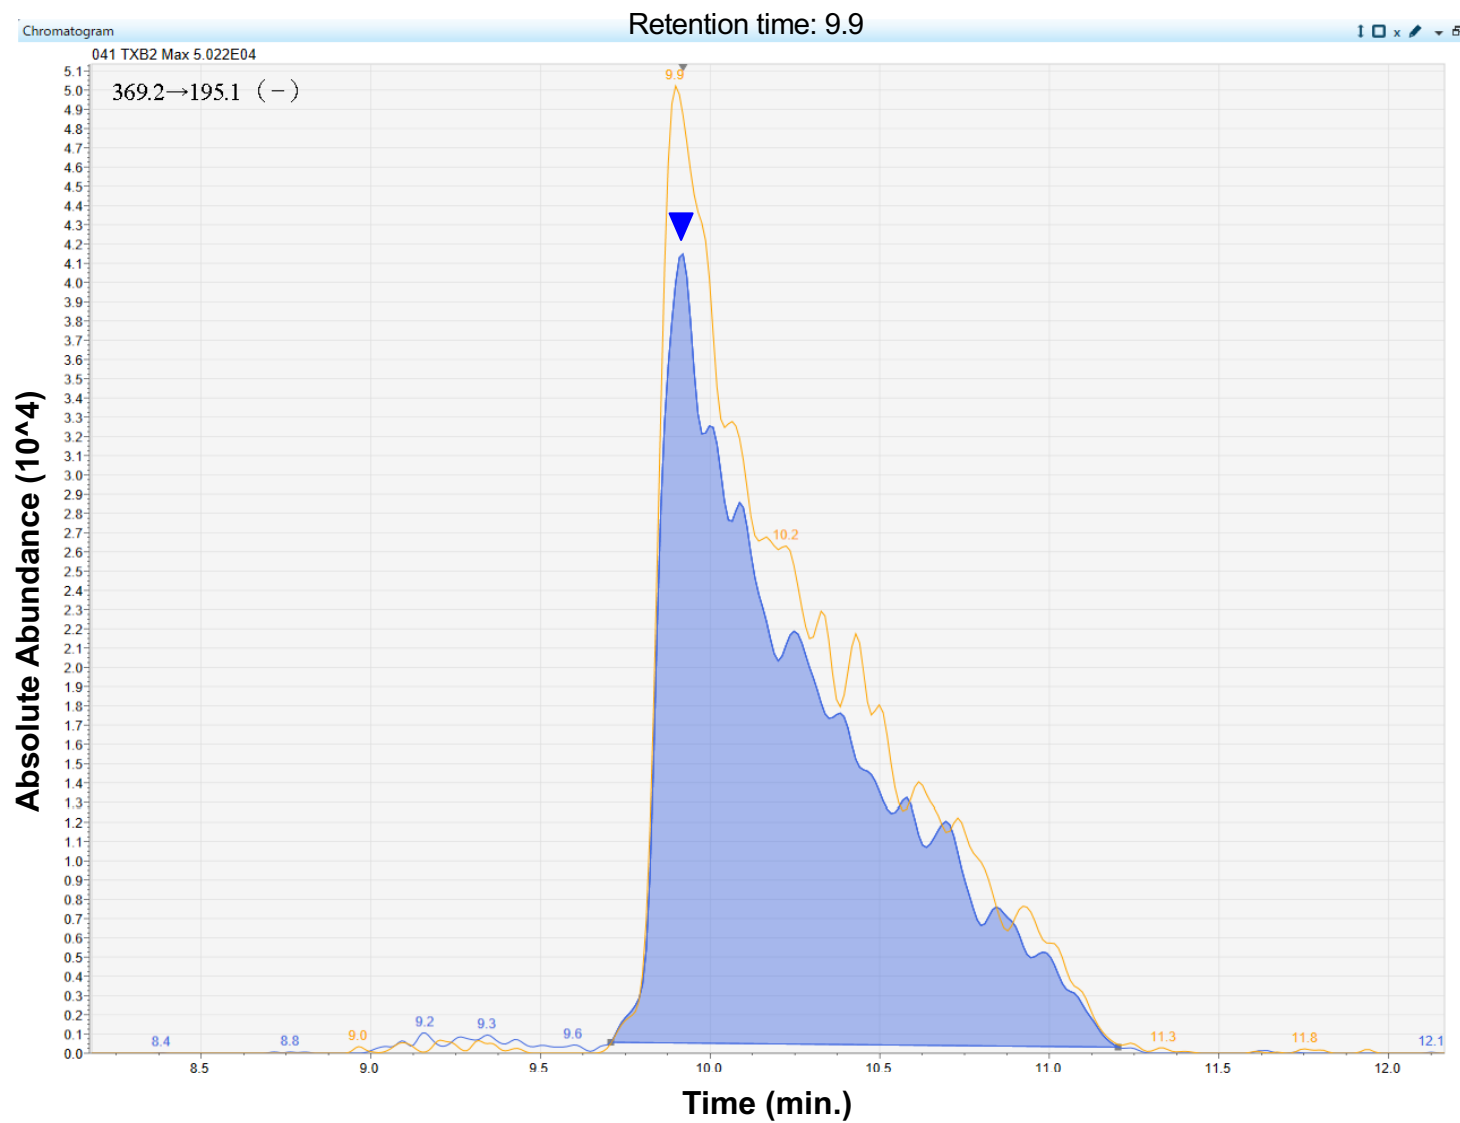

046 PGD<sub>3</sub>

Retention time: 10.2

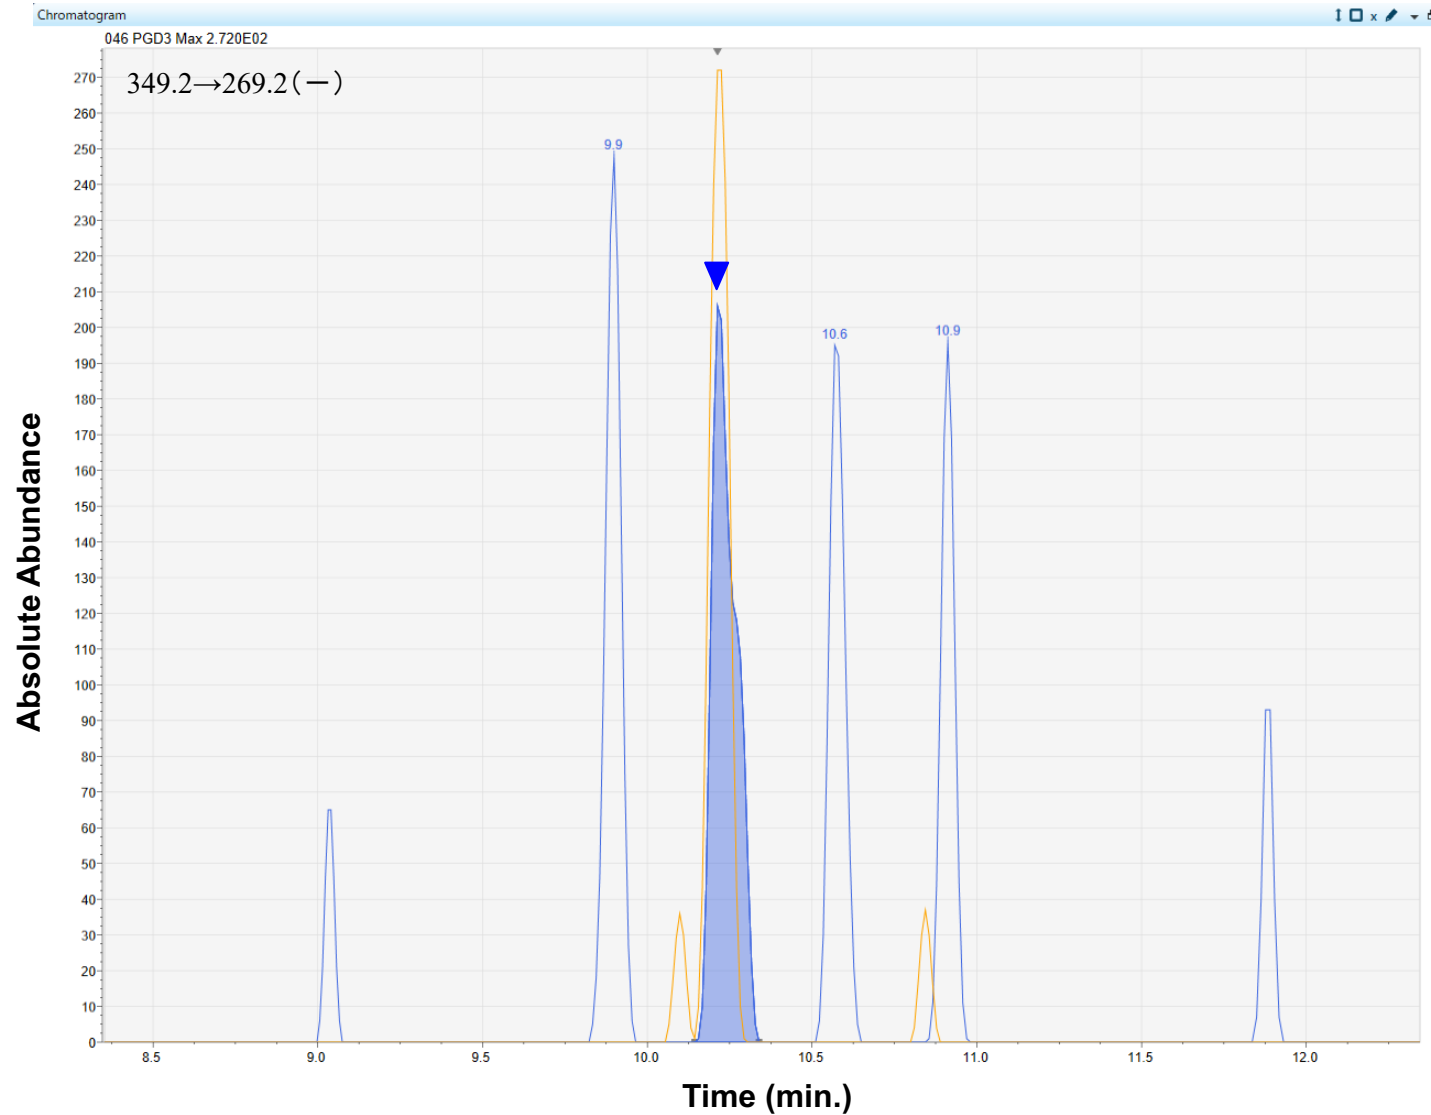

048 PGF<sub>2 $\alpha$</sub> -d<sub>4</sub> (IS)

Retention time: 10.7

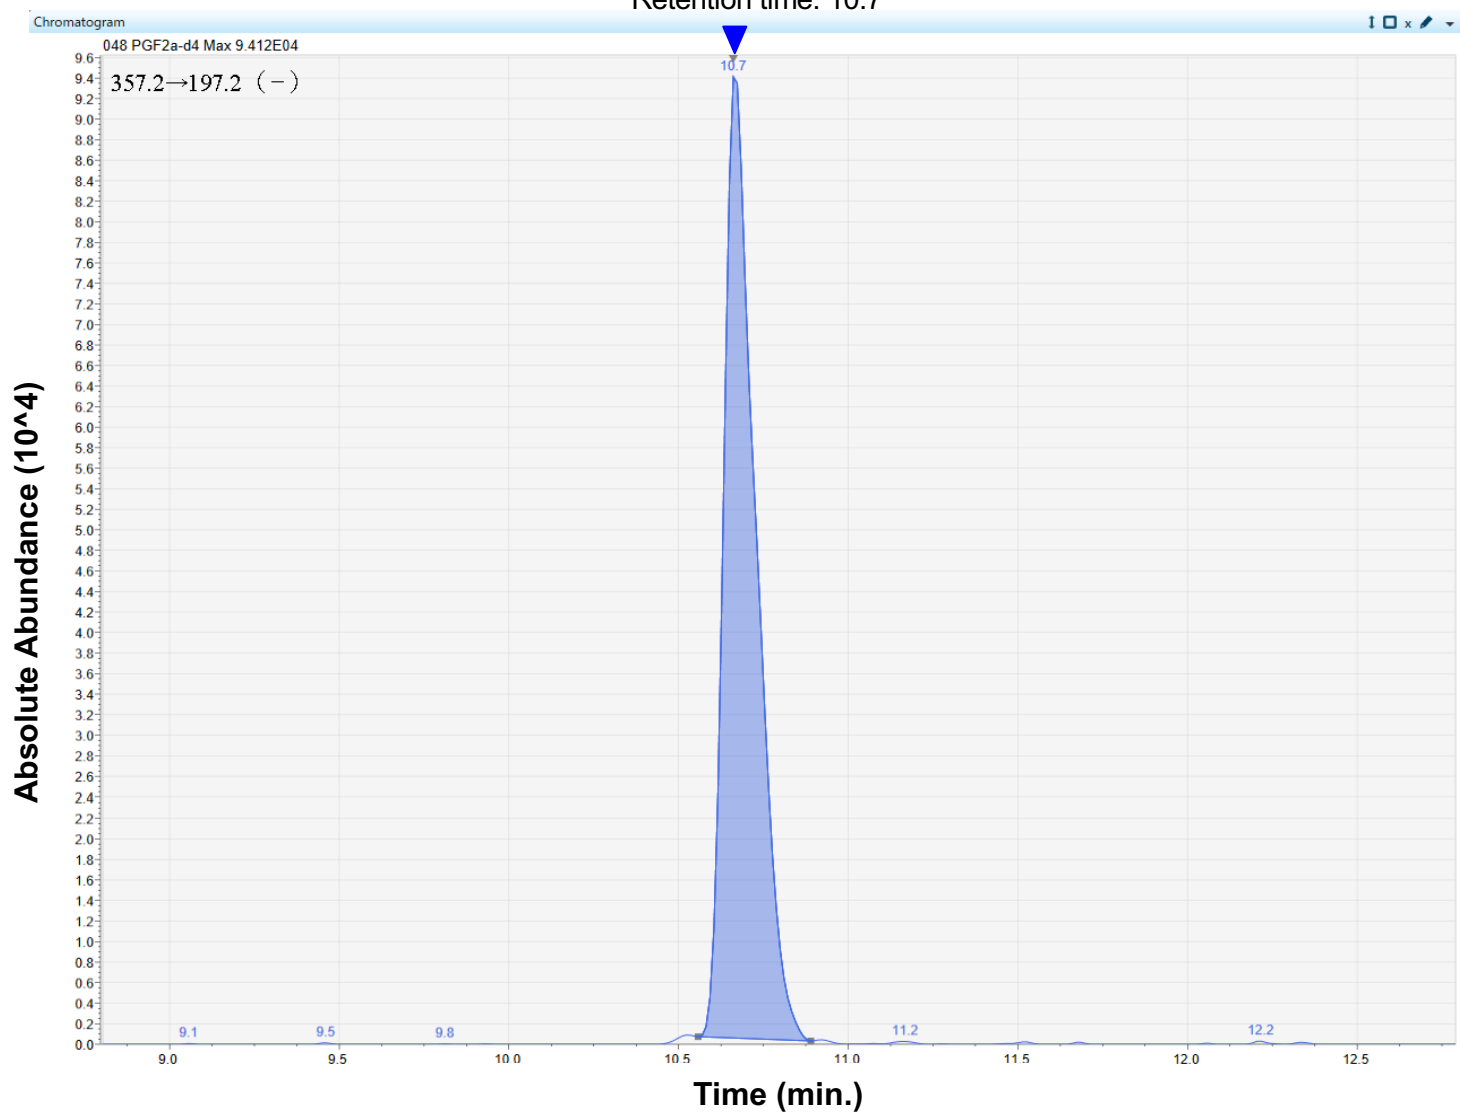

049 PGF<sub>2α</sub>

Retention time: 10.7

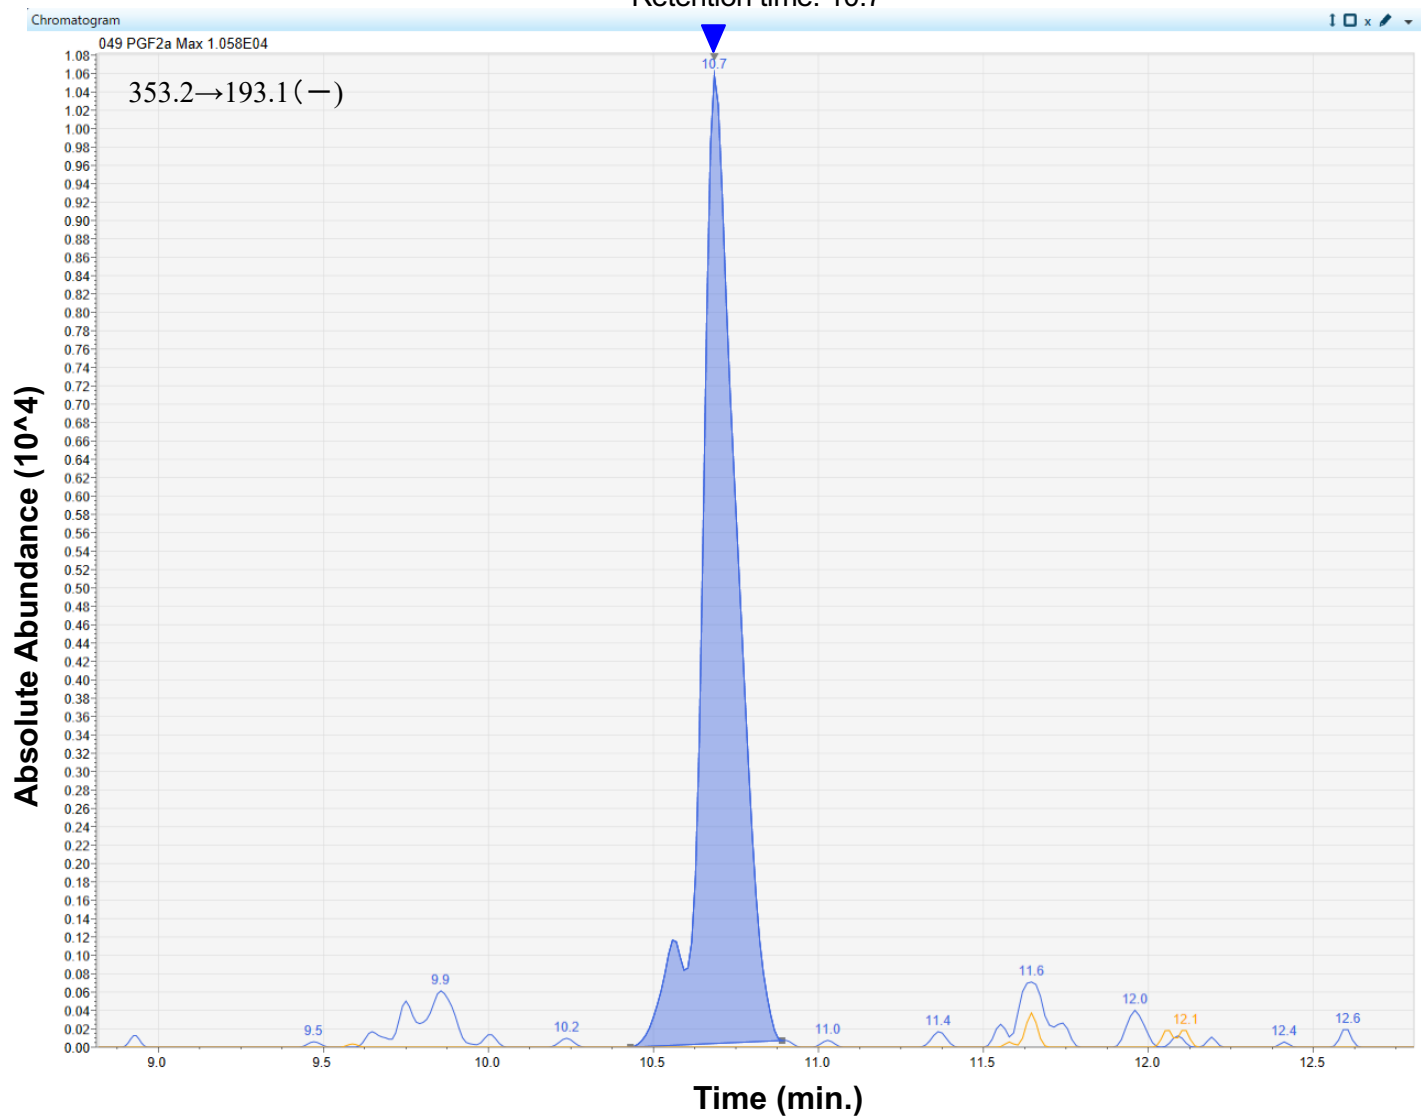

050 PGF<sub>1α</sub>

Retention time: 11.1

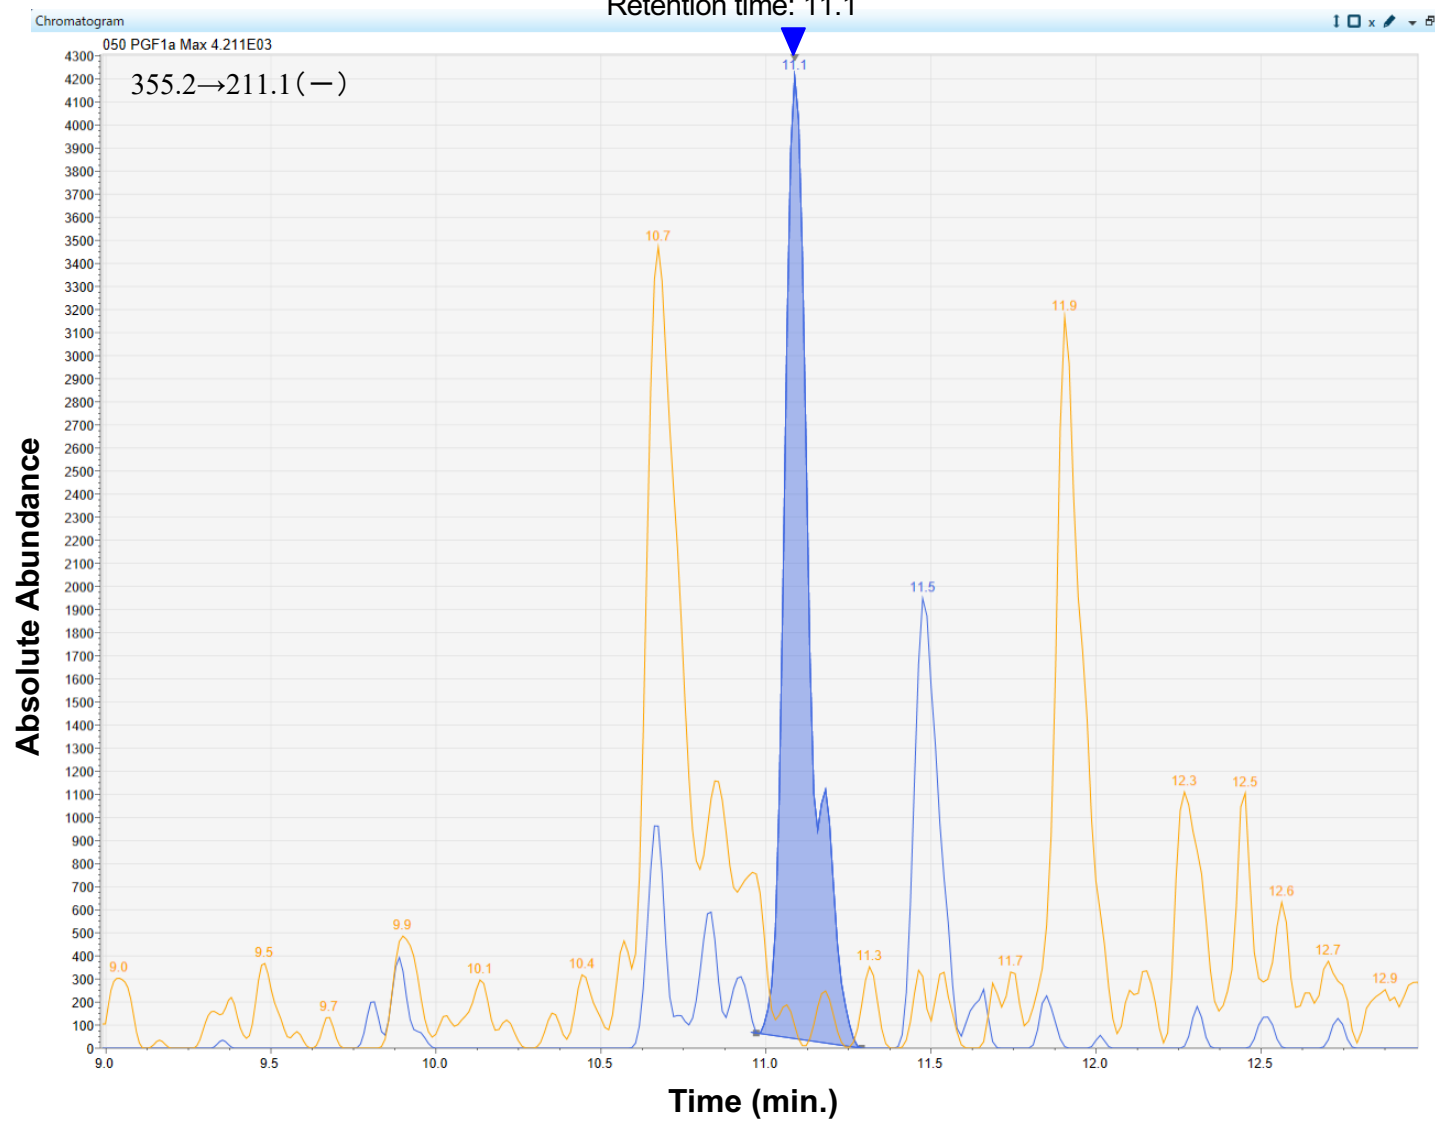

054 PGE<sub>2</sub>-d<sub>4</sub> (IS)

Retention time: 11.1

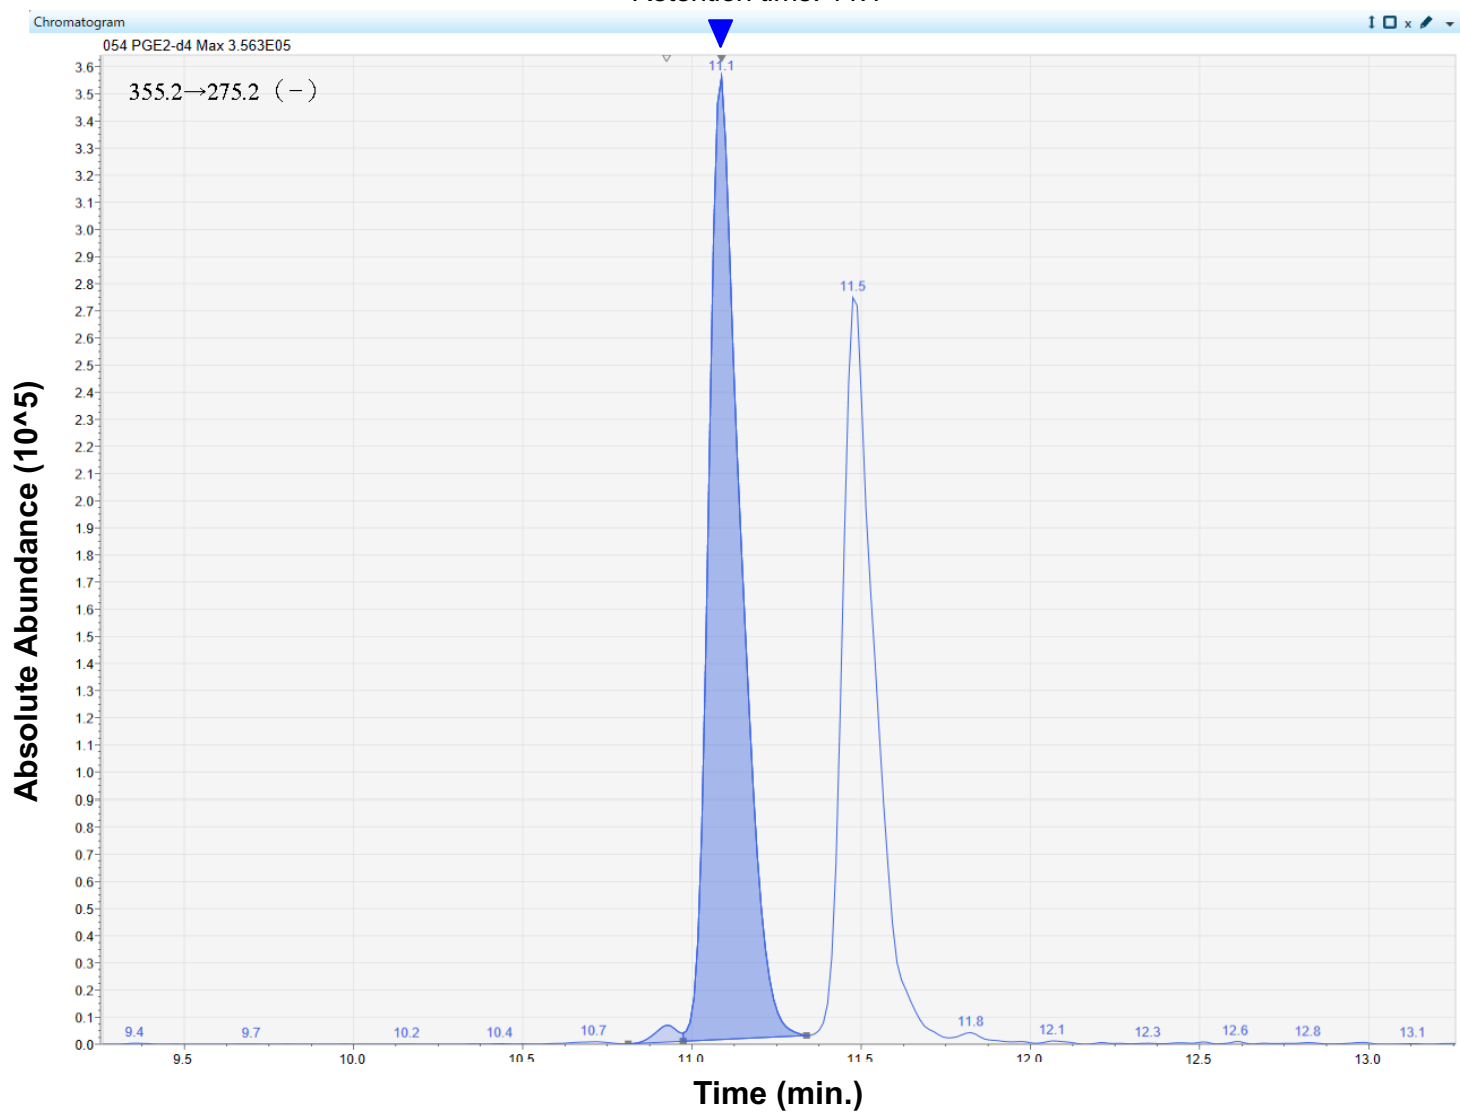

055 PGE<sub>2</sub>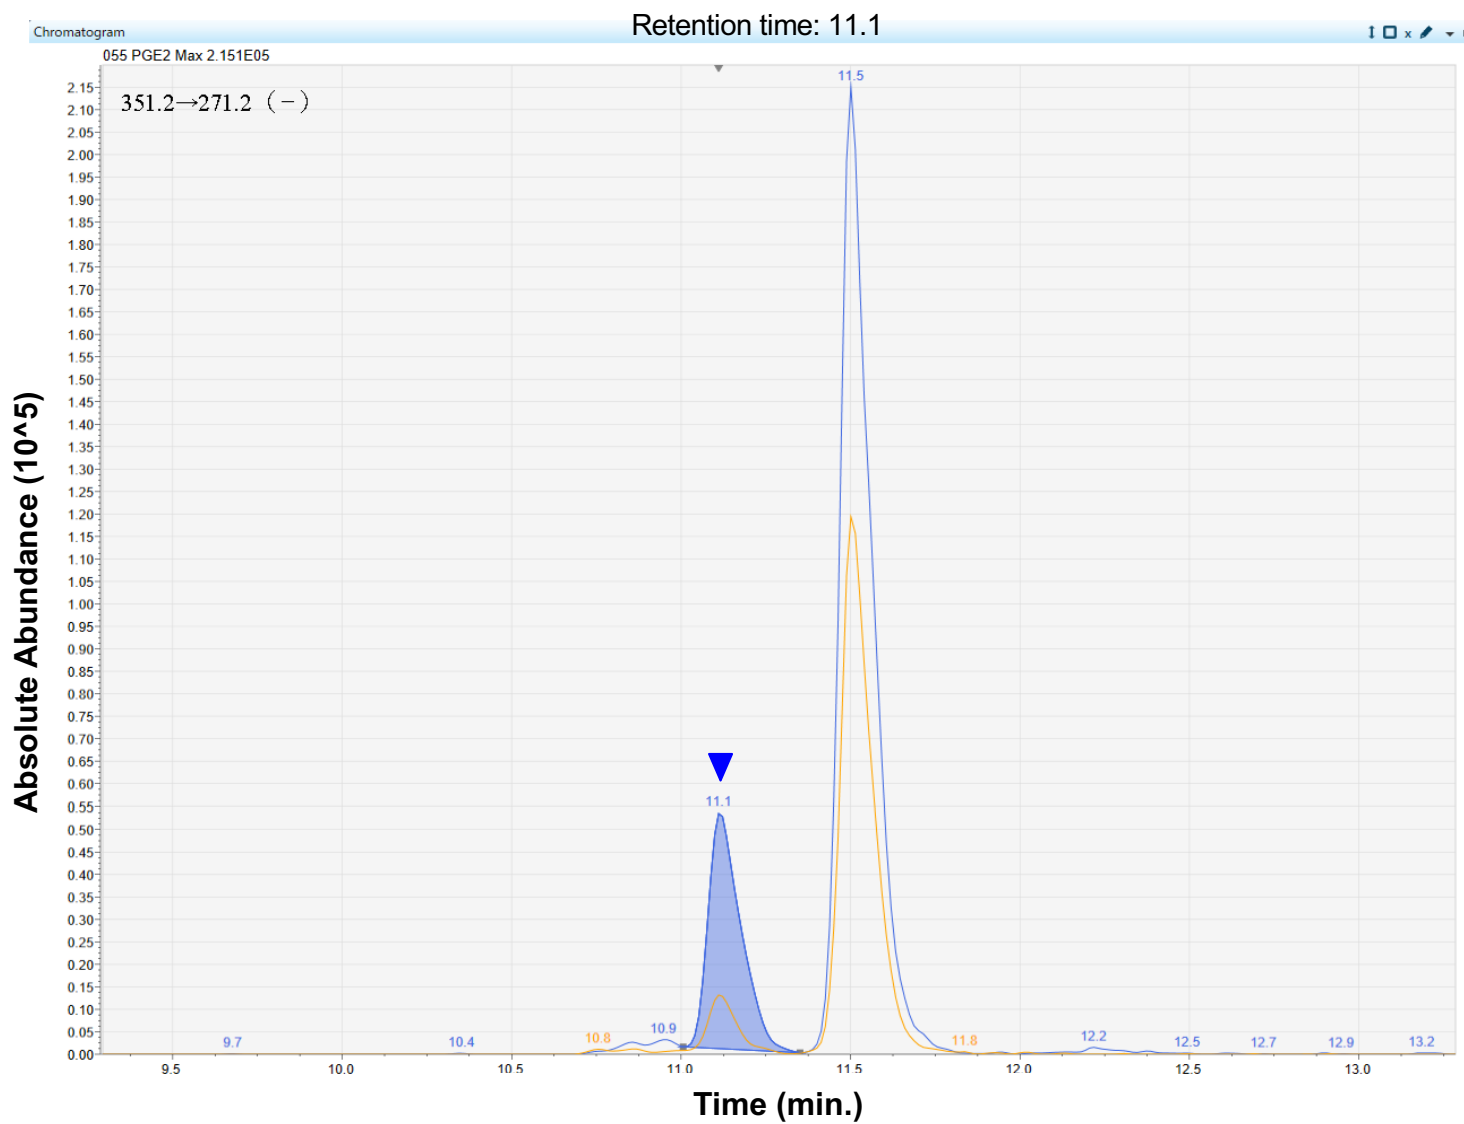

063 PGD<sub>2</sub>-d<sub>4</sub> (IS)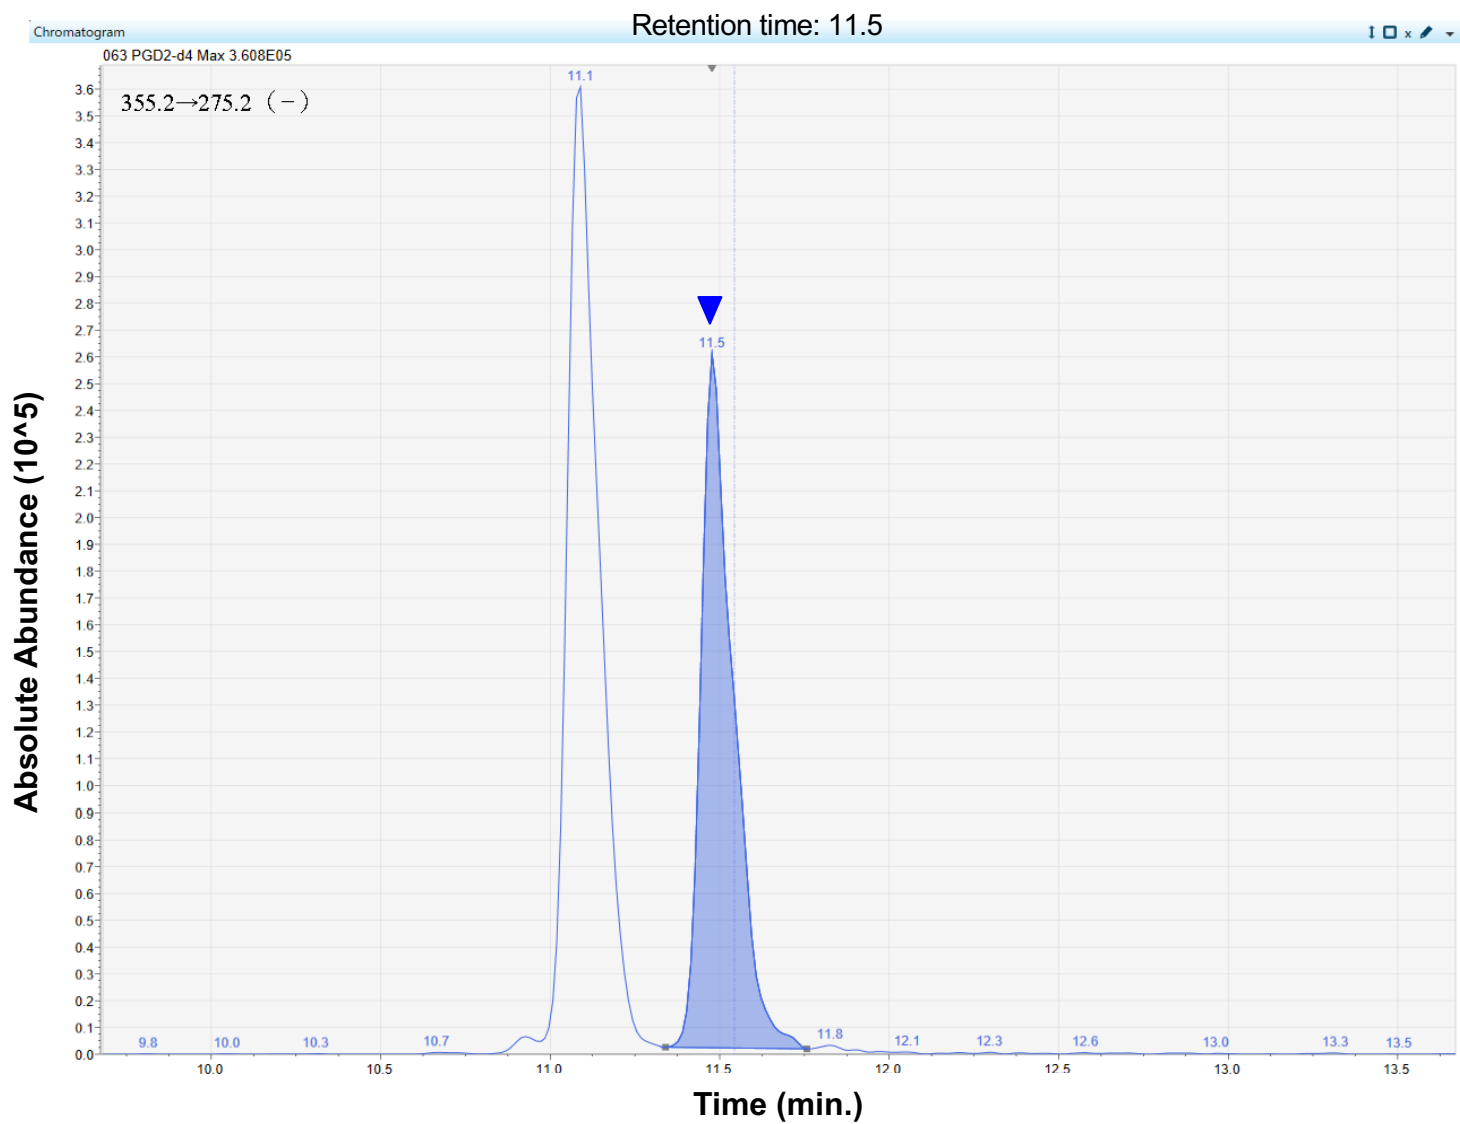

064 PGE<sub>1</sub>

Retention time: 11.6

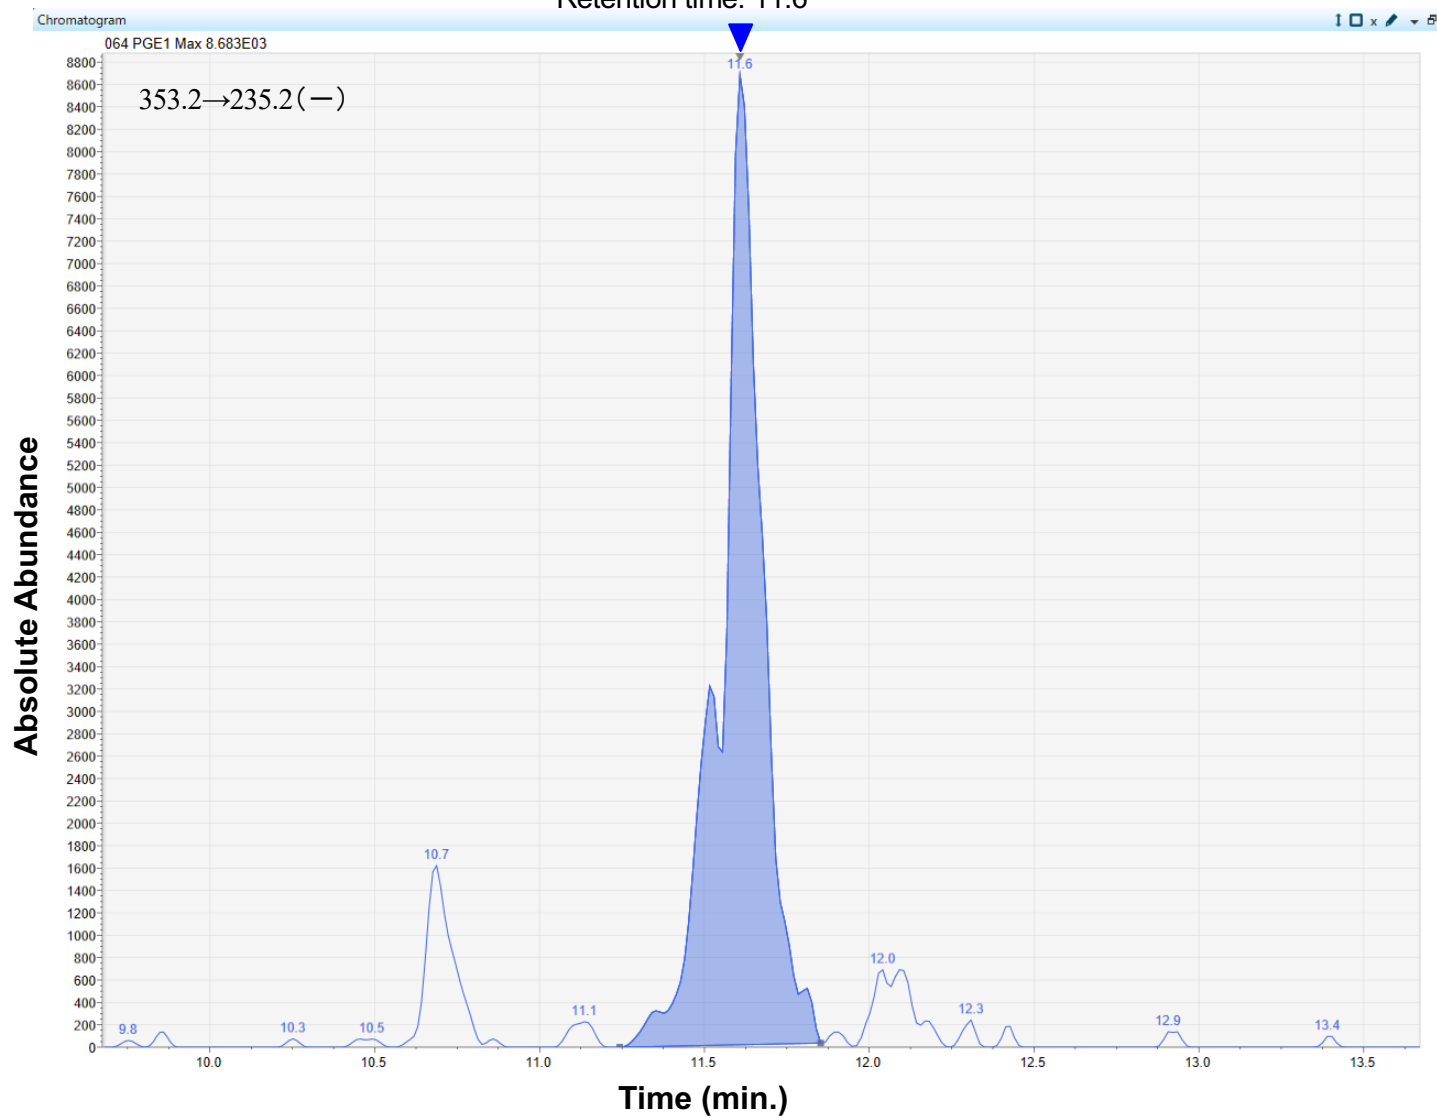

065 PGD<sub>2</sub>

Retention time: 11.5

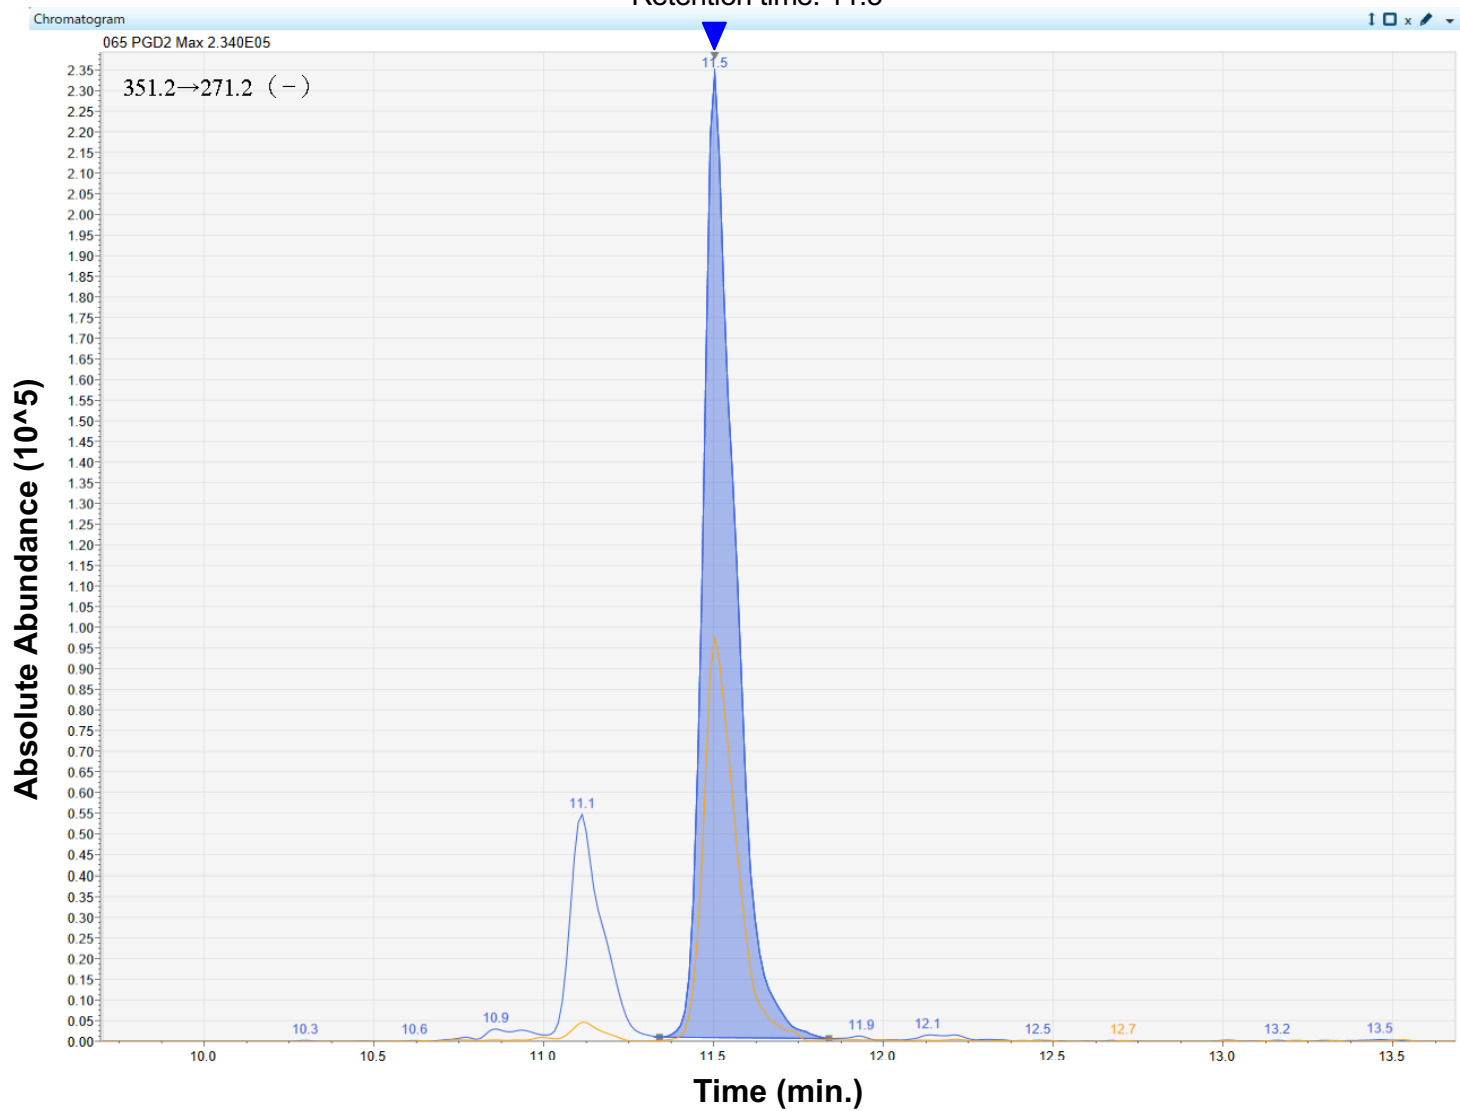

**065 PGD<sub>1</sub>**

Retention time: 11.6

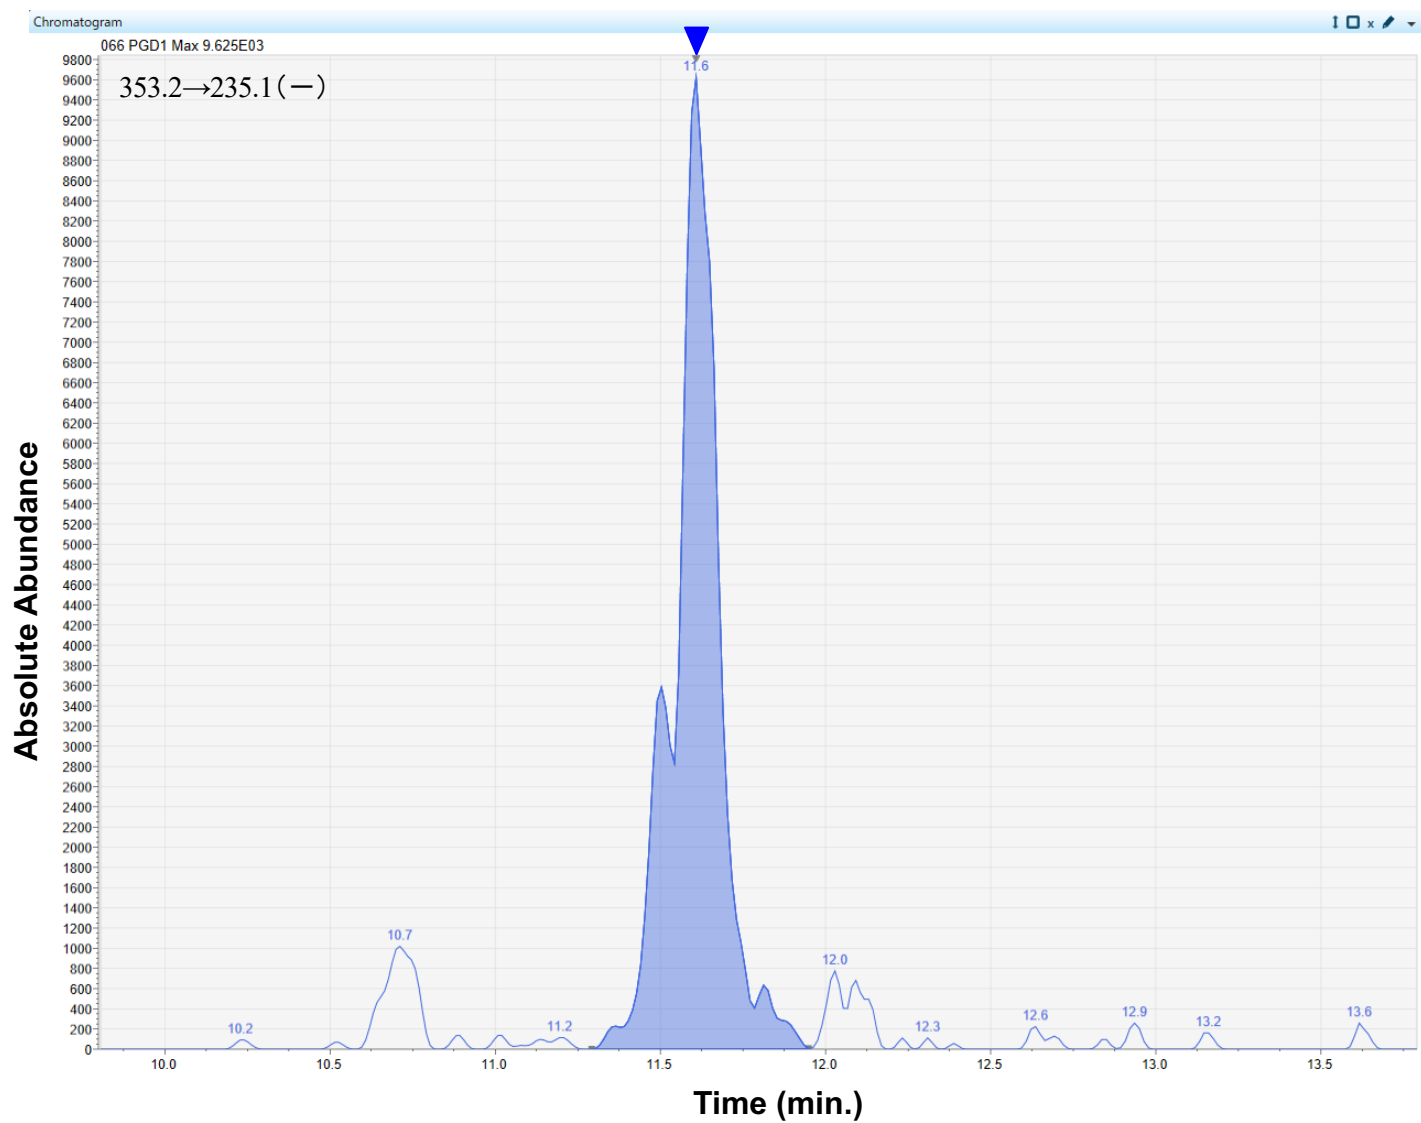

073 14,15-LTC<sub>4</sub>

Retention time: 12.0

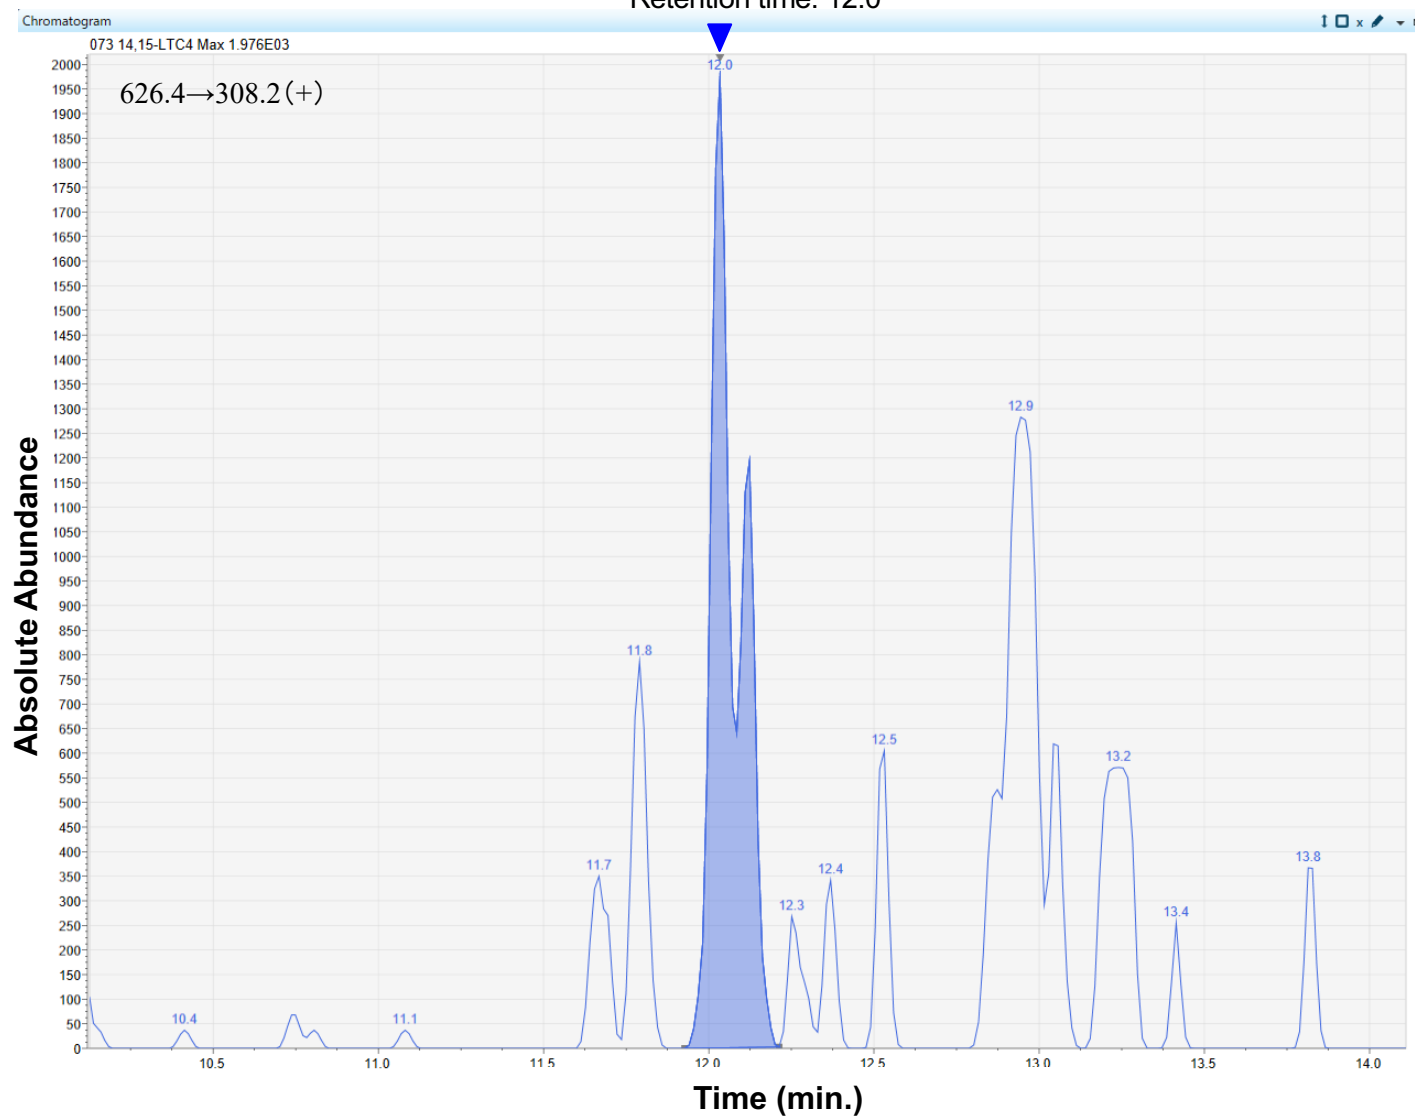

082 LTB<sub>4</sub>-EA

Retention time: 13.3

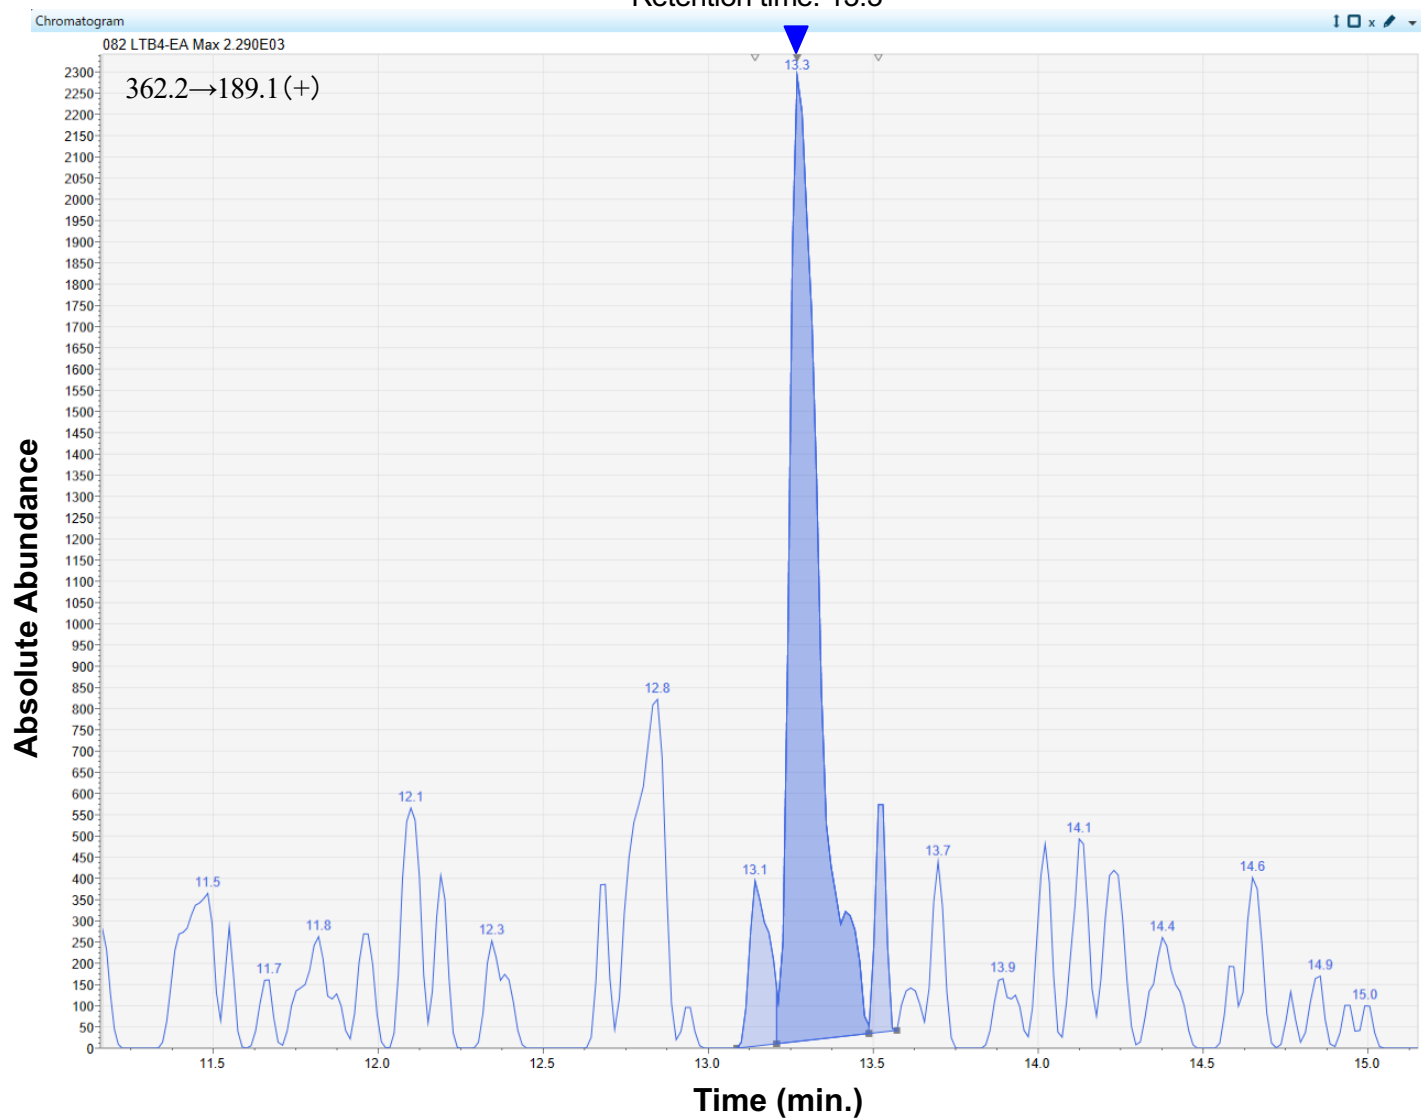

083 LTC<sub>4</sub>-d<sub>5</sub> (IS)

Retention time: 12.9

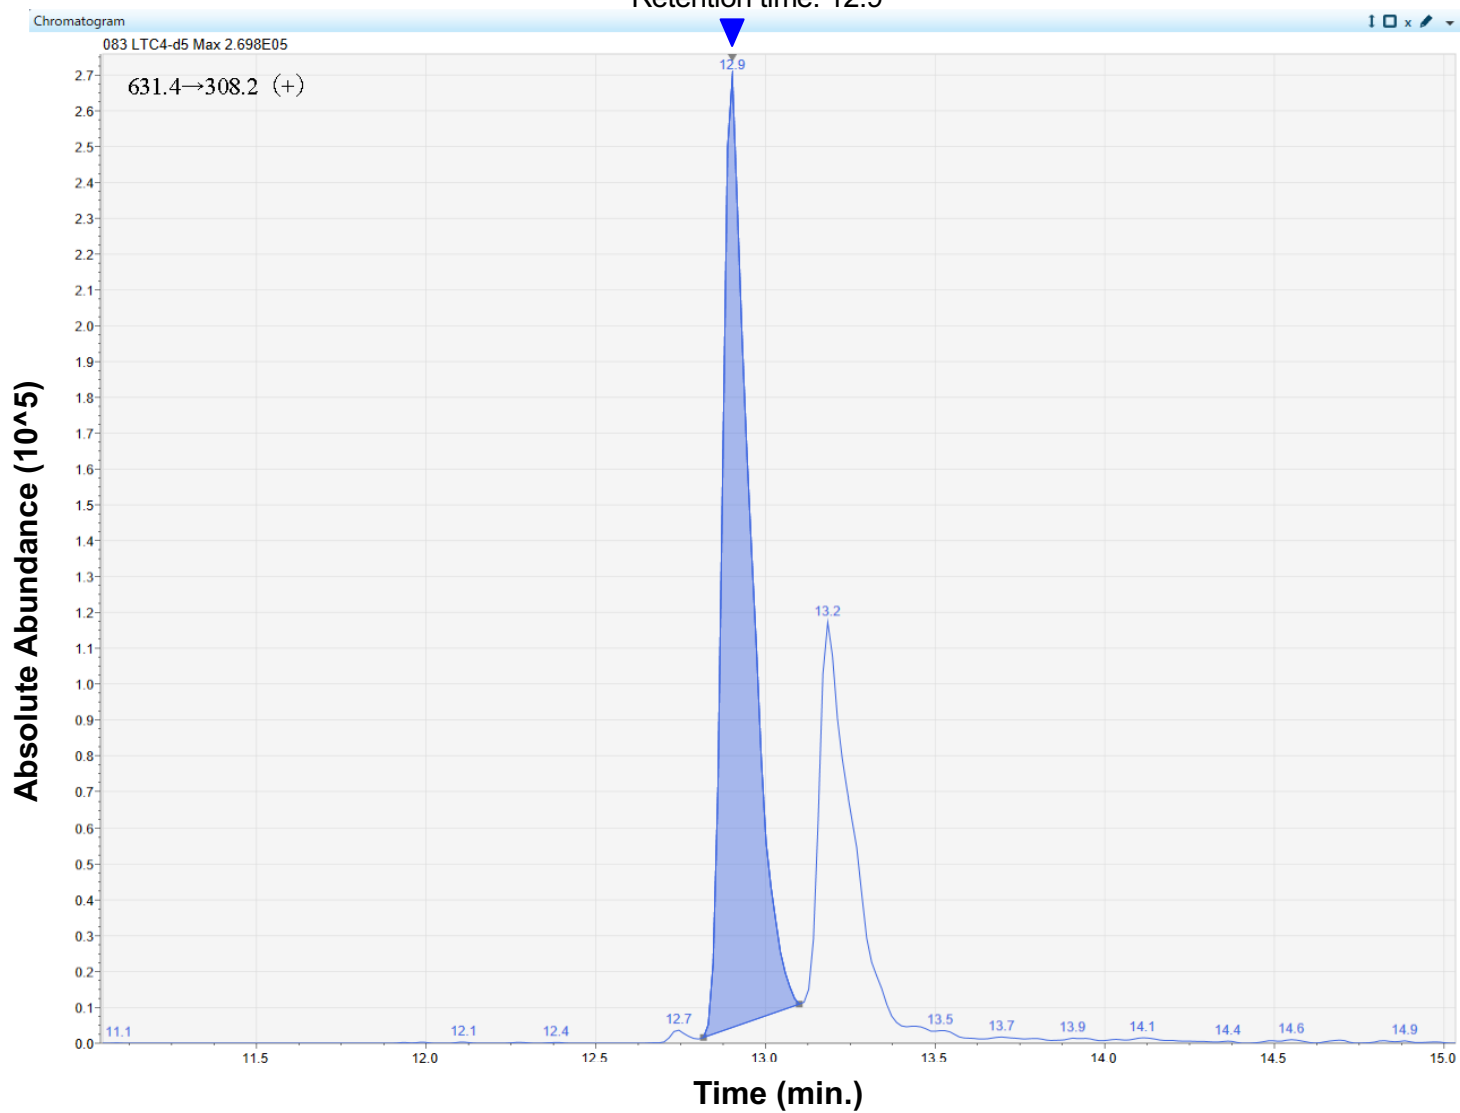

085 11-*trans*-LTC<sub>4</sub>

Retention time: 12.9

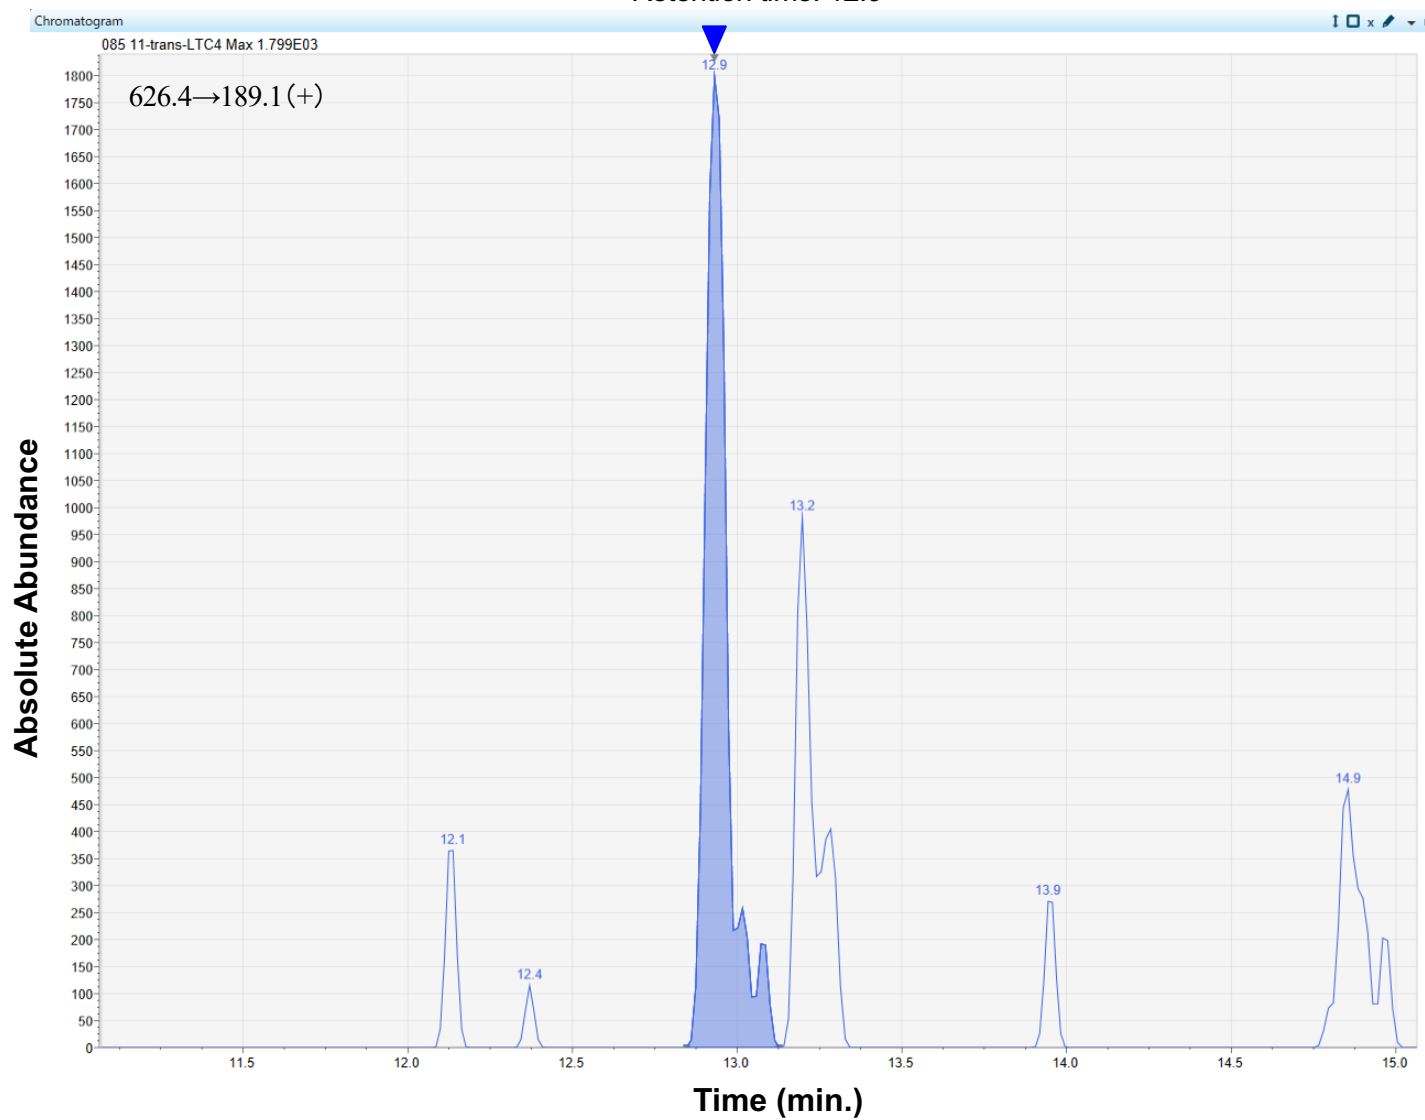

086 LTD<sub>4</sub>-d<sub>5</sub> (IS)

Retention time: 12.8

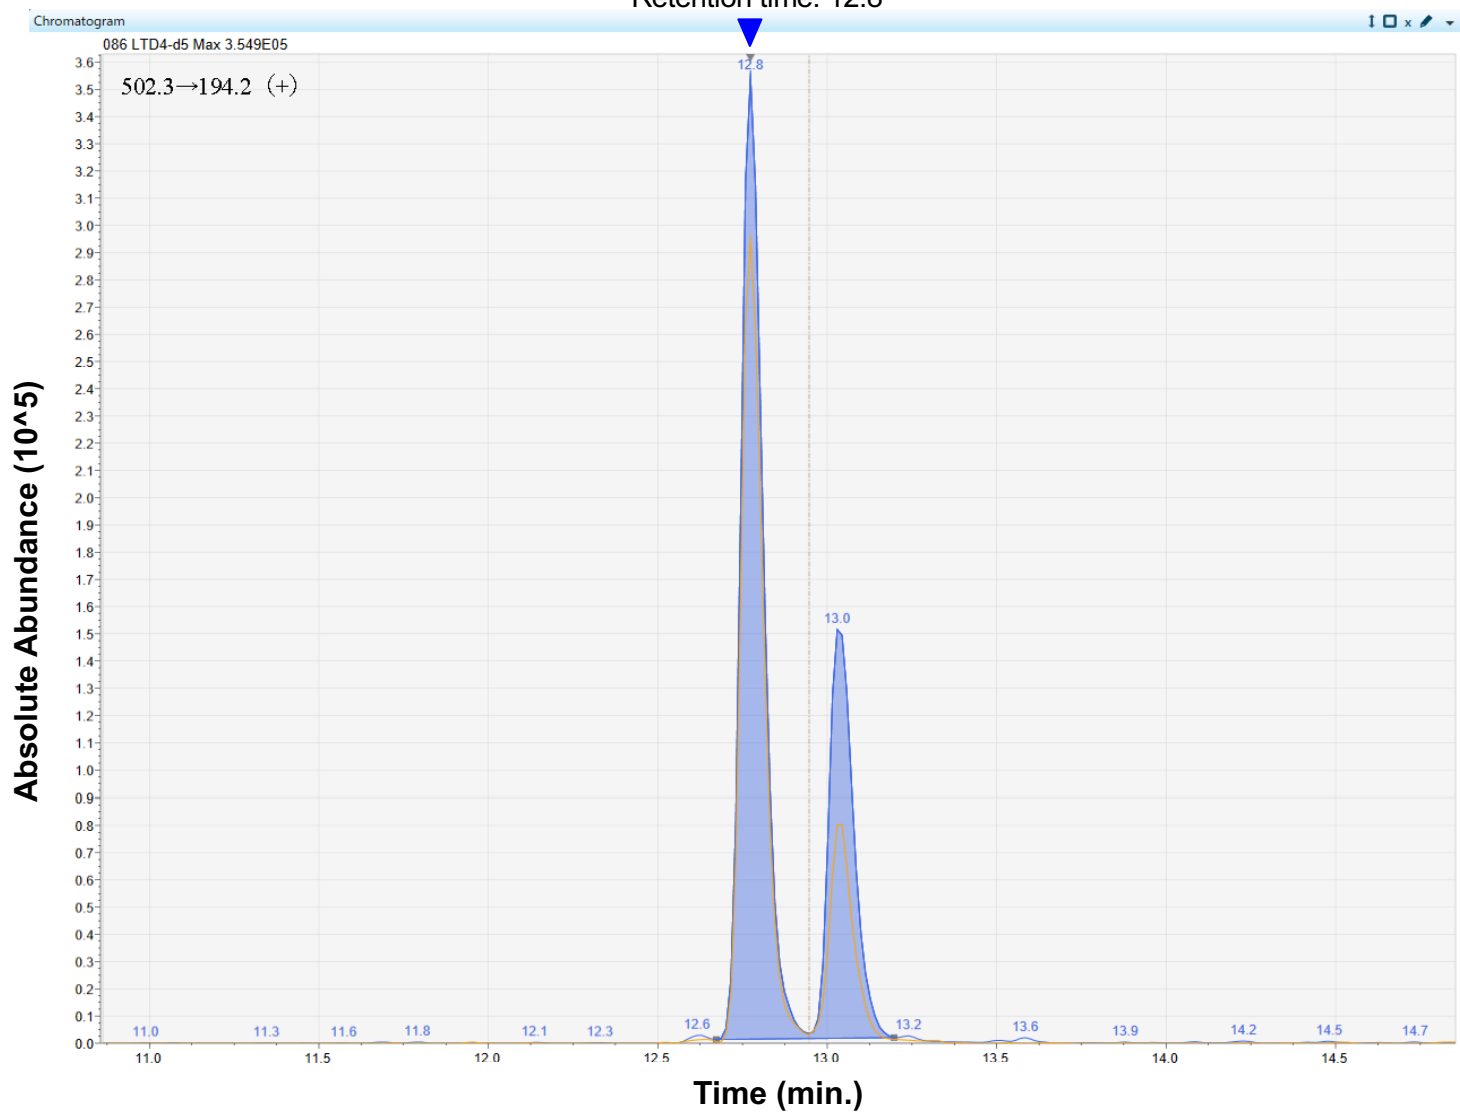

094 8-*iso*-PGA<sub>1</sub>

Retention time: 13.3

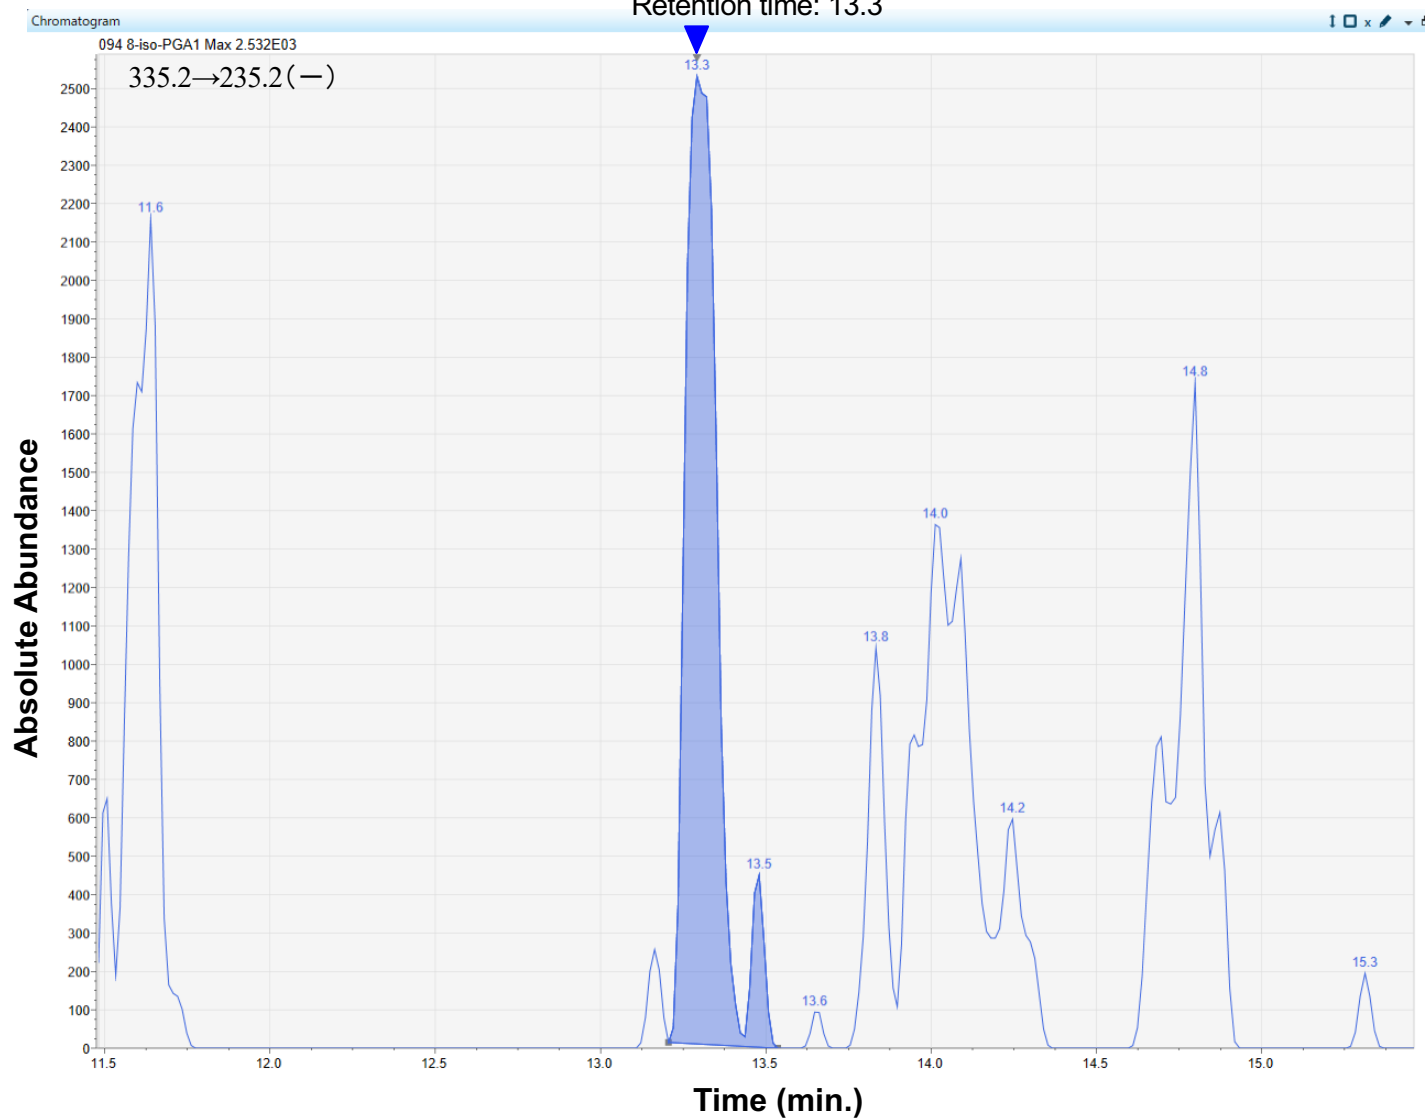

095 PGA<sub>2</sub>-d<sub>4</sub> (IS)

Retention time: 13.3

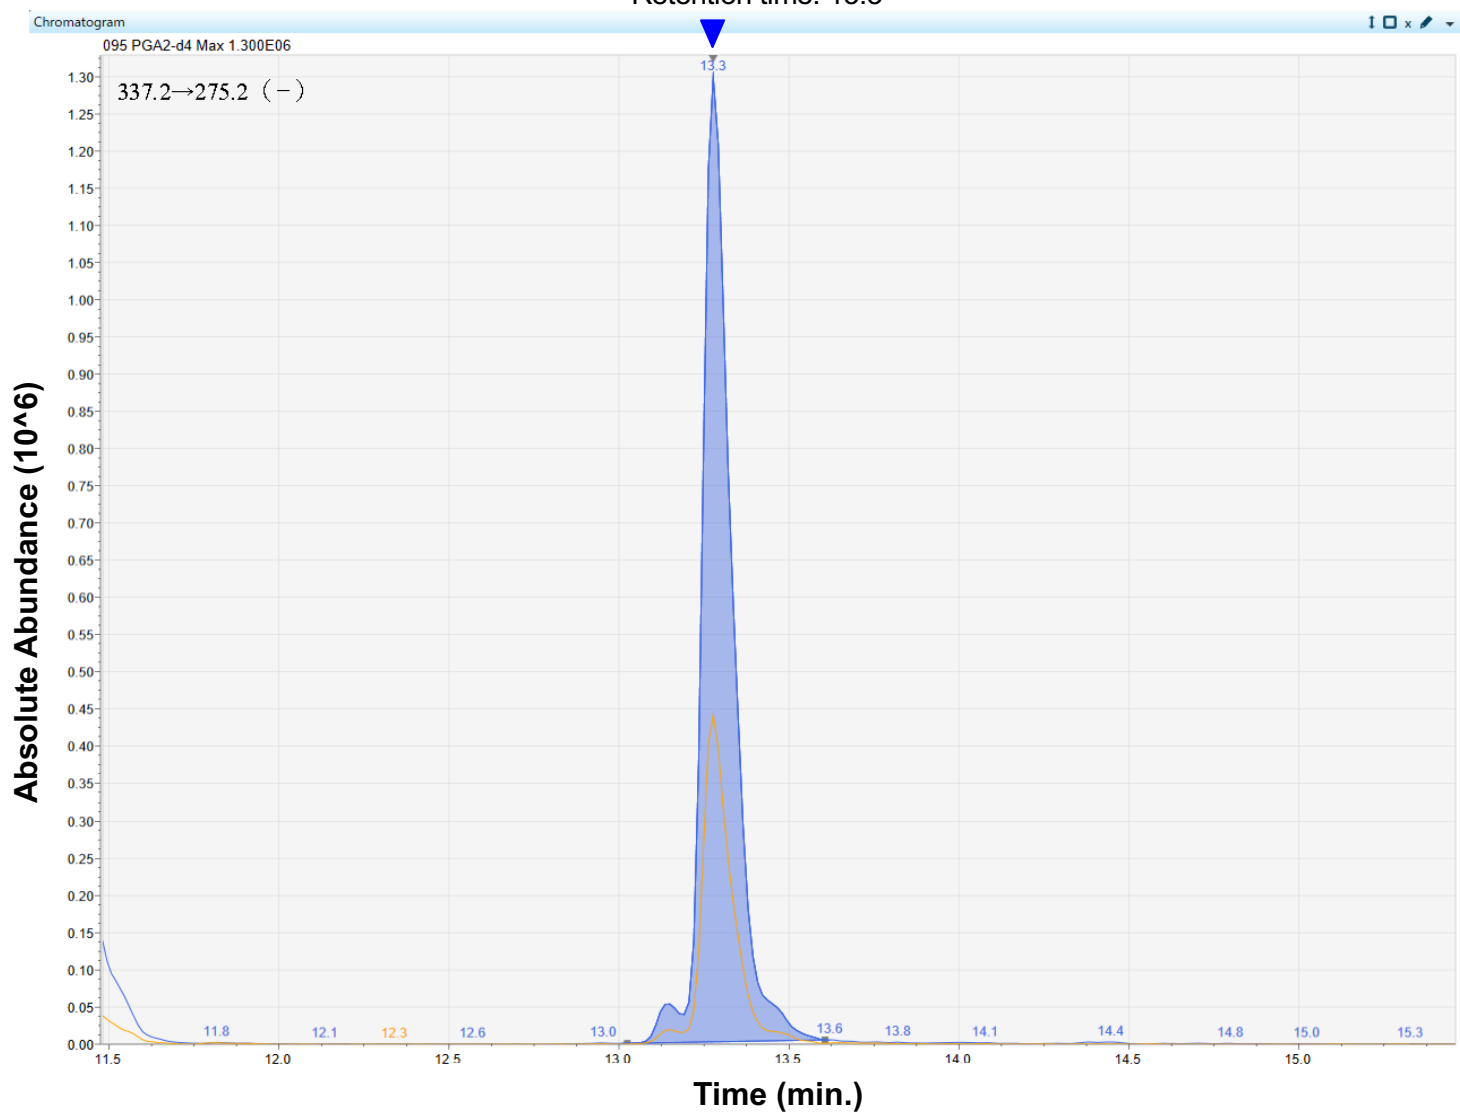

096 PGA<sub>2</sub>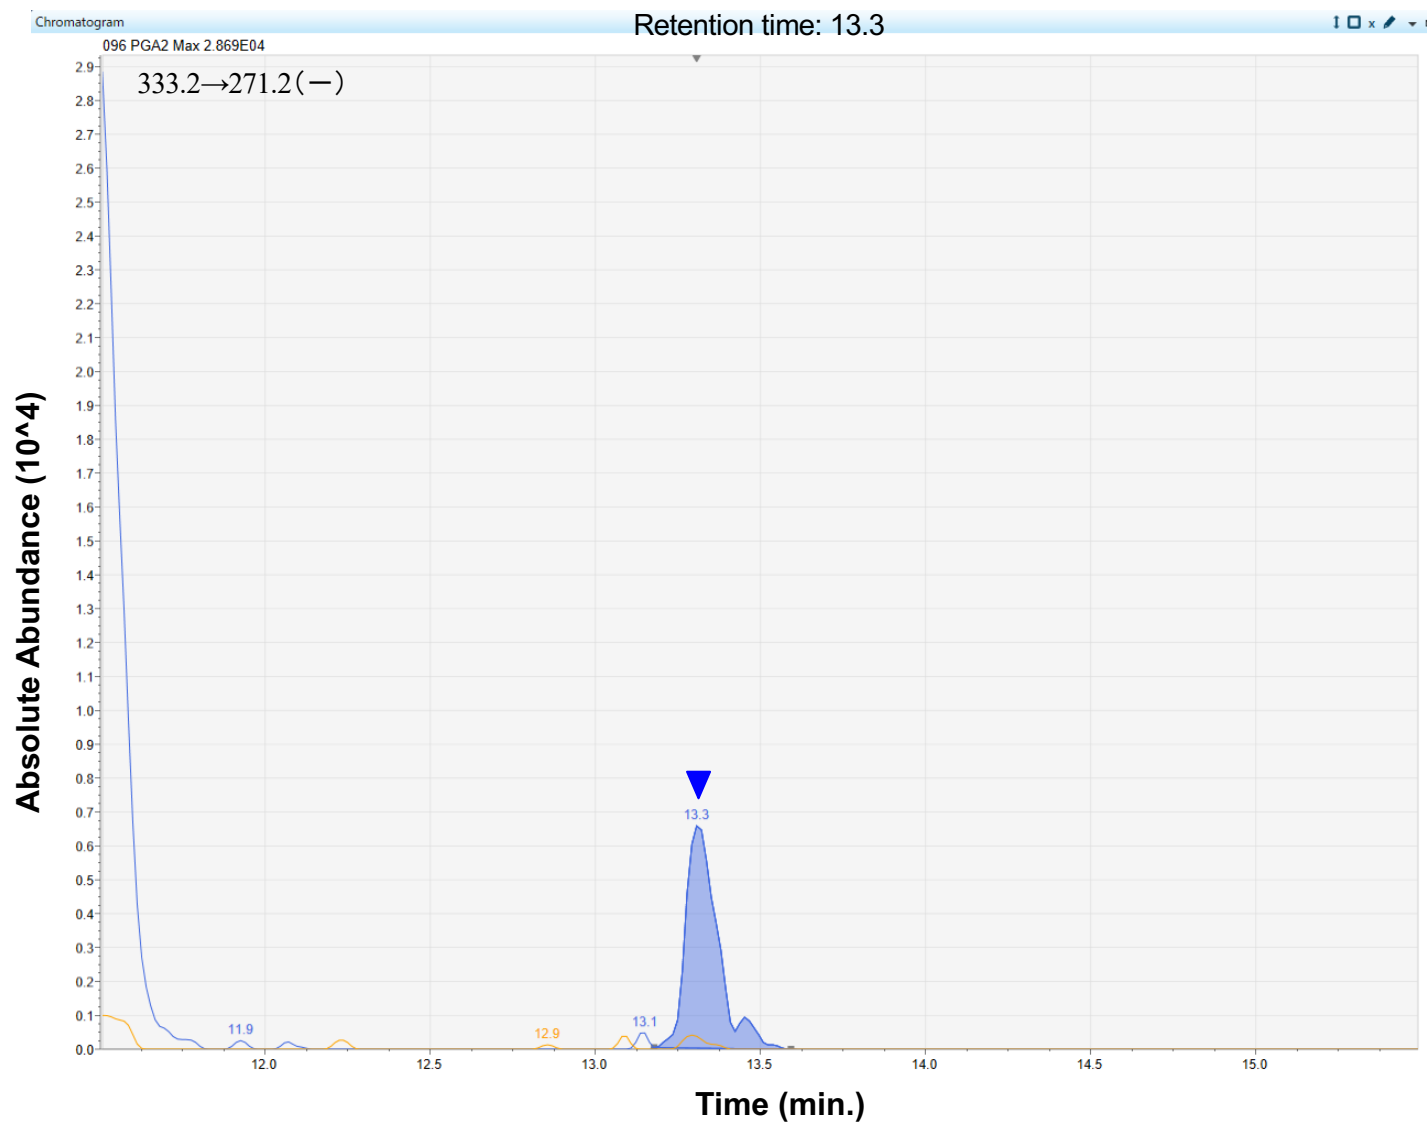

**100 PGB<sub>2</sub>**

Retention time: 13.3

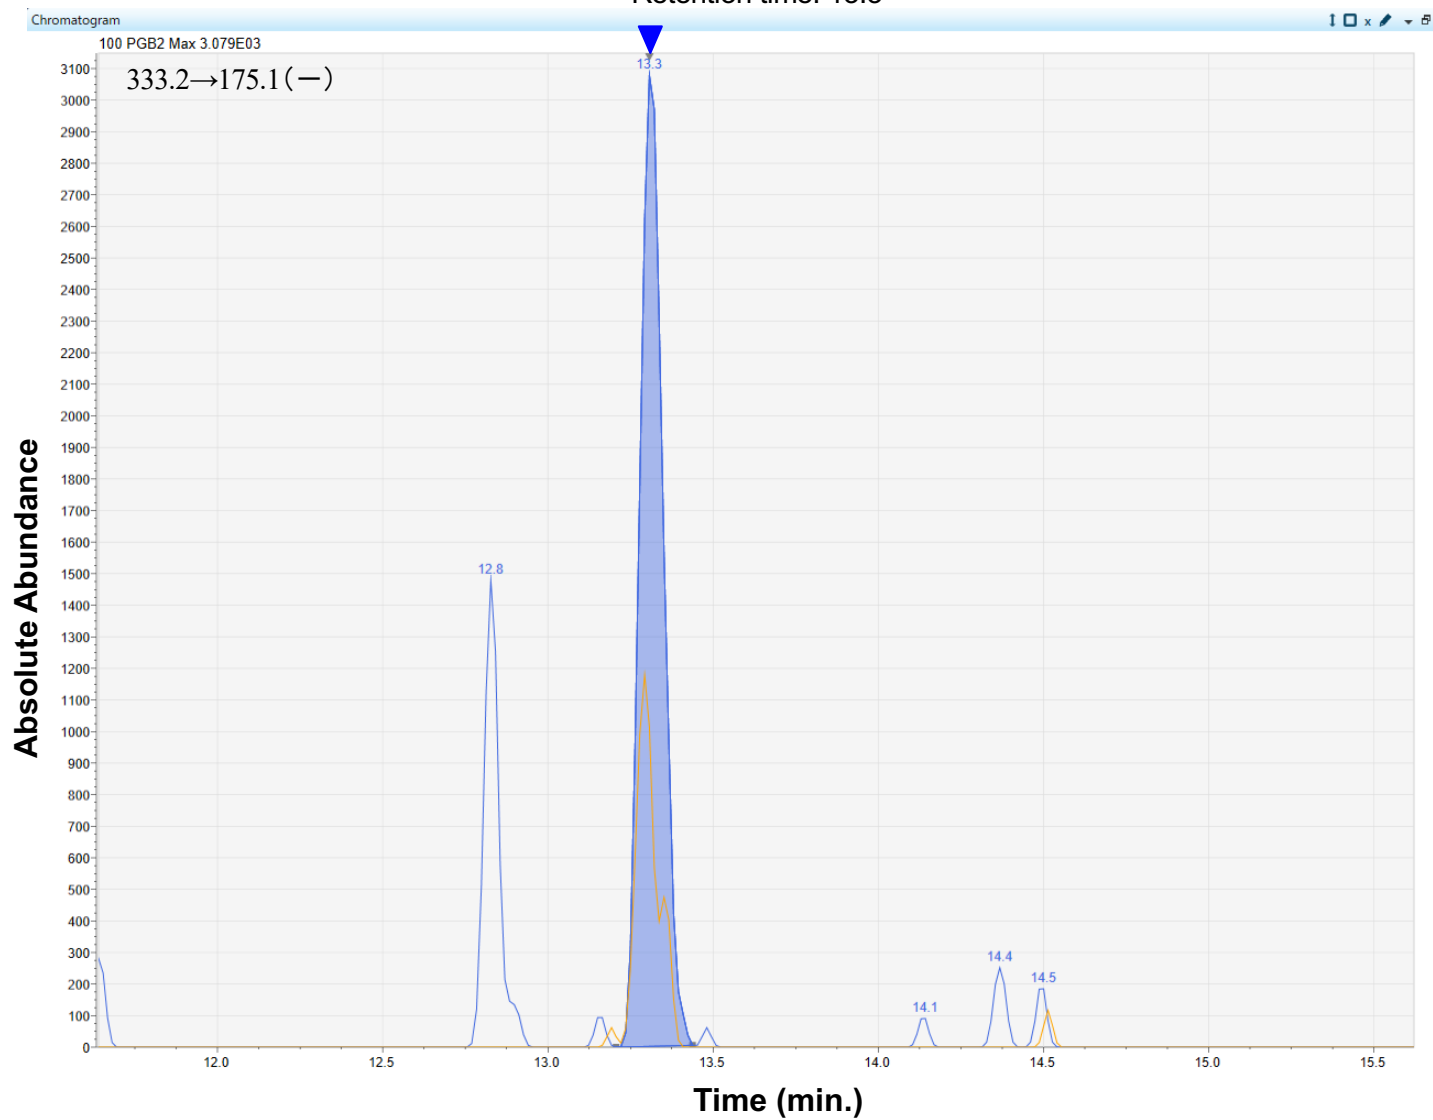

105 6-*trans*-LTB<sub>4</sub>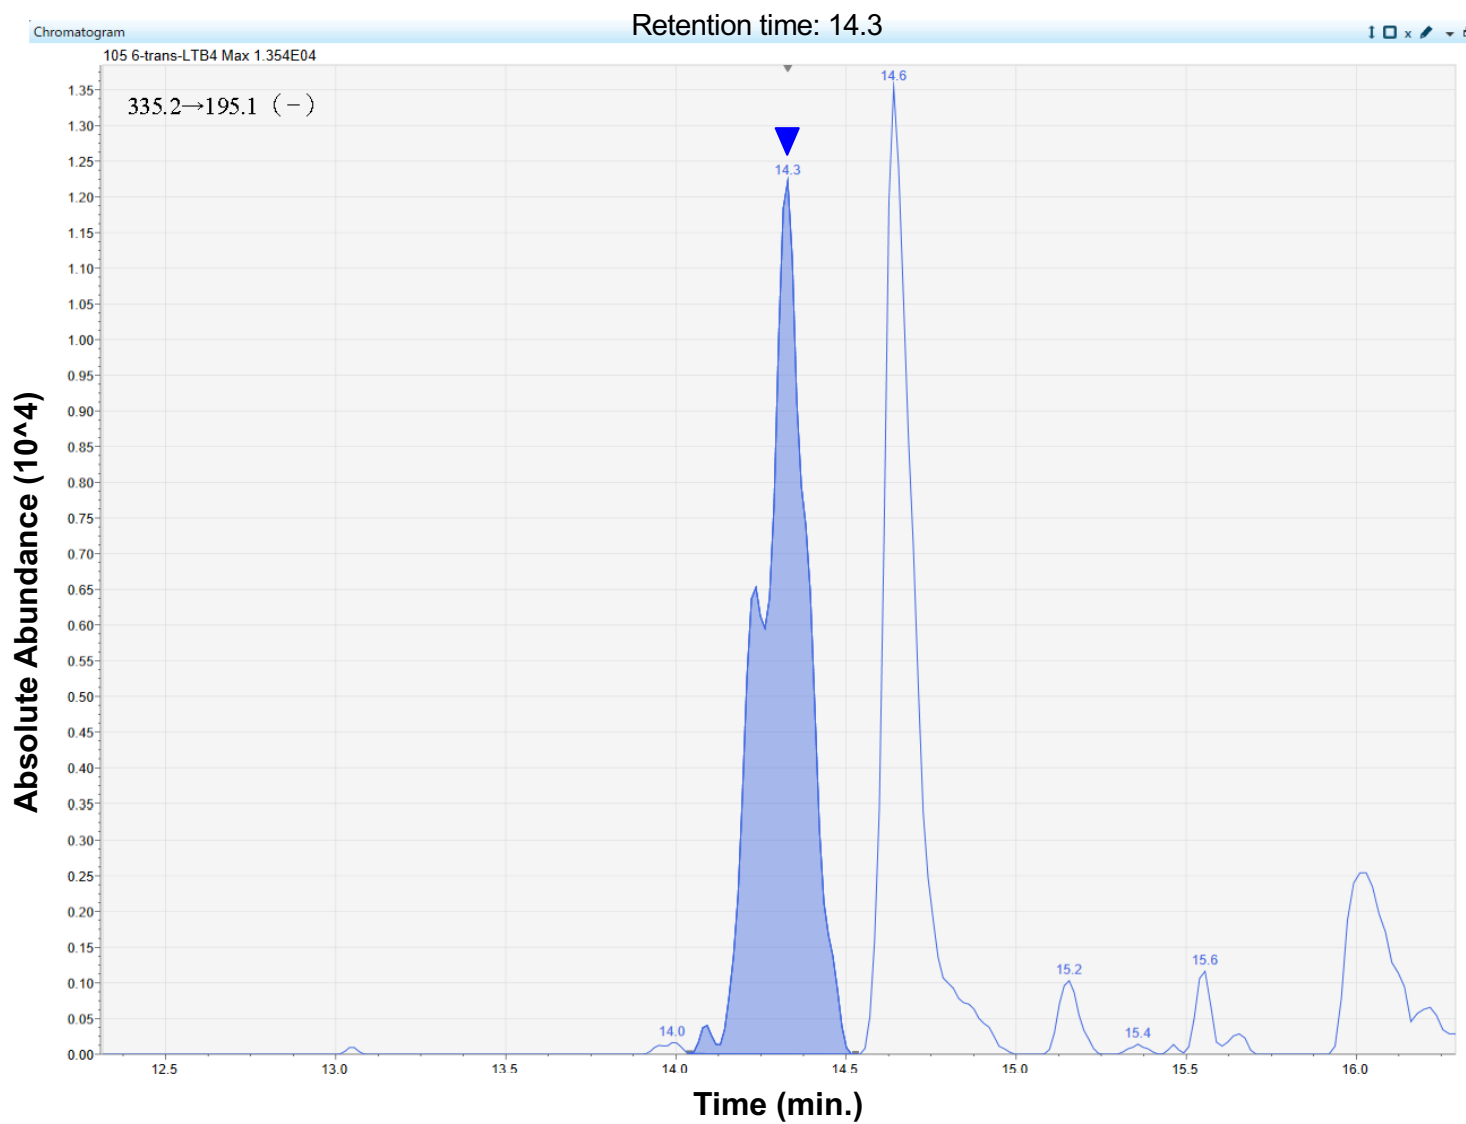

## 106 5,15-DiHETE

Retention time: 14.2

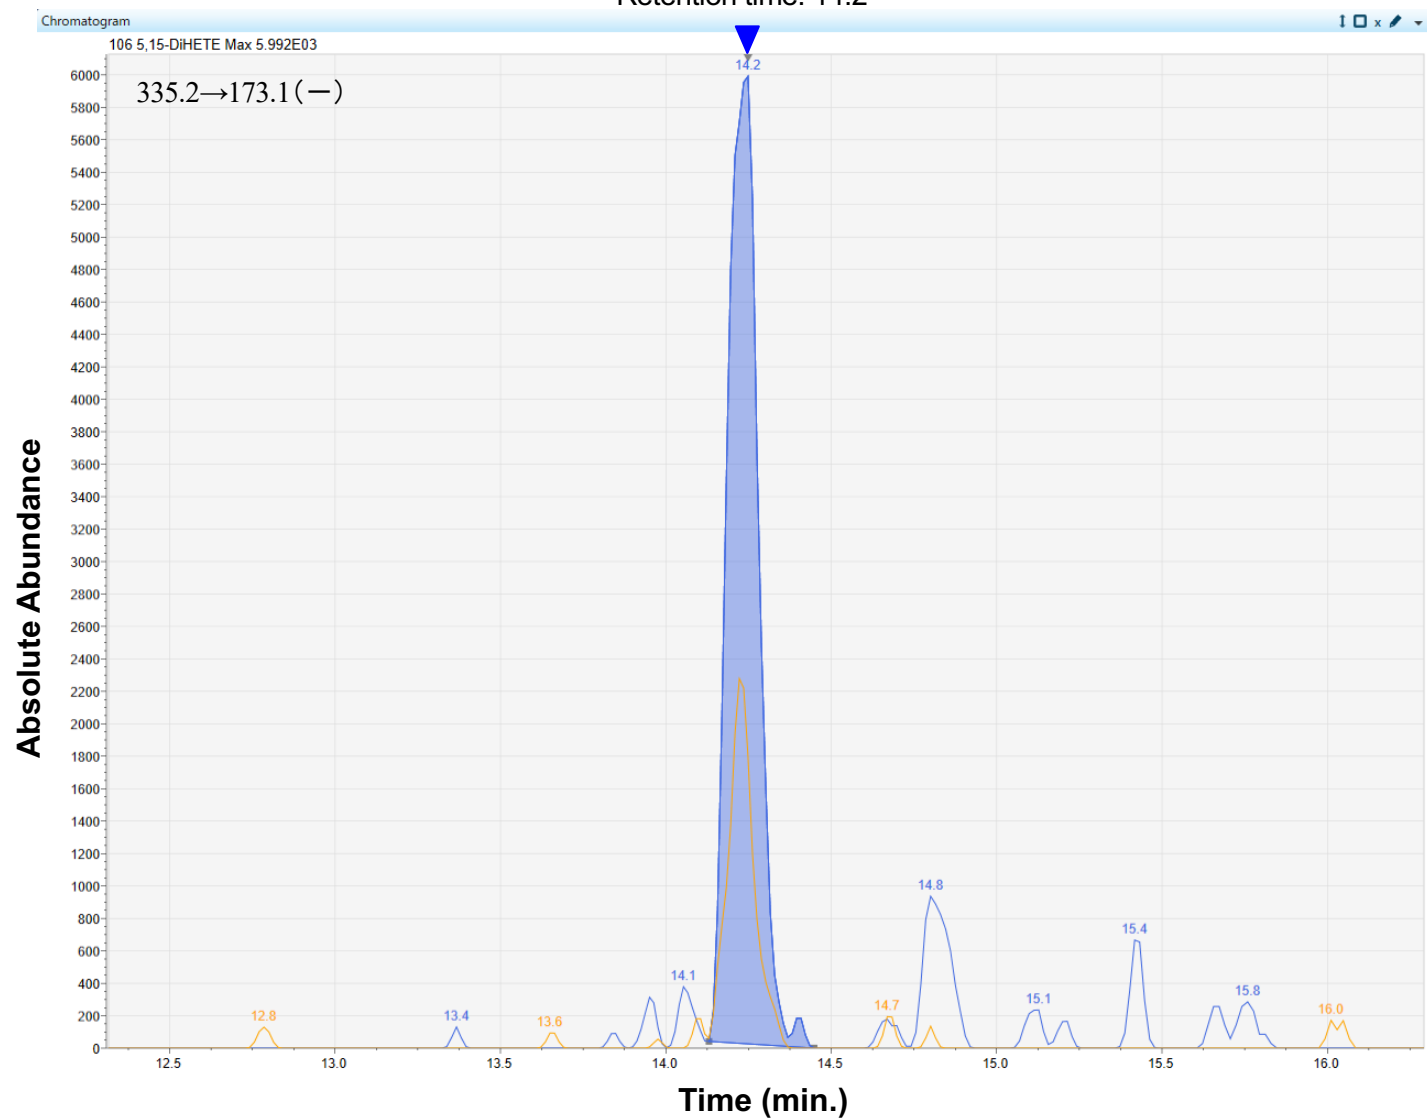

109 LTB<sub>4</sub>-d<sub>4</sub> (IS)

Retention time: 14.3

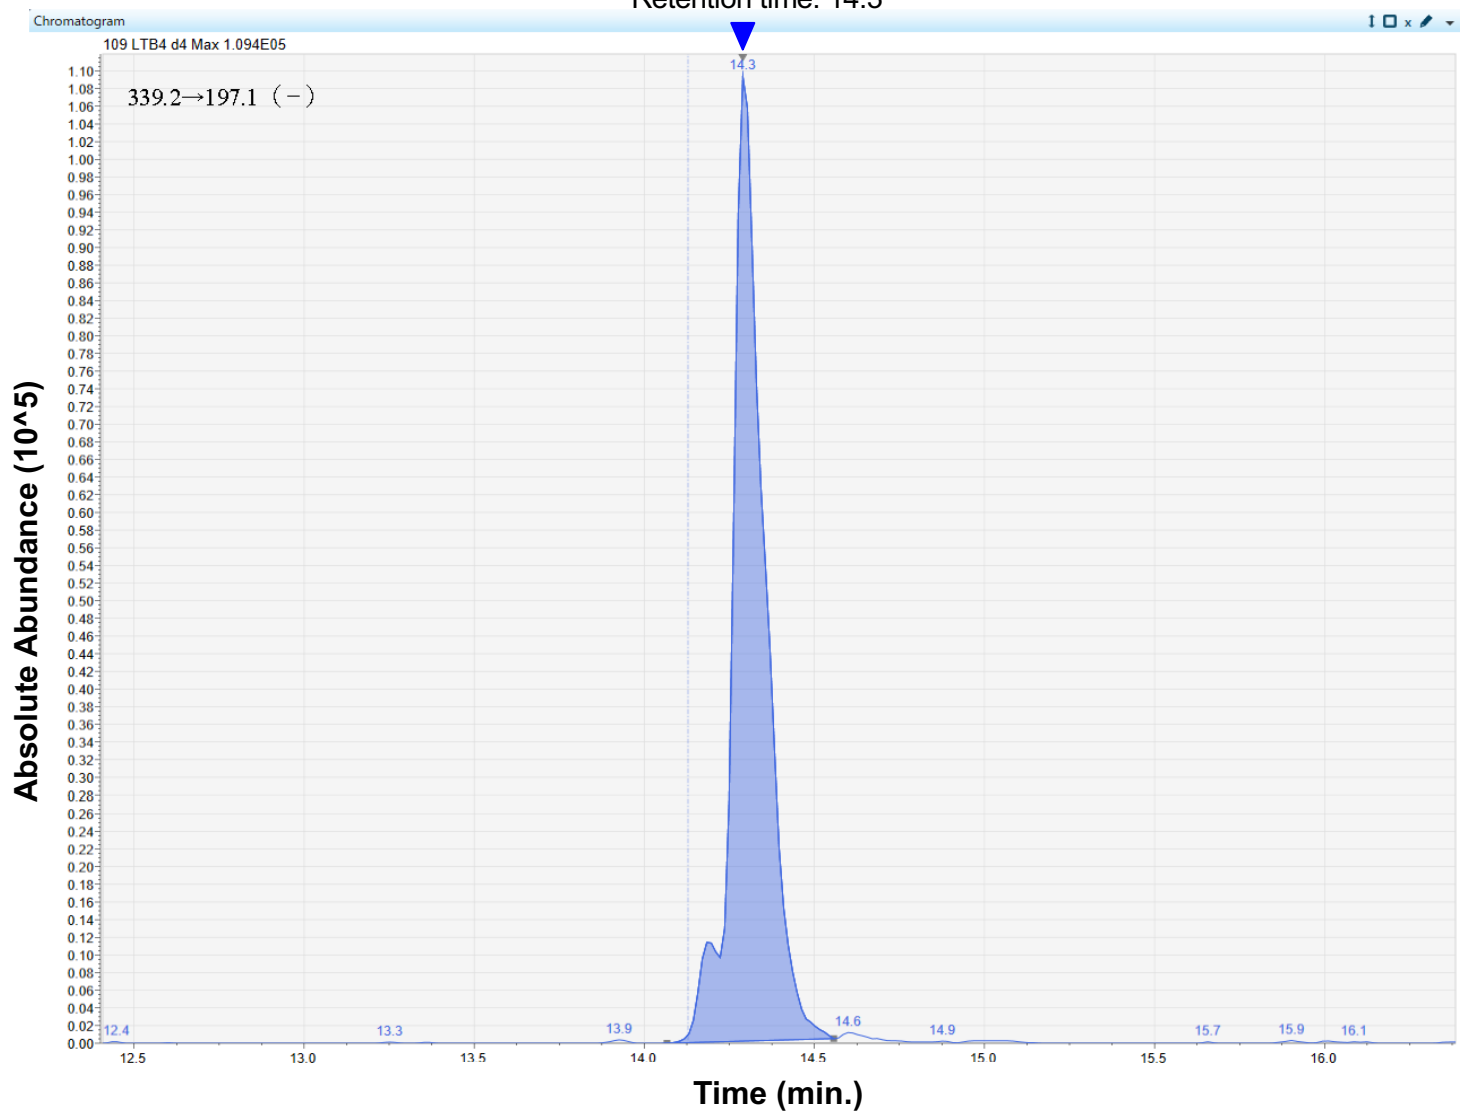

110 LTB<sub>4</sub>

Retention time: 14.3

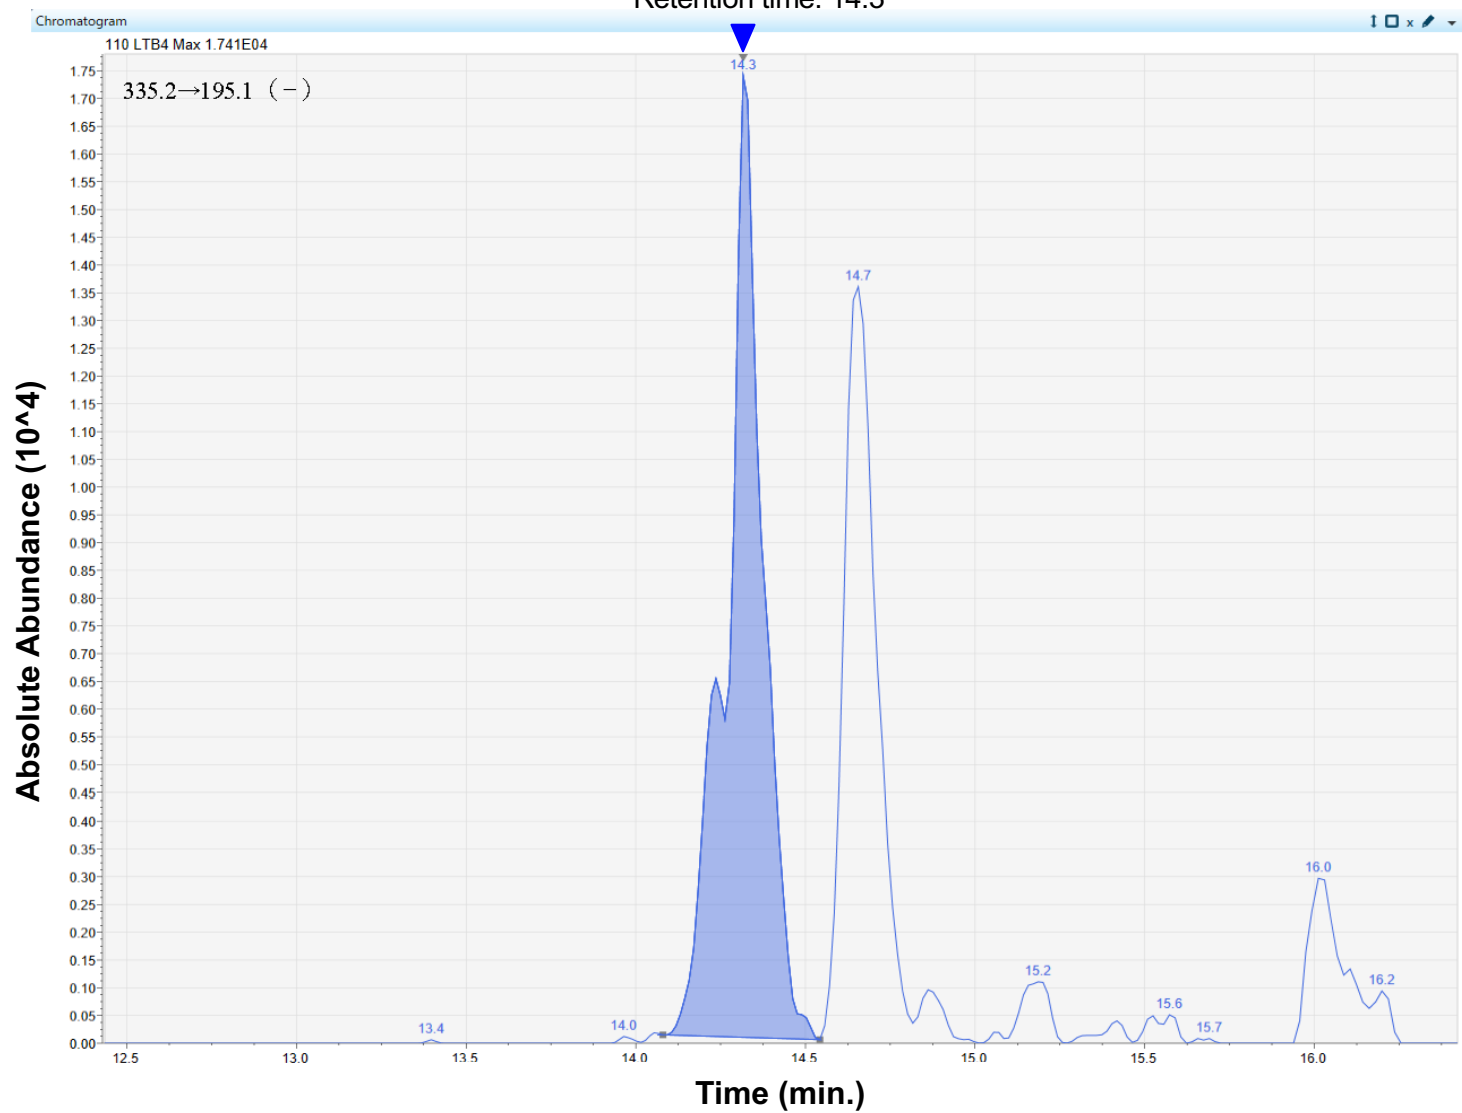

**120 tetranor-12-HETE**

Retention time: 15.0

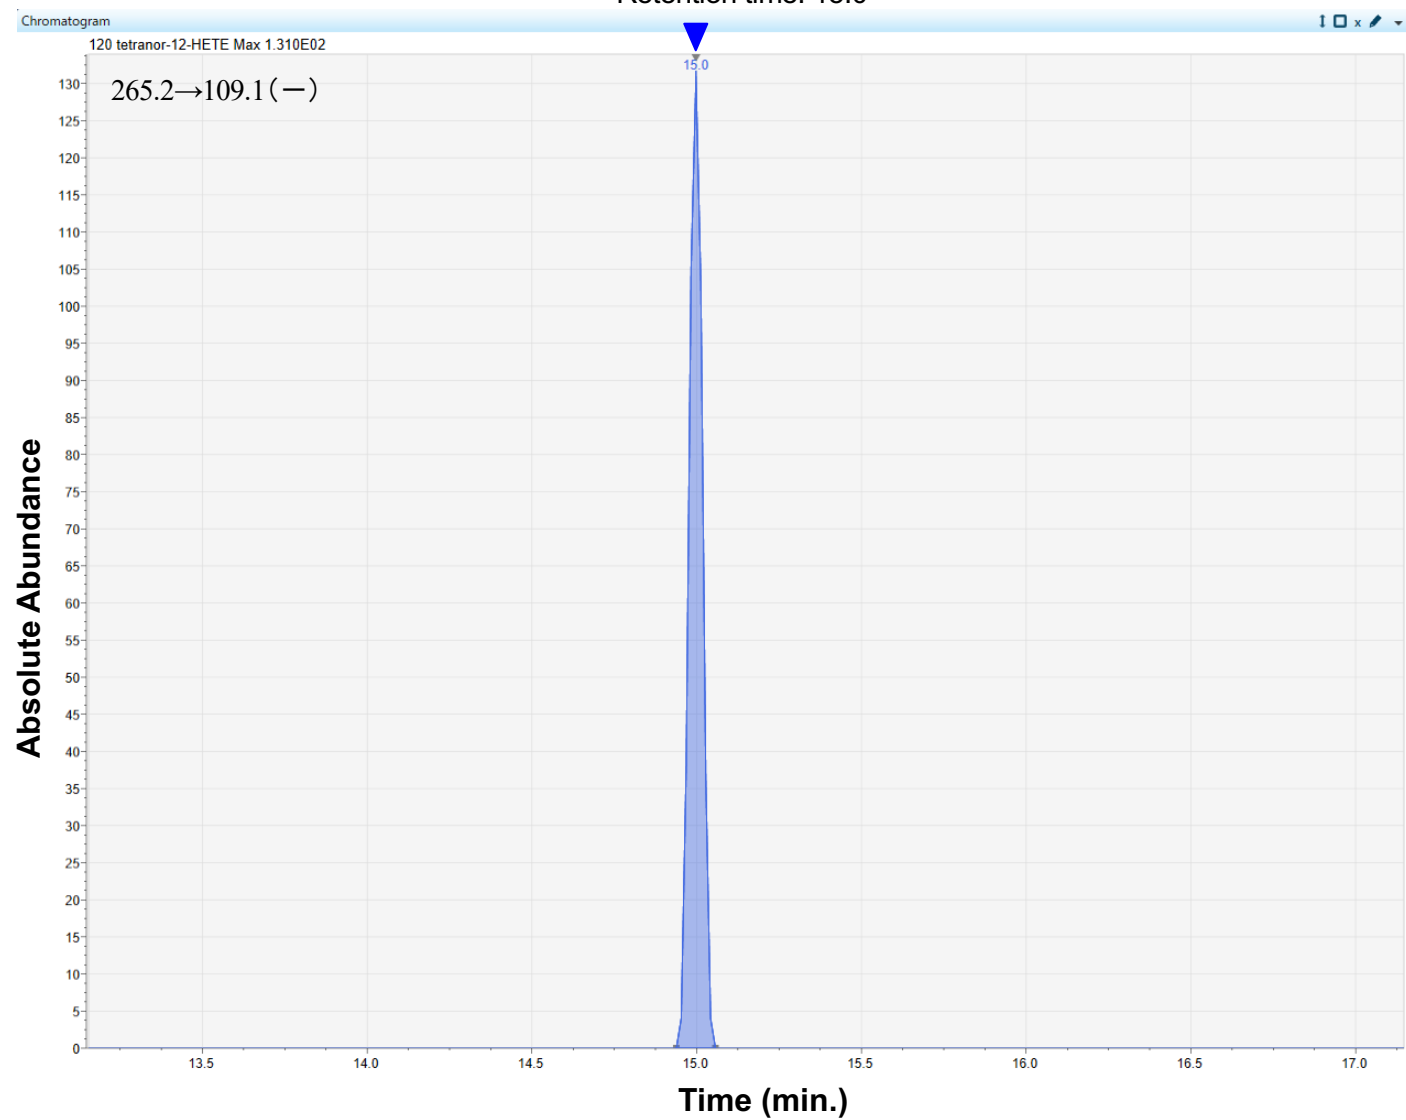

122 14,15-DiHET-*d*<sub>11</sub> (IS)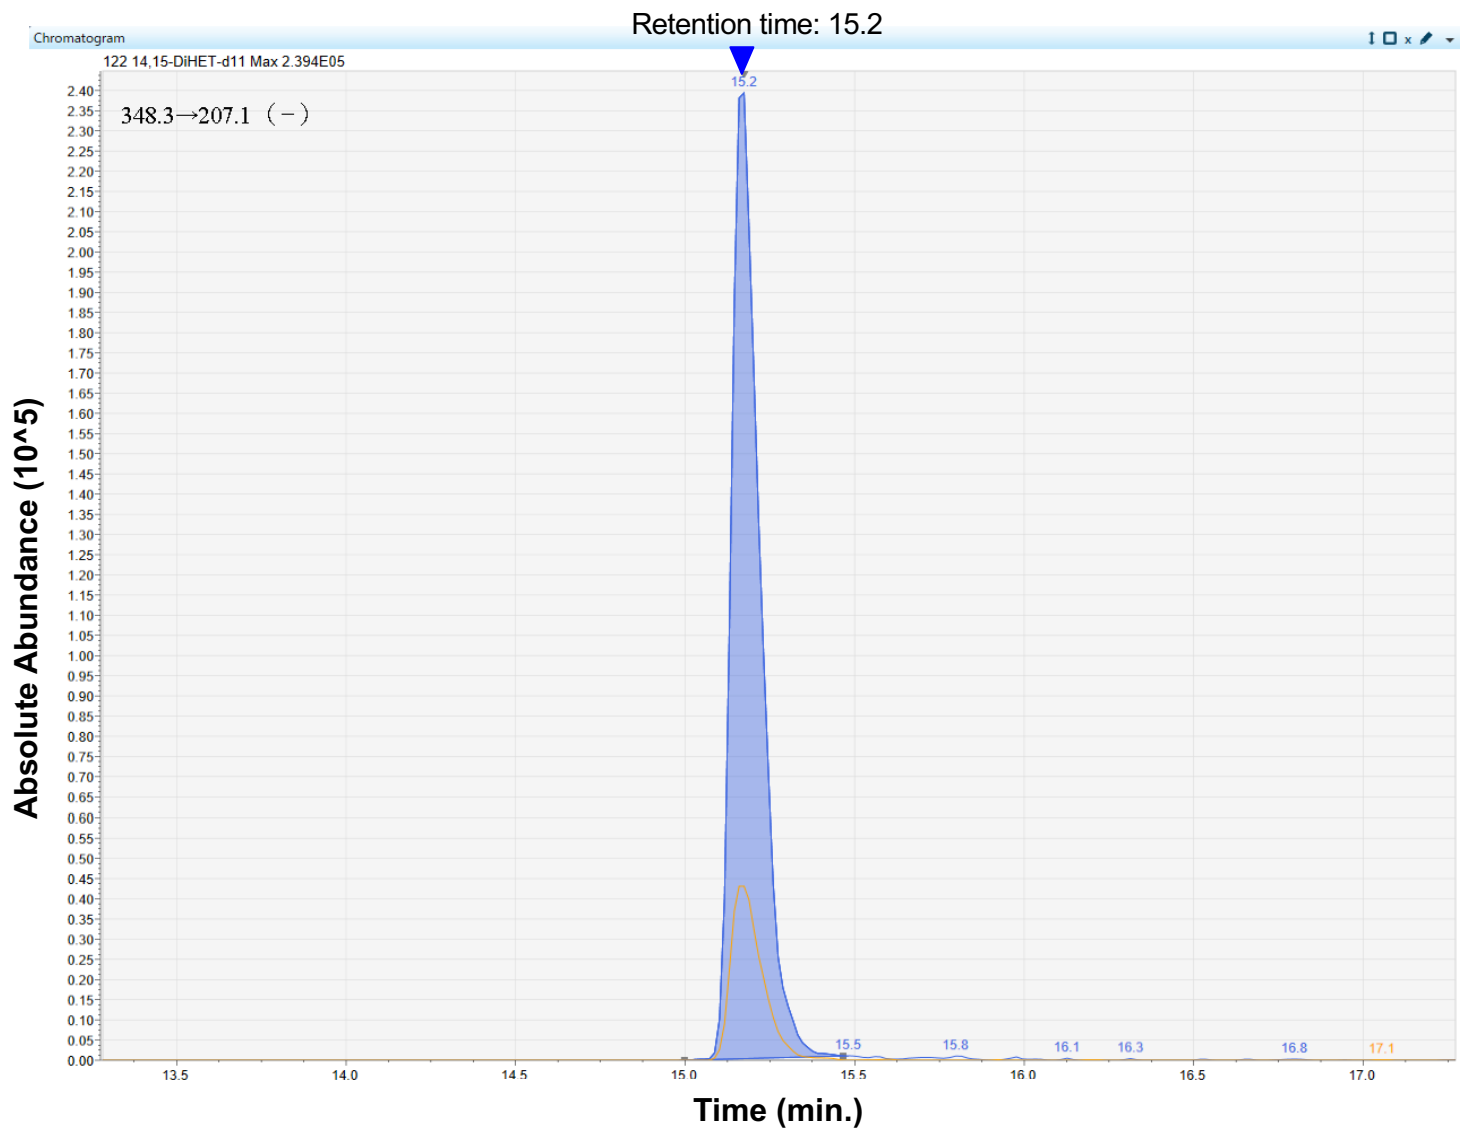

## 125 14,15-DHET

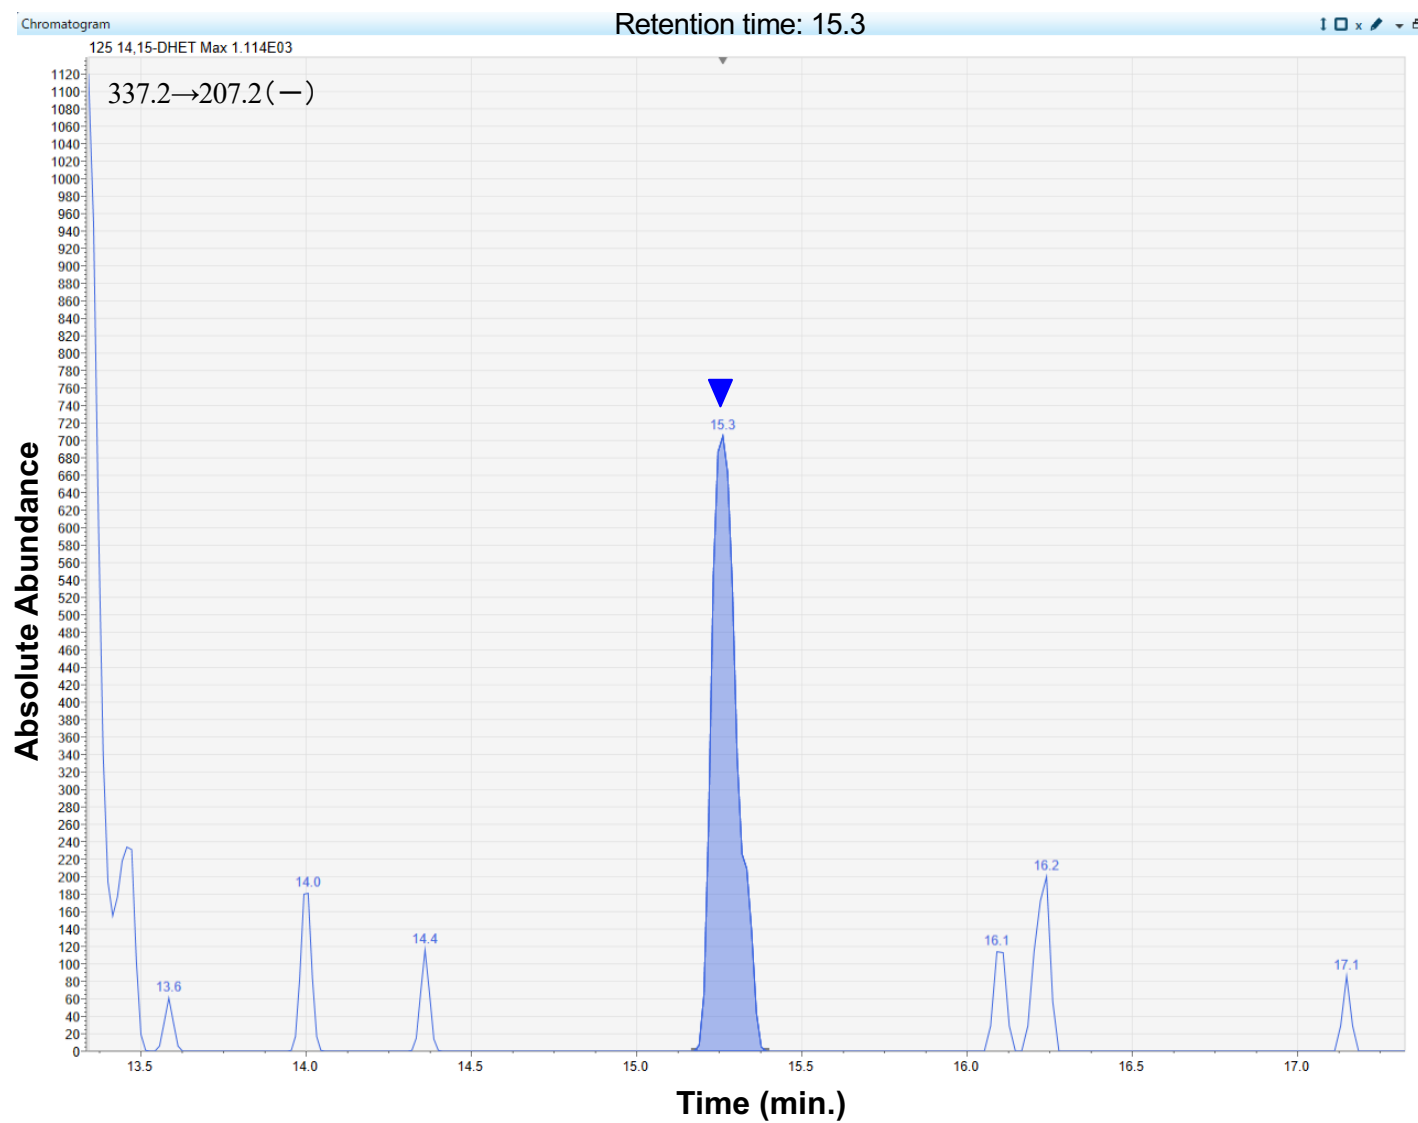

**126 12-HHT**  
Retention time: 15.3

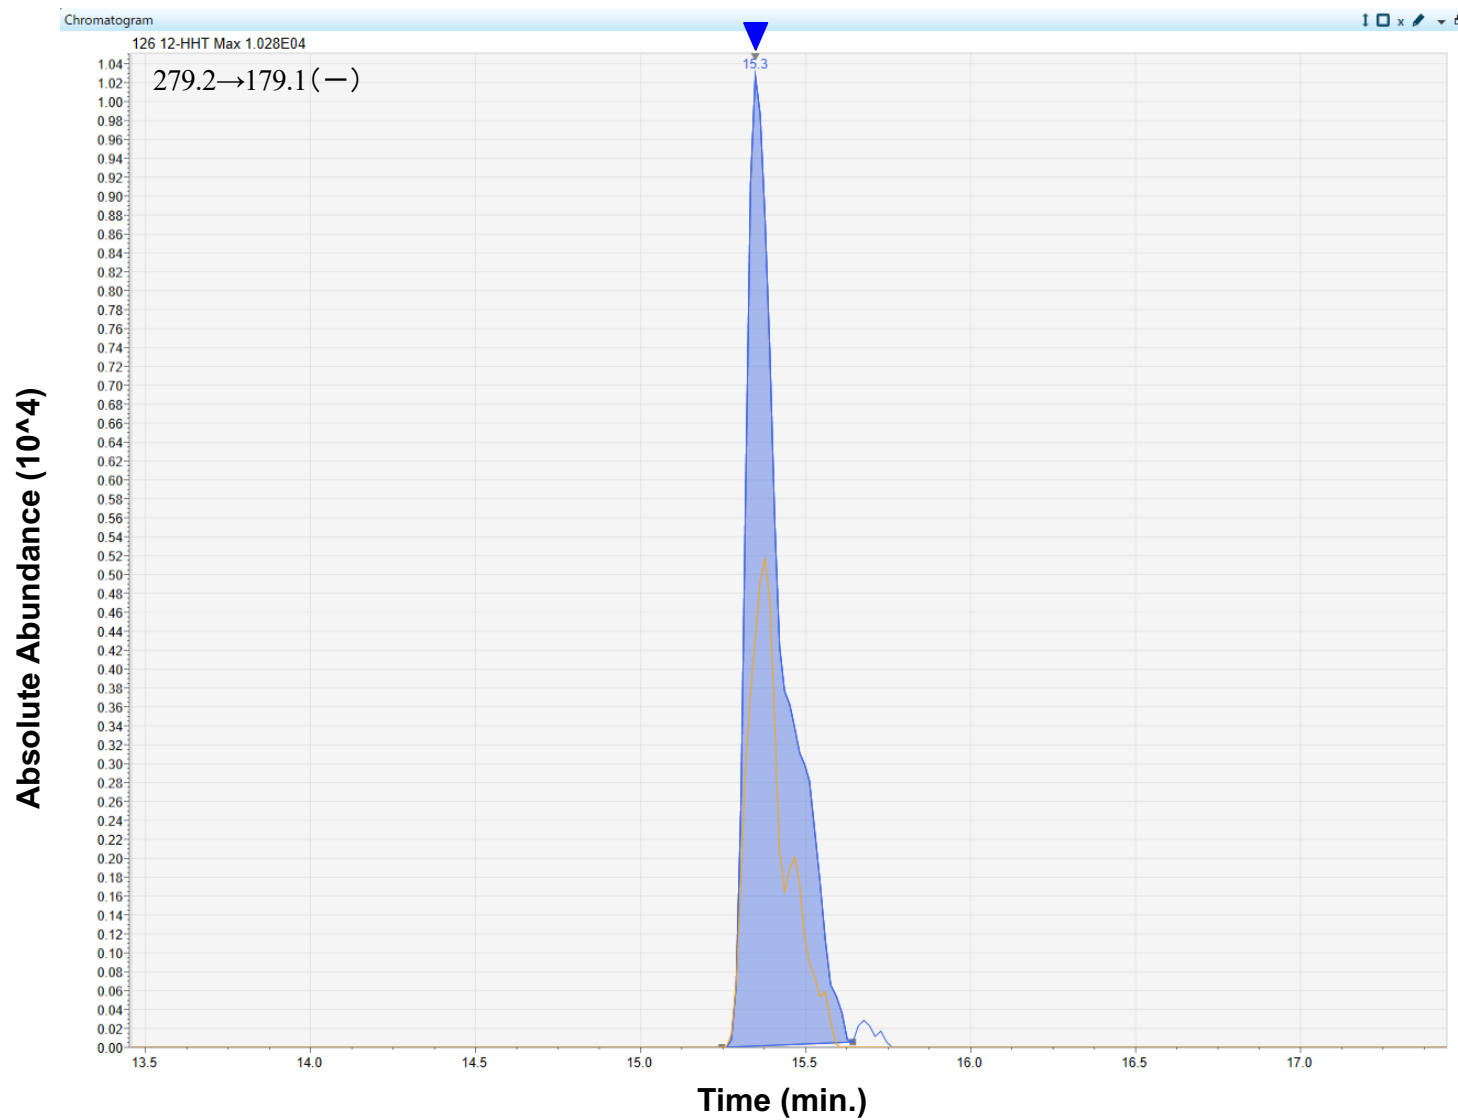

**133 13-HOTrE**

Retention time: 16.0

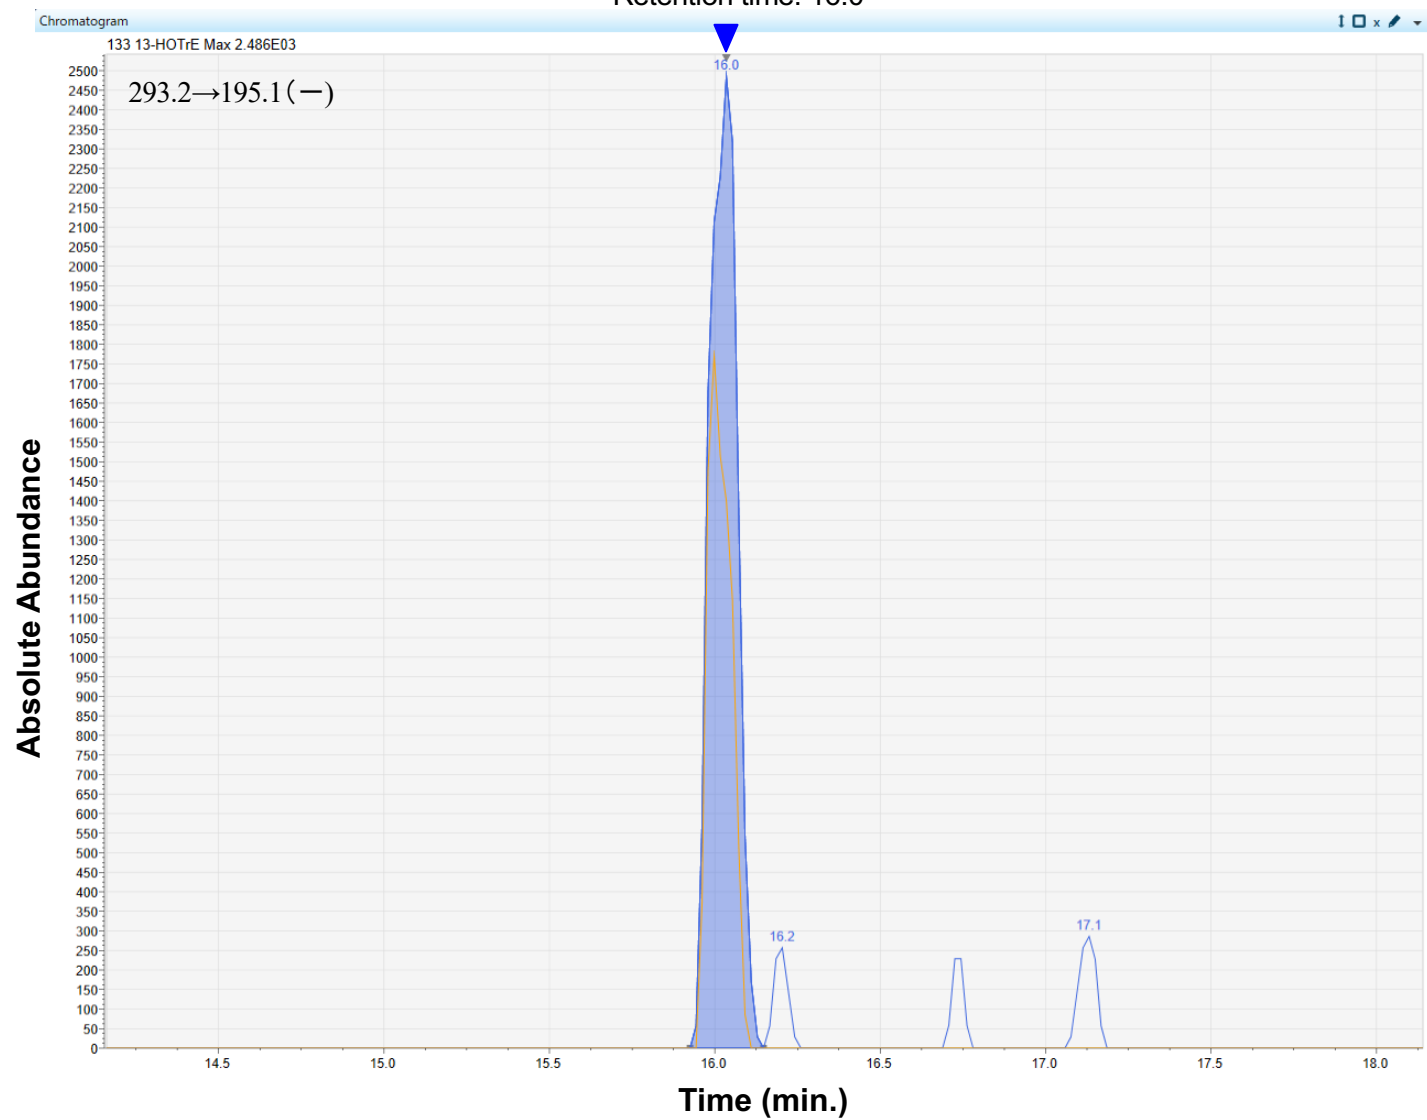

**139 15-HEPE**

Retention time: 16.4

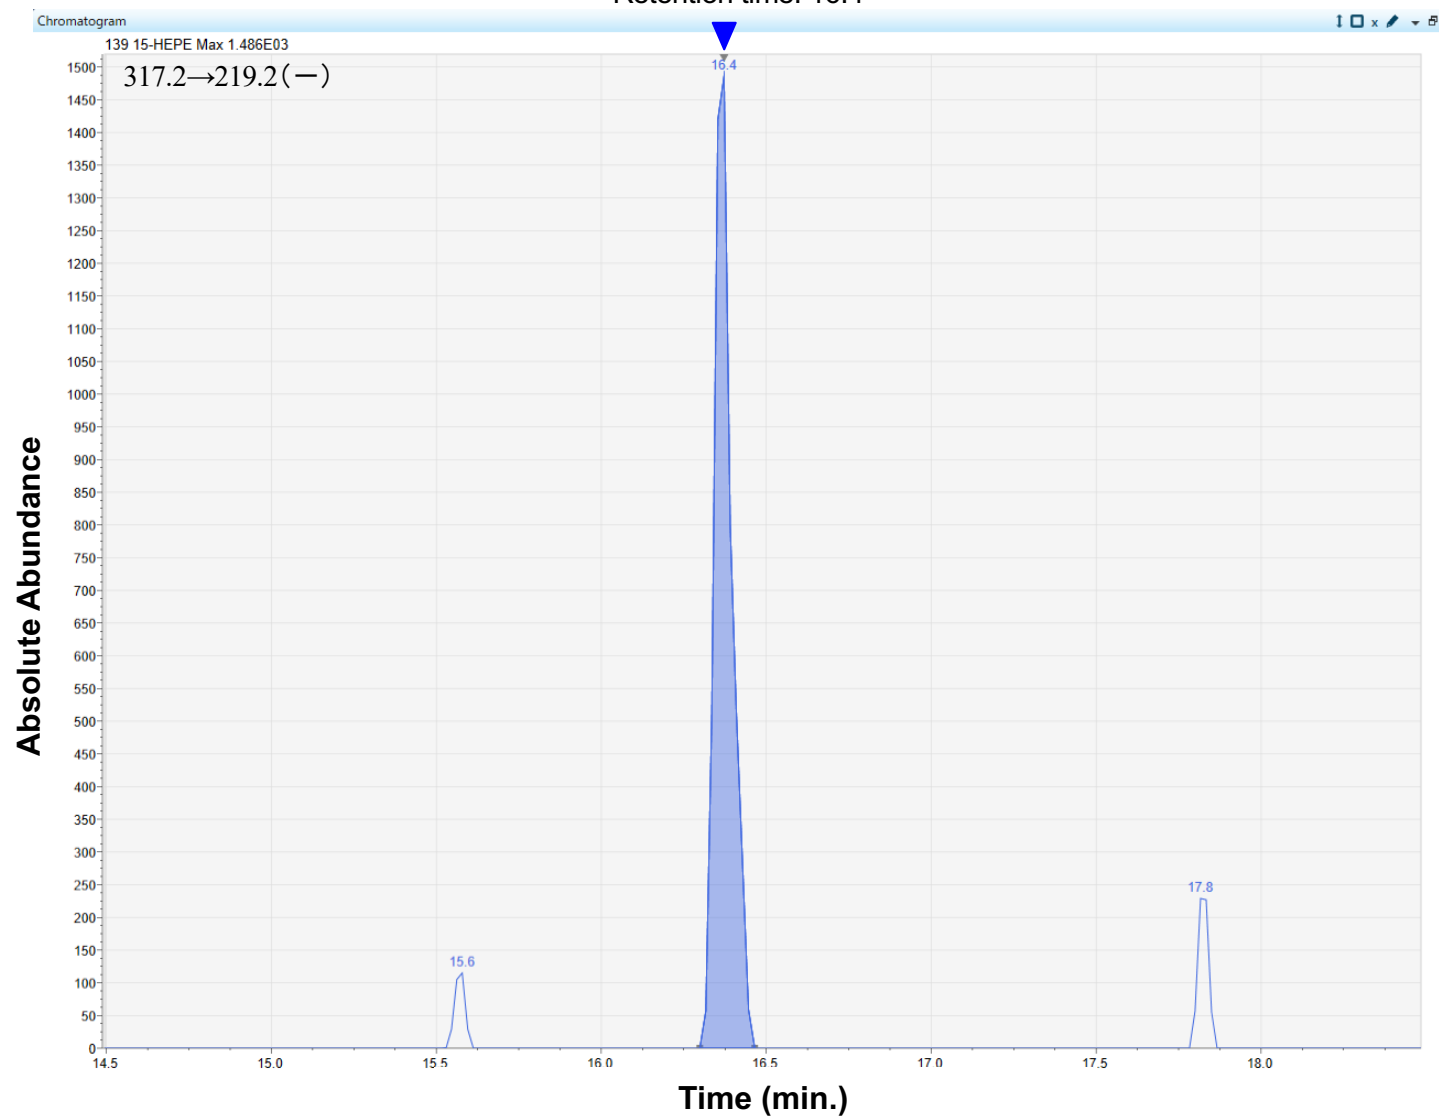

## 147 12-HEPE

Retention time: 16.5

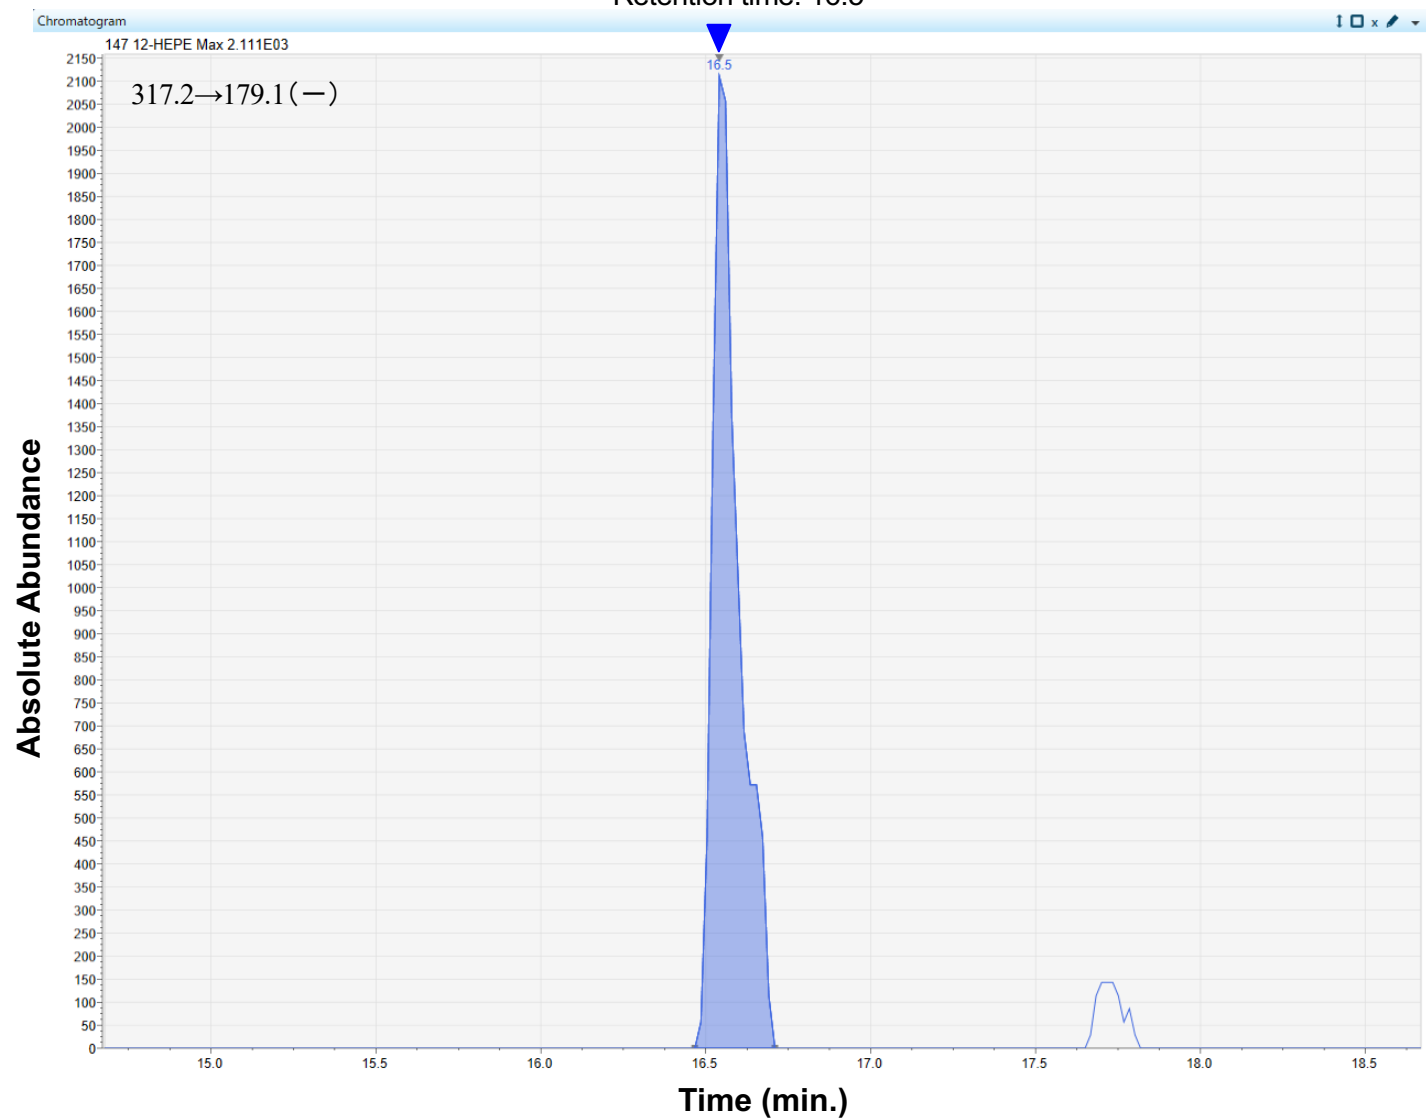

**151 Lyso-PAF**

Retention time: 16.6

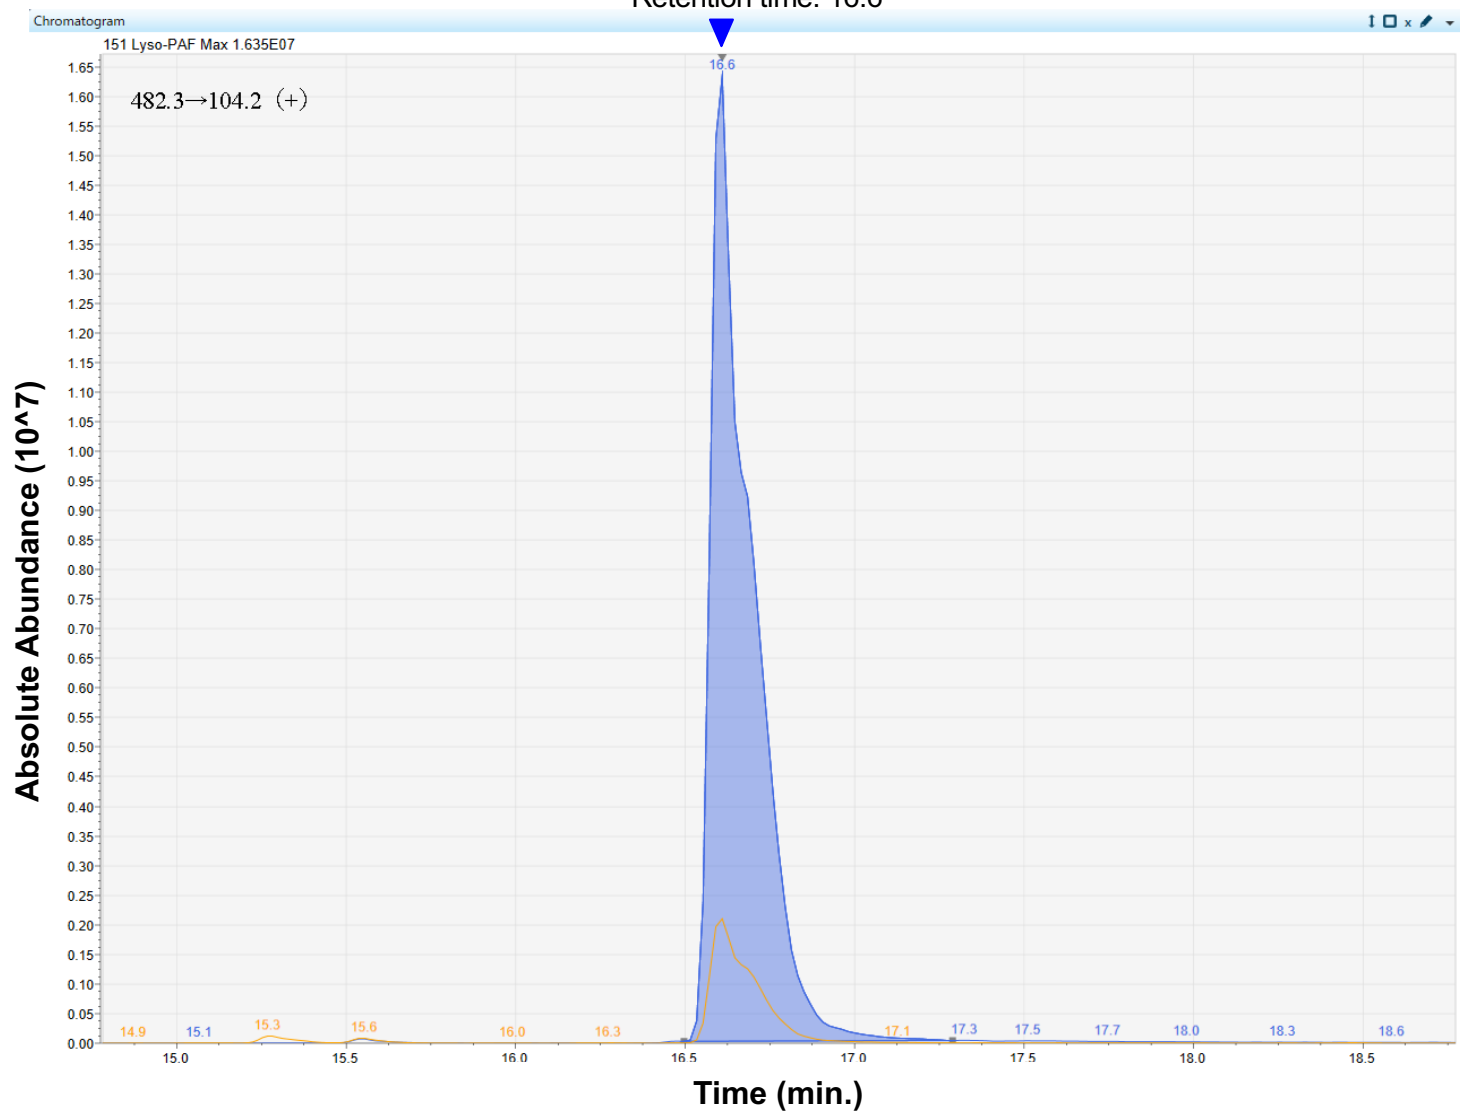

## 153 13-HODE

Retention time: 16.8

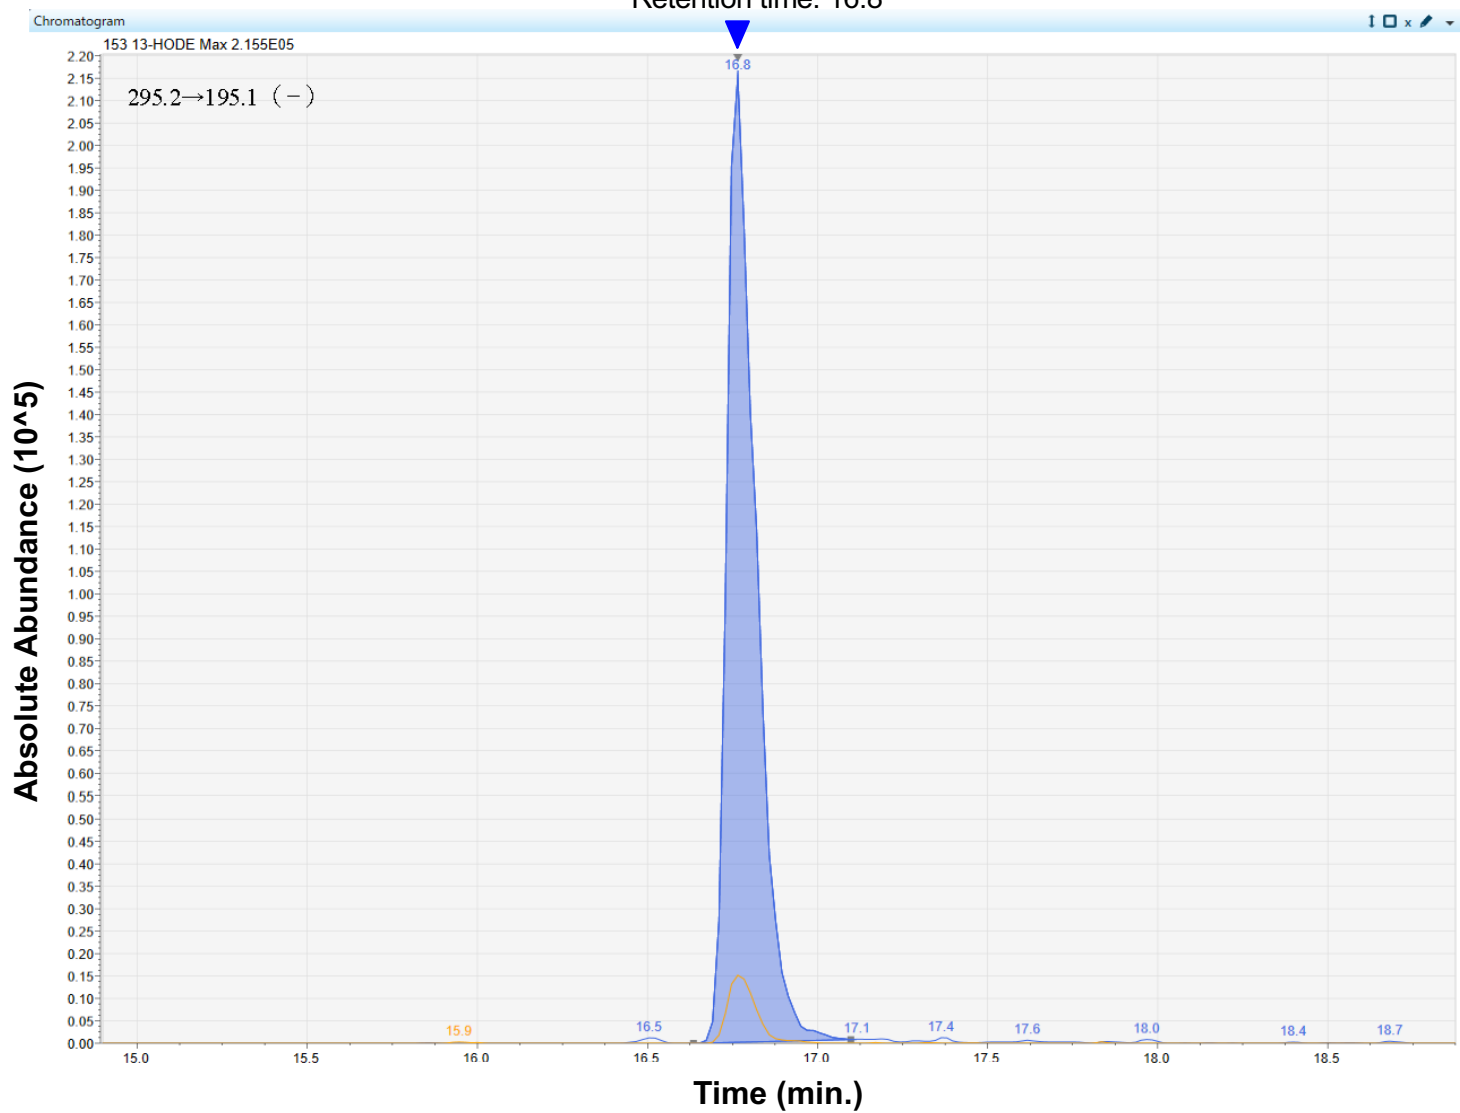

## 154 9-HODE

Retention time: 16.8

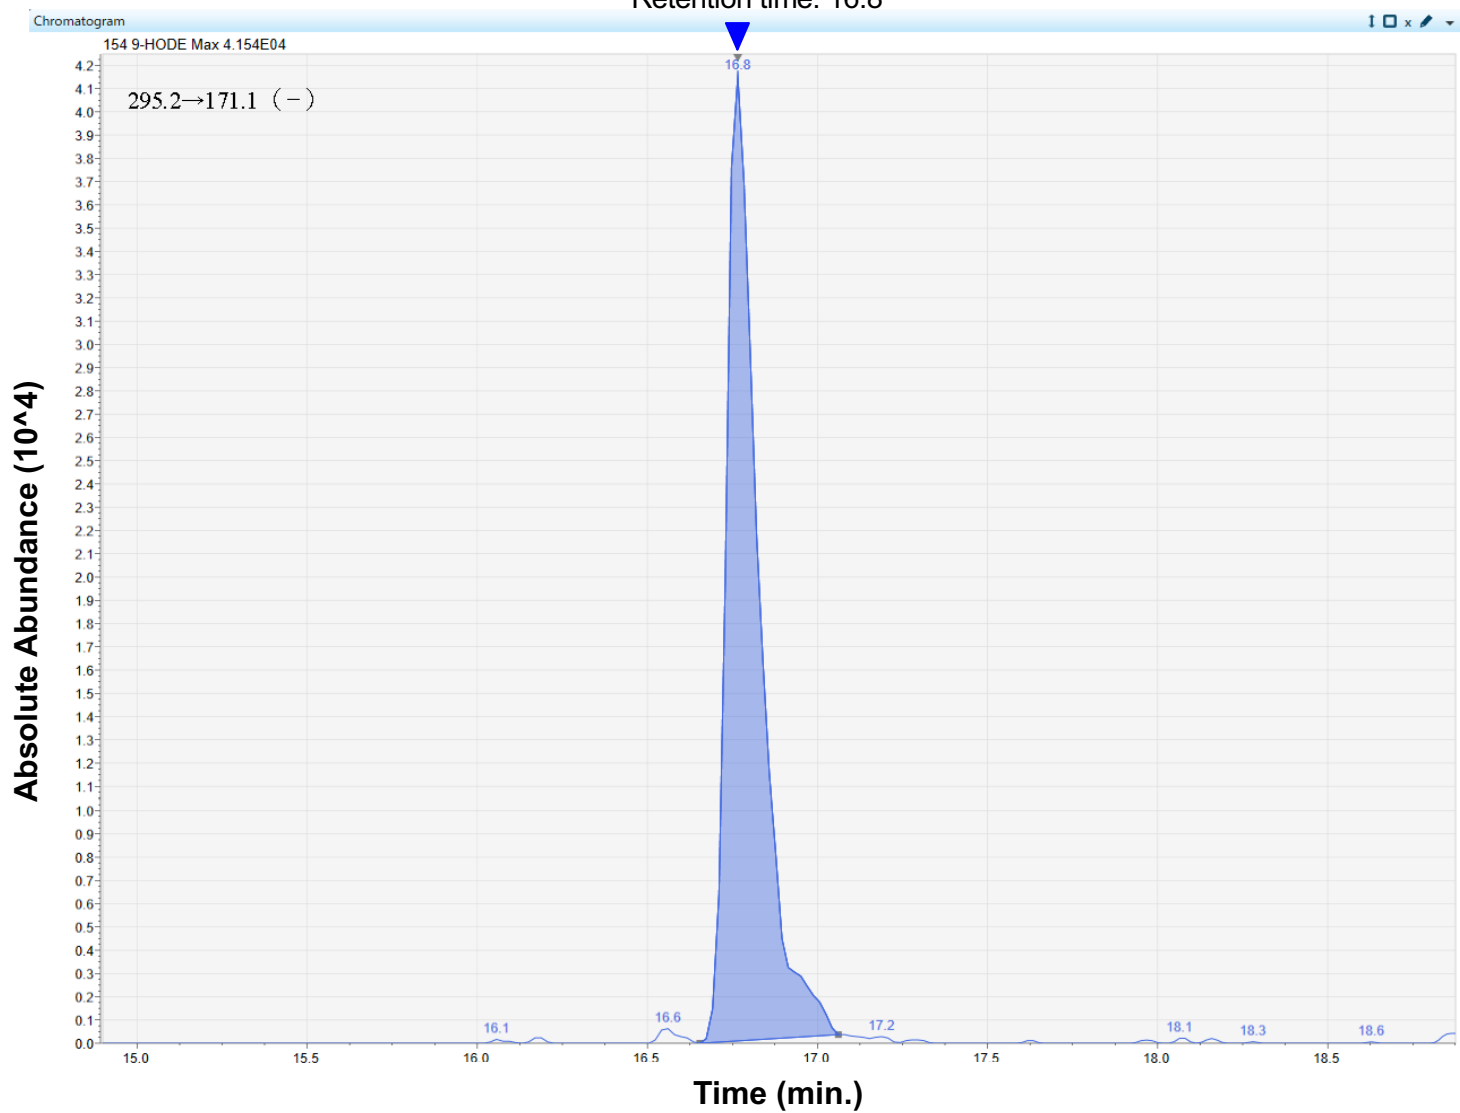

157 15-HETE-*d*<sub>8</sub> (IS)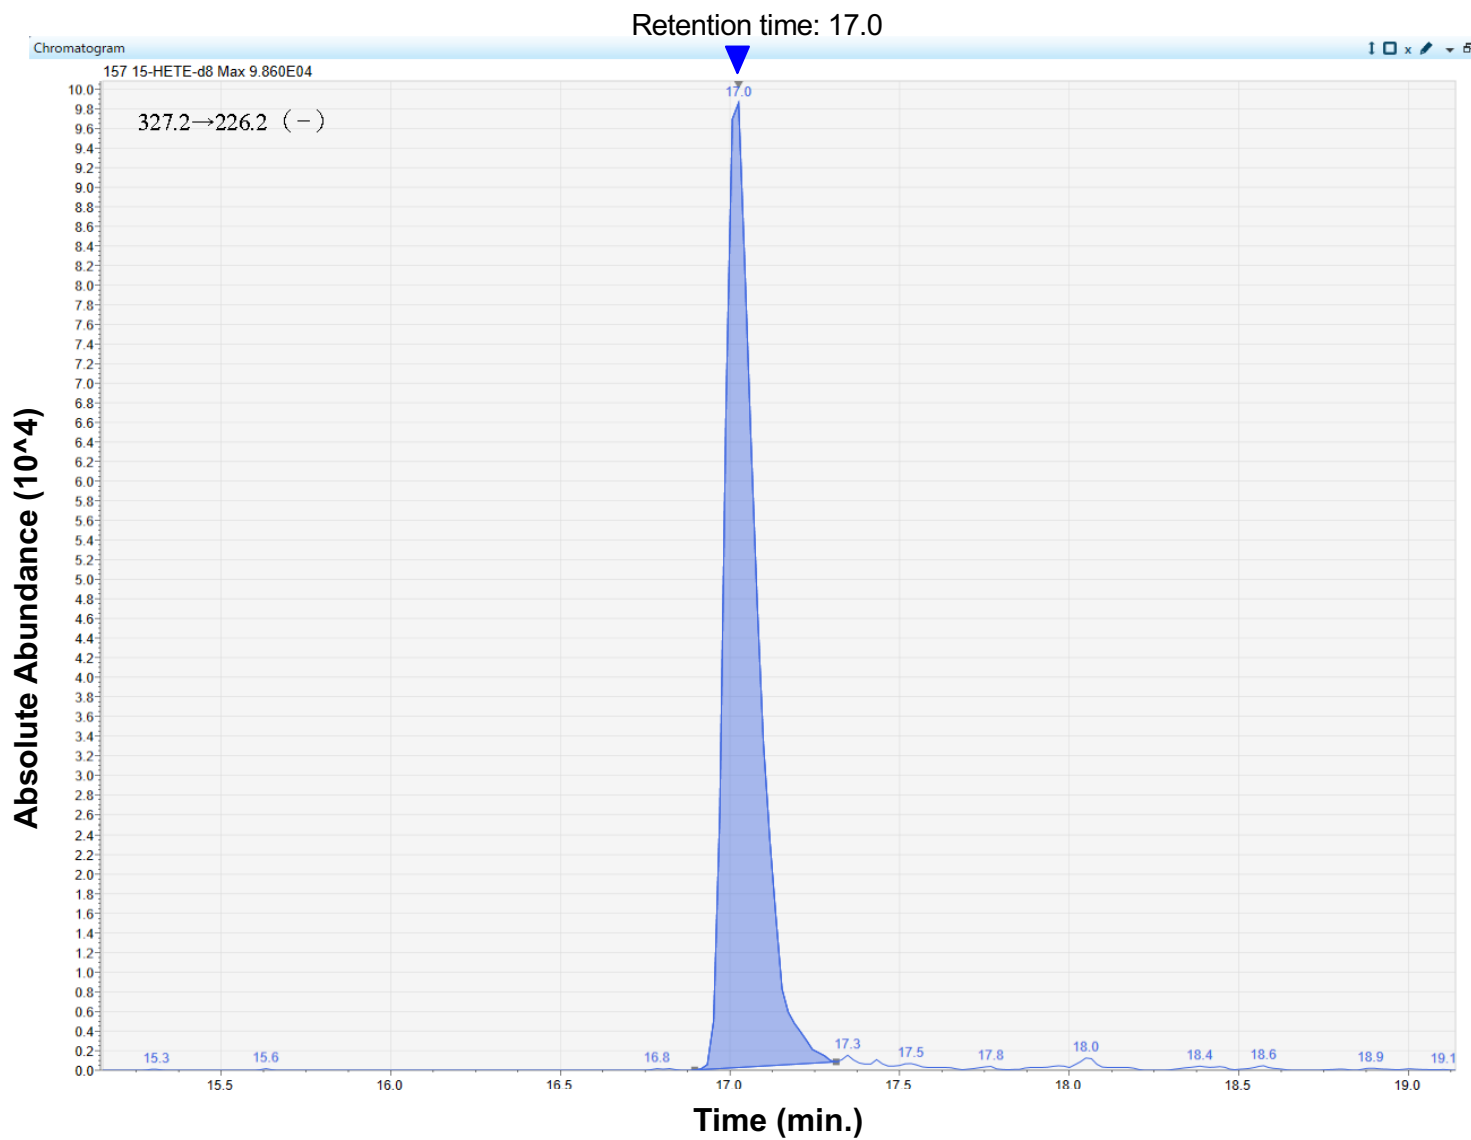

## 159 15-HETE

Retention time: 17.1

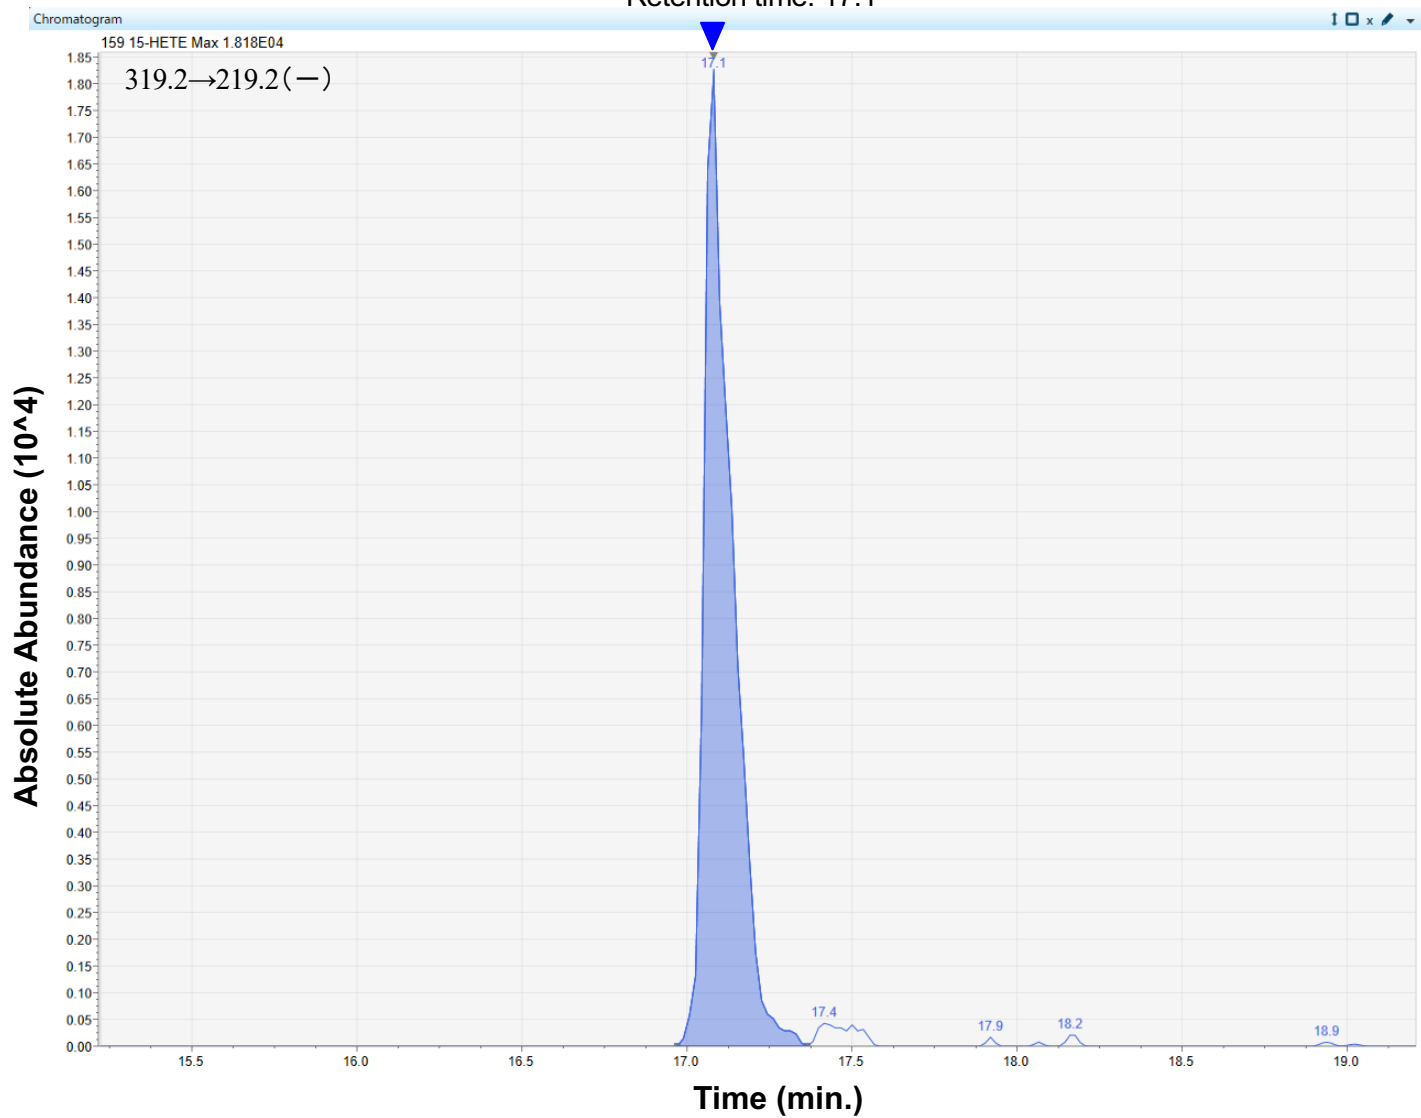

## 162 13-KODE

Retention time: 17.1

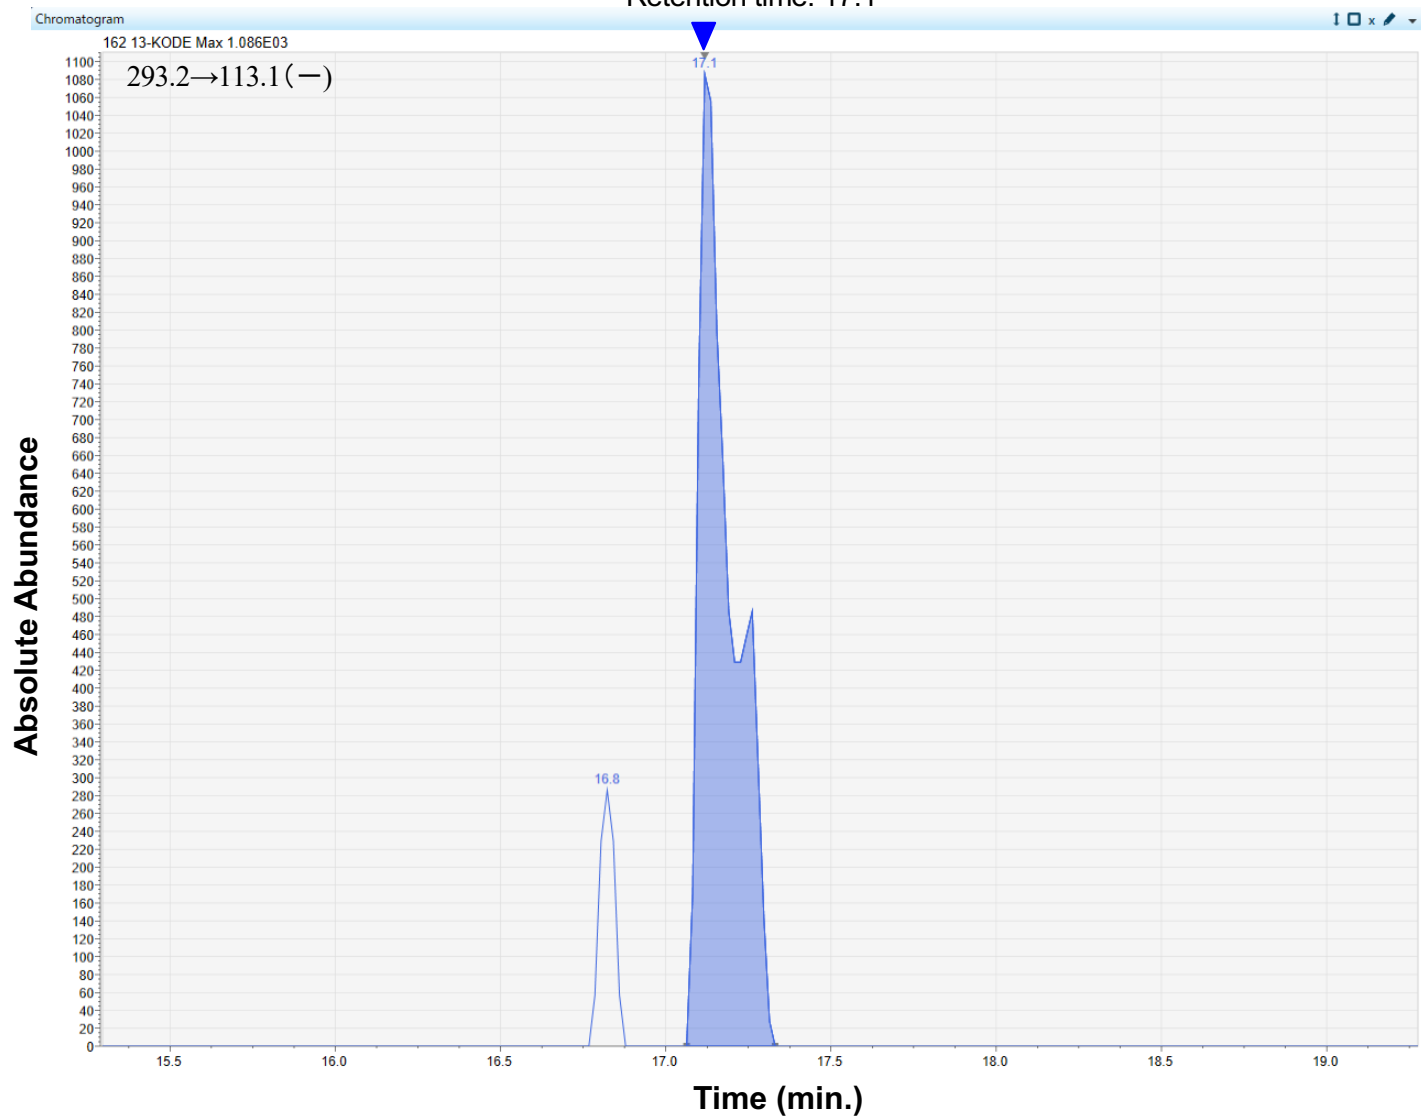

## 164 16-HDHA

Retention time: 17.4

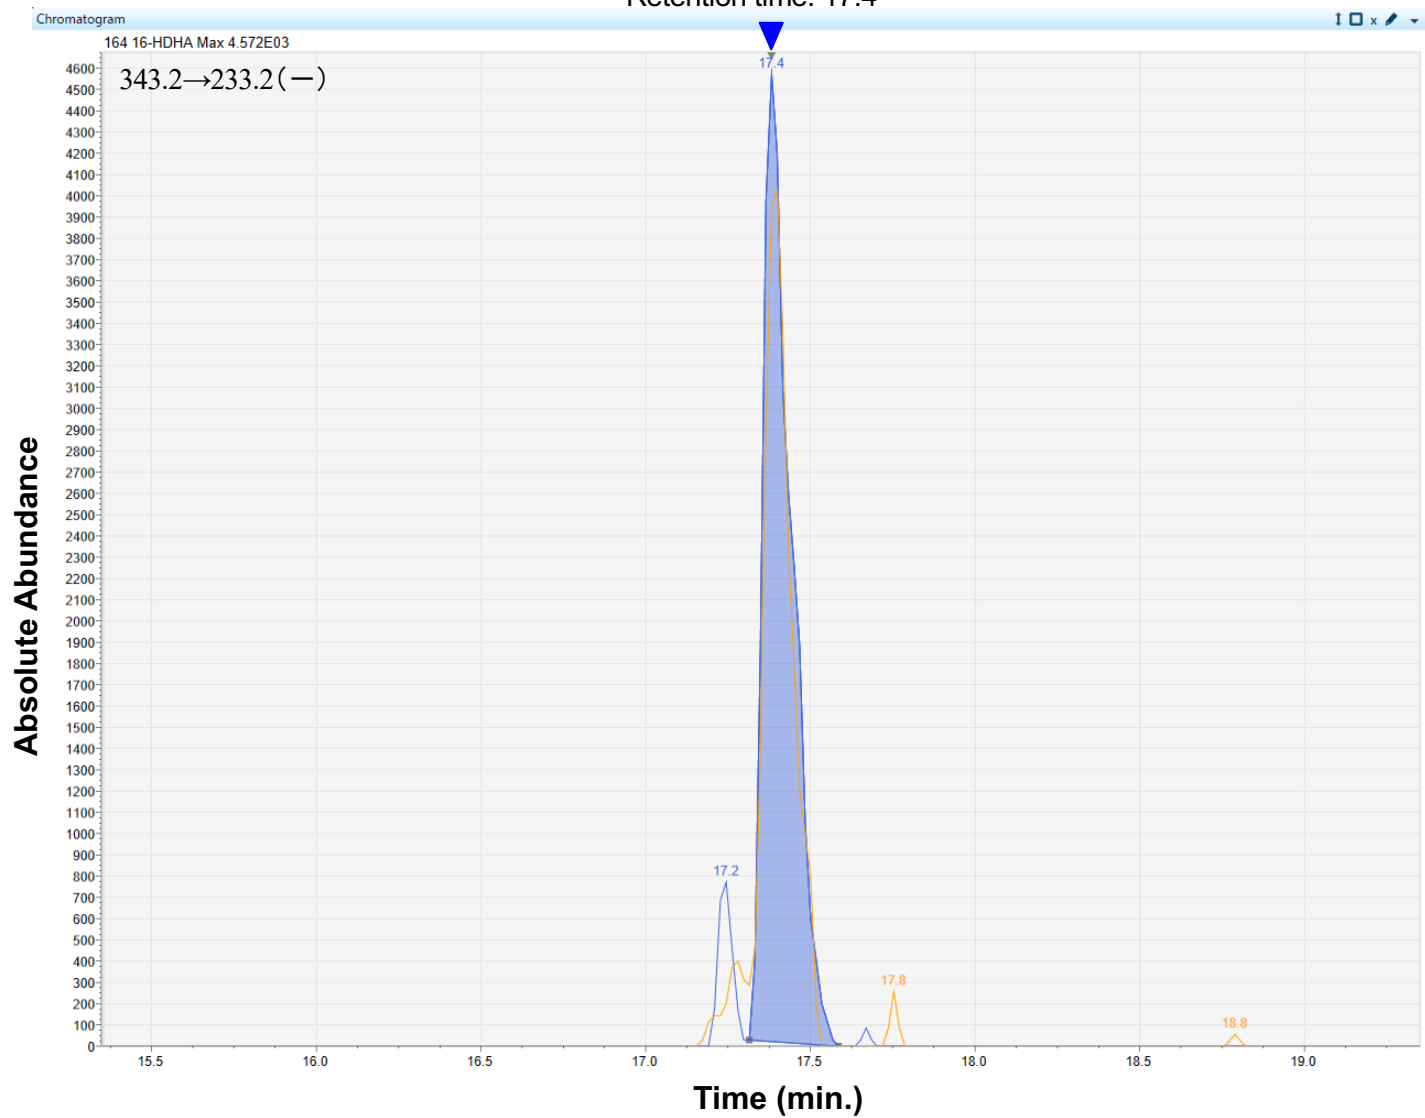

## 165 17-HDHA

Retention time: 17.3

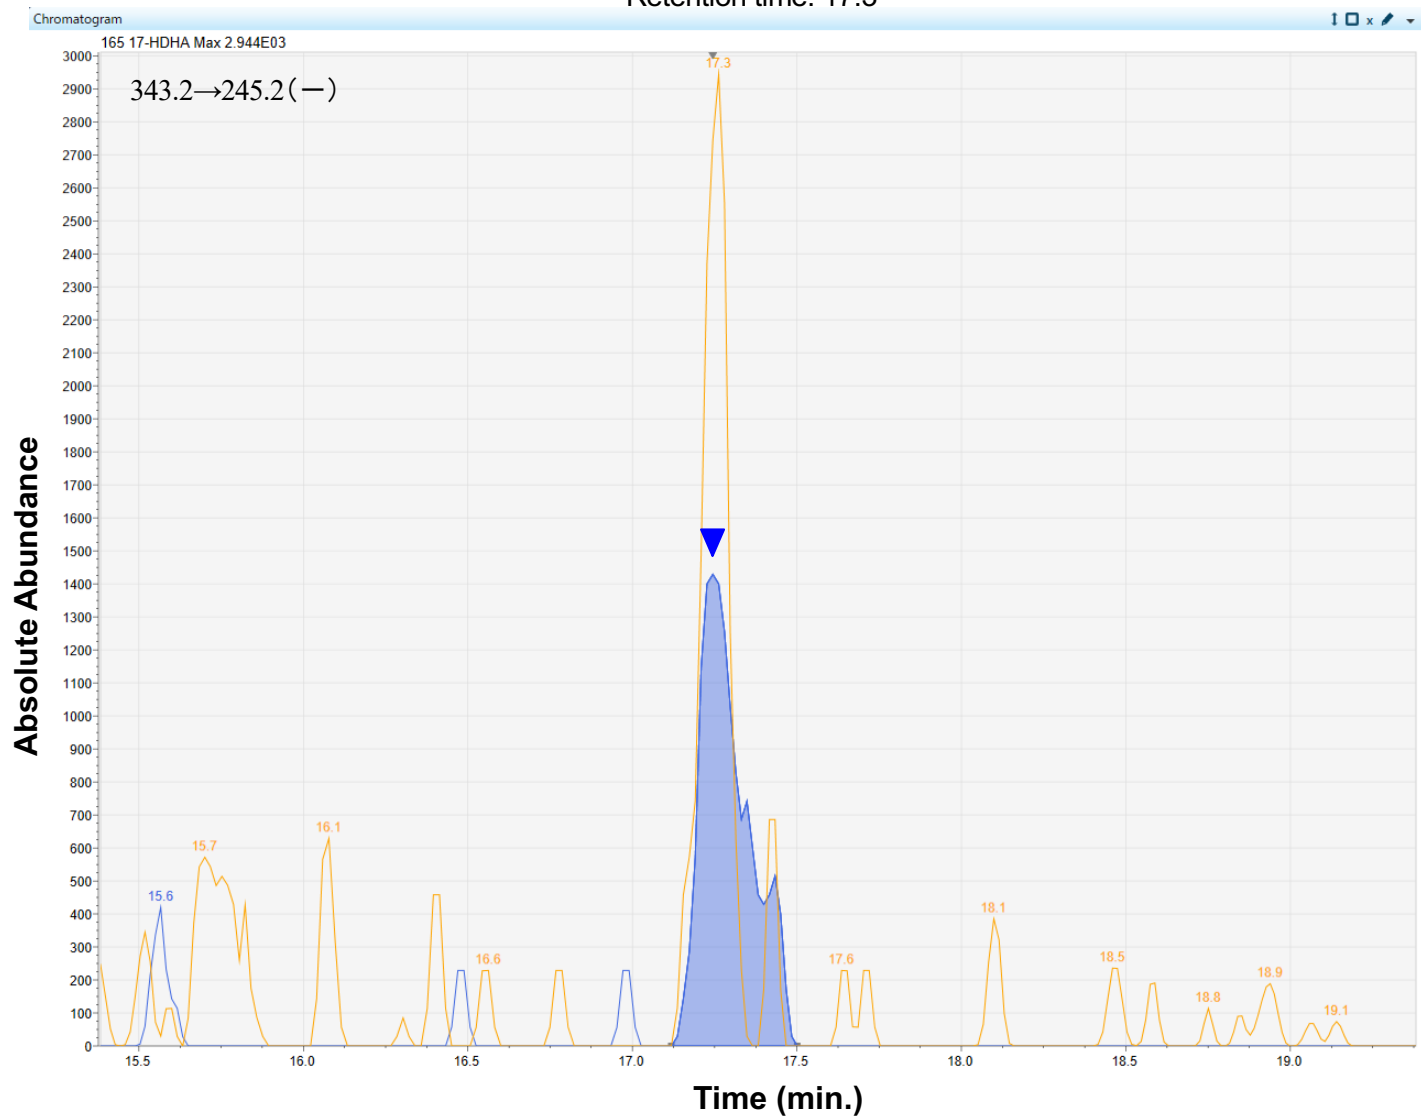

## 166 9-KODE

Retention time: 17.3

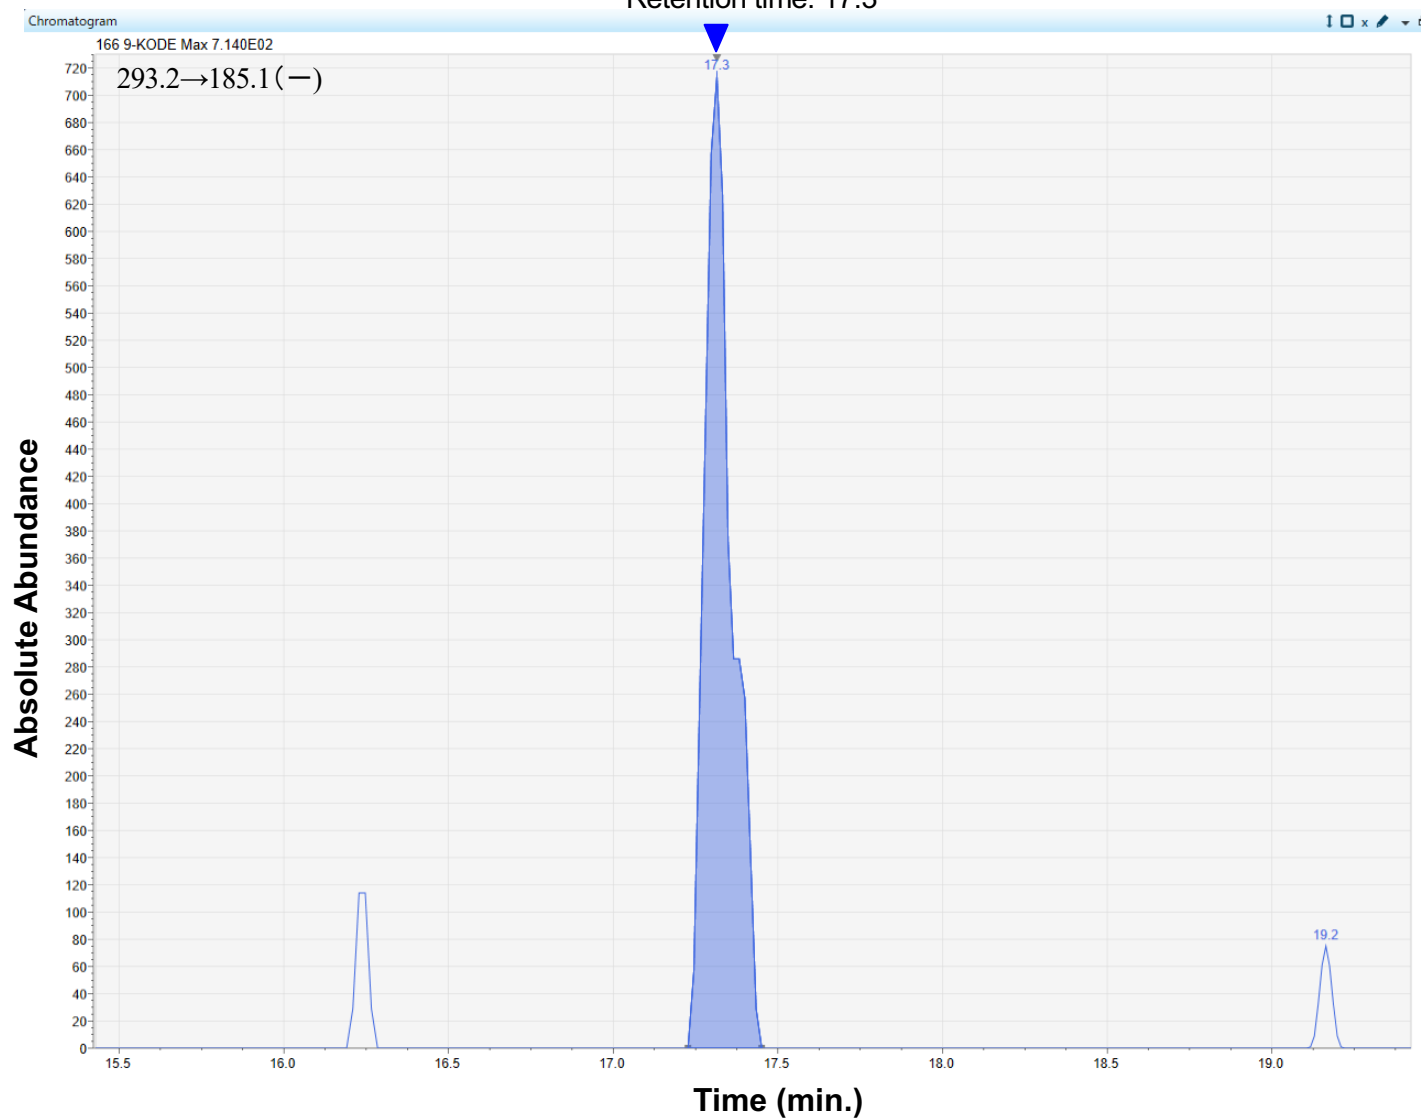

## 167 11-HETE

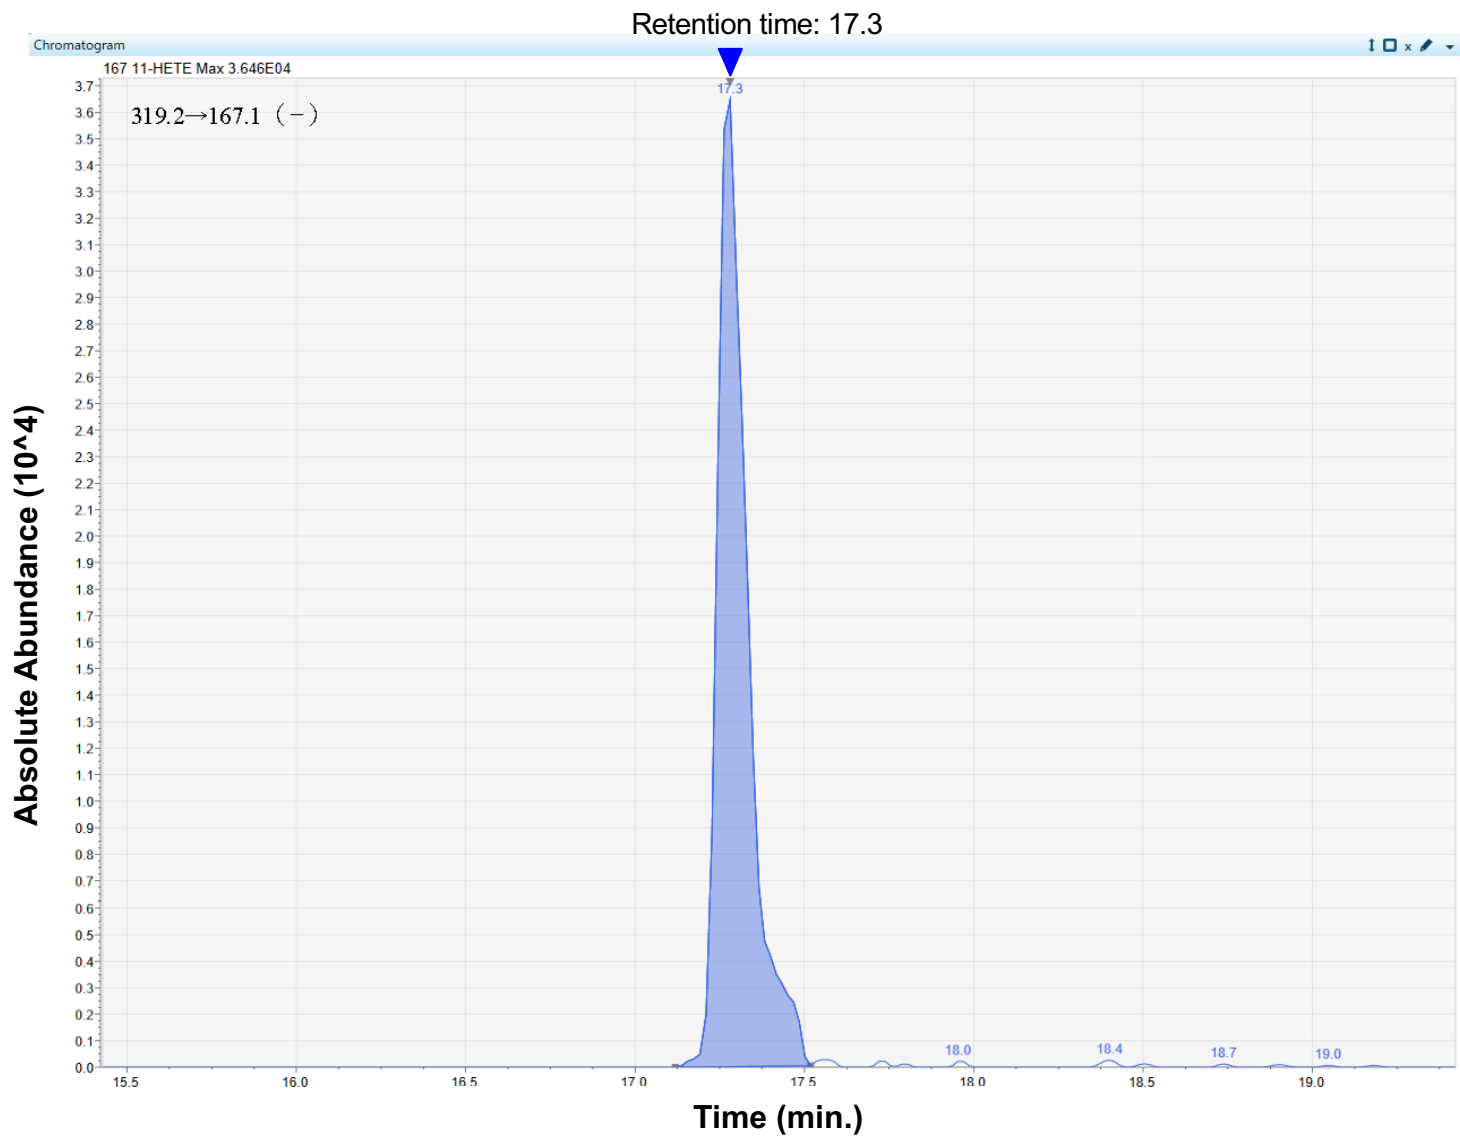

## 169 10-HDHA

Retention time: 17.3

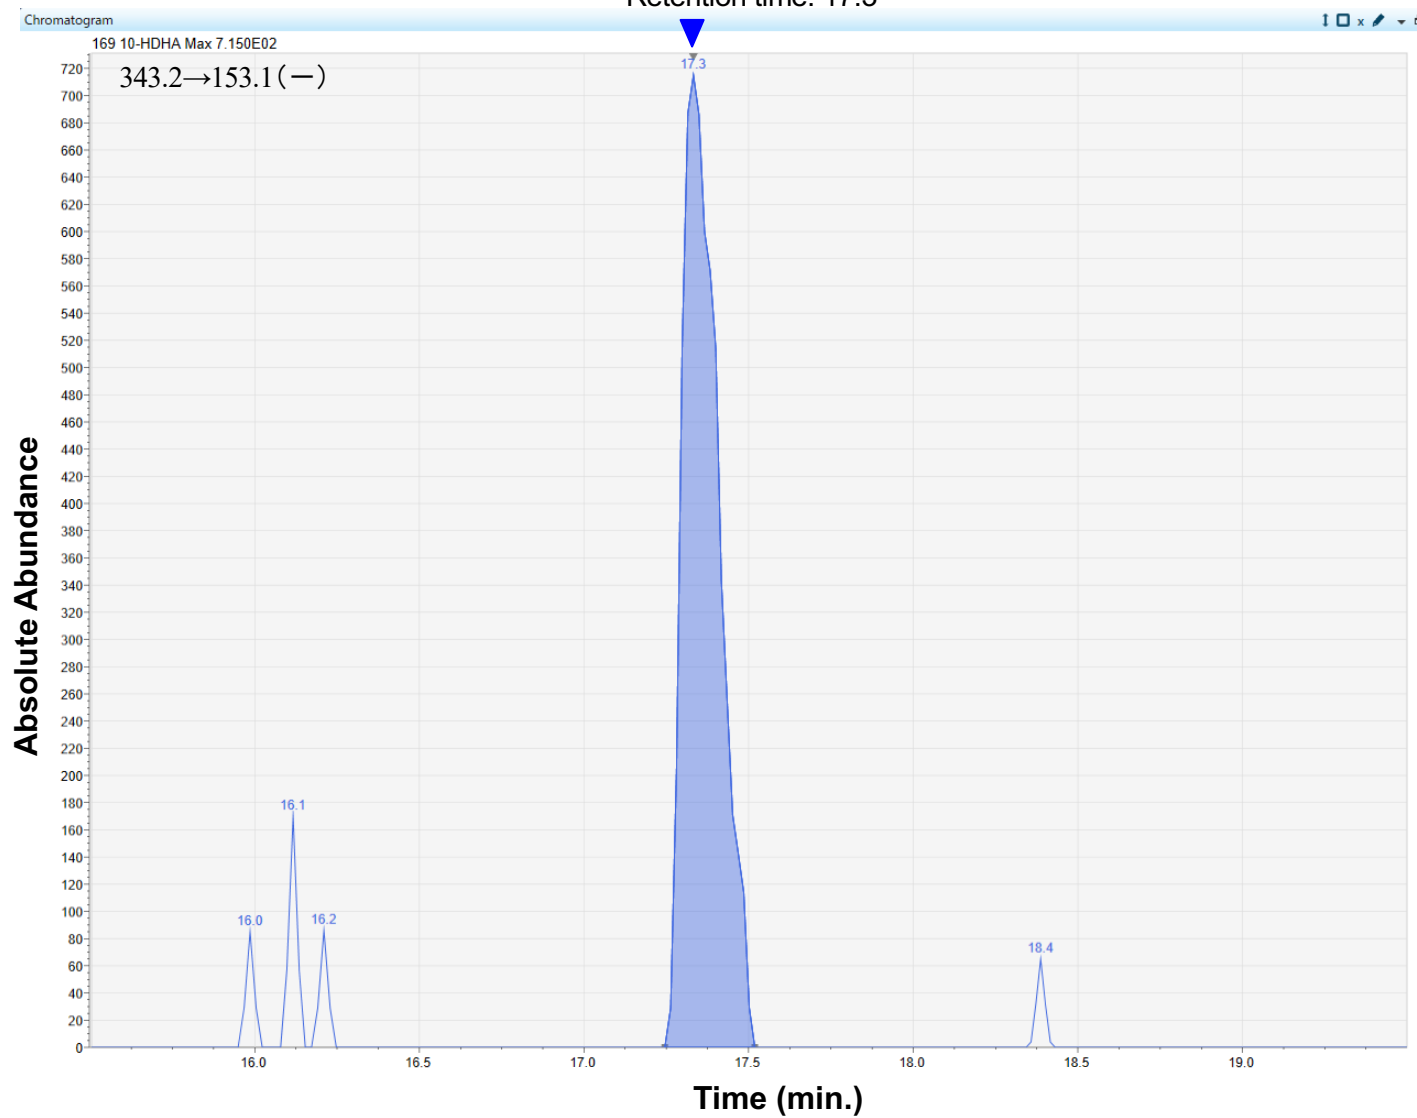

**170 8-HETE**

Retention time: 17.4

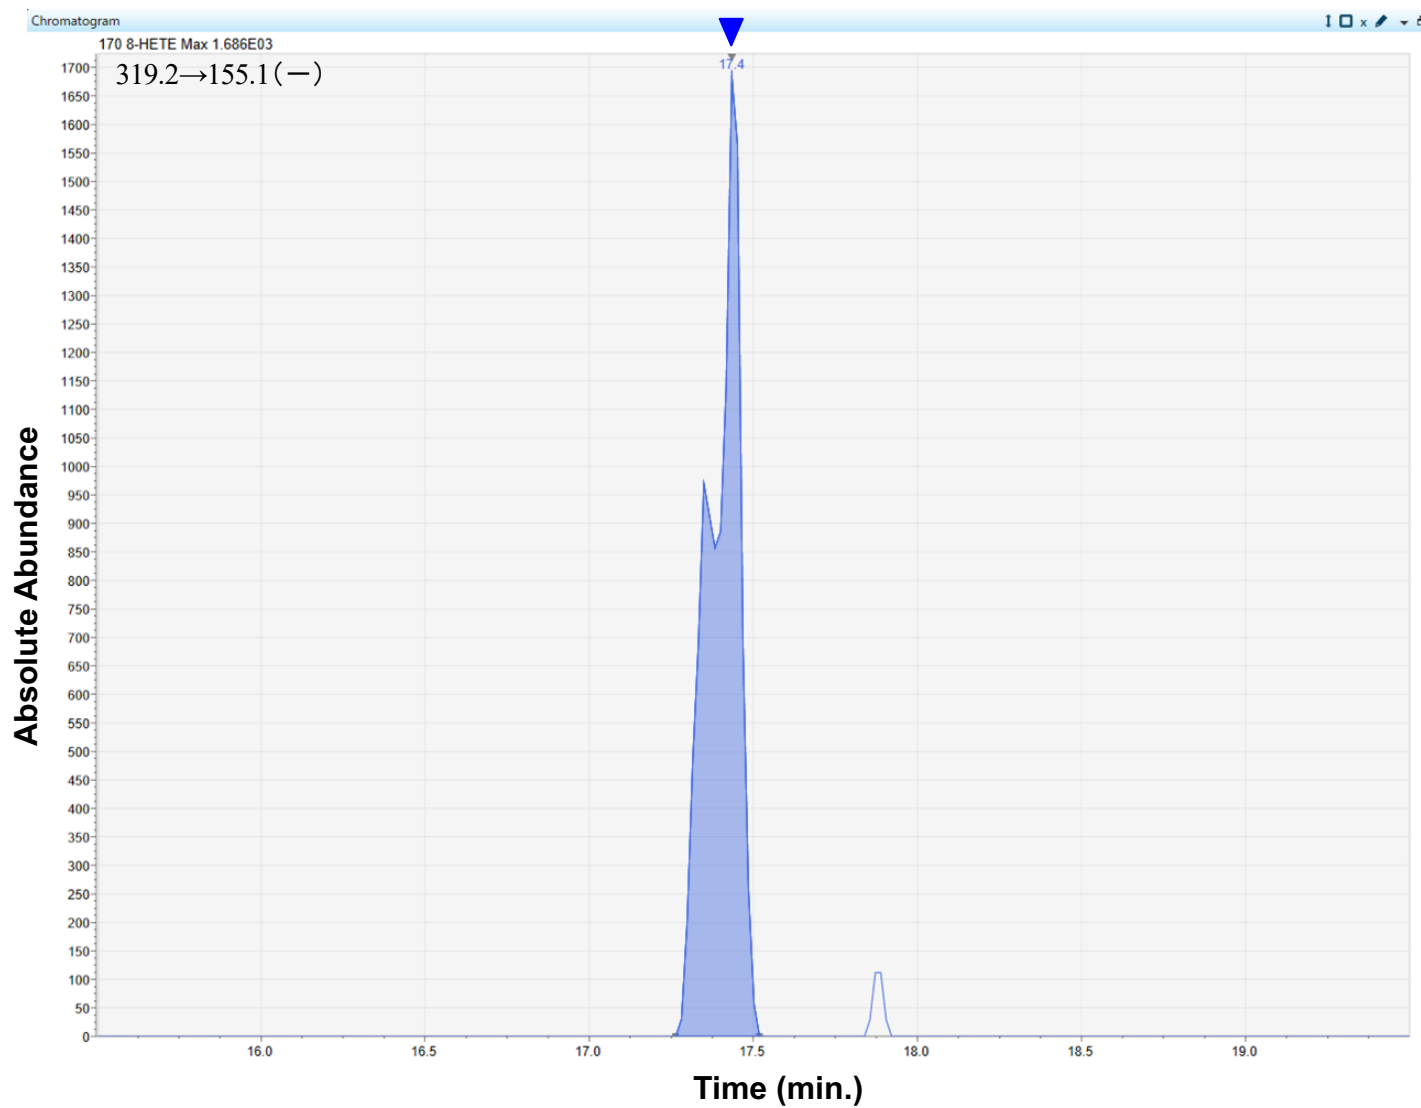

171 12-HETE-*d*<sub>8</sub> (IS)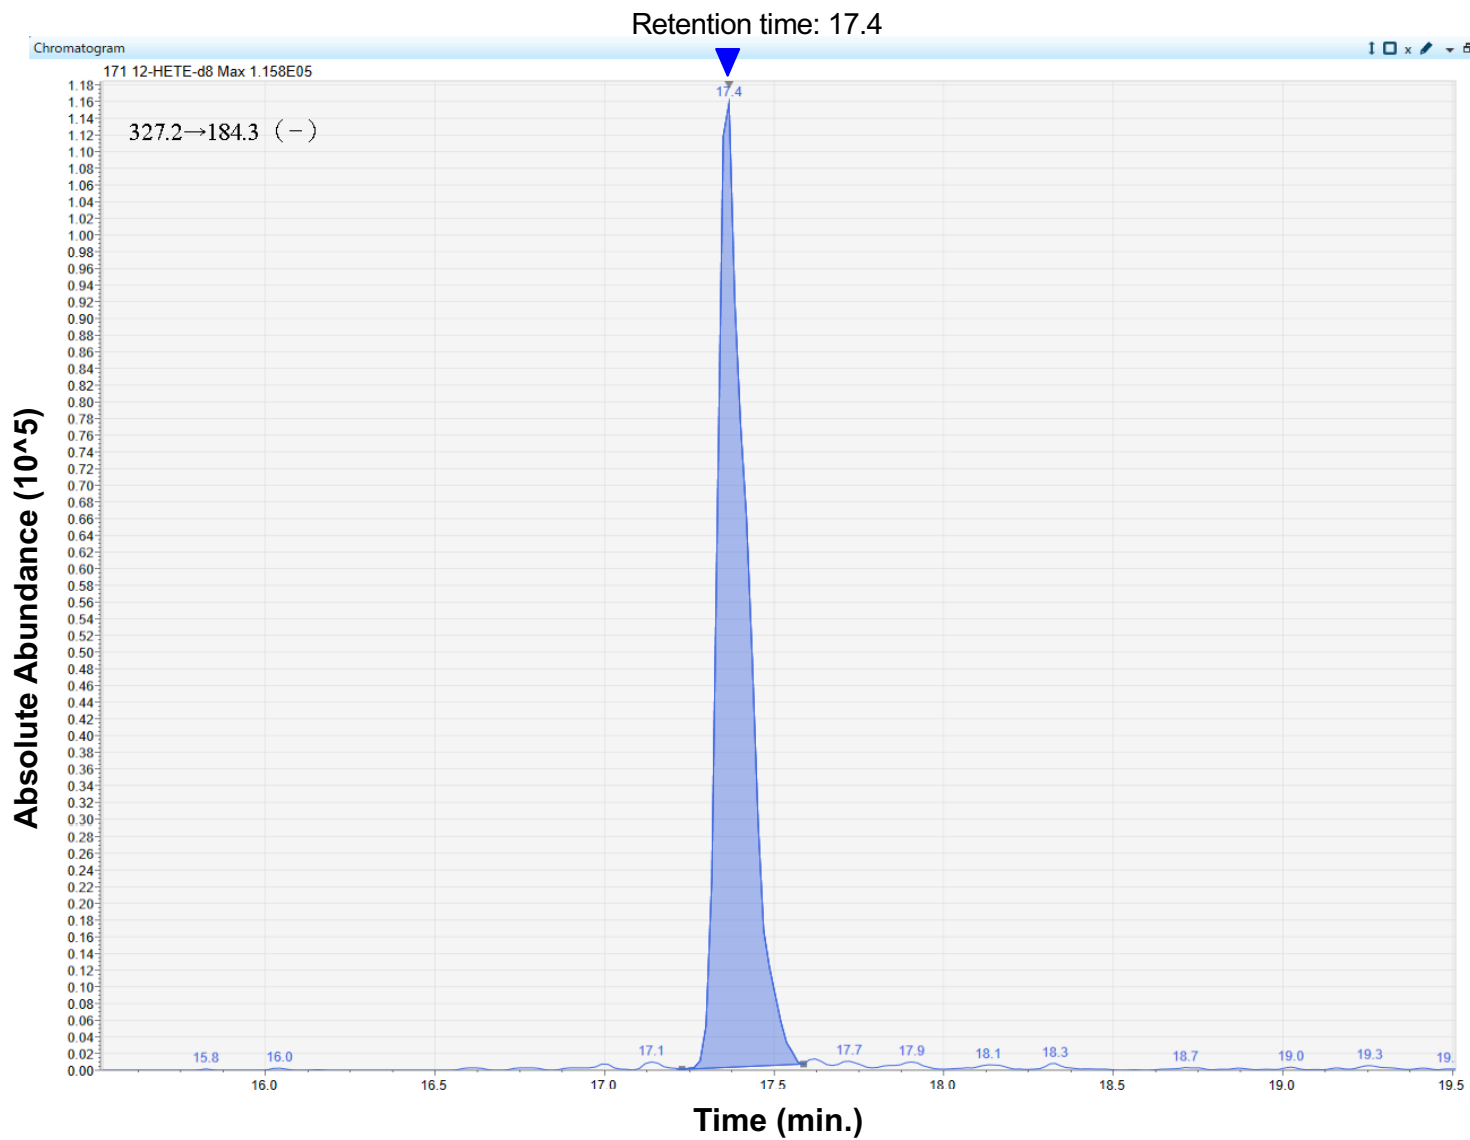

**172 14-HDHA**

Retention time: 17.4

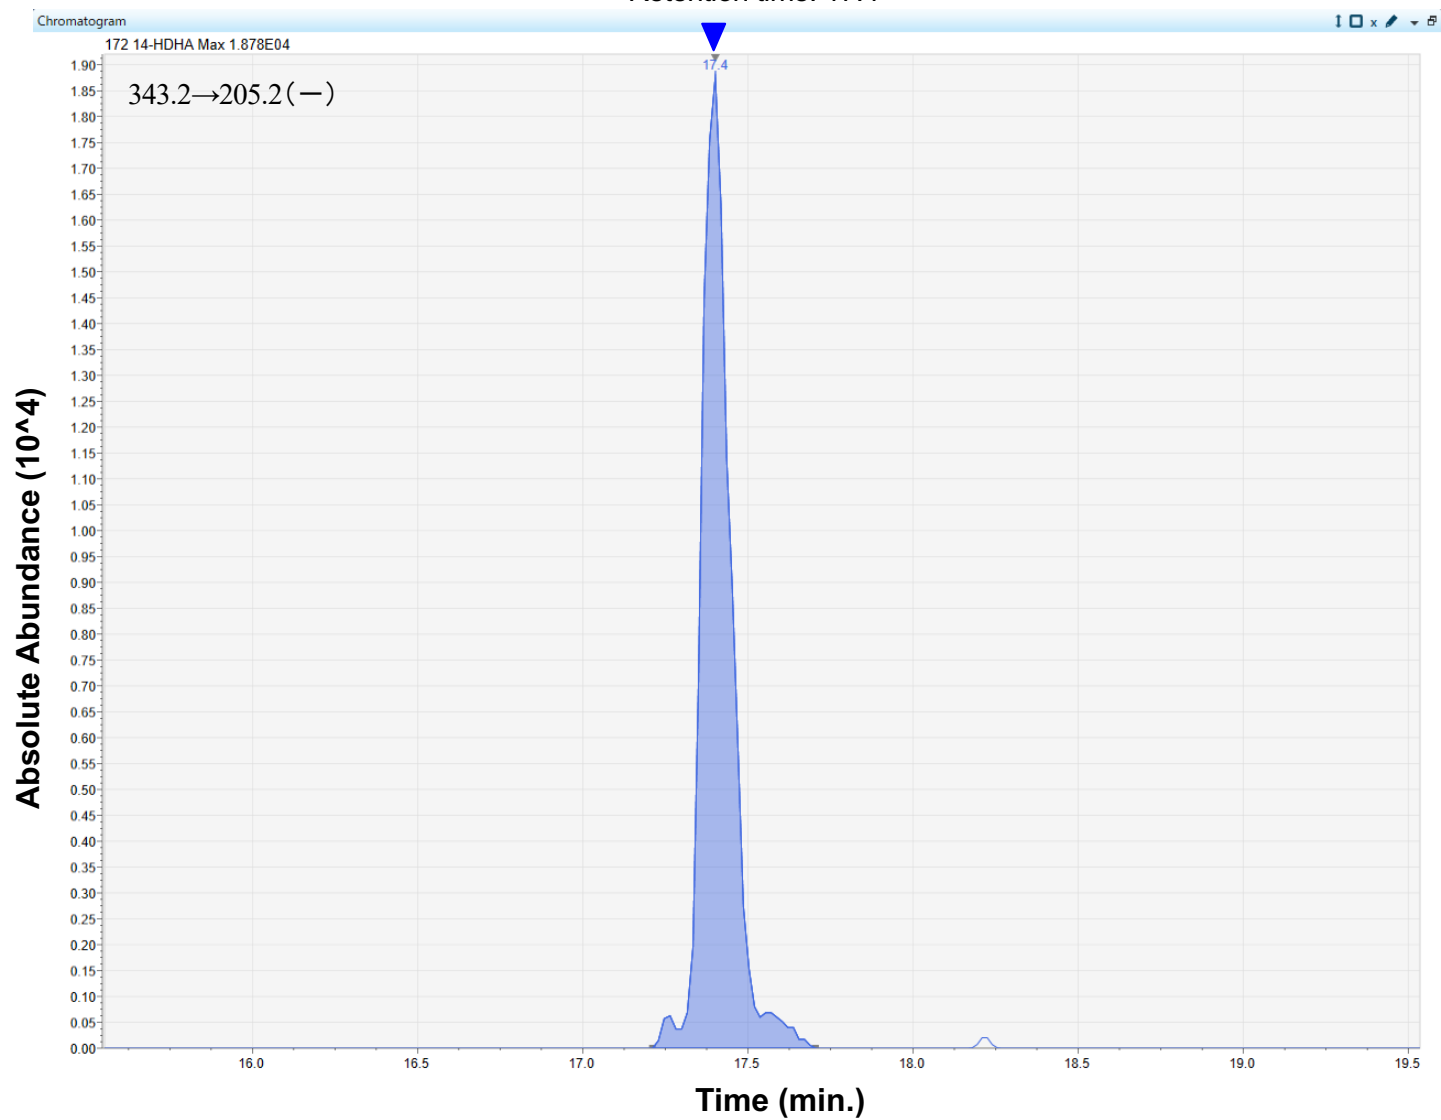

## 176 12-HETE

Retention time: 17.4

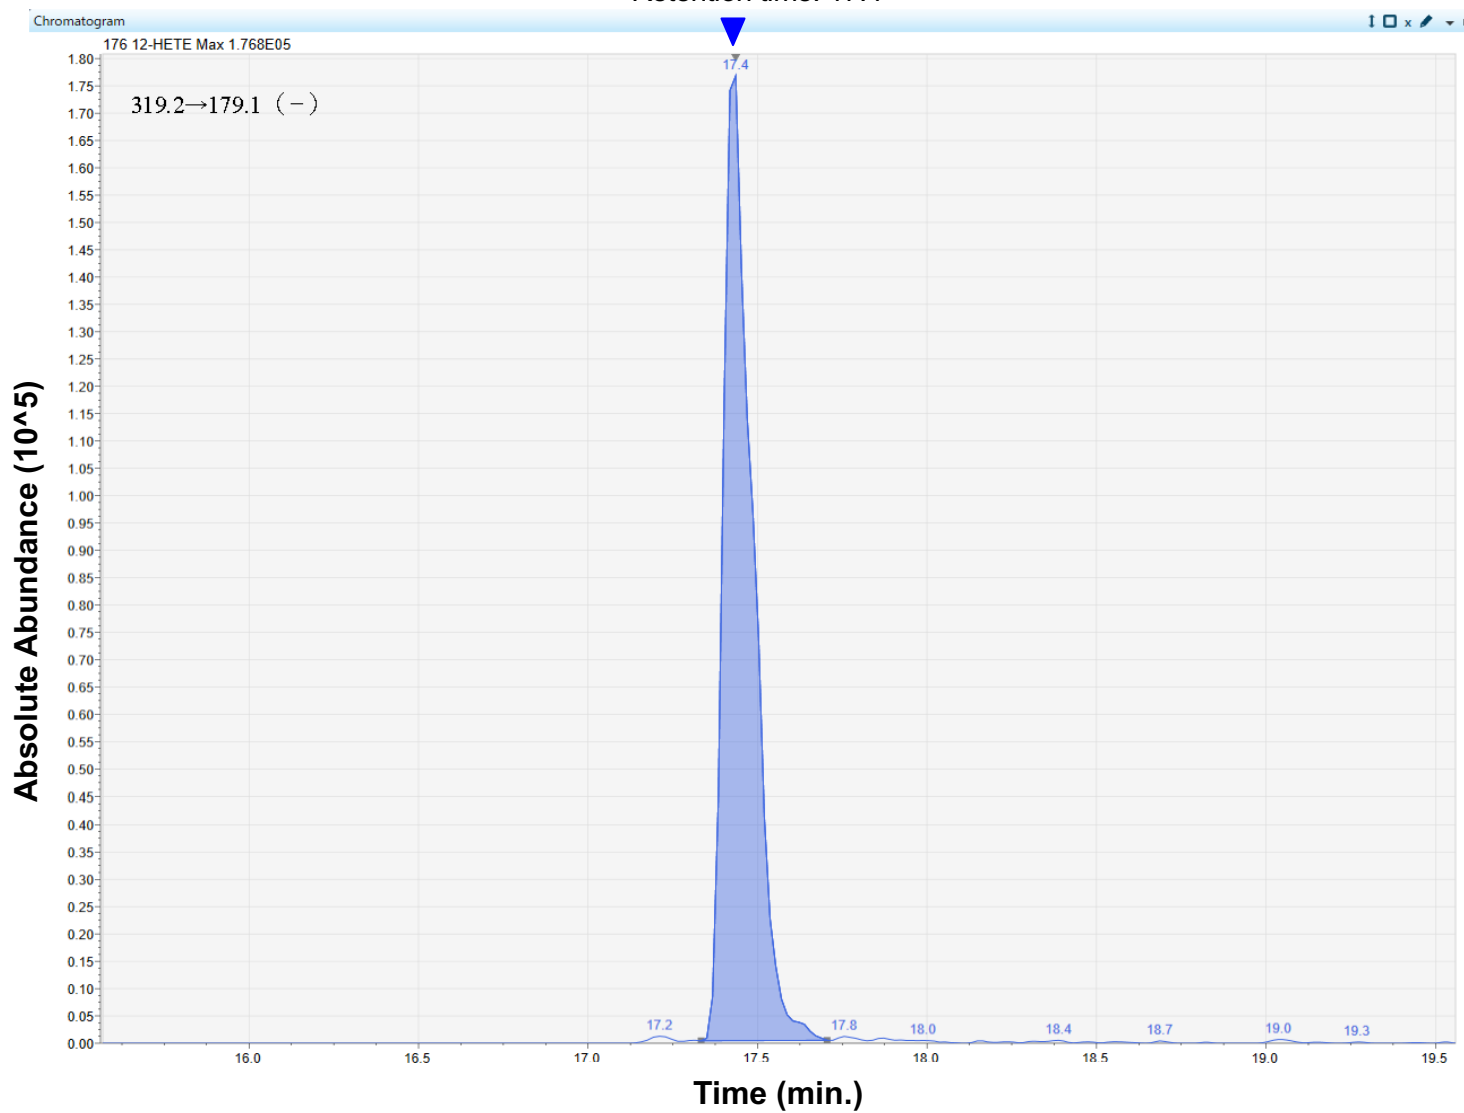

180 5-HETE- $d_8$  (IS)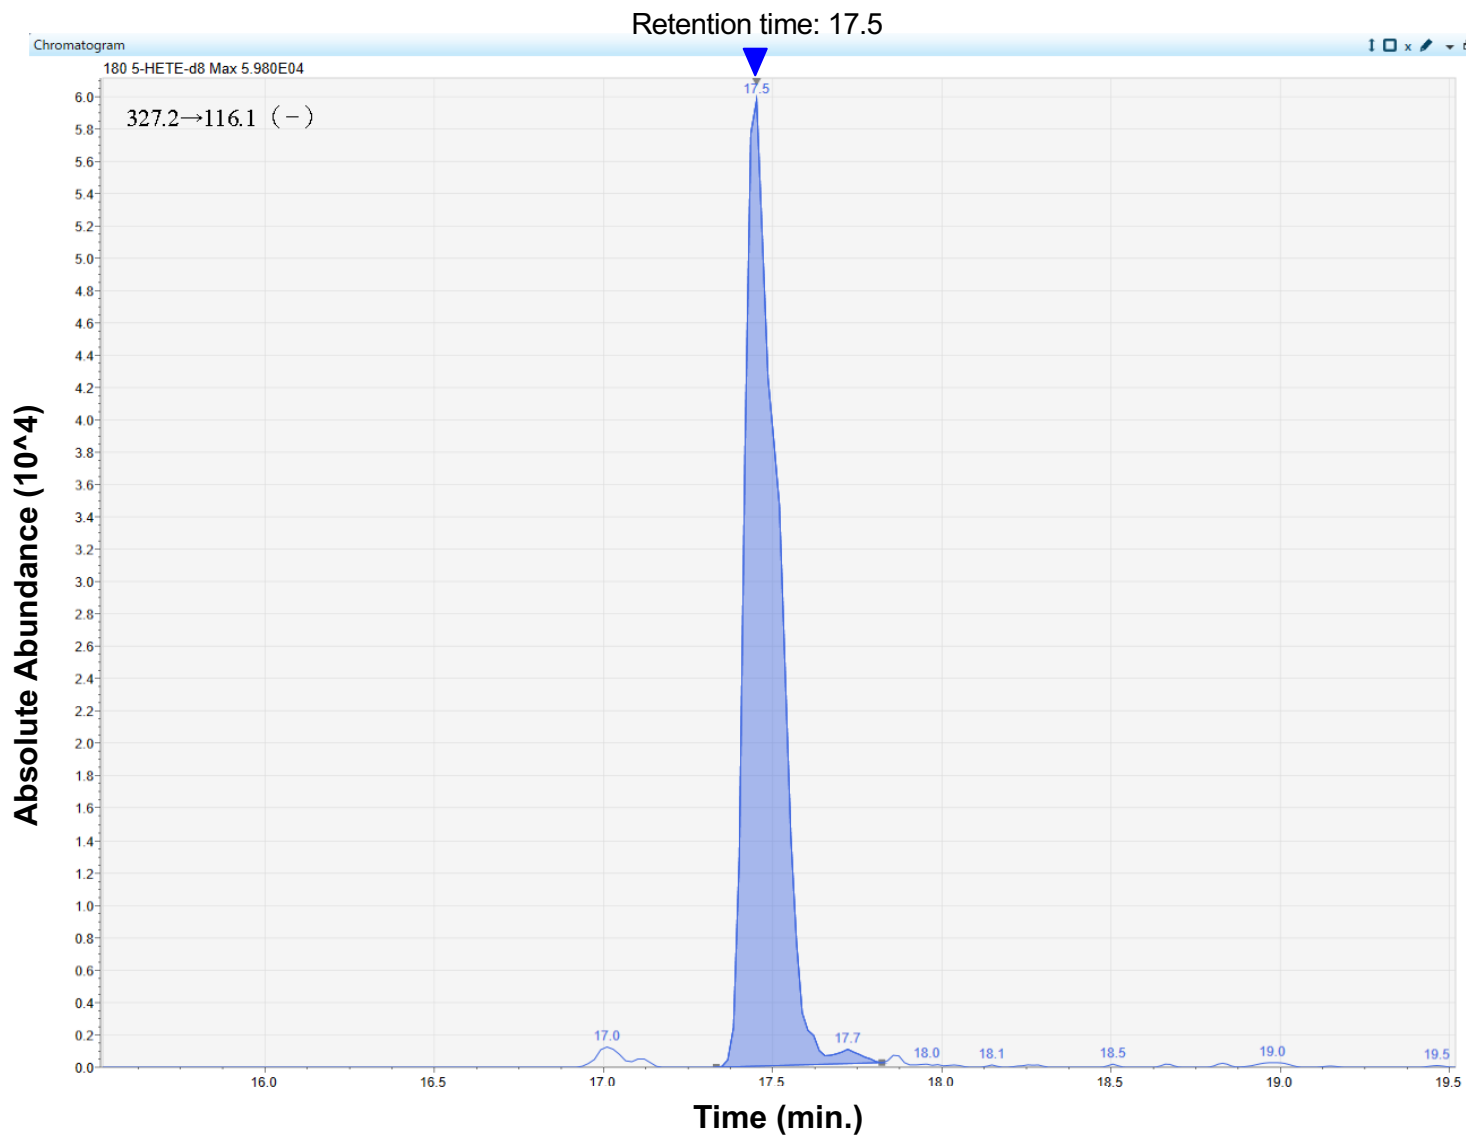

**181 8-HDHA**

Retention time: 17.4

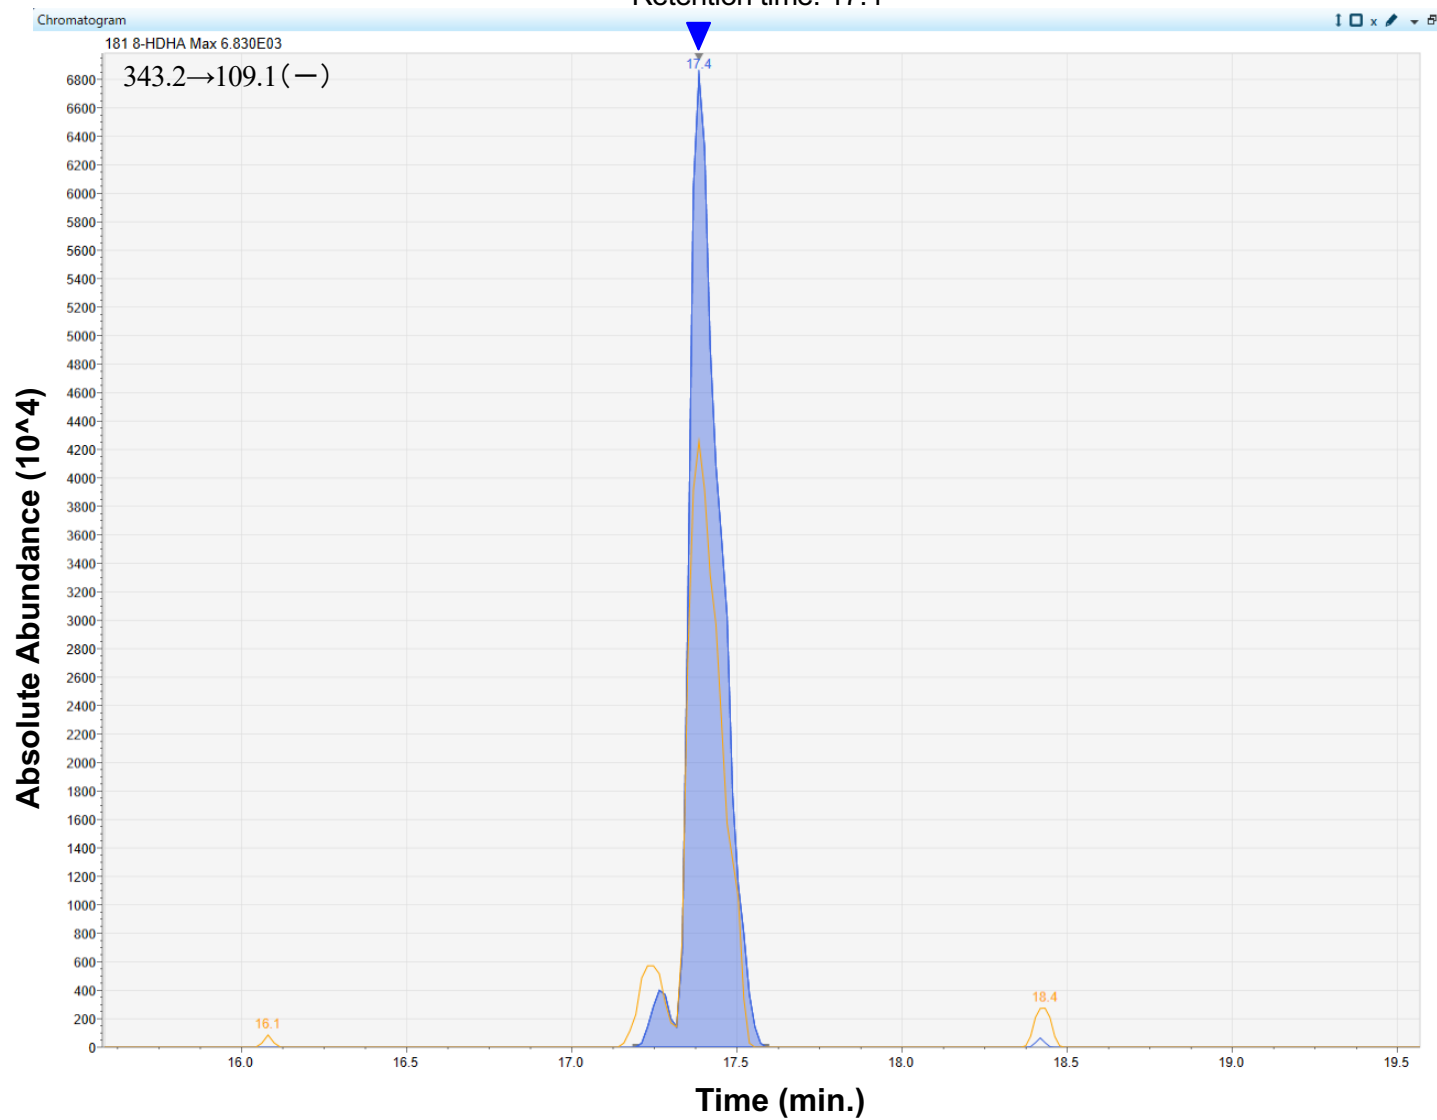

**182 5-HETE**

Retention time: 17.5

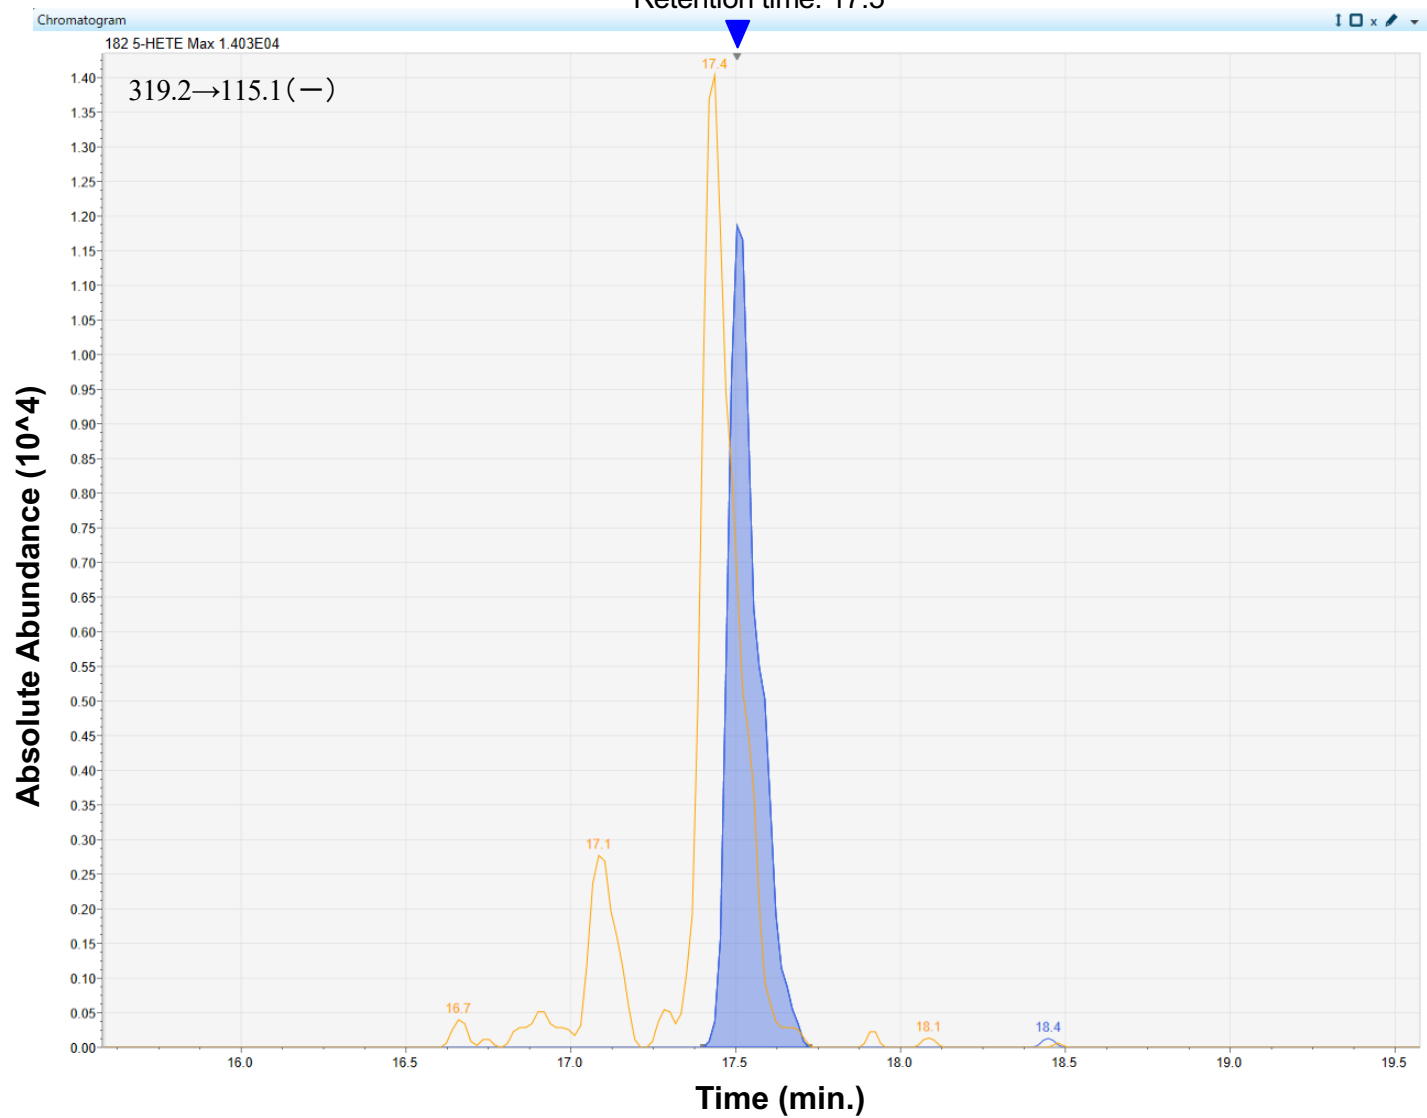

**184 15-HETrE**

Retention time: 17.6

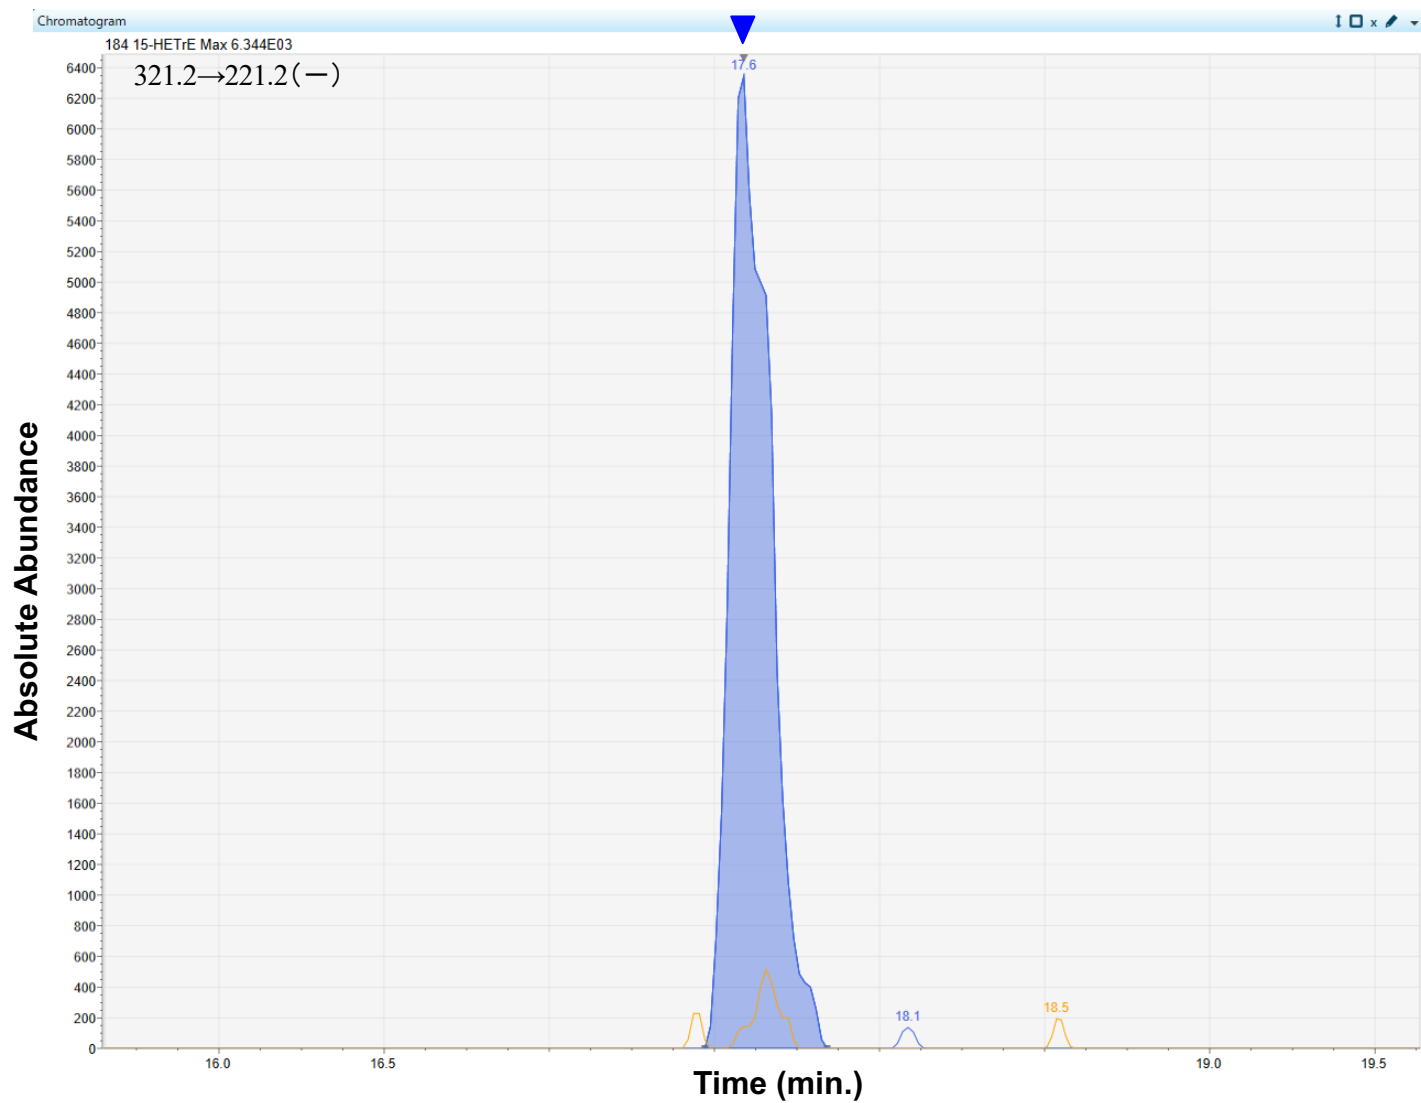

185 PAF-*d*<sub>4</sub> (IS)

Retention time: 17.6

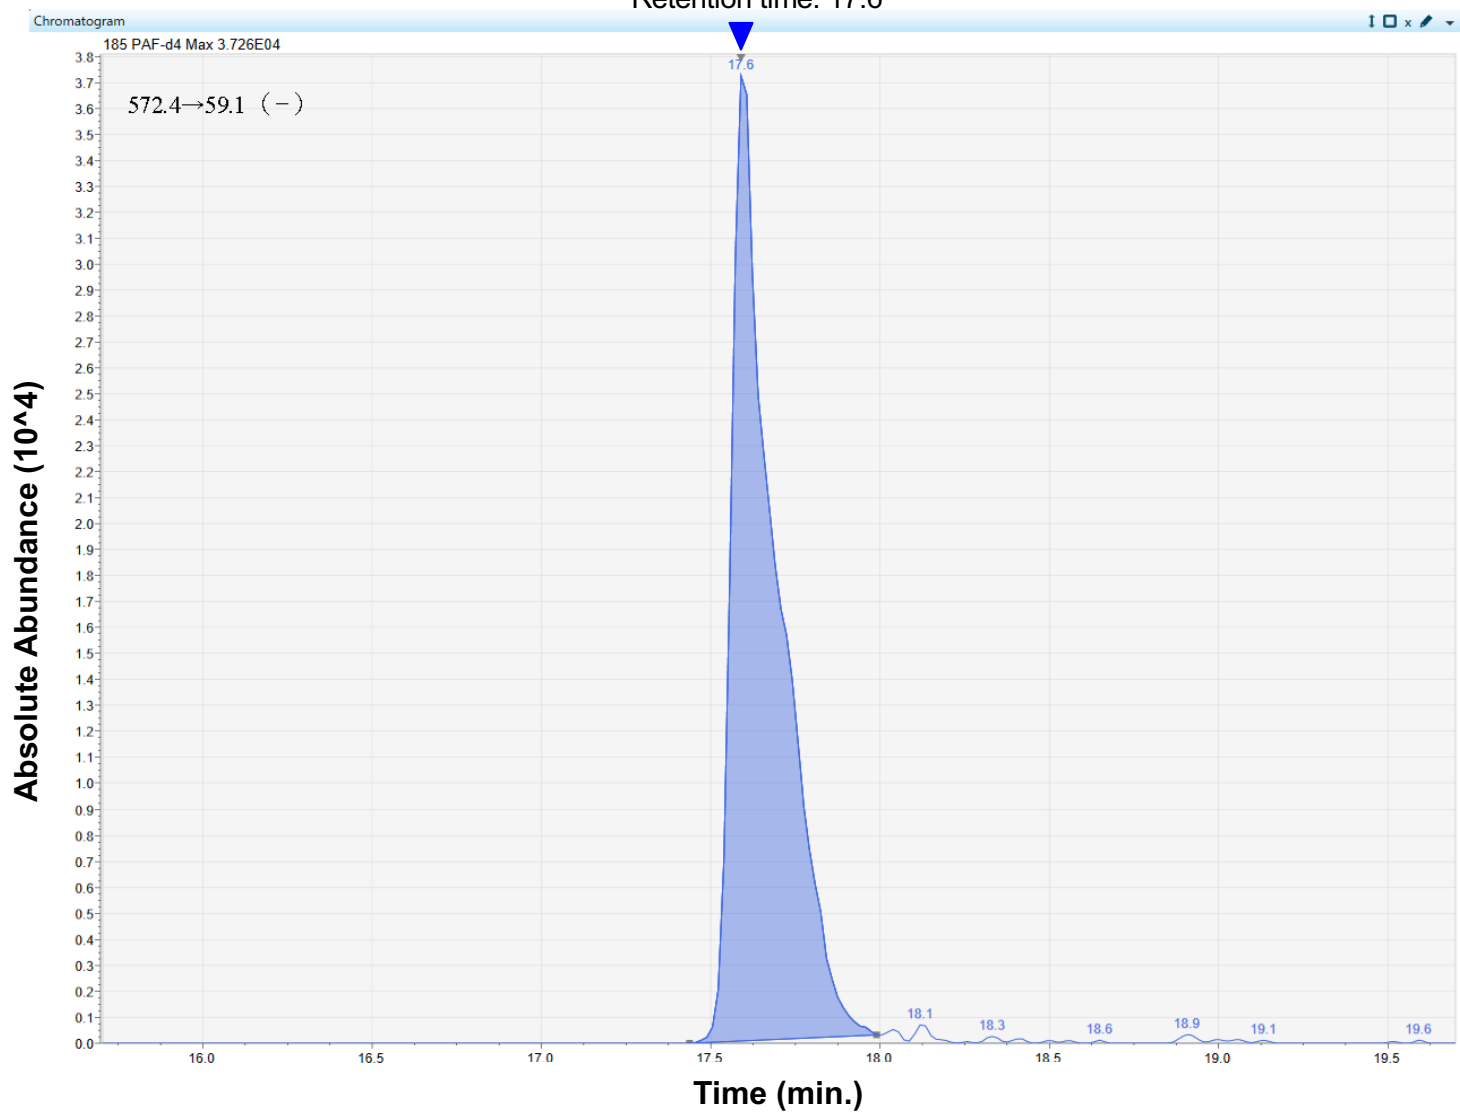

## 186 PAF

Retention time: 17.6

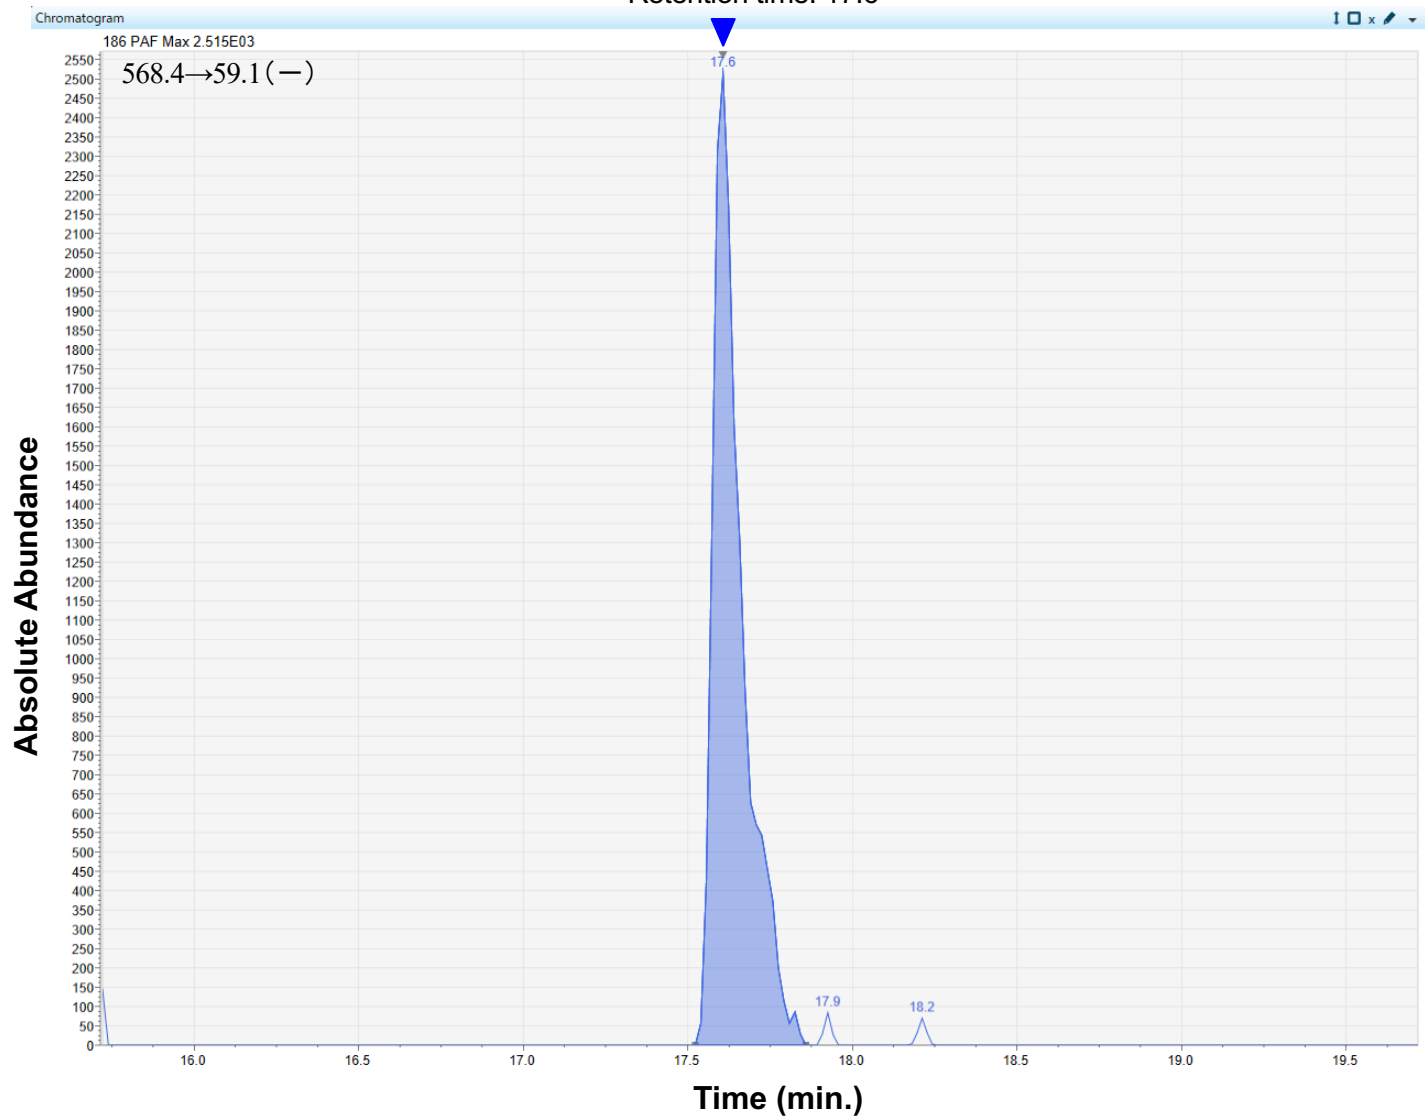

**187 8-HETrE**

Retention time: 17.7

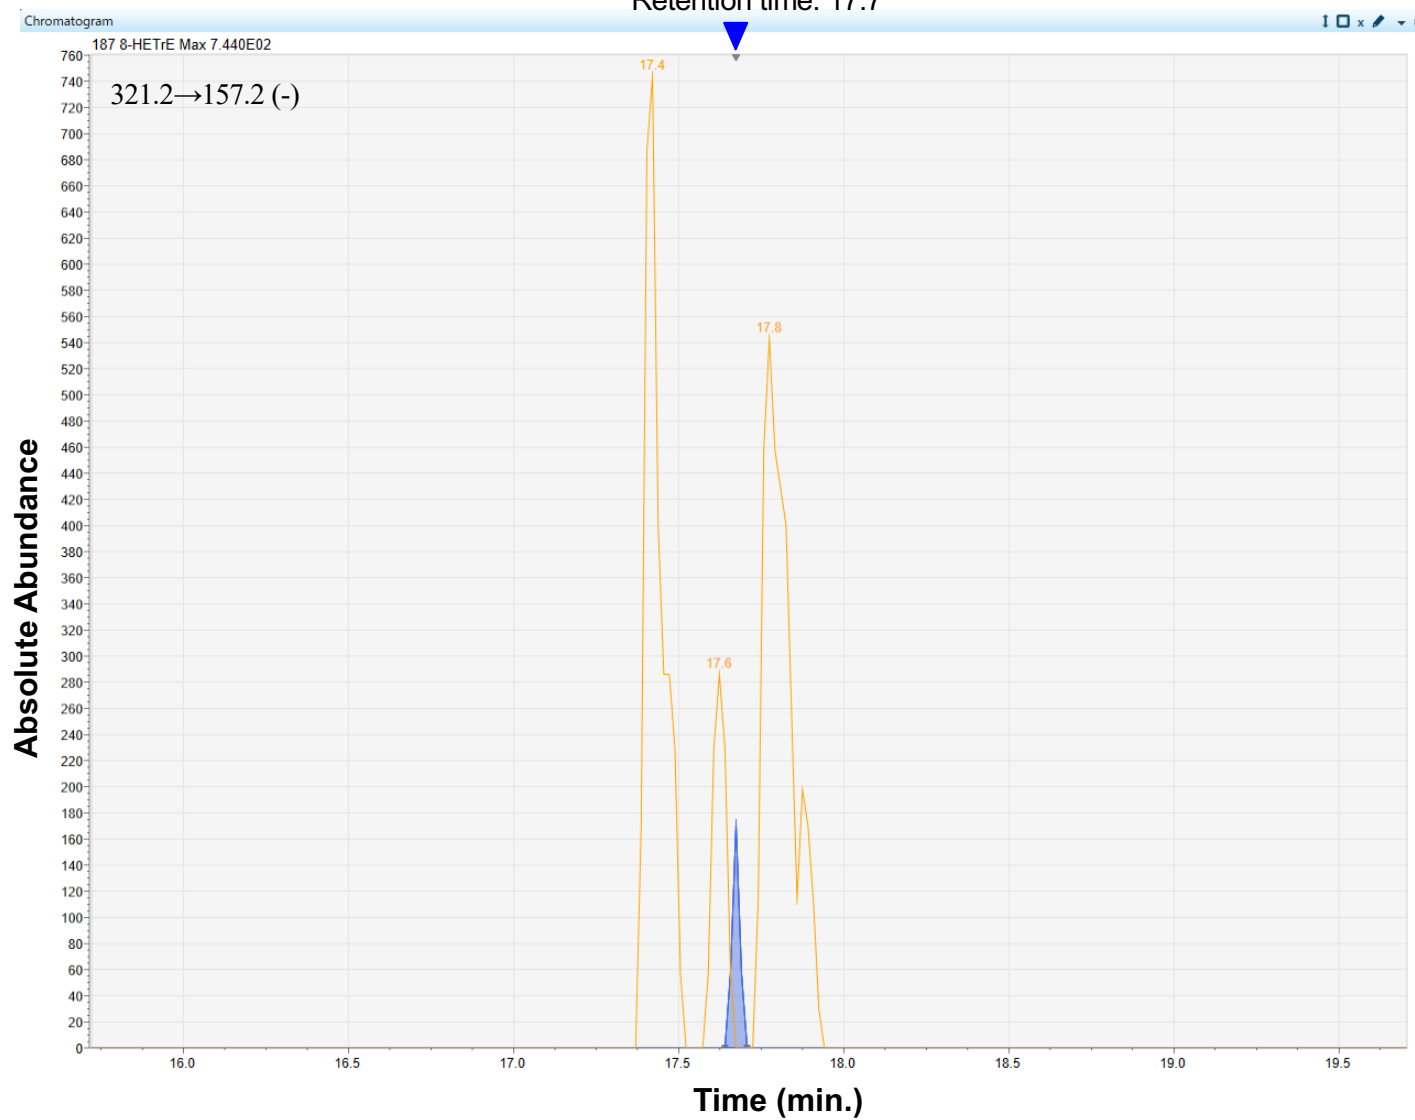

**189 12-KETE**

Retention time: 17.7

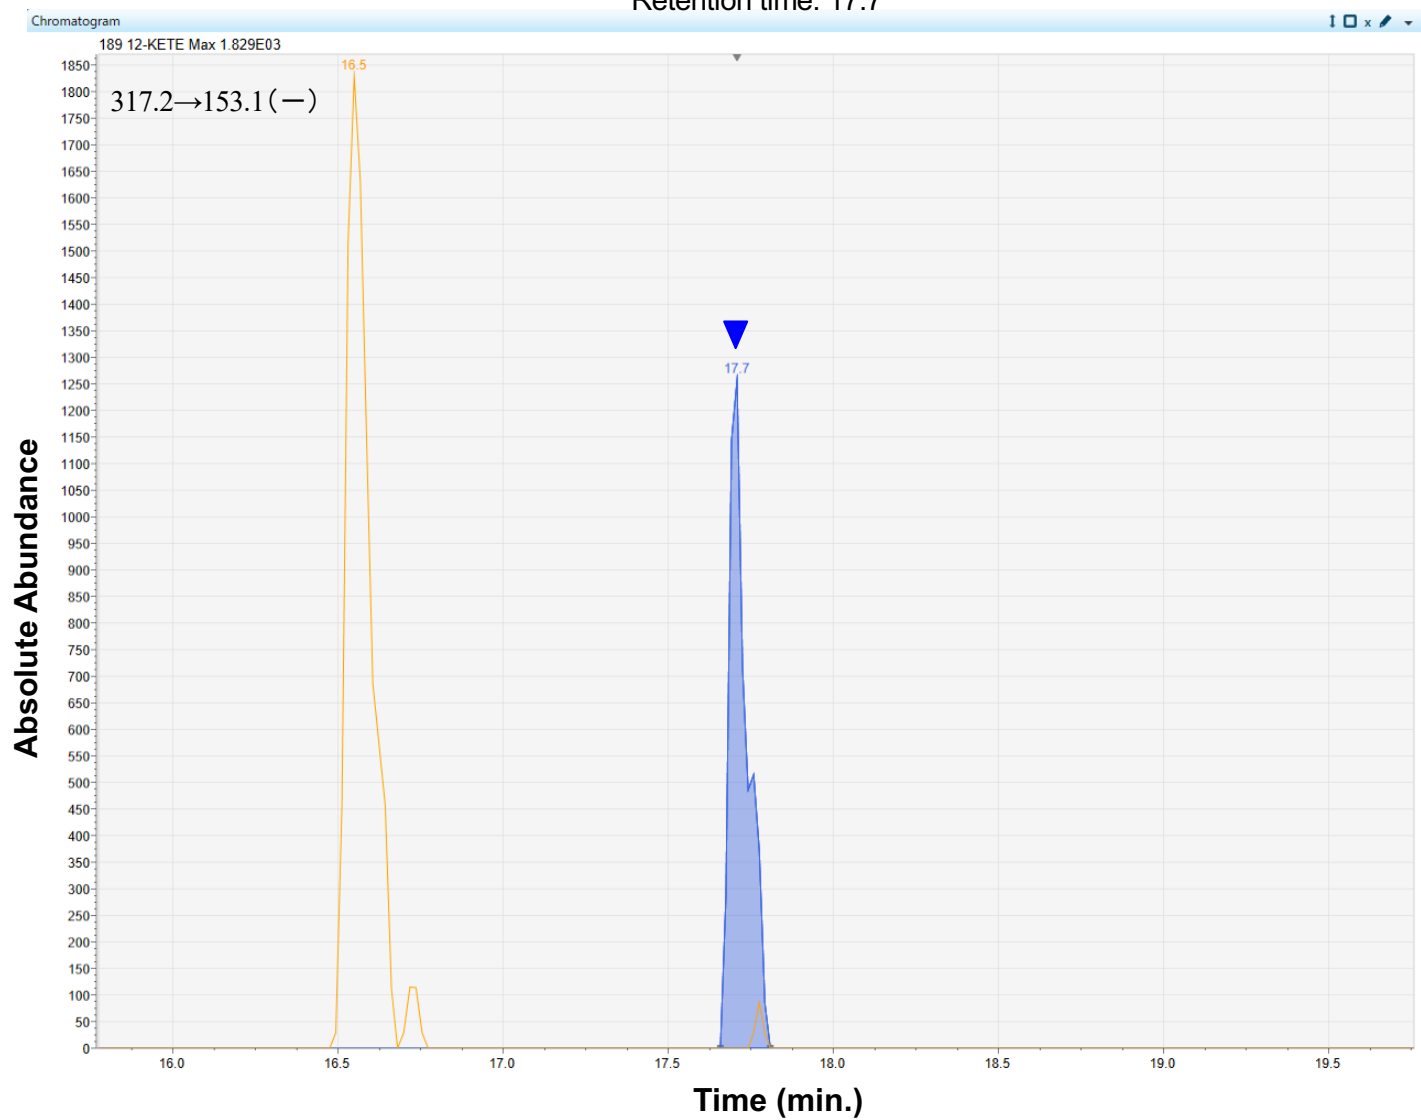

## 197 5-KETE

Retention time: 18.2

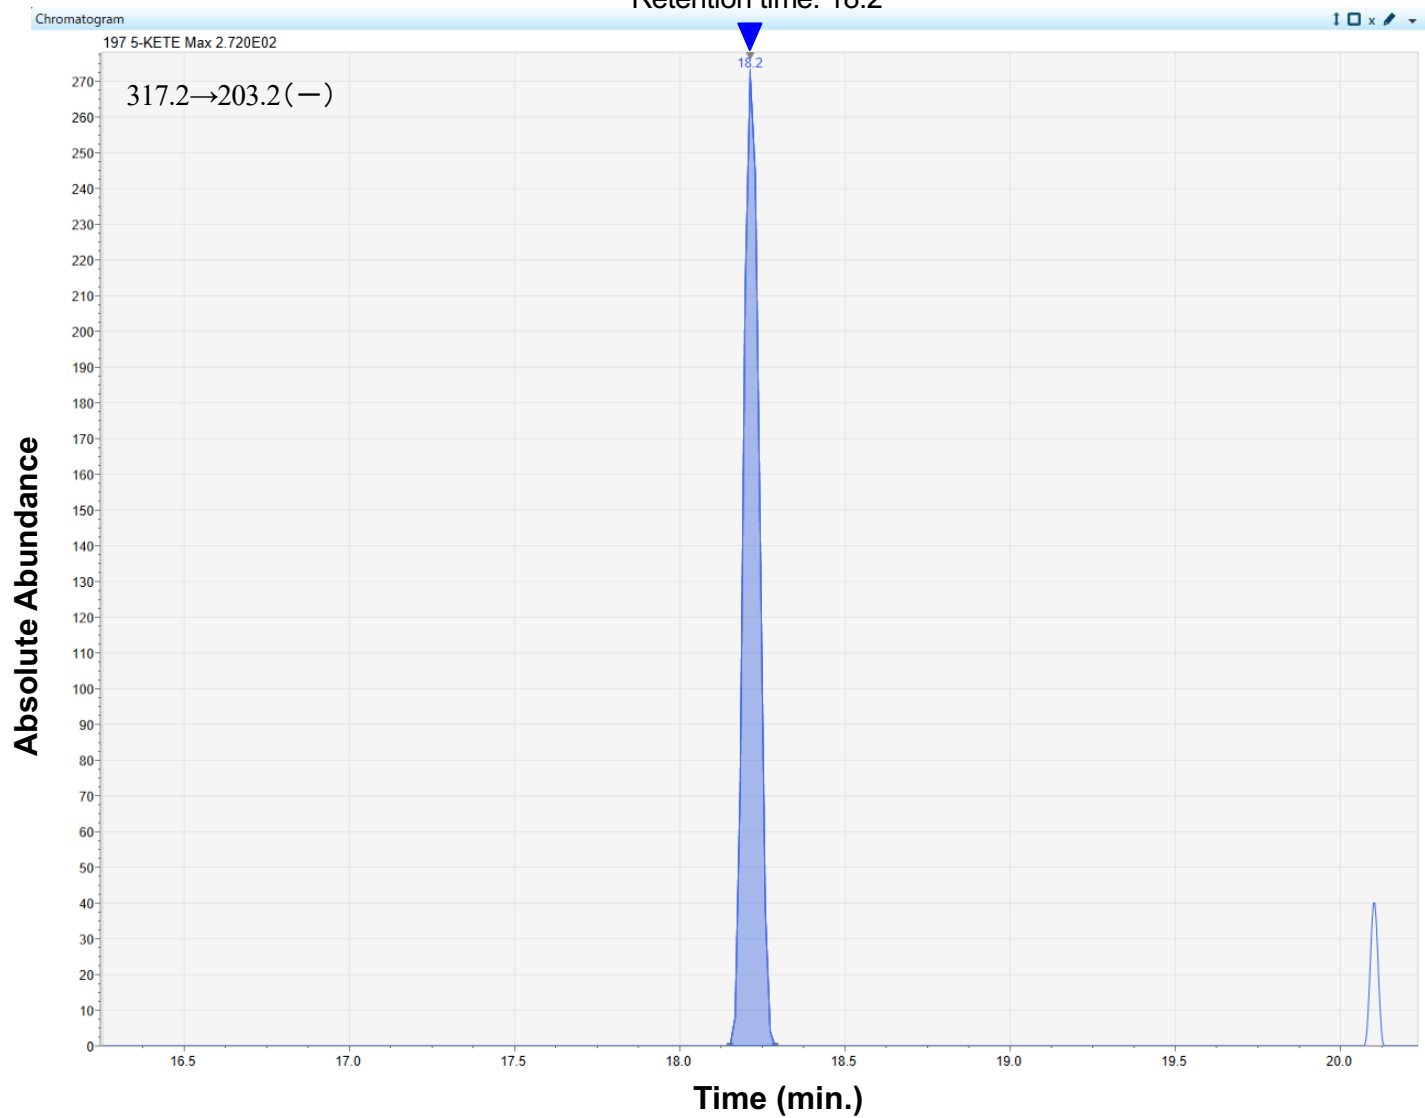

**199 11-HEDE**

Retention time: 18.3

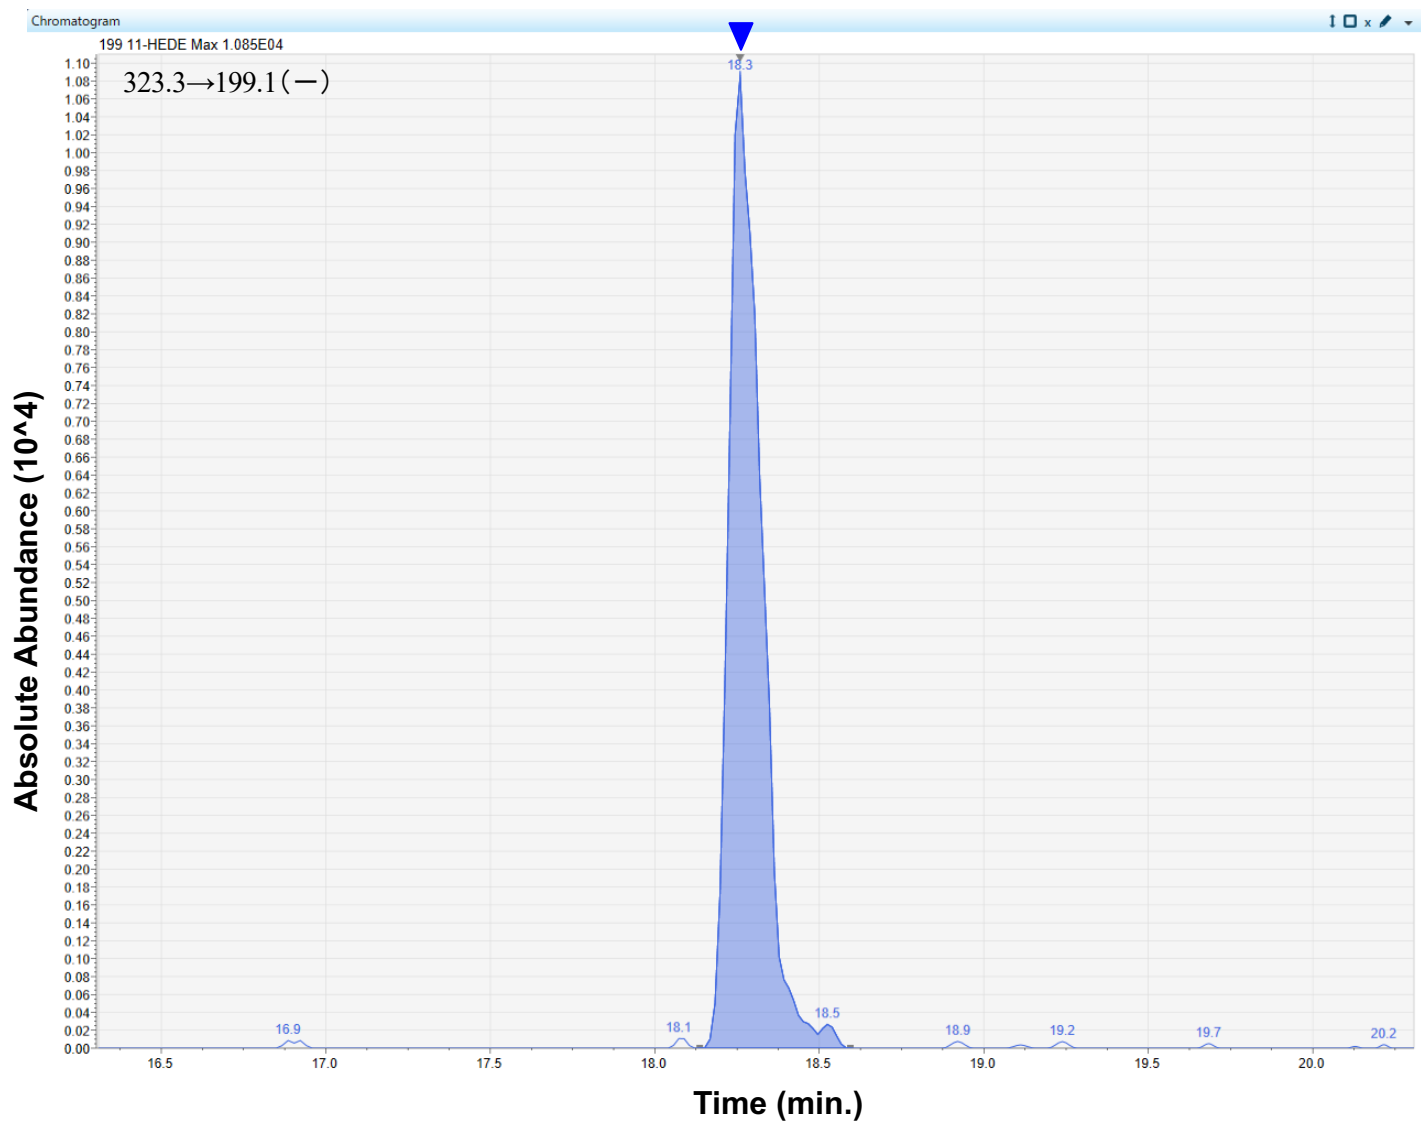

**201 15-HEDE**

Retention time: 18.3

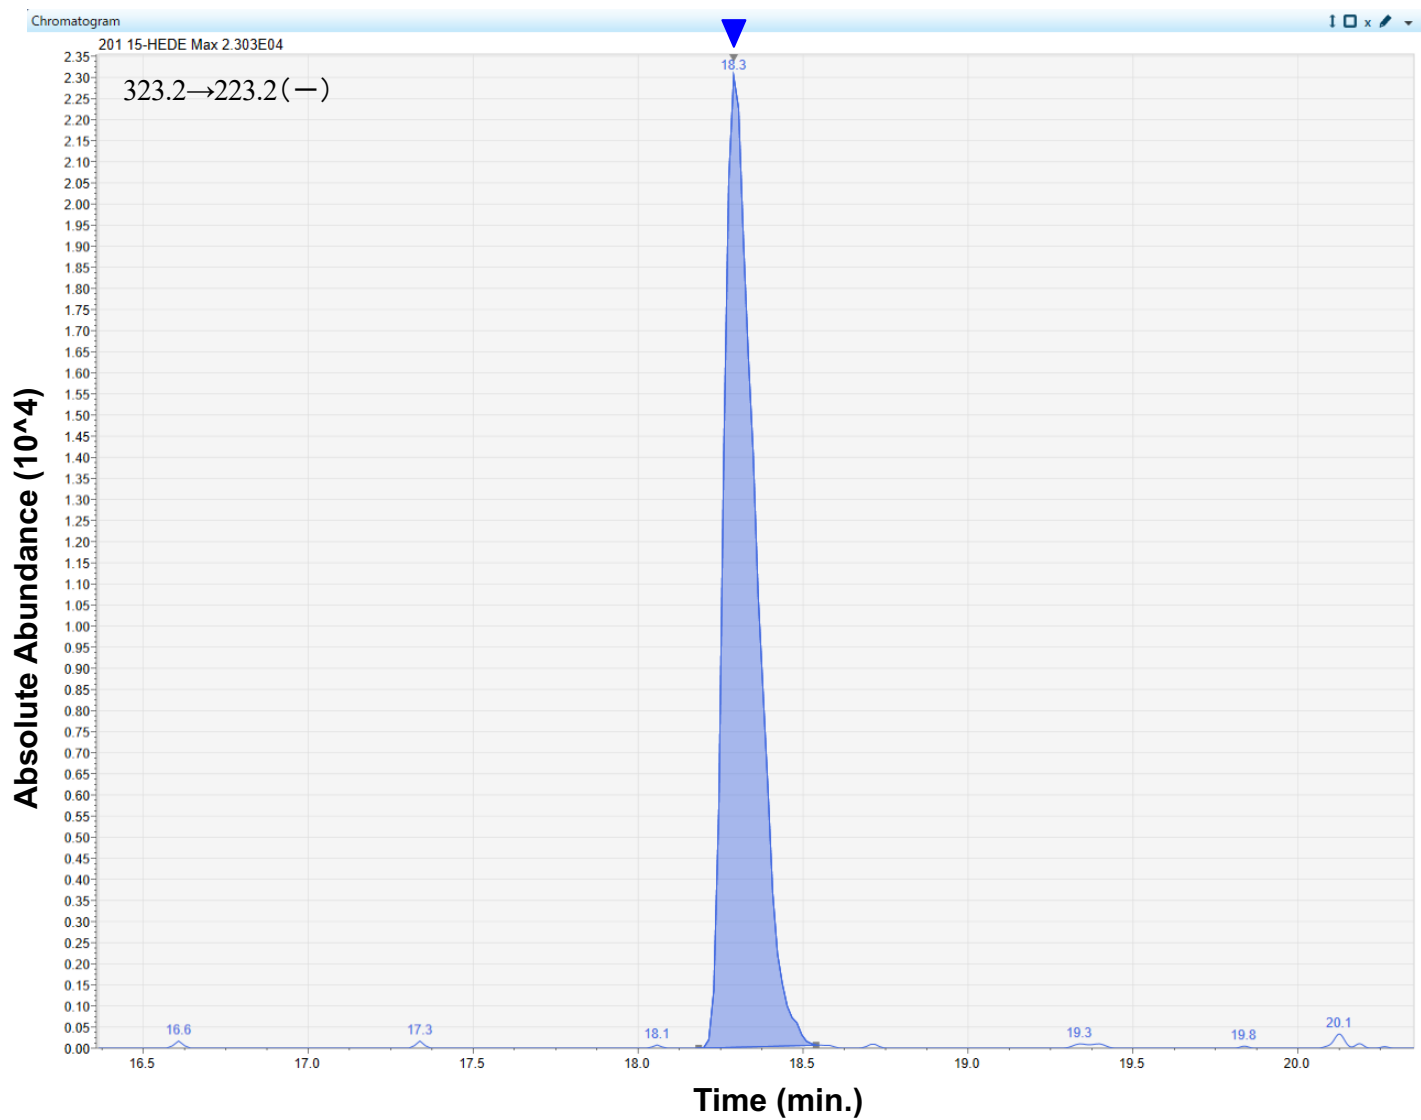

202 11,12-EET-*d*<sub>11</sub> (IS)

Retention time: 18.3

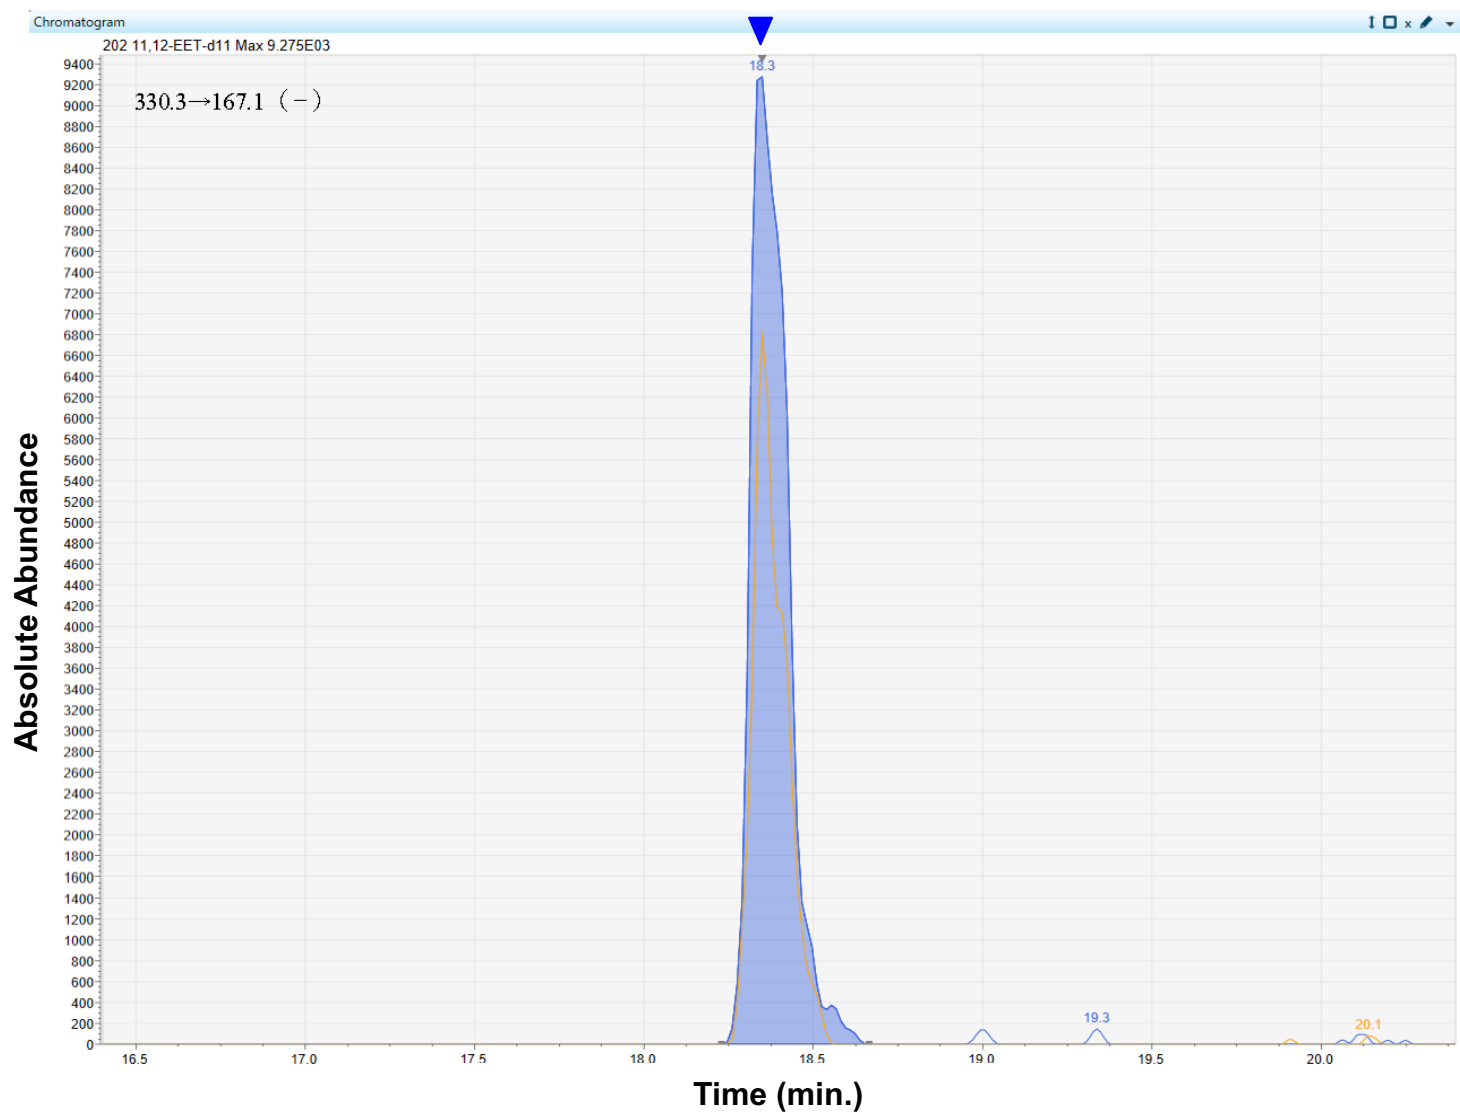

## 203 AEA

Retention time: 18.4

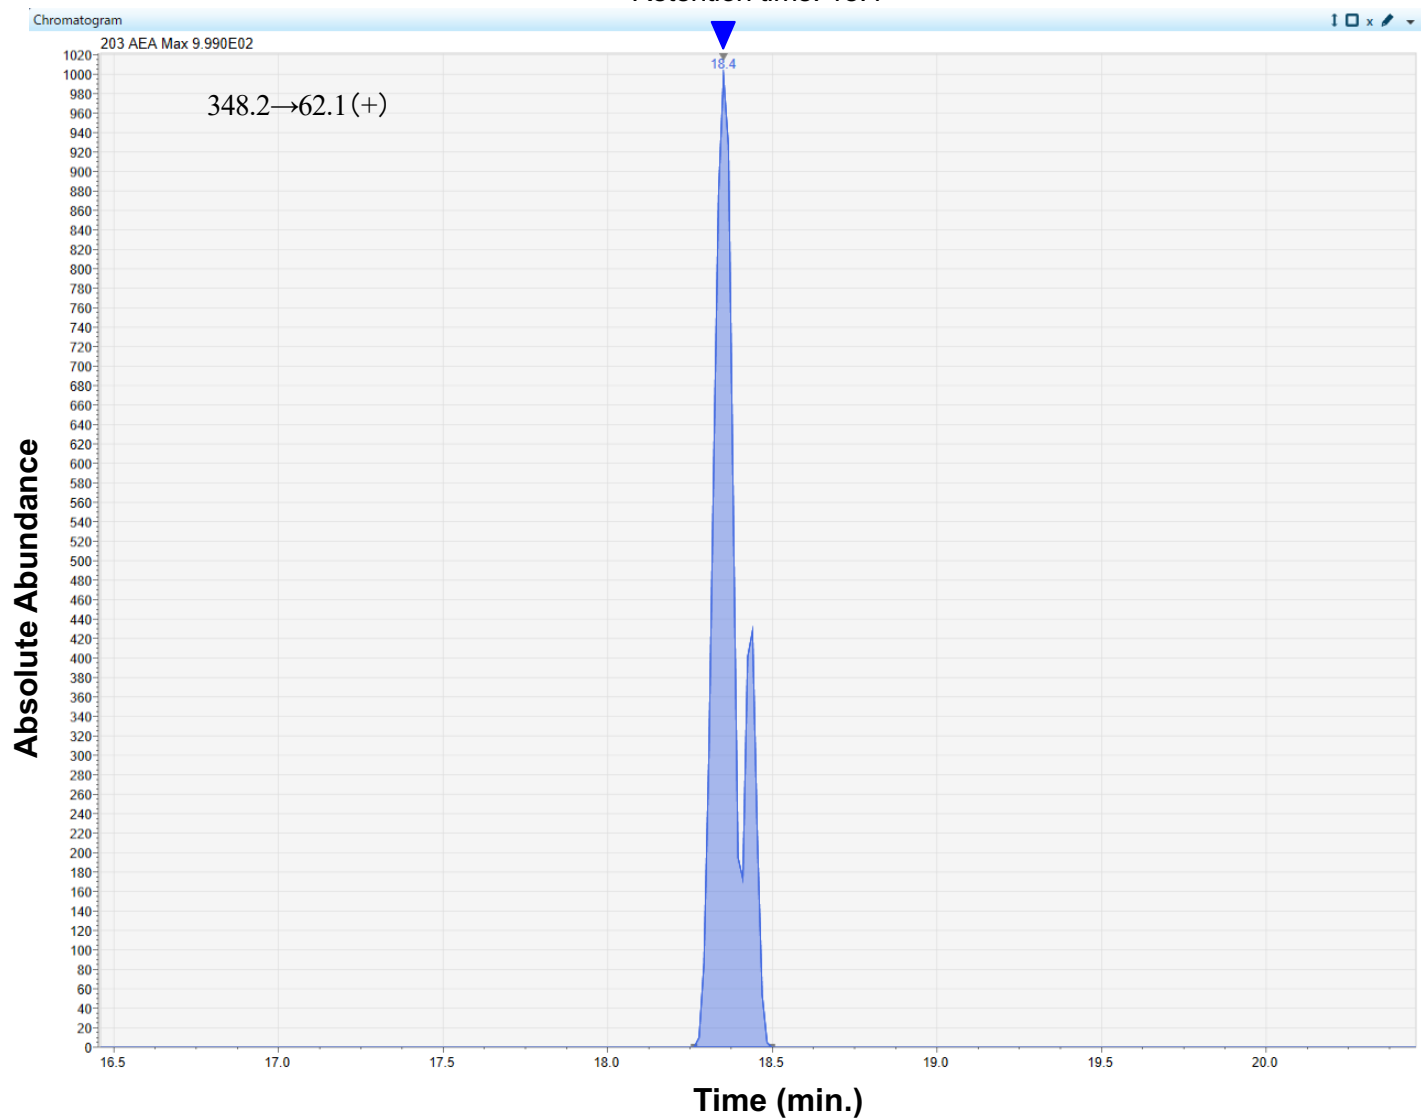

209 OEA-*d*<sub>4</sub> (IS)

Retention time: 19.2

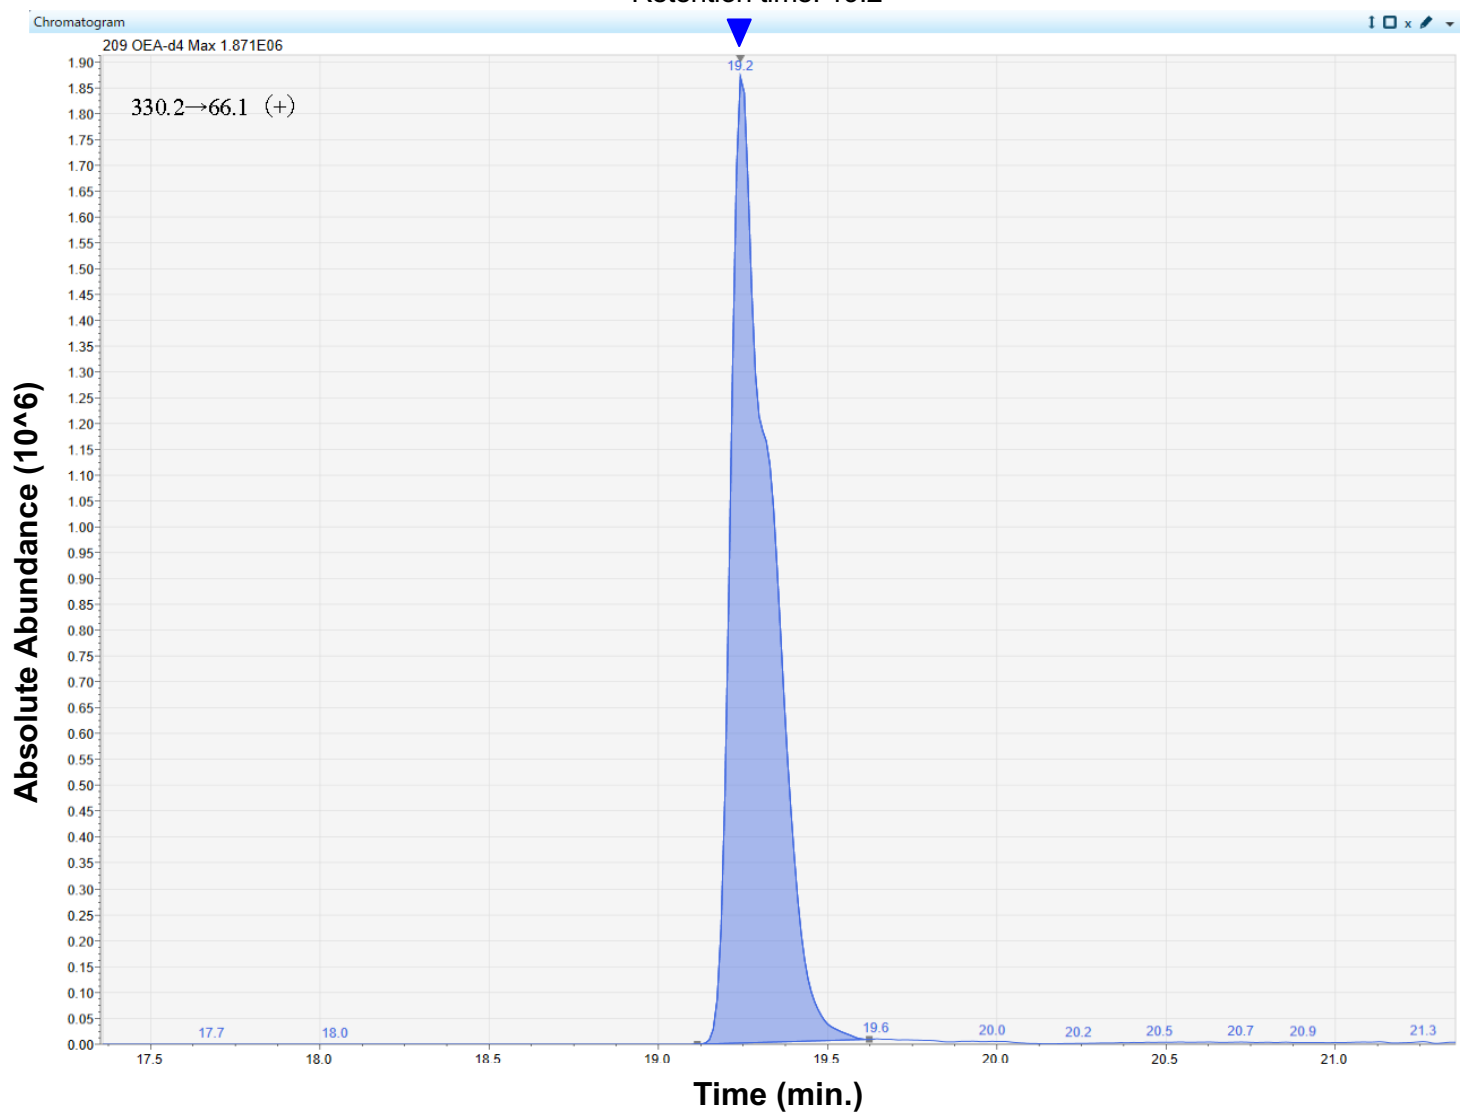

## 210 OEA

Retention time: 19.2

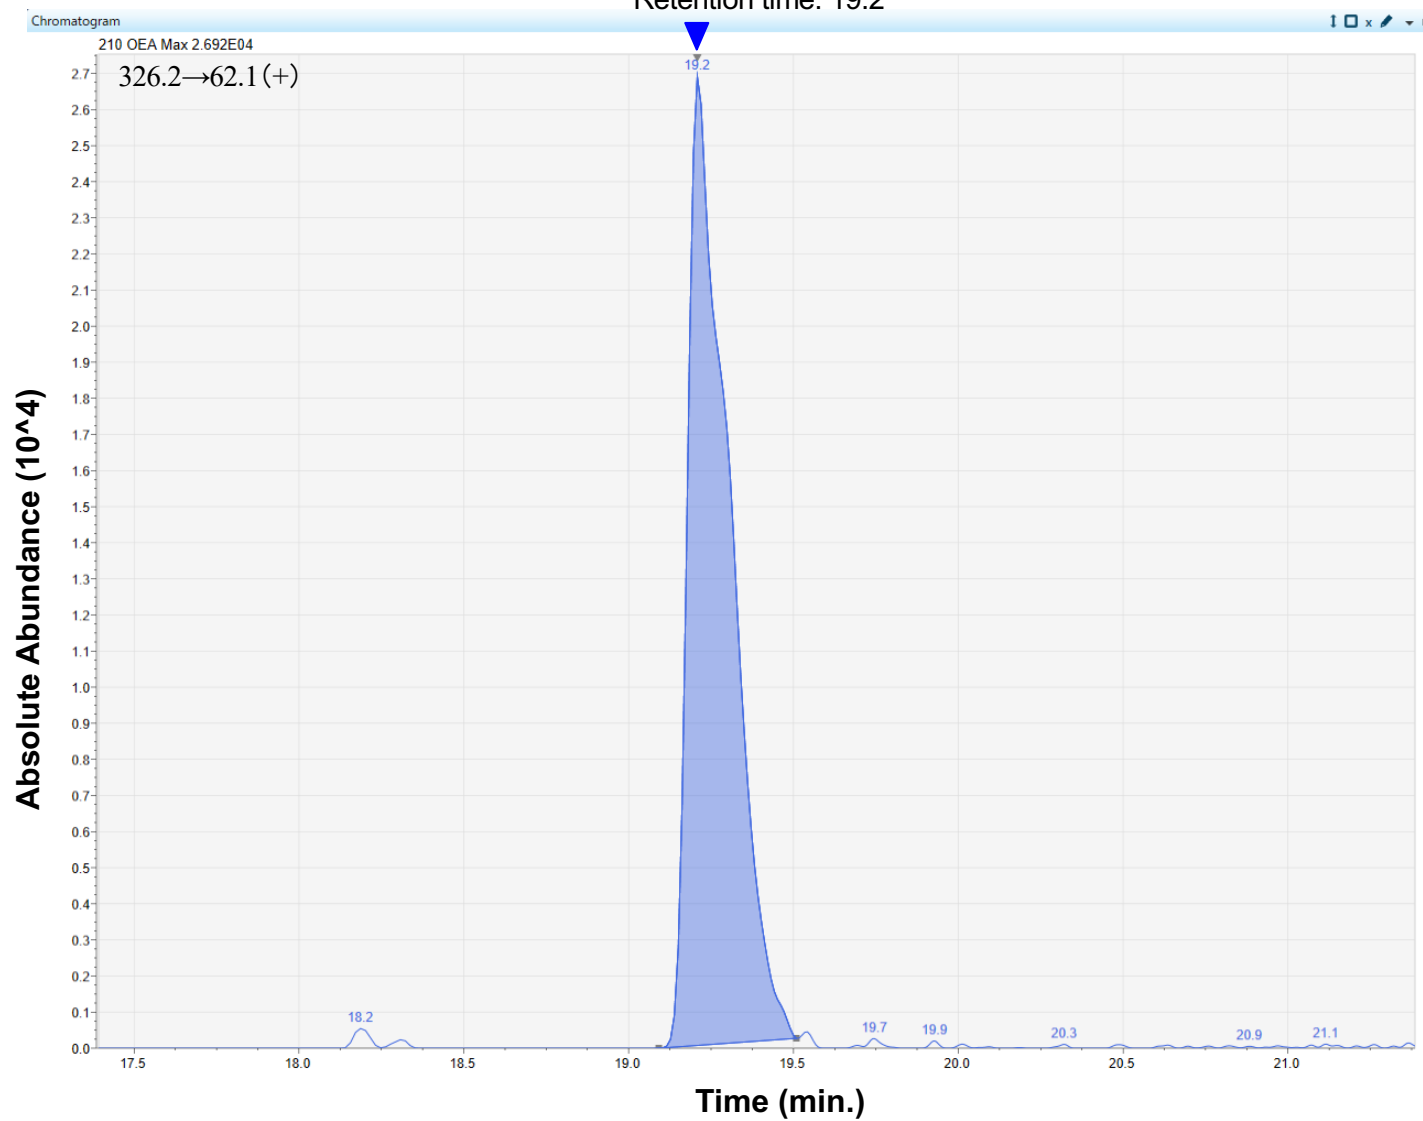

## 212 DHA

Retention time: 20.3

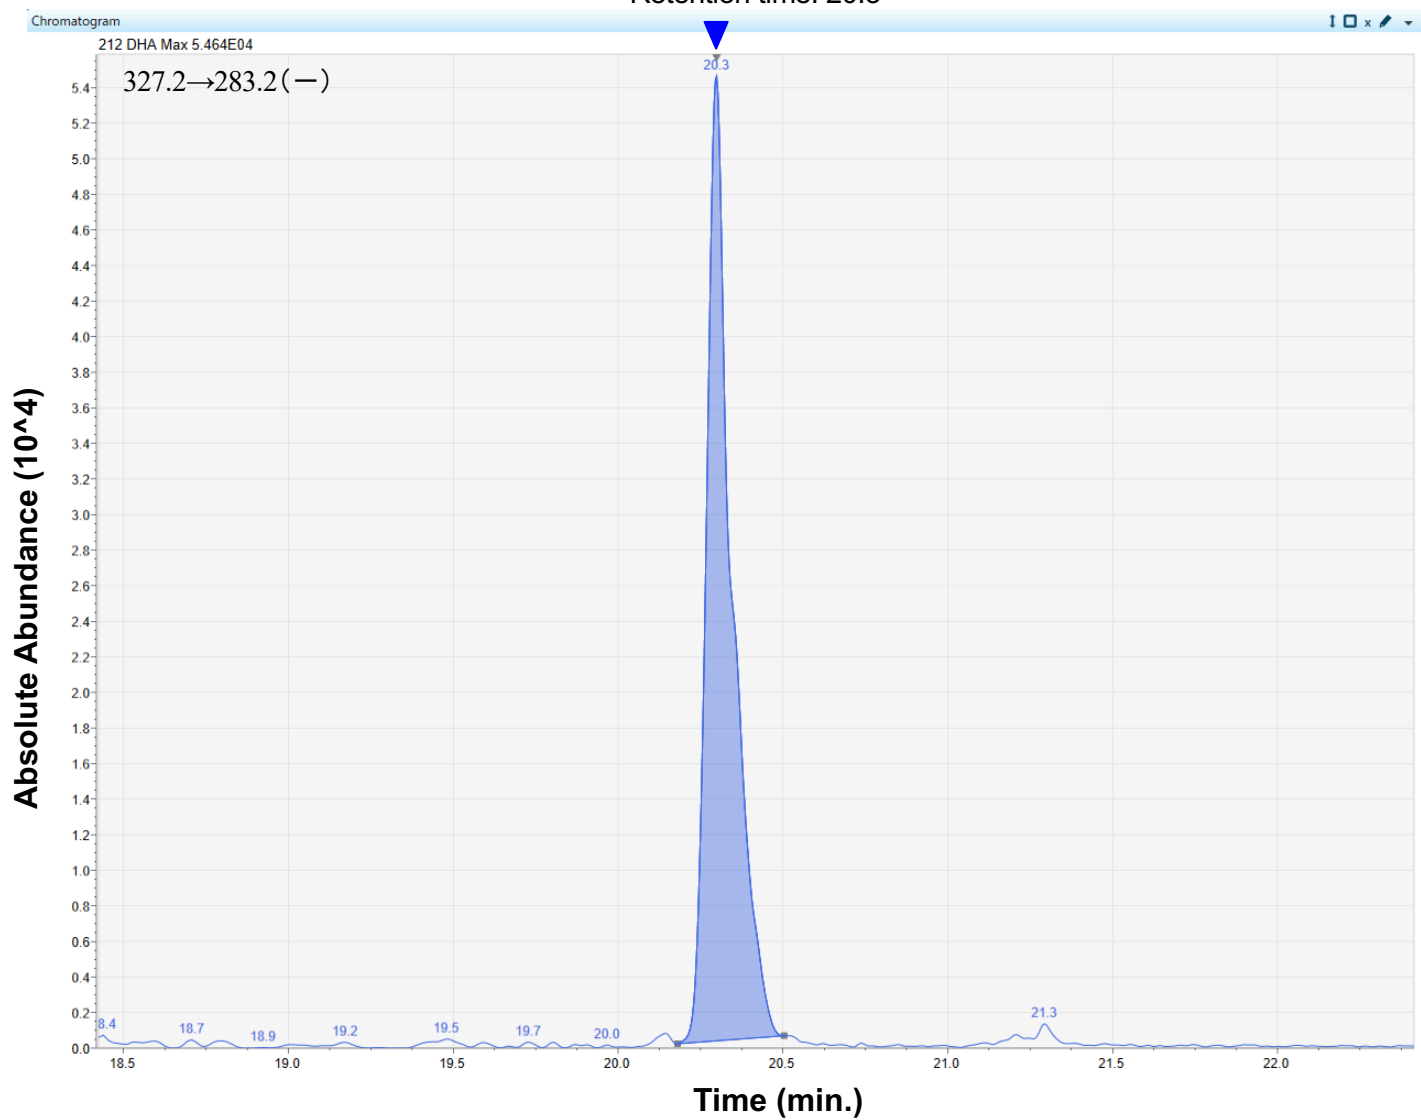

213 AA- $d_8$  (IS)

Retention time: 20.4

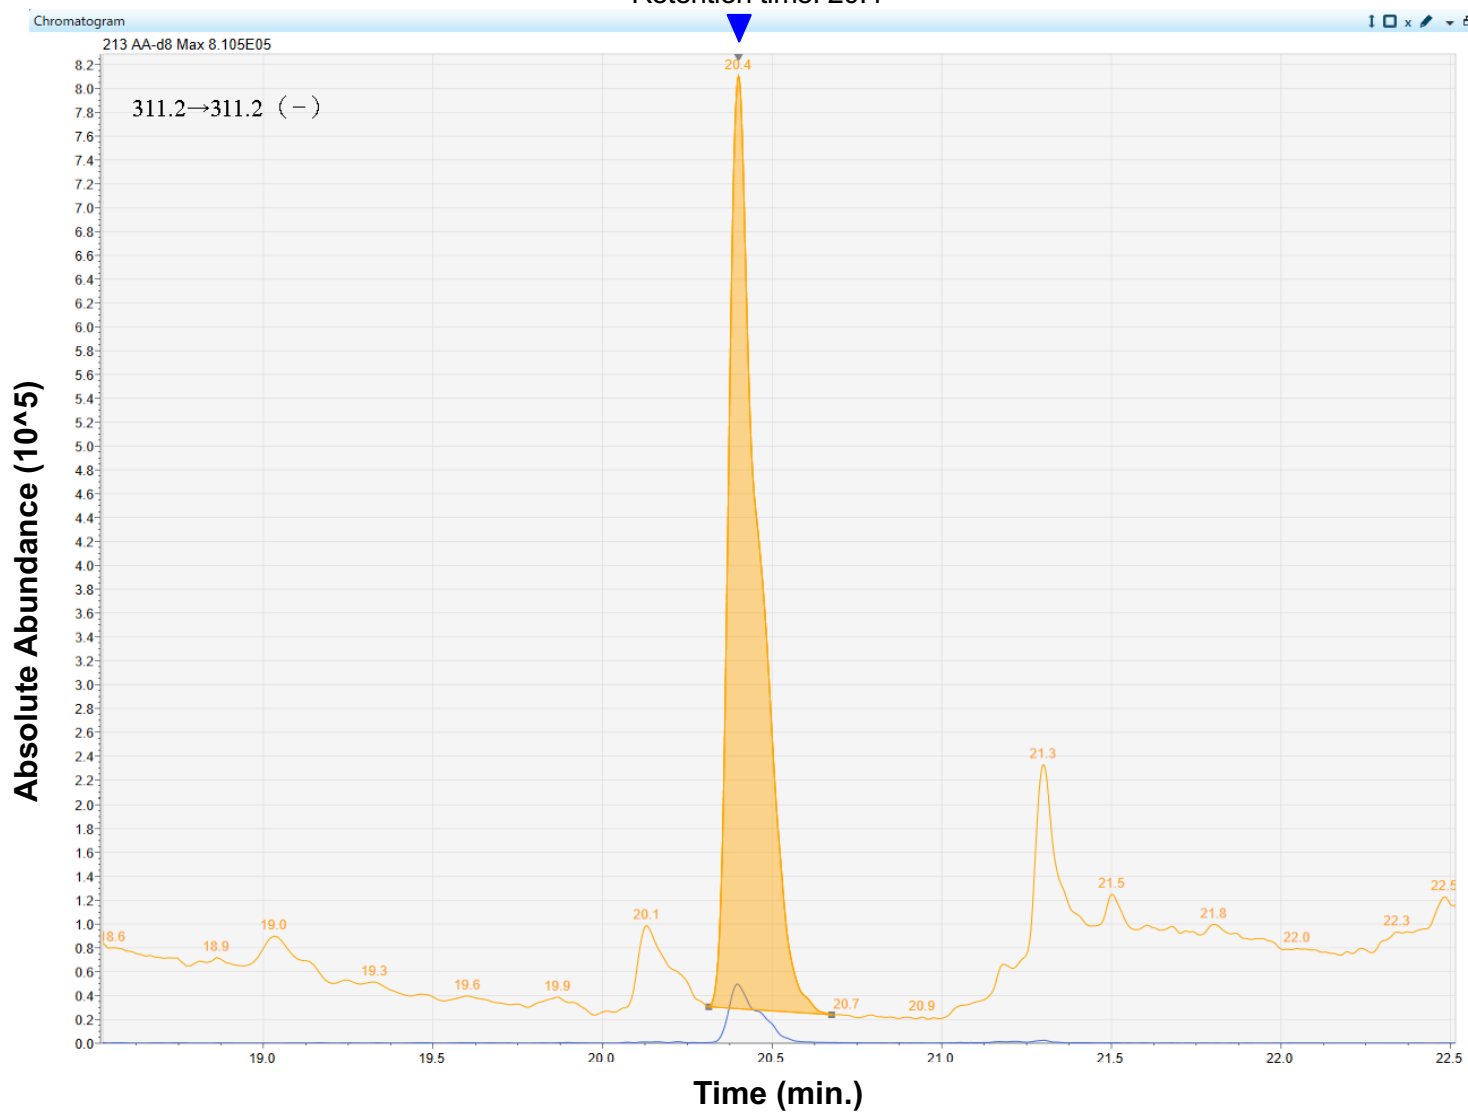

214 AA

Retention time: 20.5

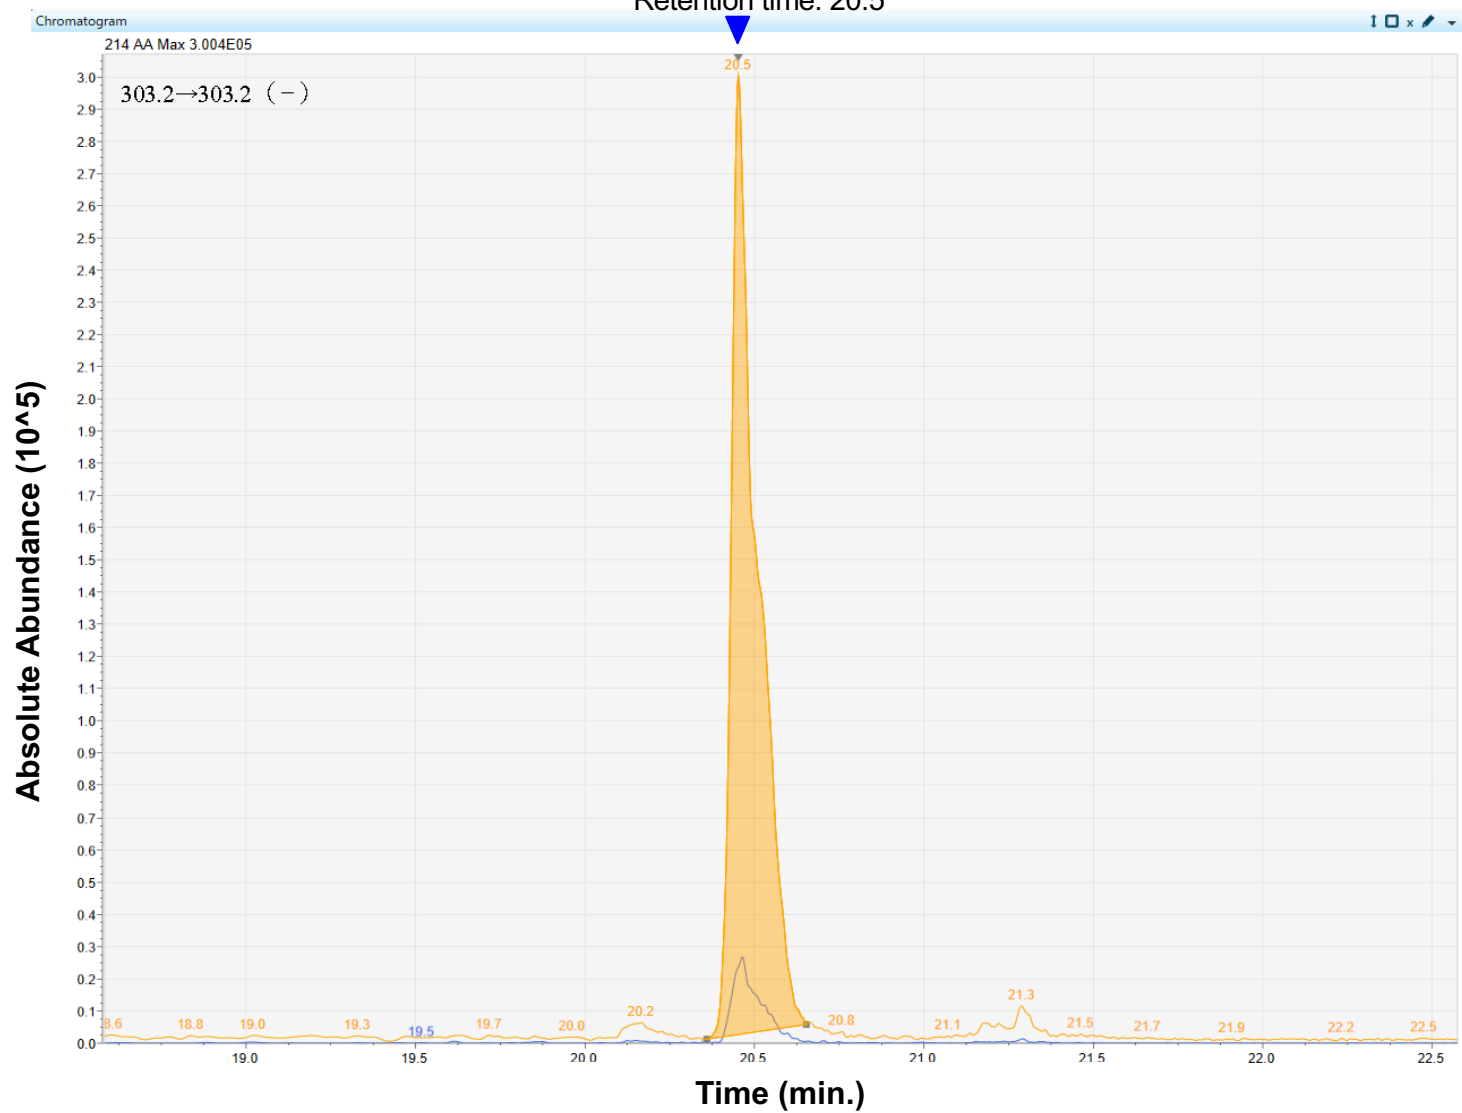

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: The lysophospholipase D enzyme Gdpd3 is required to maintain chronic myelogenous leukaemia stem cells
**Source:** Nat Commun. 2020 Sep 17;11:4681. doi: 10.1038/s41467-020-18491-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For lipidomics, LPAs were measured using a NexeraX2 system (Shimadzu Corporation, Kyoto, Japan) and Triple Quad 5500 (Sciex, Framingham, MA, USA). Lipid mediators were measured using a NexeraX2 System and an LCMS-8050 liquid chromatograph mass spectrometer system (Shimadzu). Data were compiled using the Lipidomediator LC/MS/MS Method Package (Ver. 3) (Shimadzu Corporation). Lipidomics data analyses were performed using Traverse MS Ver. 1.2.7. (Reifycs Inc., Tokyo, Japan).

For RNA-Seq, paired-end reads of 150 bases were generated using HiSeq X Ten (Illumina). Filtered reads were mapped to the reference genome related to the species using STAR v.2.6.1a alignment software. Gene expression levels were measured with DESeq2 v.1.20.0. (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>) using the Ensembl database (<https://ensembl.org/index.html>). MA-plots were created using the Bokeh library (ver. 0.13.0). GO enrichment analyses were performed using the DAVID Bioinformatics Resource 6.8.

Flowcytometry data were obtained by FACS Aria III instrument (BD Biosciences) with BD FACSDiva software ver.6.1.3 (BD Biosciences). BCR-ABL1/EGFP+ cells were evaluated using a FACS Aria III instrument and the t-SNE algorithm in FlowJoTM (build number 10.6.1) software.

Fluorescent images were acquired using confocal microscopy (FV10i, Olympus Corporation, Tokyo, Japan) and Photoshop software (CS4 Ver11.0.2, Adobe).

#### Data analysis

Lipidomics data analyses were performed using Traverse MS Ver. 1.2.7. (Reifycs Inc., Tokyo, Japan). EGFP/BCR-ABL1+ cells in peripheral blood were evaluated using a FACS Aria III instrument and the t-SNE algorithm in FlowJoTM (build number 10.6.1) software.

For RNA-Seq analyses, filtered reads were mapped to the reference genome related to the species using STAR v.2.6.1a alignment software. Gene expression levels were measured with DESeq2 v.1.20.0. (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>) using the

Ensembl database (<https://ensembl.org/index.html>).

MA-plots were created using the Bokeh library (ver. 0.13.0) (<https://docs.bokeh.org/en/0.13.0/>). GO enrichment analyses were performed using the DAVID Bioinformatics Resource 6.8. (<http://david.abcc.ncifcrf.gov>).

Fluorescent images were acquired using confocal microscopy (FV10i, Olympus) and Photoshop software (CS4 Ver11.0.2. Adobe).

Statistical differences were determined using the log-rank non-parametric test for survival curves (IBM SPSS Statics 23, IBM, Chicago, IL, USA). Microsoft® Excel (Ver. 16.40, Redmond, WA, USA) were used for P-values on the unpaired one-sided and unpaired two-sided Student's t-test.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

For Lipidomics data in Fig. 3a,b and Fig. 4a-c, the original data are available from Source Data file, and Supplementary Method1, 2, 3.

For RNA sequencing data in Fig. 7a, and Supplementary Figure 1, 11a-c, our data are available from a public database gene expression omnibus (GEO, ID: GSE70031 and GSE149442, NCBI, NIH, USA) (<https://www.ncbi.nlm.nih.gov/gds/>) and Source Data file.

Gene expression levels were measured with the bioconductor package DESeq2 v.1.20.0 (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>) using the Ensembl database (<https://ensembl.org/index.html>).

MA-plots were created using the Bokeh library (ver. 0.13.0) (<https://docs.bokeh.org/en/0.13.0/>).

GO enrichment analyses were performed using the DAVID Bioinformatics Resource 6.8. (<http://david.abcc.ncifcrf.gov>).

Gene expression data for Fig. 6d was downloaded from the public microarray dataset in the GEO database under accession code GSE12211 (<https://www.ncbi.nlm.nih.gov/gds/>).

The source data for Figs. 1b-g, 2a-f, 3a,b, 4a-c, 6a-g, 7a-g, Supplementary Figs. 1, 3b,c, 4a-c, 5a,b, 6a-d, 7, 11a-c, 13a,b, and Supplementary Table 1 have been provided as Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

We did not calculate sample size of mice before transplantation of CML stem cells into recipient mice in our experiments.

For first-round transplantation in Fig.2a, Fig. 6a, Fig.7e, normal haematopoietic LSK cells isolated from wild-type and Gd3 KO, or wild-type and Lgr4 Gt/Gt mice were transduced with BCR-ABL1 oncogene, and approximately same numbers of BCR-ABL1-transduced LSK cells were transplanted into 5 to 8 recipient mice to compare the survival rate of CML-affected mice on the transplantation. The number of recipient mice transplanted with the LSK cells were different depend on the LSK cell number obtained from each mouse. Thus, different number of recipient mice transplanted with CML LSK cells were compared depend on the normal LSK cell number obtained. To reduce the mouse number, we examined minimal number of recipient mice on each experiment, and repeated transplantation experiments to examine whether or not we could establish statistical significance.

For second-round serial transplantation in Fig.2b, we isolated CML LSK cells from retro-CML mouse model. There was individual difference on the cell number of CML stem cells in each CML-affected mouse. (The maximum numbers of CML LSK cells were sorted from both wild-type and Gd3 KO retro-CML mice, and same number of these CML LSK cells were transplanted into recipient mice.) Thus, different number of recipient mice transplanted with CML LSK cells were compared depend on the CML stem cell number obtained. We repeated minimal number of transplantation experiments to examine whether or not we could establish statistical significance.

For the survival experiment of tet-CML mouse model in Fig.1g, the minimal number of mice was compared to examine whether or not we could establish statistical significance from wild type and Gd3-deficient tet-CML cohorts that were born.

### Data exclusions

If any recipient mouse that were transplanted with CML stem cells passed away within 10 days after irradiation due to acute radiation effects or technical failure of transplantation, we exclude the mouse from the cohort.

### Replication

We repeated twice or three times experiments to obtain enough sample size and to confirm the results.

### Randomization

For the first- and second-round transplantations in Fig.2a-h, Fig.6a-c, and Fig.7e-g, and Supplementary Figs.5a,b, 6a-d, 7, 9, 13b, recipient C57BL/6 and C57BL/6-CD45.1 mice were randomly allocated after one week of purchase, and were transplanted with normal and CML LSK cells. The normal and CML LSK cells were sorted from the age and sex-matched donor mice (i.e., wild-type, Gd3 KO, or Lgr4 Gt/Gt mice). For the experiments of normal and tet-CML mouse model in Fig.1b, d-g, Fig.3a,b, Fig.4a-c, Fig.5a-c, Fig.7a, c,d, Fig.8a,b, Supplementary Figs. 2a,b, 3b,c, 4a-c, 8a-c, 11a-c, 13a, 14, 15, cells were isolated from the age and sex-matched mice (i.e., wild-type, Gd3 KO, or Lgr4 Gt/Gt

mice).

Blinding

Although results were validated in biological replicates, there were no studies in which investigators were blinded.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

anti-FcγIII/II receptor (Clone # 2.4G2) (Cat. # BD 553142, Lot # 79813, BD Biosciences, dilution 1:200), anti-CD4 (Clone # RM4-5)-FITC (Cat. # 11-0042-86, Lot # E00084-1631, eBioscience, dilution 1:200), anti-CD8a (Clone # 53-6.7)-FITC (Cat. # 11-0081-86, Lot # E00117-1632, eBioscience, dilution 1:200), anti-B220 (Clone # RA3-6B2)-FITC (Cat. # 11-0452-86, Lot # E00310-1631, eBioscience, dilution 1:200), anti-Mac1 (Clone # M1/70)-FITC (Cat. #11-5931-86, Lot # E00740-1631, eBioscience, dilution 1:200), anti-Gr-1 (Clone # RB6-8C5)-FITC (Cat. #11-0112-86, Lot #E00150-1632, eBioscience, dilution 1:200), anti-TER119 (Clone # Ly-76)-FITC (Cat. #11-5921-85, Lot #E00736-1630, eBioscience, dilution 1:200), anti-Sca-1 (Clone # E13-161.7)-PE (Cat. # BD553336, Lot # 05152, BD Biosciences, dilution 1:200), anti-cKit (Clone # ACK2)-APC (Cat. # 17-1172-83, Lot # E17176-101, eBioscience, dilution 1:200), anti-CD135/Flk2/Flt3 (Clone # A2F10)-biotin (Cat. # 13-1351-85, Lot # E02732-1630, eBioscience, dilution 1:200), anti-CD48 (Clone # HM48-1)-APC-Cy7 (Cat. # 103432, Lot # B173122, BioLegend, dilution 1:250), anti-CD150/SLAM (Clone # TC15-12F12.2)-Pacific blue (Cat. # 115924, Lot # B224451, BioLegend, dilution 1:250) Streptavidin-PE-Cy7 (Cat. # 557598, Lot # 6112577, BD Biosciences, dilution 1:400), anti-CD4 (Clone # RM4-5)-biotin (Cat. # 13-0042-86, Lot #E02364-369, eBioscience, dilution 1:200), anti-CD8a (Clone # 53-6.7)-biotin (Cat. # 13-0081-86, Lot #E02387-339, eBioscience, dilution 1:200), anti-B220 (Clone # RA3-6B2)-biotin (Cat. # 13-0452-86, Lot #E02532-301, eBioscience, dilution 1:200), anti-Mac1 (Clone # M1/70)-biotin (Cat. #13-0112-86, Lot #E033770, eBioscience, dilution 1:200), anti-Gr-1 (Clone # RB6-8C5)-biotin (Cat. #13-5931-86, Lot # E033865, eBioscience, dilution 1:200), anti-TER119 (Clone # Ly-76)-biotin (Cat. #13-5921-85, Lot # 4300555, eBioscience, dilution 1:200), anti-CD4 (Clone # RM4-5)-PE-Cy7 (Cat. # 25-0042-82, Lot #E07503-1630, eBioscience, dilution 1:500), anti-CD8a (Clone # 53-6.7)-PE-Cy7 (Cat. # 25-0081-82, Lot # E07510-1631, eBioscience, dilution 1:500), anti-B220 (Clone # RA3-6B2)-PE (Cat. # 553089, Lot # 76923, BD Biosciences, dilution 1:500), anti-Mac1 (Clone # M1/70)-APC (Cat. # 17-0112-82, Lot #E07073-1631, eBioscience, dilution 1:500), anti-Gr-1 (Clone # RB6-8C5)-APC (Cat. # 17-5931-82, Lot # E07334-1630, eBioscience, dilution 1:500), anti-CD45.2-FITC (Clone # 104, Cat. # 11-0454-85, Lot # E00316-130, eBioscience, dilution 1:200), anti-CD45.1-PE (Clone # A20, Cat. # BD553776, Lot # 17194, BD Biosciences, dilution 1:200), anti-CD34-APC (Clone # 8G12) (Cat. # 340441, Lot # 6183704, BD Biosciences, dilution 1:100), anti-BrdU-FITC antibody (Cat. # 51-23614L, Clone # 3D4, Lot # 7222635, BD Biosciences. dilution 1:500) in FITC BrdU Flow Kit (Cat. # 559619, BD PharmingenTM), anti-phospho-AKT (Ser473) (Cat. # 4060S, Lot# 5, Clone # D9E, Cell Signaling Technology, dilution 1:50), anti-phospho-S6 ribosomal protein (Ser235/236) (Cat. # 4858S, Lot# 11, Clone # D57.2.2E, Cell Signaling Technology, dilution 1:50), anti-Ki-67 (Cat. # 550609, Lot# 43365, Clone # B56, BD Pharmingen, dilution 1:50), AlexaFluor 546-conjugated goat anti-mouse IgG (Cat. # A11030, Lot # 833292, Molecular Probes®, dilution 1:200), AlexaFluor 647-conjugated goat anti-rabbit IgG (Cat. # A21245, Lot # 927083, Molecular Probes®, dilution 1:200), anti-Foxo3a (Cat. #2497S, Lot # 2, Clone 75D8; Cell Signaling Technology, dilution 1:25), anti-active β-catenin (Cat. # 05-665, Lot #, 2700799 and 3270747, Clone 8E7; Millipore, dilution 1:25), Duolink in situ PLA starter set RED (Merck)

Validation

We complied previous reports as followed; Naka et al., Nature 463, 676-680, 2010., Reynaud et al., Cancer Cell, 20, 661-673, 2011, and Naka et al., Nature Communications, 6, 8039, 2015.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) OP-9 murine stromal cells were purchased from ATCC® (CRL-2749, Lot # 70019055). K562 CML cells were purchased from ATCC® (CCL-243, Lot # 70016362).

Authentication OP-9 murine stromal cells and K562 human CML cells were authenticated.

Mycoplasma contamination Cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register) This study does not contain samples collected from fields.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

**Laboratory animals** The Gdpd3 disrupted mouse (C57BL/6 background) was established in Setsurotech Inc. (Tokushima, Japan). For supplementary table 1, female and male Gdpd3 disrupted mice (10 and 39 wk-old) were used. For Fig.1c, supplementary figs.3b,c, 4a-c,5a,b, female and male mice (6-8 wk-old) were used. The Lgr4/Gpr48 gene-trap mice were backcrossed for four generations in the C57BL/6 background. Female and male mice (6-8 wk-old) were used in this study. C57BL/6 mice were purchased from Crea Japan, Inc. (Tokyo, Japan). For supplementary table 1, female and male C57BL/6 mice (10 wk-old) were used. For RNA-sequencing, qRT-PCR, and lipidomics in Fig.1b, Fig.3a,b, Fig.4a-c, and supplementary Figs.1, female and male C57BL/6 mice (10-12 wk-old) were used as control. For bone marrow transplantation (BMT) of CML-LSK cells in Fig.2a-h, Fig.6a-c, and Fig.7e-g, and Supplementary Figs. 6a-d, 7, 9, 13b, female C57BL/6 mice (6-8 wk-old) were used for recipient mice and for isolation of competitor BMMNCs. SCL-tTA transgenic mice (JAX database strain #006209) and TRE-BCR-ABL1 transgenic mice (JAX database strain #006202) were purchased from the Jackson Laboratory. SCL-tTA (C57BL/6; F5) and TRE-BCR-ABL1 (C57BL/6; F5) transgenic mice were used in this study. For Fig.1g, female and male tet-CML-affected mice (Gdpd3 wild-type, Gdpd3 KO, 10-53 wk-old) were used in the survival experiments. For Fig.1b,c,e-g, Fig.3a,b, Fig.4a-c, Fig.5a-c, Fig.7a,b,c,d, Fig.8a,b, Supplementary Figs. 2a,b, 3b,c, 4a-c, 8a-c, 10, 11a-c, 12, 13a, 14, 15, female and male tet-CML-affected mice (Gdpd3 wild-type, Gdpd3 KO, and Lgr4/Gpr48Gt/Gt, 10-12 wk-old) were used. C57BL/6-CD45.1 mouse strain was purchased from Sankyo Labo Service Corporation, Inc. (Tokyo, Japan). Female and male C57BL/6-CD45.1 mice (6-8 wk-old) were used for first- and second-rounds serial transplantation of normal LSK cells in supplementary figure 5a,b. The mice were housed in a 12-h light:dark cycle at 25°C±2°C temperature with relative humidity of 50±20 %, and given ad libitum access to water and feed. Mice were maintained in SPF (specific-pathogen-free) conditions.

**Wild animals** We did not use wild animals in this study.

**Field-collected samples** We did not use field-collected samples in this study.

**Ethics oversight** All animal care and experimentation were carried out in accordance with the guidelines for animal and recombinant DNA experiments of Hiroshima University (Authorized Protocol Numbers A18-36, A18-37 and 30-257) and Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science and Technology Japan. The latest inspection by the Japanese Association for Laboratory Animal Sciences was at December 5th, 2017.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

**Population characteristics** The viable BMMNCs were collected from a primary CML patient for diagnosis. The patient was confirmed diagnosis of chronic phase CML. The BMMNCs were isolated from a surplus of bone marrow fluid without any additional bone marrow aspiration to the patient, and the anonymized BMMNCs were stored in freezing condition.

**Recruitment** The BMMNCs from a primary CML patient for diagnosis at the University Hospital, Dokkyo Medical University (Tochigi, Japan) were collected between October 2014 and March 2019.

**Ethics oversight** Institutional Review Board (IRB) of the University Hospital, Dokkyo Medical University (Tochigi, Japan) (IRB approval number: 26058). All procedures involving human participants were performed in compliance with the relevant ethical standards.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

For isolation of the most primitive long-term (LT) CML stem cells, bone marrow mononuclear cells (BMMNCs) were isolated from the two hind limbs of tet-CML-affected mice (SCL-tTA+ TRE-BCR-ABL1+) and healthy littermate mice (SCL-tTA+) at five weeks after Dox withdrawal. To purify LT-CML stem cells, BMMNCs were first blocked by incubation with anti-FcγIII/II receptor monoclonal antibody (mAb) (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-FITC (dilution 1:200, Clone # RM4-5, Cat. # 11-0042-86, Lot # E00084-1631, eBioscience), anti-CD8a-FITC (dilution 1:200, Clone # 53-6.7, Cat. # 11-0081-86, Lot # E00117-1632, eBioscience), anti-B220-FITC (dilution 1:200, Clone # RA3-6B2, Cat. # 11-0452-86, Lot # E00310-1631, eBioscience), anti-Mac1-FITC (dilution 1:200, Clone # M1/70, Cat. # 11-5931-86, Lot # E00740-1631, eBioscience), anti-Gr-1-FITC (dilution 1:200, Clone # RB6-8C5, Cat. # 11-0112-86, Lot # E00150-1632, eBioscience), anti-TER119-FITC (dilution 1:200, Clone # Ly-76, Cat. # 11-5921-85, Lot # E00736-1630, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience), anti-CD135/Flk2/Flt3-biotin (dilution 1:200, Clone # A2F10, Cat. # 13-1351-85, Lot # E02732-1630, eBioscience), anti-CD48-APC-Cy7 (dilution 1:250, Clone # HM48-1, Cat. # 103432, Lot # B173122, BioLegend), and anti-CD150/SLAM-Pacific blue (dilution 1:250, Clone # TC15-12F12.2, Cat. # 115924, Lot # B224451, BioLegend) mAbs. Biotinylated primary mAbs were visualised using Streptavidin-PE-Cy7 (dilution 1:400, Cat. # 557598, Lot # 6112577, BD Biosciences). CD150+CD48-CD135-LSK (Lineage-Sca-1+cKit+) cells were purified using a FACS Aria III cell sorter (S/N, P64828201002) with BD FACSDiva software ver.6.1.3 (BD Biosciences).

To purify WT haematopoietic stem/progenitor (LSK) cells, BMMNCs isolated from WT, Gdpd3-/-, and Lgr4Gt/Gt mice (6-8 wk-old) were first blocked by incubation with anti-FcγIII/II receptor mAb (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-FITC (dilution 1:200, Clone # RM4-5, Cat. # 11-0042-86, Lot # E00084-1631, eBioscience), anti-CD8a-FITC (dilution 1:200, Clone # 53-6.7, Cat. # 11-0081-86, Lot # E00117-1632, eBioscience), anti-B220-FITC (dilution 1:200, Clone # RA3-6B2, Cat. # 11-0452-86, Lot # E00310-1631, eBioscience), anti-Mac1-FITC (dilution 1:200, Clone # M1/70, Cat. # 11-5931-86, Lot # E00740-1631, eBioscience), anti-Gr-1-FITC (dilution 1:200, Clone # RB6-8C5, Cat. # 11-0112-86, Lot # E00150-1632, eBioscience), anti-TER119-FITC (dilution 1:200, Clone # Ly-76, Cat. # 11-5921-85, Lot # E00736-1630, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), and anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience). WT LSK cells were purified using a FACS Aria III cell sorter (BD Biosciences).

For serial transplantation of CML-LSK cells, mononuclear cells isolated from the two hind limbs and spleen of retro-CML-affected mice were first blocked by incubation with anti-FcγIII/II receptor mAb (dilution 1:200, Clone # 2.4G2, Cat. # BD 553142, Lot # 79813, BD Biosciences), and then stained with anti-CD4-biotin (dilution 1:200, Clone # RM4-5, Cat. # 13-0042-86, Lot # E02364-369, eBioscience), anti-CD8a-biotin (dilution 1:200, Clone # 53-6.7, Cat. # 13-0081-86, Lot # E02387-339, eBioscience), anti-B220-biotin (dilution 1:200, Clone # RA3-6B2, Cat. # 13-0452-86, Lot # E02532-301, eBioscience), anti-Mac1-biotin (dilution 1:200, Clone # M1/70, Cat. # 13-0112-86, Lot # E033770, eBioscience), anti-Gr-1-biotin (dilution 1:200, Clone # RB6-8C5, Cat. # 13-5931-86, Lot # E033865, eBioscience), anti-TER119-biotin (dilution 1:200, Clone # Ly-76, Cat. # 13-5921-85, Lot # 4300555, eBioscience), anti-Sca-1-PE (dilution 1:200, Clone # E13-161.7, Cat. # BD553336, Lot # 05152, BD Biosciences), and anti-cKit-APC (dilution 1:200, Clone # ACK2, Cat. # 17-1172-83, Lot # E17176-101, eBioscience) mAbs. Biotinylated primary mAbs were visualised using Streptavidin-PE-Cy7 (dilution 1:400, Cat. # 557598, Lot # 6112577, BD Biosciences). BCR-ABL1/EGFP+ CML-LSK cells were purified using a FACS Aria III cell sorter (BD Biosciences).

Instrument

We used a FACS Aria III cell sorter (S/N, P64828201002) (BD Biosciences).

Software

We used BD FACSDiva software ver.6.1.3 (BD Biosciences).

Cell population abundance

We did not re-confirm the post-sorted fractions.

Gating strategy

We complied previous reports as followed; Naka et al., Nature 463, 676-680, 2010., Reynaud et al., Cancer Cell, 20, 661-673, 2011, and Naka et al., Nature Communications, 6, 8039, 2015.  
We harvested bone marrow mononuclear cells (BMMNCs) from littermate healthy control mice (SCL-tTA+) and tet-CML mice (SCL-tTA+TRE-BCR-ABL1+), and isolated LT-stem cells (CD150+CD48-CD135-LSK), CD48+LSK cells, multipotent progenitors (MPP), and LK (Lineage-Sca-1+cKit+) populations as indicated in Supplementary Fig.2.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

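RNA-Seq was analysed for 6 libraries of LT-CML stem cells, 3 *Gdpd3*+/+ and 3 *Gdpd3*-/-, grouped by the genotype in their labels. The authors mapped filtered paired-end reads of 150 bases with STAR and made FPKM values, which they deposited for 36976 genes. The authors also deposited a DESeq2 table with a base mean signal over the libraries, a log2 fold change with its standard error, a Wald score, and a p-value with its Benjamini-Hochberg adjustment. The paper's text names no genome build and no counting tool. Only 358 of the 32350 genes matched to the reference have the same position in GRCm38, so no position from the deposited table is printed here. Current symbols were taken by gene identifier, and 32350 of 36976 identifiers (87.5%) matched.

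In every library each FPKM value times gene length became a whole number, up to rounding, when scaled by a depth inferred for that library. These numbers were taken to be covered bases, which gave depths of 2.13 to 6.28 Gb. Counts of reads were not listed and were not recovered from the FPKM values, and no count model was run. In *Gdpd3*-/- replicate 7, covered bases were 3700 for *Lpar4*, 3800 for *Gpr84* and 58750 for *Ltb4r1*. Such round values leave open whether counts can be recovered, so the lack of a count model is a limit of the tests run here. The precision of low values is limited by an unknown number of independent molecules. The base mean in the authors' deposited table is given where the depth of a gene is discussed. Limma 3.58.1 in R 4.3.3 was fitted with an intensity trend to log2(FPKM + 0.1) of genes with a mean FPKM of at least 0.05 over the 6 libraries, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 24689 genes tested. Single genes were compared by two-sided exact permutation tests of mean FPKM in SciPy 1.17.1, for which 3 libraries against 3 give 20 assignments and a smallest p of 0.1. GPCR and immunoglobulin genes were compared with all other genes by two-sided Fisher's exact tests at a limit of 1.5-fold on group means, and with 10000 lists matched on mean FPKM in 20 bins. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with fry. The functions were tested on simulated libraries with log2 changes of 2. With the spread seen within *Gdpd3*+/+ in both groups, 152 of 187 changed genes (81.3%) among 23523 tested were recovered with 14 false calls, and no gene was called where none was changed. With each group's own spread, wider in *Gdpd3*-/-, 40 of 190 changed genes (21.1%) were recovered with 14 false calls among 24358 tested.

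The genes named by a rule set in advance are every gene the paper names from these libraries, genes of its lipid, Foxo and Wnt reasoning, and the 5 largest rises and falls among genes with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the genotypes. *Xist* was chosen in advance as a list of its own. *Flt3* and *Jchain*, members of the lists, and *Acta1*, *P2ry14*, *Gpr132* and *Gpr171* were named after their values were seen. The 19 gene lists, the alternatives, and the tests of single genes, of all genes, of these lists and of the GPCR and immunoglobulin genes were chosen before the data were examined. A pair of skeletal muscle lists, the lists matched on mean FPKM, the simulation with each group's own spread and the tests of technical explanations were chosen later. The alternatives were pseudocounts of 0.01 and 1, no filter, a mean FPKM of at least 1, TMM scaling with 30% of M and 5% of A values trimmed, quantile normalization, no intensity trend, array weights, and leaving out each library. The paper provides the values behind Fig. 7a and Supplementary Fig. 11c as source data, but the copy available here stops before them, so the bars were measured on the pictures against the printed axes. Data of other series, which Supplementary Fig. 1 and Fig. 6d draw on, were not analysed here.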

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

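The tests in this part were chosen after the results were seen, apart from the progenitor list and the scalings applied to it. Transcripts of skeletal muscle genes, which the paper does not discuss, were higher in *Gdpd3*-/- libraries than in *Gdpd3*+/+ libraries. They held 2.22% of counted signal in *Gdpd3*-/- replicate 5, 3.15% in replicate 6 and 0.422% in replicate 7, against 0.262, 0.183 and 0.177% in *Gdpd3*+/+ replicates 1, 2 and 3. *Acta1* had 2969, 4536 and 555 FPKM in *Gdpd3*-/- replicates 5, 6 and 7. Scaling of the libraries is argued against, since the median log2 fold change of muscle genes listed without looking at their values was still 1.85 after quantile normalization. RNA from skeletal muscle tissue is a candidate explanation: 27 of those 29 genes lay above every *Gdpd3*+/+ library in replicates 5 and 6. In the authors' deposited table, 44 of the 51 muscle genes were called higher. Limma called 0 of the 22 and 0 of the 29 genes in the pair of muscle lists over all genes (22 and 20 had an unadjusted p under 0.05), and 22 and 24 without *Gdpd3*-/- replicate 7. A biological change with genotype was not tested.

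Genes of the vomeronasal receptors, silent in most tissues, were detected more often in *Gdpd3*-/- libraries. The share with any signal was 32.0% in *Gdpd3*-/- replicate 5, 29.7% in replicate 6 and 32.9% in replicate 7, against 3.87, 5.81 and 3.87% in *Gdpd3*+/+ replicates 1, 2 and 3. Depth argues the other way, since median depth was 2.44 times higher in *Gdpd3*+/+. Olfactory receptor genes were detected at 8.30, 11.1 and 14.0% in *Gdpd3*-/- replicates 5, 6 and 7, against 2.39, 2.87 and 3.19% in *Gdpd3*+/+ replicates 1, 2 and 3. Reads spread evenly over the genome cannot be told apart from other sources: mean FPKM of these families was similar in each *Gdpd3*-/- library, with a largest ratio of vomeronasal to olfactory genes of 1.35. Among genes of nearly equal length, 157 vomeronasal and 774 olfactory, the vomeronasal genes were nevertheless detected at least 2.23 times as often in each *Gdpd3*-/- library, and how the counting treated their similar copies is not known. No biological explanation was tested.

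*Flt3*, which encodes CD135, is outside the genes the paper discusses from these libraries, and its mean FPKM was 40.4 in *Gdpd3*-/- against 10.5 in *Gdpd3*+/+ cells. The cells were sorted as negative for CD135. Its list of progenitor genes rose as well, and scaling is argued against, since the list's median log2 fold change was 0.63 or more under TMM scaling and quantile normalization. A change in the cells sorted and a change within them may both give this, and neither was tested.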

How the results depend on the processing

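No paired analysis was possible because the *Gdpd3*+/+ and *Gdpd3*-/- libraries share no replicate number. Alternatives on counts (edgeR, DESeq2 size factors and filters on counts) were not run, and counts were not recovered from the FPKM values. The cause of the changes given here was not tested, apart from fewer libraries or genes where these were left out.

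The total of 422 genes called became 225 (124 higher, 101 lower) with a pseudocount of 1, 213 (125 and 88) with no filter, 673 (471 higher) with a mean FPKM of at least 1, 153 (79 and 74) with no intensity trend and 240 (124 higher) with array weights. TMM scaling gave 112 higher and 254 lower, and quantile normalization 119 higher. The median log2 fold change of all genes moved from 0.24 to 0.03 with TMM scaling and to −0.01 with quantile normalization. Across the 6 fits that each left out 1 library, the total ranged from 0 (without *Gdpd3*+/+ replicate 1, with 3356 genes at an unadjusted p under 0.05) to 3413 (without *Gdpd3*-/- replicate 7), the higher genes from 0 to 2364 and the lower genes from 0 to 1049. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, which is the smallest share 10 splits allow.

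The receptors, *Alox15* and *Gdpd3* were lower in *Gdpd3*-/- cells under every alternative in which they were tested; *Lpar4*, *Gpr82* and *Lgr4* were not tested with a mean FPKM of at least 1. The log2 fold change of *Gdpd3* was −4.0 with a mean FPKM of at least 1, where it passed the threshold. That of *Ltb4r1* no longer passed it with a pseudocount of 1 (−1.88), with no filter (−1.96) or with no intensity trend (−1.96). Across the fits that each left out 1 library, the log2 fold change ranged from −4.79 to −3.39 for *Gdpd3*, −2.19 to −1.54 for *Ltb4r1*, −5.20 to −3.49 for *Gpr84*, −1.98 to −1.20 for *Lgr4* and −2.66 to −1.77 for *Alox15*. Without *Gdpd3*-/- replicate 7, *Gdpd3*, *Gpr84*, *Lgr4* and *Alox15* passed the threshold. With pseudocounts of 0.01 and 1, the log2 fold change was −5.07 and −2.07 for *Gdpd3* and −6.28 and −1.87 for *Gpr84*. It was −2.63 and −0.43 for *Lpar4* and −2.12 and −0.45 for *Lgr4*. For *Ltb4r1* it was −1.97 and −1.88, and for *Alox15* −2.12 and −1.96.

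The GPCR set test turned to a higher direction, with a median of 0.90, when olfactory, vomeronasal and taste receptors were included. Of the 10 splits, 2 gave a camera p as small for the GPCR genes. The lists called by camera numbered 11, and 6 after quantile normalization. Of the 10 splits, 1, the real one, called as many as 11. The splits that mix the genotypes still called 3 to 6 lists, so 6 lists are within their range. The odds ratios of GPCR and immunoglobulin genes among lowered genes stayed above 1 in all alternatives run.

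Under TMM scaling the direction reversed for *Lpar5* (−0.0075), *Lpar6* (−0.21), *Akt1* (−0.17), *Mtor* (−0.031) and the long-term HSC list (−0.011). Under quantile normalization it reversed for *Lpar5* (−0.068), *Lpar6* (−0.093), *Lgr5* (−0.065), *Lgr6* (−0.36), *Akt1* (−0.10), *Mtor* (−0.076) and *Actb* (0.0066), and with array weights for *Lpar6* (−0.054). The camera direction reversed for the T cell list with a mean FPKM of at least 1 (0.49) and for the lysophospholipase D list with no filter (0.19) and with a mean FPKM of at least 1 (0.19). With 1 library left out, reversals came with ranges of −1.33 to 0.066 for *Gdpd1*, −0.42 to 0.96 for *Lpar5*, −0.19 to 0.17 for *Lpar6*, −0.16 to 1.27 for *Lgr5*, −0.19 to 0.47 for *Lgr6*, −1.85 to 1.57 for *Xist* as a list and 0.062 to 0.24 for the lysophospholipase D list. Among single genes and lists, 51 other fits were weaker and 6 stronger. Depth limits *Gpr82*, whose base mean in the authors' deposited table was 8.11.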

Differences from the paper's values

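The mean FPKM of the 5 receptors of Fig. 7a and of *Alox15* in Supplementary Fig. 11c did not differ from the bars of the pictures by the limits set.

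The paper states that *Lgr4* was significantly lower and that several GPCR genes were. The legend of Fig. 7a names a test of each gene without adjustment, the statistics text names DESeq2 for RNA-Seq, and which of them the word refers to is not clear. Without adjustment, limma's p was 0.0315 for *Lgr4*, 0.000776 for *Ltb4r1*, 0.00397 for *Gpr84*, 0.0671 for *Lpar4*, 0.140 for *Gpr82* and 0.00354 for *Alox15*. The unadjusted DESeq2 p in the authors' deposited table was 0.0105 for *Lgr4*, 6.92e-10 for *Ltb4r1* and 0.0245 for *Gpr84*. It was 0.155 for *Lpar4*, 0.122 for *Gpr82* and 1.24e-05 for *Alox15*. The adjusted p of *Lgr4* over all genes was 0.182 from limma's moderated test with Benjamini-Hochberg adjustment, and with 1 library left out from 0.0397 (without *Gdpd3*-/- replicate 7) to 0.489 (without *Gdpd3*+/+ replicate 3). Across the alternatives other than leaving out a library it ranged from 0.131 to 0.272. *Gpr84* had an adjusted p of 0.0821 from limma, and from 0.00421 (without *Gdpd3*-/- replicate 7) to 0.305 (without *Gdpd3*+/+ replicate 3) with 1 library left out. *Lpar4* and *Gpr82* passed 0.05 in no limma fit that was run, with adjusted p values from 0.132 to 0.557 and from 0.185 to 0.677. *Alox15* had an adjusted p of 0.0802 from limma, and from 0.00749 (without *Gdpd3*-/- replicate 7) to 0.288 (without *Gdpd3*+/+ replicate 1) with 1 library left out.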

Other observations

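The tests in this part were chosen after the results were seen, apart from the 19 lists and their tests. The lower FPKM of *Lpar4*, *Ltb4r1*, *Gpr82*, *Gpr84*, *Lgr4* and *Alox15* was set against technical explanations. Sex of the pooled mice is argued against: *Xist* was 0.113 FPKM in *Gdpd3*-/- replicate 5 and 24.5 in replicate 6, and 6 of 6 genes lay below every *Gdpd3*+/+ library in both. Dilution by muscle RNA is argued against, since the median log2 ratio of the 6 genes was −0.86 in replicate 7, which held little. A general loss of genes at this level is argued against for *Ltb4r1*, *Gpr84* and *Alox15*, since at most 0.75% of the 400 genes nearest in mean FPKM fell as far. Depth is argued against for these 3 genes by the same share, since the neighbours were read from the same libraries. For *Lpar4*, *Gpr82* and *Lgr4* a general loss stays open, though at least 56.2% of the 400 neighbours were raised more than 1.5-fold and at most 18.2% lowered. Neighbours were chosen on the mean of all 6 libraries, so genes detected only in *Gdpd3*-/- libraries count as raised. Chance variation of single genes cannot be told apart from a change in these 3, since 7.75, 8.75 and 4.5% of their neighbours fell as far. Depth stays open for them too, by the same shares. In the authors' deposited table the base mean was 8.11 for *Gpr82*, 69.6 for *Lpar4*, 90.3 for *Lgr4* and 124 for *Gpr84*. The number of independent molecules is not known for any of them. A lower share of granulocyte RNA stays open as well: the granulocyte list had a median log2 fold change of −1.56, and no value assigns these genes to a cell type. The larger share of GPCR genes among lowered genes is not accounted for by low expression alone, since 0.43% of 10000 matched lists held as many.

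Of the 19 lists, limma's camera called 11 with an adjusted p under 0.05, and fry, which tests against 0, called the granulocyte, progenitor, proliferation and FOXO lists. In splits of the libraries that mix the genotypes, camera still called 3 to 6 lists. The FOXO list was not called by camera, nor by fry after TMM scaling (median 0.16), after quantile normalization (median 0.11), with array weights, without *Gdpd3*+/+ replicate 3 or without *Gdpd3*-/- replicate 5. Fry lost the progenitor list without *Gdpd3*+/+ replicate 3, and the proliferation list with array weights and without any one library other than *Gdpd3*-/- replicate 7. Median log2 fold changes were −1.56 for granulocytes, −1.49 for eosinophils and mast cells, −0.78 for B and plasma cells, −0.54 for erythroid cells, −0.51 for proliferation, −0.37 for megakaryocytes, −0.11 for monocytes, −1.83 for Y-linked genes, 0.85 for progenitors, 1.01 for immediate early genes and 0.02 for lipid mediator enzymes. The others were 0.21 for long-term HSC, −0.06 for T and NK cells, −0.06 for mTORC1 targets and 0.38 for FOXO targets. They were 0.73 for Wnt targets, 0.35 for interferon response, −0.48 for *Xist* and 0.19 for lysophospholipase D. With 1 library left out, the median ranged from −2.64 to −0.48 for Y-linked genes and from −0.89 to −0.11 for erythroid cells. That of B and plasma cells ranged from −1.01 to −0.33 and that of megakaryocytes from −0.56 to 0.053. Camera did not call the megakaryocyte list without *Gdpd3*-/- replicate 5 or 7. Camera ranked lipid mediator enzymes lower, with medians of −0.20 after TMM scaling and −0.33 after quantile normalization. In the proliferation list 22 of 25 genes were lower, and scaling is argued against because the median nearest 0 under TMM scaling and quantile normalization was −0.61. These are mRNA levels, and cell division was not measured in these libraries. The paper reports the other direction by BrdU, with more S-phase cells among *Gdpd3*-/- CML-LSK cells in spleen and a similar trend in bone marrow. Those cells came from retro-CML mice, so the cells, the CML model and the measure all differ.

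The *Gdpd3*-/- libraries differed more from one another than the *Gdpd3*+/+ libraries. Depth is argued against: among genes with a mean FPKM of at least 100, the median SD of log2 values was 0.192 in *Gdpd3*-/- and 0.0697 in *Gdpd3*+/+ cells. Muscle and sex-linked transcripts are argued against, since the median correlation within *Gdpd3*-/- was 0.832 without them. Differences between pools of mice were not tested. Immunoglobulin transcripts were abundant in all 6 libraries, and RNA from antibody-secreting cells is a candidate explanation: 0.103% of genes had a higher mean FPKM than *Jchain*. A biological explanation was not tested.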
